# Histone Lactylation Antagonizes Senescence and Skeletal Muscle Aging by Modulating Aging‐Related Pathways

**DOI:** 10.1002/advs.202412747

**Published:** 2025-05-19

**Authors:** Fanju Meng, Jianuo He, Xuebin Zhang, Wencong Lyu, Ran Wei, Shiyi Wang, Zhehao Du, Haochen Wang, Jinlong Bi, Xueyang Hua, Chao Zhang, Yiting Guan, Guoliang Lyu, Xiao‐Li Tian, Lijun Zhang, Wenbing Xie, Wei Tao

**Keywords:** epigenetics, histone lactylation, senescence, skeletal muscle aging

## Abstract

Epigenetic alterations are among the prominent drivers of cellular senescence and/or aging, intricately orchestrating gene expression programs during these processes. This study shows that histone lactylation, plays a pivotal role in counteracting senescence and mitigating dysfunctions of skeletal muscle in aged mice. Mechanistically, histone lactylation and lactyl‐CoA levels markedly decrease during cellular senescence but are restored under hypoxic conditions primarily due to elevated glycolytic activity. The enrichment of histone lactylation at promoters is essential for sustaining the expression of genes involved in the cell cycle and DNA repair pathways. Furthermore, the modulation of enzymes crucial for histone lactylation, leads to reduced histone lactylation and accelerated cellular senescence. Consistently, the suppression of glycolysis and the depletion of histone lactylation are also observed during skeletal muscle aging. Modulating the enzymes can also lead to the loss of histone lactylation in skeletal muscle, downregulating DNA repair and proteostasis pathways and accelerating muscle aging. Running exercise increases histone lactylation, which in turn upregulate key genes in the DNA repair and proteostasis pathways. This study highlights the significant roles of histone lactylation in modulating cellular senescence as well as muscle aging, providing a promising avenue for antiaging intervention via metabolic manipulation.

## 1 Introduction

Senescence is characterized by permanent cell cycle arrest along with increased expression of cyclin‐dependent kinase inhibitors and senescence‐associated secretory phenotypes (SASPs).^[^ ^1^ ^]^ Triggered by various extrinsic and intrinsic factors, including developmental signals, senescence plays crucial roles in a range of physiological and pathological processes.^[^ ^1^, ^2^ ^]^ Epigenetic alterations are one of the hallmarks and drivers of senescence and/or aging.^[^ ^3^, ^4^ ^]^ In particular, changes in histone modifications are pivotal to senescence progression via their functions in modulating the gene expression network, organizing chromatin architecture and maintaining genome stability.^[^ ^5^, ^6^, ^7^, ^8^, ^9^ ^]^ A plethora of studies have substantiated the promising applications of small molecules that target epigenetic modifiers in lifespan expansion and aging intervention.^[^ ^10^, ^11^, ^12^, ^13^ ^]^

Notably, senescent cells or aged tissues still retain high metabolic activity, and the cellular metabolic state is closely intertwined with epigenetic modulation of gene expression.^[^ ^14^ ^]^ Metabolic intermediates, such as acetyl‐CoA synthesized in the mitochondria, are critical in providing acetyl groups for posttranslational modifications (PTMs) of both nonhistone proteins and histones.^[^ ^15^ ^]^ These discoveries have greatly advanced our understanding of how histone codes that are influenced by cellular metabolic status contribute to the modulation of chromatin states, gene expression, and cell phenotypes.^[^ ^16^ ^]^

Histone lysine lactylation, a recently identified histone modification, has been shown to play a pivotal role in regulating gene expression and modulating cellular activities through the interplay between metabolism and epigenetics. For example, histone lactylation is involved in processes such as the immune response in macrophages and the development of cancer.^[^ ^17^ ^]^ Although not in great detail, histone lactylation has also been reported to be associated with other biological processes, such as tissue repair, cell proliferation, cell metabolism, neurodevelopment, and embryonic development.^[^ ^17^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^ ^]^ These observations not only reveal the broad physiological functions of histone lactylation but also prove that the lactate produced from glycolysis is not only a byproduct of metabolism but also, by providing lactyl groups for histone lactylation, acts as a key regulator of cell fate. Indeed, the level of histone lactylation is closely related to metabolic kinetics in response to cellular activities as well as glycolytic enzymes, such as acyltransferase (p300) and histone deacetylase 1/3 (HDAC1/3), which may contribute to writing or erasing histone lactylation with their respective cofactors.^[^ ^17^, ^27^, ^28^ ^]^ Although histone lactylation has been shown to reside in regulatory elements and modulate the expression of genes involved in various biological processes,^[^ ^17^, ^21^, ^29^ ^]^ its roles and mechanisms in regulating cellular senescence and tissue functions during aging remain elusive.

In this study, we show that the level of histone lactylation markedly decreases during replicative senescence and tissue aging. In addition, hypoxia, which is accompanied by an increased level of histone lactylation, delays cellular senescence. Promoter enrichments of histone lactylation activate the cell cycle and DNA repair‐related genes to counteract cellular senescence and enhance DNA repair and proteostasis to antagonize muscle aging. Furthermore, the modulation of lactylation enzymes results in reduced histone lactylation, consequently accelerating senescence and muscle aging. Finally, after running exercise, the level of glycolysis in mouse skeletal muscle is increased and muscle dysfunction is mitigated, primarily owing to the increased abundance of histone lactylation, which reprograms genes and pathways linked to DNA repair and proteostasis. Thus, our data reveal that histone lactylation modulates cell cycle‐, DNA repair‐ and proteostasis‐related genes to antagonize cellular senescence and tissue aging. These findings suggest that histone lactylation may serve as a candidate marker to assess senescence/aging and provide new therapeutic avenues for combating tissue aging and extending the healthy lifespan.

## 2 Results

### 2.1 Histone Lactylation Dramatically Decreases During Senescence

We utilized three replicative senescence models, i.e., human embryonic lung fibroblasts (IMR90 cells), mouse fibroblasts (MEFs), and human umbilical vein endothelial cells (HUVECs), to investigate how histone lactylation may be correlated with cellular senescence. At early passages, cells grow rapidly and are in a young state; subsequently, cells gradually cease to proliferate, which is referred to as replicative senescence. We used multiple markers to confirm the senescence state: p16/p21 expression and the percentage of cells with SA‐β‐gal^+^ staining significantly increased (**Figure** **1**A–D and Figure S1A–C, Supporting Information), whereas Lamin B1 and Ki‐67 expression decreased (Figure 1A–D and Figure S1D–F, Supporting Information) in all three senescent cell lines. Most importantly, the levels of histone lactylation at different H3 sites, including H3K9la, H3K14la, and H3K18la, dramatically decreased in all three senescent cell lines (Figure 1A–D), implying that senescence‐associated reductions in histone lactylation occur regardless of the cell type or species.

**Figure 1:**
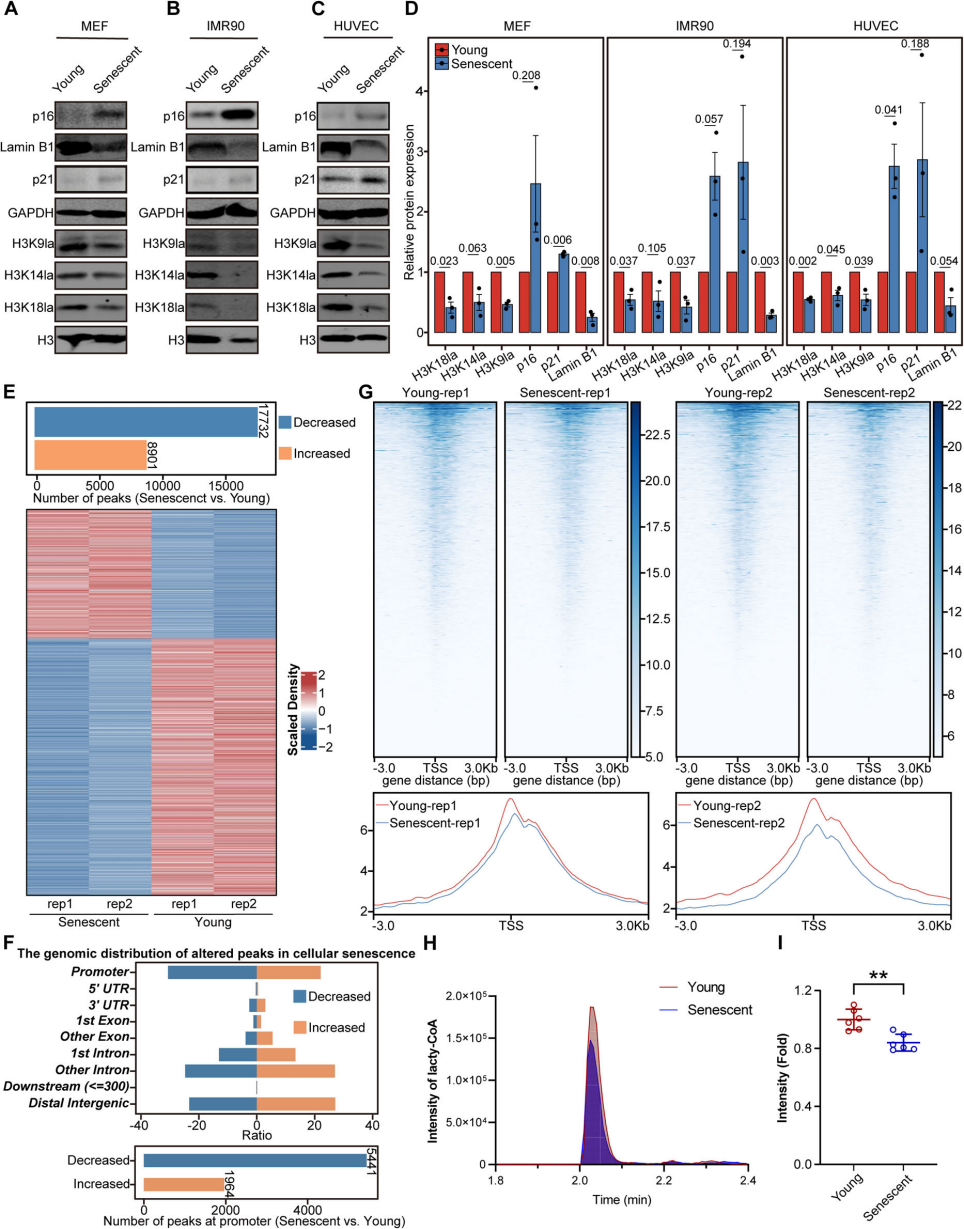
Histone lactylation decreases during cellular senescence. A–C) Immunoblotting of Lamin B1, p16, p21, H3K9la, H3K14la, and H3K18la in young and senescent MEFs (A), IMR90 cells (B), and HUVECs (C). GAPDH and H3 served as loading controls. D) Relative band intensity of immunoblots in A, B and C, *n* = 3. E) Top, number of altered peaks associated with cellular senescence; bottom, heatmap of altered H3K9la peaks associated with cellular senescence. F) Distribution of the altered H3K9la peaks in the genomic elements of IMR90 cells during senescence. G) Heatmaps and intensity profiles of H3K9la around ±3 kb of TSS throughout the genome in young and senescent IMR90 cells. H) Intensity of lactyl‐CoA in young and senescent IMR90 cells. I) Relative lactyl‐CoA intensity fold change in H, *n* = 6. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. **P < 0.01. TSS, transcription start site.

Next, we performed CUT&Tag for H3K9la in IMR90 cells to dissect the genomic regions that lose histone lactylation during senescence. As expected, the total number of decreased H3K9la peaks across the whole genome in senescent cells was significantly greater than that of increased H3K9la peaks (Figure 1E). More importantly, the decreased H3K9la peaks during senescence were enriched mainly at gene promoters, whereas the increased H3K9la peaks were distributed mainly in introns and distal intergenic regions (Figure 1F). In particular, decreases in the histone lactylation signal were pronounced within ±3 kb around the transcription start site (TSS) (Figure 1G). Because lactyl‐CoA is the most direct substrate for histone lactylation,^[^ ^17^ ^]^ we utilized mass spectrometry to measure the levels of lactyl‐CoA in both young and senescent cells. A significant decrease in lactyl‐CoA was associated with senescence (Figure 1H,I), indicating that the global reduction in histone lactylation during replicative senescence may be due to a lack of lactyl‐CoA in senescent cells. Thus, when exogenous sodium lactate (NALA) was applied to MEFs, HUVECs, and IMR90 cells, consistent with previous studies,^[^ ^17^, ^22^ ^]^ the histone lactylation level of the treated cells are increased and the percentage of the treated cells that underwent senescence significantly decreased (Figure S2, Supporting Information), suggesting that histone lactylation may function to prevent cellular senescence.

### 2.2 Glycolysis Inhibition Leads to a Loss of Histone Lactylation During Senescence

Considering that exogenous lactate treatment can increase the level of histone lactylation and further inhibit cellular senescence, we hypothesize that active intervention in the endogenous lactate level in cells is sufficient to modulate the abundance of histone lactylation and impact senescence progression. Hypoxia can induce glycolysis and produce large amounts of endogenous lactate,^[^ ^30^ ^]^ and previous studies have shown that hypoxia considerably extends the cell lifespan and that upregulation of glycolysis can resist senescence;^[^ ^31^ ^]^ therefore, we established a physiological hypoxic (3% O_2_) environment in IMR90 and MEF cells to test the aforementioned hypothesis. 

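RNA of IMR90 cells, a line of human fetal lung fibroblasts, was sequenced after culture at 3% oxygen (hypoxia) and at 20% oxygen (normoxia), with 2 libraries per condition. The authors trimmed the reads with trim_galore, aligned them to hg38 with hisat2, counted them on genes with featureCounts and normalized the counts with DESeq2. The deposited values are reads divided by a size factor of the library, and in every library 100% of them return whole reads when multiplied by it. The reads on listed genes numbered 16381854 and 16201028 in the hypoxia libraries and 20757421 and 12886337 in the normoxia libraries. The authors list 14109 genes, each with at least 10 reads in at least 2 of the 4 libraries. The paper's text does not name the gene annotation, the strandedness of the counting or the handling of reads that map to several places. The values were used as log2 of the normalized value plus a pseudocount of 1, and the 13655 genes with a mean normalized value of at least 10 were tested. The test was limma's moderated linear model with a mean-variance trend and Benjamini-Hochberg adjustment. A gene was called upregulated or downregulated at an adjusted p below 0.05 and an absolute log2 fold change above 0.58, the lower threshold that the paper gives. For a single gene, 2 libraries against 2 cannot give a p below 0.333 in a two-sided exact permutation test. Among the 532 genes with a mean normalized value of at least 5000, the log2 difference between the normoxia libraries had an SD of 0.580, and that between the hypoxia libraries an SD of 0.0996.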

As expected, a decrease in glycolysis levels in senescent IMR90 cells was observed (**Figure** **2**A), while hypoxia treatment led to a significant increase in glycolysis levels (Figure 2B and Figure S3A, Supporting Information). Thus, under normoxic conditions, IMR90 cells rapidly became senescent, and their proliferative capacity was very poor. However, in the hypoxic environment, the proliferative capacity of senescent IMR90 cells was elevated, and the progression of senescence was significantly delayed (Figure 2C,D). 

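RNA of young and of senescent IMR90 cells was sequenced with 2 libraries per group, and the deposited values are in the unit of the hypoxia comparison. The paper's text does not name the oxygen level of these 4 cultures. The libraries of senescent cells held 31693683 and 33536851 reads on listed genes, and those of young cells 39534976 and 43743984. The authors list 16899 genes for this comparison, of which 16216 were tested, and the threshold for the absolute log2 fold change was 1. The size factors were set within these 4 libraries alone, so that values are compared within this comparison and not with those of another. Mitochondrially encoded genes took 12.8% and 12.3% of the reads in the senescent libraries and 4.30% and 4.35% in the young libraries. Over the 1332 genes at the higher level named for the hypoxia libraries, the log2 difference within a pair had an SD of 0.0859 in senescent and 0.0409 in young cells.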

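The hallmark gene set of Fig. 2A,B is not used here. RNA was summarised on the 17 genes of the glycolytic enzymes from hexokinase to lactate dehydrogenase, which does not measure the flux through glycolysis. Their median log2 fold change between senescent and young cells was −0.75. Relative to the mean of the young libraries, the median of the list was −0.76 and −0.72 in the senescent libraries and −0.01 and 0.01 in the young libraries, with a pooled SD of 0.0230. Camera, limma's test of a list against all other genes with a preset inter-gene correlation of 0.01, gave an adjusted p of 0.000102 over 24 tests of lists. Of the 17 genes, 15 fell and PFKM and LDHB rose. By limma, 14 fell and 2 rose with an adjusted p below 0.05 over all genes tested, and 14 and 2 adjusted over the list alone. ENO1, LDHA, PFKP, PGAM1, PGK1 and TPI1 were called downregulated, and LDHB was called upregulated with a log2 fold change of 1.05. Without senescent replicate 2 the fall of ENO1 was −0.97, and without senescent replicate 1 or young replicate 1 the rise of LDHB was 0.84 and 0.86, all under the threshold. Quantile normalization moved the list most, to −0.59, and left ENO1 at −0.98, no longer called. Under upper-quartile scaling ENO1 (−0.93) and PGAM1 (−0.99) were not called either.

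In hypoxia the median log2 fold change of the list was 0.78. The hypoxia libraries had list medians of 0.61 and 0.84 relative to the normoxia mean, against 0.03 and −0.03 in the normoxia libraries, with a pooled SD of 0.122. The adjusted p from camera was 1.81e-05. Here 15 genes rose, of which 12 had an adjusted p below 0.05 by limma over all genes tested and 12 adjusted over the list alone, and 11 were called upregulated. Without normoxia replicate 2 the rise of PGAM1 was 0.52, and without normoxia replicate 1 that of GPI was 0.578, both below the threshold. PGAM1 and TPI1 were not called when limma's variance was fitted without a trend. Of the 24 tests of lists, 16 had an adjusted p below 0.05 by camera, all 16 also had one by fry, a rotation test of the list on its own, and 6 others had one by fry alone.

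LDHA (ENSG00000134333) lies on chromosome 11 of GRCh38 from 18394560 to 18408425 on the plus strand. Its normalized value was 32209 ± 609.9 (SD, n = 2) in senescent and 94305 ± 929 (SD, n = 2) in young cells. This was a log2 fold change of −1.55 (standard error 0.03, adjusted p = 1.65e-13 from limma). In hypoxia the value was 38612 ± 408 (SD, n = 2) against 14778 ± 372 (SD, n = 2) in normoxia. The log2 fold change was 1.39 (standard error 0.08, adjusted p = 0.00101 from limma). The annotation (GENCODE 44) names 6 pseudogenes of LDHA, 13 of PGAM1 and 65 of GAPDH, which could have taken part of the reads. ALDOA, GPI, LDHB, PFKP and PGK1 share exon sequence on their strand with another gene. From the gene set enrichment of Fig. 2A,B, the paper states that glycolysis is lower in senescent IMR90 cells and higher in hypoxia.

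**Figure D1:**
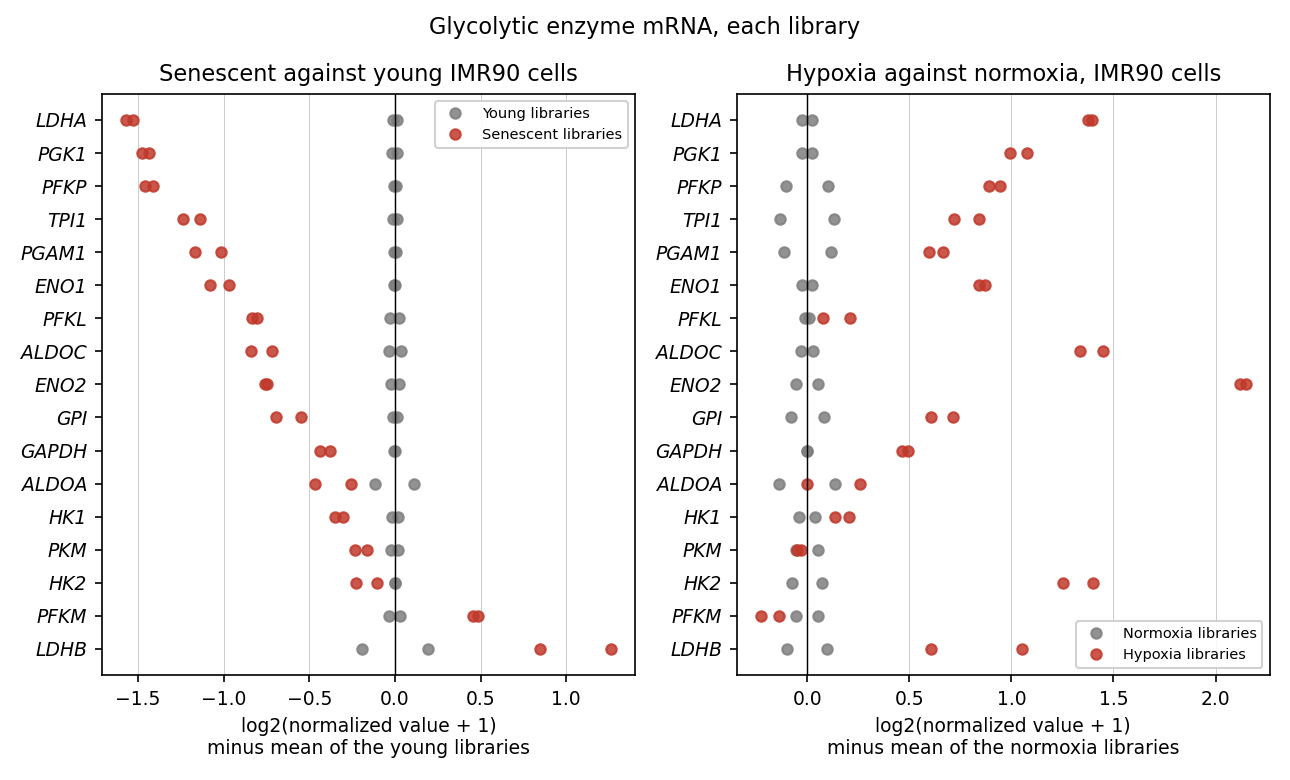
Log2 of the normalized value plus 1 minus its mean in the young libraries (left) or in the normoxia libraries (right), for each of the 17 glycolytic enzymes, with a point per library. In senescence 15 enzymes lie on average below their level in young cells, and in hypoxia 15 lie above their level in normoxia.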

The same phenomenon was also observed in MEFs (Figure S4A, Supporting Information). In addition, both lactyl‐CoA and lactate levels were significantly greater in IMR90 cells under hypoxic conditions than in those under normoxic conditions (Figure 2E–G). Consistently, hypoxia treatment markedly increased histone lactylation, including H3K9la, H3K14la and H3K18la, in IMR90 and MEF cells (Figure 2H,I and Figure S4B, Supporting Information).

**Figure 2:**
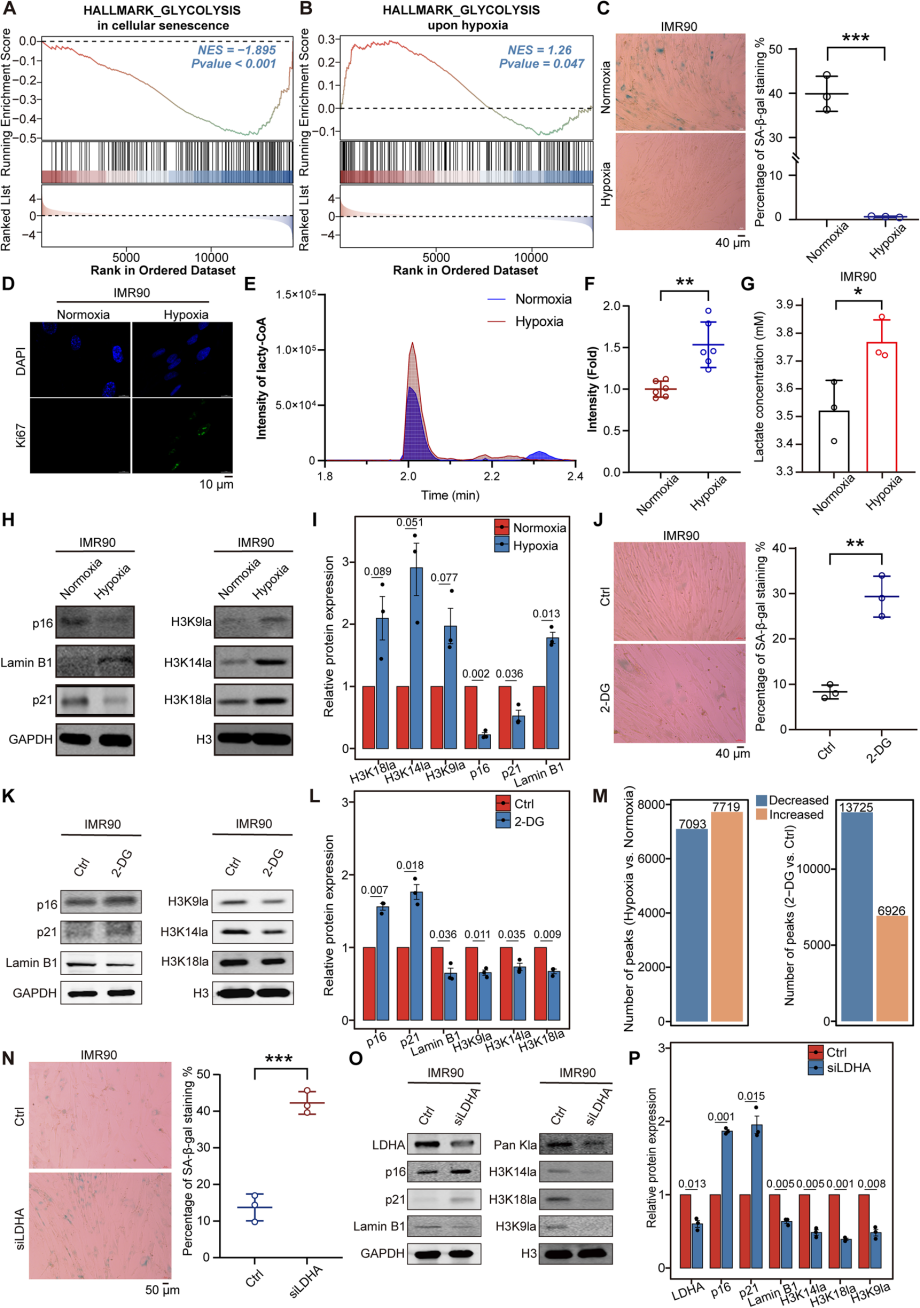
Glycolysis inhibition leads to a loss of histone lactylation and triggers cellular senescence. A) GSEA of glycolysis genes in IMR90 cells during senescence. B) GSEA of glycolysis genes in IMR90 cells upon hypoxia exposure. C) SA‐β‐gal staining of IMR90 cells cultured under normoxia and hypoxia. The percentages of SA‐β‐gal^+^ cells are shown on the right, *n* = 3. D) Immunofluorescence of Ki67 and DAPI in IMR90 cells cultured under normoxia and hypoxia. E) Intensity of lactyl‐CoA in normoxic and hypoxic IMR90 cells. F) Relative lactyl‐CoA intensity fold change in E, *n* = 6. G) Intracellular lactate levels in IMR90 cells cultured under normoxia and hypoxia, *n* = 3. H) Protein levels of p16, Lamin B1, p21, H3K9la, H3K14la, and H3K18la in IMR90 cells cultured under normoxia and hypoxia. GAPDH and H3 served as the loading controls. I) Relative band intensity of immunoblots in H, *n* = 3. J) SA‐β‐gal staining of IMR90 cells with or without 2‐DG treatment in a hypoxic environment. The percentages of SA‐β‐gal^+^ cells are shown on the right, *n* = 3. K) Immunoblotting of Lamin B1, p16, p21, H3K9la, H3K14la, and H3K18la in IMR90 cells cultured under hypoxia with and without 2‐DG treatment. GAPDH and H3 served as loading controls. L) Relative band intensity of immunoblots in K, *n* = 3. M) The number of altered peaks upon hypoxia or 2‐DG treatment. N) SA‐β‐gal staining of IMR90 cells in the presence or absence of *Ldha* siRNA. The percentages of SA‐β‐gal^+^ cells are shown on the right, *n* =3. O) Immunoblotting of LDHA, Pan Kla, H3K18la, H3K14la, H3K9la, Lamin B1, p16, and p21 in IMR90 cells in the presence or absence of *Ldha* siRNA. H3 and GAPDH served as the loading controls. P) Relative band intensity of immunoblots in O, *n* = 3. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. *P < 0.05, **P < 0.01, ***P < 0.001. Normoxia, 20% O_2_; hypoxia, 3% O_2_.

To test whether hypoxia affects histone lactylation via the glycolysis‐lactate/lactyl‐CoA axis, we subjected IMR90 cells to hypoxic conditions and treated these cells with the glycolysis inhibitor 2‐deoxy‐d‐glucose (2‐DG). 

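2-DG is a glucose analogue that is phosphorylated by hexokinase and does not pass through the later steps of glycolysis. RNA was sequenced from IMR90 cells treated with 2-DG for 5 days at 3% oxygen and from control cells at the same oxygen level without it, with 2 libraries per group. The control libraries are not the hypoxia libraries that were compared with normoxia. The paper's text does not name the dose of 2-DG in this experiment. Reads on listed genes numbered 23892072 and 21799296 with 2-DG and 26992773 and 24364634 in the control libraries. Of the 14904 genes that the authors list, 14397 were tested, at the threshold used for senescence. The log2 difference within the pair had an SD of 0.0751 with 2-DG and 0.0781 in the control, over the 853 genes with the highest means as defined for the hypoxia comparison.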

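After 2-DG, the median log2 fold change of the glycolytic enzymes was −0.23 against the hypoxia control. Relative to the mean of the control libraries, the list was at −0.23 and −0.22 in the 2-DG libraries and at 0.01 and −0.01 in the control libraries, with a pooled SD of 0.0139. The adjusted p from camera was 0.280, and it ranged from 0.109 to 0.347 over the alternatives. By fry it was 0.000988. By limma, 9 enzymes fell and 6 rose with an adjusted p below 0.05 over all genes tested, and 9 and 6 adjusted over the list alone. LDHA was the one enzyme called, with a normalized value of 32546 ± 405 (SD, n = 2) after 2-DG and 66191 ± 163 (SD, n = 2) in the control. Its log2 fold change was −1.02 (standard error 0.01, adjusted p = 4.15e-22 from limma). With the trend of the changes with transcript length and GC content removed, an alternative chosen after the values were seen, it was −0.64 and LDHA was not called. PGAM1 fell by 0.97, TPI1 fell by 0.79 and PGK1 fell by 0.76. HK1 rose by 0.68 and HK2 by 0.55.

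**Figure D2:**
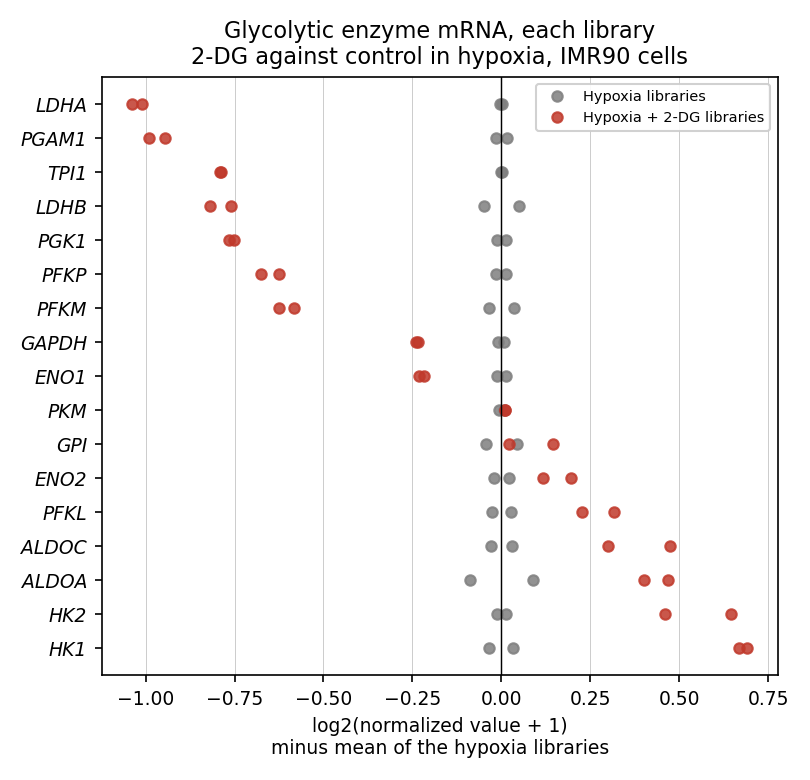
Log2 of the normalized value plus 1 minus its mean in the hypoxia control libraries, for each of the 17 glycolytic enzymes, with a point per library of cells with and without 2-DG. LDHA lies lowest at −1.02 and HK1 highest at 0.68.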

Our results revealed that 2‐DG treatment significantly inhibited glycolysis, and more importantly, the ability of hypoxia to mitigate senescence was abolished in IMR90 cells treated with 2‐DG (Figure 2J–L and Figure S3B, Supporting Information). In addition, the abundance of histone lactylation was primarily increased across the whole genome upon hypoxia exposure and decreased upon 2‐DG treatment (Figure 2M and Figure S5, Supporting Information). These results indicate that hypoxia restores histone lactylation by enhancing intracellular glycolytic flux.

LDHA is a critical enzyme that converts pyruvate to lactate and plays a pivotal role in glycolysis.^[^ ^32^ ^]^ The expression of LDHA was downregulated during senescence and upregulated following hypoxia treatment (Figure S6A, Supporting Information). To further confirm that the glycolysis‐lactate/lactyl‐CoA axis directly influences histone lactylation levels to impact cellular senescence, we knocked down the LDHA gene in IMR90 cells, and depletion of LDHA resulted in decreased levels of lactate as well as histone lactylation (Figure 2O and Figure S6B, Supporting Information). More importantly, knockdown of LDHA accelerated IMR90 cell senescence, as manifested by increased SA‐β‐gal staining, elevated expression of p21 and p16, and decreased Lamin B1 expression (Figure 2N–P). Similarly, LDHA inhibitors such as galloflavin and oxamate also reduced lactate levels in IMR90 cells (Figure S6C, Supporting Information), thereby reducing histone lactylation levels and promoting cellular senescence (Figure S6D–G, Supporting Information). Additionally, LDHA inhibitors can induce senescence in MEFs (Figure S6H, Supporting Information). Therefore, glycolysis inhibition and the resulting deficiency in lactate/lactyl‐CoA during cellular senescence are the primary contributors to the senescence‐associated loss of histone lactylation, and modulation of the metabolic environment may be an effective strategy to intervene in cellular senescence.

Besides, the addition of NALA to 2‐DG‐treated or siLDHA IMR90 cells indeed restored histone lactylation levels and alleviated cellular senescence phenotype (Figure S7A–D, Supporting Information). However, for IMR90 cells cultured under hypoxic condition, the addition of NALA did not further increase the histone lactylation levels (Figure S7E, Supporting Information). Moreover, the knockdown of LDHA effectively inhibited the hypoxia‐induced increase in histone lactylation and reversed the delayed senescence that occurs under hypoxic conditions (Figure S7F,G, Supporting Information). Therefore, modulating lactate levels can alter histone lactylation, thereby influencing cellular senescence.

### 2.3 Histone Lactylation Modulates Cell Cycle‐ and DNA Repair‐Related Genes to Antagonize Cellular Senescence

We aimed to elucidate how alterations in histone lactylation during senescence may impact senescence progression. Since histone lactylation levels dramatically decrease during cell senescence and the decreased H3K9la peaks during senescence are enriched mainly at gene promoters, we also performed CUT&Tag experiments for H3K9la in hypoxia‐ or 2‐DG‐treated IMR90 cells. As expected, hypoxic conditions mainly stimulated histone lactylation in IMR90 cells, whereas 2‐DG treatment reduced the global level of histone lactylation. More importantly, the increased H3K9la peaks upon hypoxia exposure mostly resided in promoter regions, whereas the decreased H3K9la peaks were primarily distributed in introns and distal intergenic regions (**Figure** **3**A,C and Figure S8A, Supporting Information). In contrast, the H3K9la peaks whose expression decreased upon 2‐DG treatment were also enriched mainly at promoter regions, whereas the H3K9la peaks whose expression increased were largely distributed in introns and distal intergenic regions (Figure 3B,D and Figure S8B, Supporting Information). Our analysis also identified a significant overlap of genes among three experimental conditions: those with decreased H3K9la peaks during cellular senescence, those with increased H3K9la peaks under hypoxic conditions, and those with decreased H3K9la peaks following 2‐DG treatment (Figure S9, Supporting Information). These results suggest that promoter regions may be the key genomic regions through which histone lactylation impacts the progression of senescence. This finding is in line with a previous study showing that increased histone lactylation activates the promoters of homeostatic genes in the late phase of M1 macrophage polarization.^[^ ^17^ ^]^

**Figure 3:**
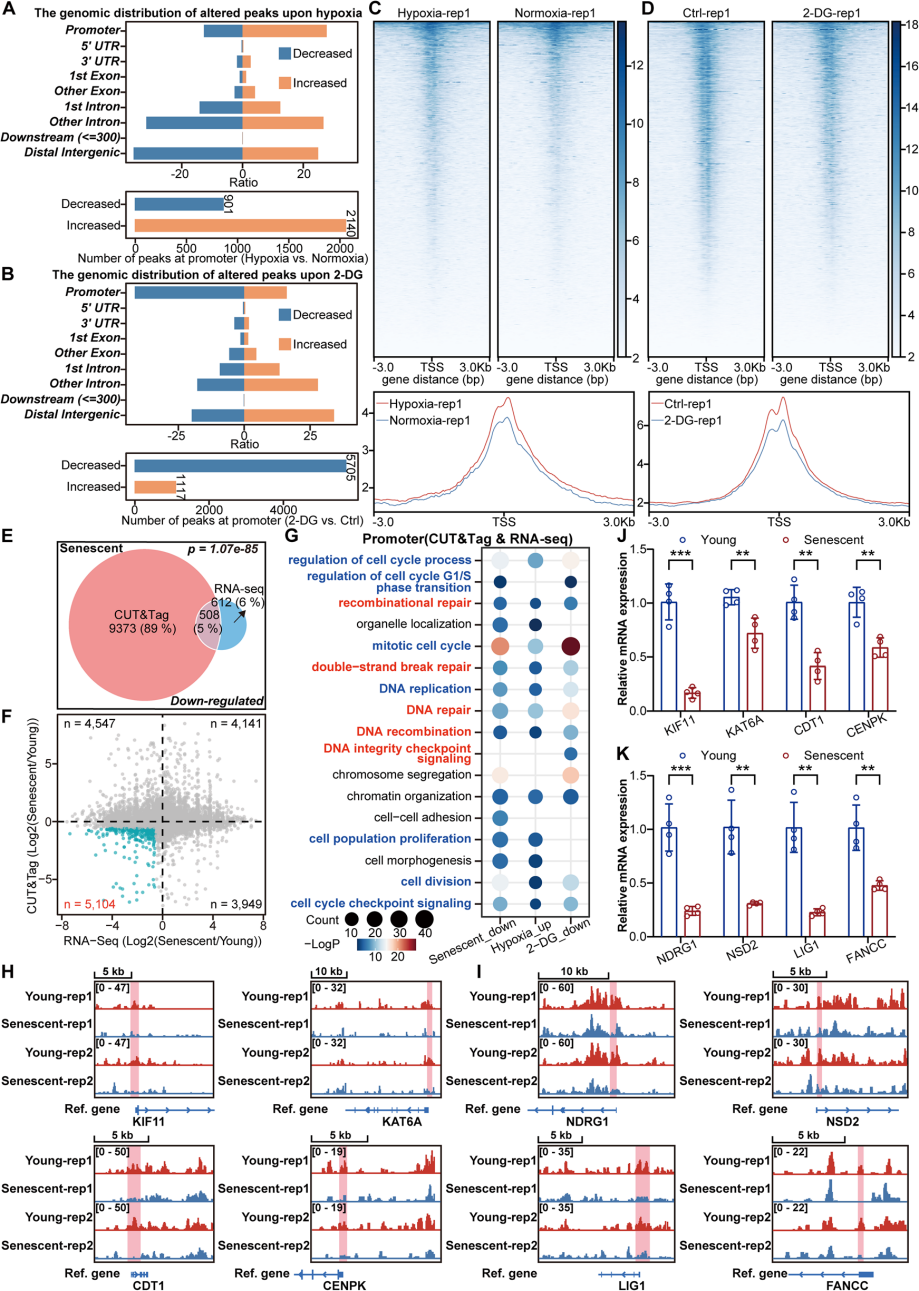
Histone lactylation modulates the expression of genes related to the cell cycle and DNA repair. A) Distribution of the altered H3K9la peaks in genomic elements in IMR90 cells upon hypoxia exposure. B) Distribution of the altered H3K9la peaks in genomic elements in IMR90 cells treated with 2‐DG in a hypoxic environment. C) Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in IMR90 cells cultured under hypoxia or normoxia. D) Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome with or without 2‐DG treatment in IMR90 cells cultured in a hypoxic environment. E) Venn diagram showing the overlapping genes between decreased H3K9la peak‐associated genes identified via CUT&Tag and downregulated genes identified via RNA‐seq data related to cellular senescence. F) Scatter plot showing the relationships between genes with alterations in promoter histone lactylation and those with changes in gene expression during cellular senescence. The green dots indicate the genes that lost promoter histone lactylation and in which senescence was downregulated. G) Gene Ontology pathway analysis of genes with altered H3K9la peaks at their promoters and corresponding downregulation during senescence, upregulation upon hypoxia, or downregulation upon 2‐DG treatment in IMR90 cells. H) Snapshots of H3K9la peaks at the promoters of *KIF11*, *KAT6A*, *CDT1*, and *CENPK* in young and senescent IMR90 cells. I) Snapshots of H3K9la peaks at the promoters of *NDRG1*, *NSD2*, *LIG1*, and *FANCC* in young and senescent IMR90 cells. J) mRNA levels of the cell cycle‐related genes *KIF11*, *KAT6A*, *CDT1*, and *CENPK* in young and senescent IMR90 cells. The cycle threshold (Ct) values of these genes were normalized to that of *ACTB*, *n* = 4. K) mRNA levels of the DNA repair‐related genes *NDRG1*, *NSD2*, *LIG1*, and *FANCC* in young and senescent IMR90 cells. The cycle threshold (Ct) values of these genes were normalized to that of *ACTB*, *n* = 4. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. **P < 0.01, ***P < 0.001. Normoxia, 20% O_2_; hypoxia, 3% O_2_; TSS, transcription start site.

Hence, we conducted intersection analyses between CUT&Tag data and RNA‐seq data to determine which groups of genes or pathways affect histone lactylation. We compared genes associated with decreased H3K9la peaks in cellular senescence or 2‐DG treatment with their corresponding downregulated genes, and we compared genes associated with increased H3K9la peaks upon hypoxia exposure with their respective upregulated genes. 

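The H3K9la CUT&Tag peaks are not analysed here, and the genes called by limma give the RNA side of the intersections. Between senescent and young cells, 1209 genes were downregulated and 1296 upregulated. Between hypoxia and normoxia, 1568 genes were downregulated and 1449 upregulated. After 2-DG, 1410 genes were downregulated and 1992 upregulated. Without a threshold on the fold change, 9285 genes in senescence, 4149 in hypoxia and 9506 after 2-DG had an adjusted p below 0.05 by limma. Over all genes tested, both libraries of one group lay above both of the other in 78.4% of genes in senescence, 70.5% in hypoxia and 82.5% after 2-DG, where chance gives 33.3%. With each library left out in turn, 528 called genes in senescence, 525 in hypoxia and 594 after 2-DG fell below the fold change threshold at least once. With the fold change thresholds kept, the alternative that moved a count most was the removal of the length and GC trend, chosen after the values were seen. It left 870 downregulated genes in hypoxia.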

Unsurprisingly, the intersecting gene numbers between the two datasets in all three conditions were significant (Figure 3E and Figure S10, Supporting Information). Additionally, more genes lost histone lactylation at their promoters and were downregulated with increasing cellular senescence (Figure 3F). 

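Of the genes called between senescent and young cells, 48.3% were downregulated. This share was 53.2% when the libraries were brought to the same quantiles and 39.8% when they were scaled by their upper quartile. These scalings moved the median change of all genes by at most 0.0976. The falls named here are the 3 largest among called genes with a mean normalized value of at least 100 and groups that do not overlap. GPC4 had a log2 fold change of −6.13, from 396 ± 10.4 (SD, n = 2) in young to 5.52 ± 4.52 (SD, n = 2) in senescent cells. CXCL5 had one of −5.97. For CXCL8 it was −5.84, from 4432 ± 70.5 (SD, n = 2) to 77.5 ± 17.1 (SD, n = 2), with an adjusted p of 3.60e-13 from limma. Without senescent replicate 1 the value was −5.35 for GPC4 and −4.06 for CXCL5, and without senescent replicate 2 it was −6.90 and −7.88. CXCL5 was not called with limma's variance fitted without a trend. The largest rises by the same rule were those of FOSB at 6.29, FOS at 5.64 and KCNN2 at 4.06. FOSB had 1939.5 ± 17.7 (SD, n = 2) in senescent and 23.8 ± 2.90 (SD, n = 2) in young cells, with an adjusted p of 1.07e-12 from limma. The promoter peaks of these genes are not analysed here.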

In all conditions, altered peaks exhibited a significantly positive correlation with the corresponding differentially expressed genes (DEGs) (Figure S11A–F, Supporting Information). Moreover, genome‐wide analysis revealed a significantly positive correlation between all detected CUT&Tag peaks and their corresponding expressed genes across the three conditions (Figure S11G–L, Supporting Information). Intriguingly, genes involved in pathways such as the mitotic cell cycle, DNA replication, cell population proliferation, double‐strand break repair and recombinational repair lost histone lactylation at their promoters and were downregulated during senescence, but their promoters were lactylated and activated in a hypoxic environment (Figure 3G). These cell cycle‐ and DNA repair‐related genes were delactylated at promoters and inhibited upon 2‐DG treatment (Figure 3G). 

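The RNA of cell cycle genes was summarised on the S phase and G2/M phase lists of the Seurat package, and that of DNA repair genes on a list of homologous recombination and Fanconi genes and a list of excision repair and end joining genes. The gene ontology terms of Fig. 3G are not used here. In senescence the median log2 fold change was −1.88 over the 43 S phase genes (adjusted p = 6.34e-15 from camera) and −2.23 over the 53 G2/M phase genes tested (adjusted p = 8.50e-22 from camera). By limma, 41 of the S phase genes fell with an adjusted p below 0.05 over all genes tested and 41 adjusted over the list alone, and of the G2/M phase genes 52 and 52. Both senescent libraries lay below both young libraries in the medians of these lists. The 38 homologous recombination and Fanconi genes had a median of −0.85 (adjusted p = 8.06e-09 from camera). Of these, 31 fell with an adjusted p below 0.05 by limma over all genes tested and 31 adjusted over the list alone. Scaling by the upper quartile moved these medians most, to −1.78, −2.14 and −0.75. Of this list, 4 genes are also on a cell cycle list, and the median of the other 34 genes was −0.77. The 37 excision repair and end joining genes had a median of −0.06 (adjusted p = 0.478 from camera). This median was above 0 under the quantile and upper-quartile scalings, at 0.0302 and 0.0384. The genes of this list went both ways. By limma, 12 fell and 9 rose with an adjusted p below 0.05 over all genes tested. Adjusted over the list alone the counts were 13 and 10.

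In hypoxia the S phase genes had a median of 1.55 (adjusted p = 1.80e-16 from camera) and the G2/M phase genes one of 2.22 (adjusted p = 1.13e-22 from camera). By limma, 38 of the S phase and 49 of the G2/M phase genes rose with an adjusted p below 0.05 over all genes tested, and 39 and 51 adjusted over the list alone. The homologous recombination and Fanconi genes had a median of 1.49 (adjusted p = 8.05e-11 from camera), with 27 and 29 genes rising in the same counts. Removing the length and GC trend moved it to 1.31. Among the other genes of this list, those outside the cell cycle lists, the median was 1.46. The 36 excision repair and end joining genes tested had a median of 0.02 (adjusted p = 0.943 from camera). By limma, 9 of these genes fell and 8 rose with an adjusted p below 0.05 over all genes tested. The counts adjusted over the list alone were the same. Across the 13476 genes tested in both comparisons, the log2 fold changes in senescence and in hypoxia had a Pearson correlation of −0.387 and a Spearman correlation of −0.369. Genes are not independent replicates, so no p-value is given for this or the other correlations across genes.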

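After 2-DG, the 42 S phase genes tested had a median log2 fold change of −2.11 (adjusted p = 3.15e-12 from camera). The G2/M phase genes had one of −3.89 (adjusted p = 6.34e-15 from camera), which is also the median with NEK2, at 2 reads in the 2-DG libraries, set to its counting limit. By limma, 39 and 50 genes of these lists fell with an adjusted p below 0.05 over all genes tested, and 40 and 50 adjusted over the list alone. The homologous recombination and Fanconi genes had a median of −0.90 (adjusted p = 0.000274 from camera), and 24 fell in both counts. With the genes that are also on a cell cycle list left out, the median was −0.76. In this list 19 genes were called downregulated and RAD50 was called upregulated at 1.17, which was 0.80 without 2-DG replicate 2 and 0.94 without control replicate 2, under the threshold. Without 2-DG replicate 1 the values of RAD51C and XRCC3 were −0.96 and −0.97 and also lay under it. The excision repair and end joining genes had a median of −0.17 (adjusted p = 0.169 from camera). Of these, 17 fell and 12 rose with an adjusted p below 0.05 by limma over all genes tested. The counts adjusted over the list alone were the same. Both 2-DG libraries lay below both control libraries in the medians of all 4 lists. Across 13996 genes, the changes in senescence and after 2-DG had a Pearson correlation of 0.150 and a Spearman correlation of 0.030. Those in hypoxia and after 2-DG, the last of the 3 pairs of comparisons, had a Pearson correlation of −0.171 and a Spearman correlation of −0.0714 over 13290 genes. With the length and GC trend removed, the values for this last pair were −0.150 and −0.0095.

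**Figure D3:**
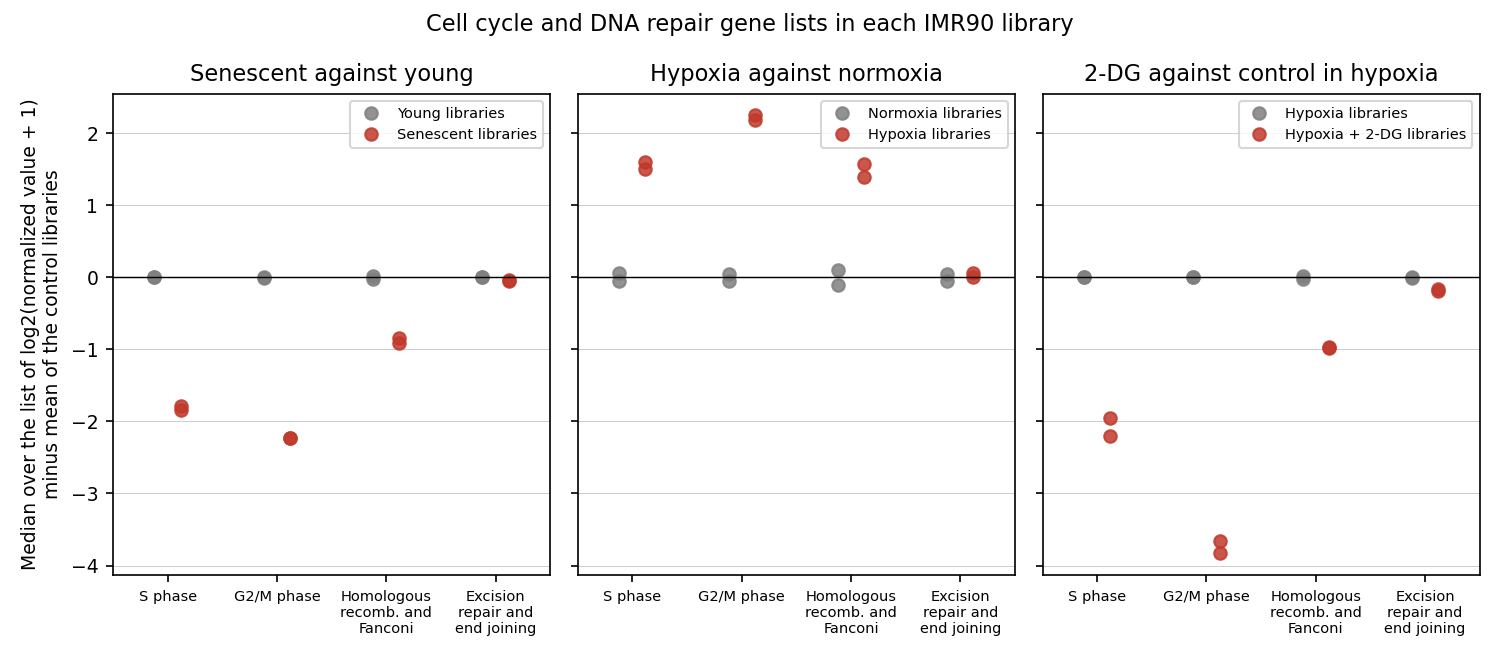
Median over each of 4 lists of cell cycle and DNA repair genes of log2 of the normalized value plus 1, relative to the mean of the reference libraries of the comparison, with a point per library. The S phase, G2/M phase and homologous recombination and Fanconi lists lie below 0 in the senescent and 2-DG libraries and above 0 in the hypoxia libraries.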

We present here several key cell cycle‐related genes, such as *KIF11*, *KAT6A*, *CDT1*, and *CENPK* ^[^ ^33^, ^34^, ^35^, ^36^ ^]^ (Figure 3H,J), and DNA repair‐related genes, such as *NDRG1*, *NSD2*, *LIG1*, and *FANCC* ^[^ ^37^, ^38^, ^39^, ^40^ ^]^ (Figure 3I,K), as well as other cell cycle‐ and DNA repair‐related genes whose promoters are delactylated and downregulated during cellular senescence (Figure S12, Supporting Information).

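KIF11 (ENSG00000138160) lies on chromosome 10 of GRCh38 from 92574105 to 92655395 on the plus strand, with a normalized value of 577 ± 43.3 (SD, n = 2) in senescent and 3385 ± 37.0 (SD, n = 2) in young cells. Its log2 fold change was −2.55 (standard error 0.07, adjusted p = 2.84e-12 from limma). At positions 41929479 to 42051994 of chromosome 8, on the minus strand, KAT6A (ENSG00000083168) had 1529 ± 113 (SD, n = 2) in senescent and 3835 ± 57.3 (SD, n = 2) in young cells. It changed by −1.33 (standard error 0.06, adjusted p = 3.78e-10 from limma). For CDT1 (ENSG00000167513, chromosome 16, 88803789 to 88809258, plus strand) the values were 87.4 ± 8.00 (SD, n = 2) in senescent and 461 ± 9.05 (SD, n = 2) in young cells. The change was −2.39 (standard error 0.16, adjusted p = 2.03e-08 from limma). CENPK (ENSG00000123219) is on the minus strand of chromosome 5 from 65517766 to 65563168 and had 182 ± 2.75 (SD, n = 2) against 787 ± 42.3 (SD, n = 2). The log2 fold change of CENPK was −2.10 (standard error 0.12, adjusted p = 2.66e-09 from limma).

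NDRG1 (ENSG00000104419) lies on chromosome 8 of GRCh38 from 133237175 to 133302022 on the minus strand, with a normalized value of 3127 ± 182 (SD, n = 2) in senescent and 14963 ± 875 (SD, n = 2) in young cells. Its log2 fold change was −2.26 (standard error 0.05, adjusted p = 4.52e-13 from limma). NDRG1 also rose by 1.33 in hypoxia, and it shares exon sequence on its strand with ENSG00000289316. At positions 1871393 to 1982207 of chromosome 4, on the plus strand, NSD2 (ENSG00000109685) had 2614 ± 119.99 (SD, n = 2) in senescent and 7155 ± 13.7 (SD, n = 2) in young cells. It changed by −1.45 (standard error 0.05, adjusted p = 1.77e-11 from limma). For LIG1 (ENSG00000105486, chromosome 19, 48115445 to 48170603, minus strand) the values were 331 ± 43.6 (SD, n = 2) in senescent and 899.6 ± 135 (SD, n = 2) in young cells. The change was −1.44 (standard error 0.13, adjusted p = 2.68e-07 from limma). FANCC (ENSG00000158169) is on the minus strand of chromosome 9 from 95099054 to 95426796 and had 311 ± 30.2 (SD, n = 2) against 681 ± 59.6 (SD, n = 2). The log2 fold change of FANCC was −1.13 (standard error 0.12, adjusted p = 1.65e-06 from limma). Exons of 3 genes on the opposite strand, AOPEP among them, overlap FANCC, and NSD2 holds SCARNA22 on its strand. For each of the 8 genes, both senescent libraries lay below both young libraries, and every fall was called. The other genes of Fig. S12 were also called downregulated. SMC4, PCLAF, NCAPG2 and HJURP (Fig. S12B) changed by −3.12 to −1.97, and POLQ, MCM4, RAD54L and UHRF1 (Fig. S12D) by −2.61 to −2.14. In each panel of Fig. 3J,K and Fig. S12B,D, all 4 genes had an adjusted p below 0.05 by limma over all genes tested and all 4 adjusted over the list alone. The paper presents these genes as downregulated in senescence, so that the second count is not independent evidence. The RT-qPCR of Fig. 3J,K and the promoter peaks of Fig. 3H,I are not analysed here.

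**Figure D4:**
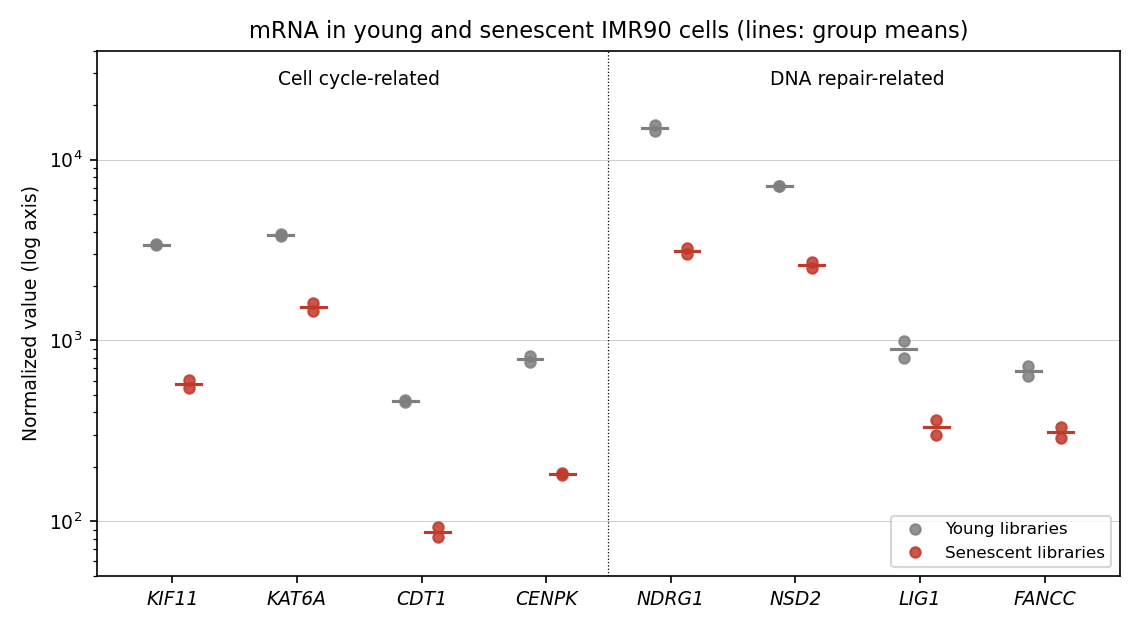
Normalized values of the 8 genes on a logarithmic axis, with a point per library of young and senescent cells and a line at each group's mean. In each gene both senescent libraries lie below both young libraries, from a mean of 87.4 for CDT1 to one of 3127 for NDRG1.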

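In hypoxia, the cell cycle genes CENPA, MELK, MCM7, MCM2 and TTK and the DNA repair genes FANCA, CDC7, PLK1, INIP and SETD2 of Fig. S13E were all called upregulated, with both hypoxia libraries above both normoxia libraries. The cell cycle genes changed by 1.33 to 3.47 and the repair genes by 0.65 to 2.38. TTK (ENSG00000112742, chromosome 6, 80003887 to 80042527, plus strand) rose most, from a normalized value of 44.0 ± 1.13 (SD, n = 2) in normoxia to 497 ± 18.5 (SD, n = 2) in hypoxia. This was a log2 fold change of 3.47 (standard error 0.18, adjusted p = 0.000894 from limma). SETD2 (ENSG00000181555, chromosome 3, 47016428 to 47164113, minus strand) rose least, from 917 ± 12.7 (SD, n = 2) to 1441 ± 74.1 (SD, n = 2). Its log2 fold change was 0.65 (standard error 0.09, adjusted p = 0.00696 from limma). For MELK the change was 2.07, for MCM7 1.9, for CENPA 2.23, for FANCA 2.22 and for CDC7 1.38. INIP rose by 0.74. With the length and GC trend removed, INIP was at 0.49 and SETD2 at 0.37, below the threshold. All 5 cell cycle and all 5 repair genes had an adjusted p below 0.05 by limma over all genes tested, and all 5 and 5 adjusted over the list alone, which is not taken as independent evidence, since the figure shows these genes in the same comparison. CENPA shares exon sequence on its strand with SLC35F6, and MCM7 holds MIR93. Exons on the opposite strand overlap those of FANCA (ZNF276), MCM2 (ENSG00000285600), MCM7 (AP4M1) and PLK1 (ERN2 and ENSG00000261266).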

To further substantiate the cause‐effect relationship between histone lactylation and the expression of cell cycle and DNA repair‐associated genes, we show that, on a per‐gene basis, the levels of both promoter histone lactylation and the expression of cell cycle‐ and DNA repair‐related genes were concurrently elevated in response to hypoxic condition (Figure S13A,B,E, Supporting Information). In contrast, under 2‐DG treatment, the histone lactylation and expression of cell cycle‐ and DNA repair‐ related genes were both downregulated (Figure S13C,D,F, Supporting Information). 

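After 2-DG, the genes KIF20A, MCM3, CENPW, TACC3 and NEK2 and the repair genes FANCA, FANCG, INIP, XRCC3 and FIRRM (listed as C1orf112) of Fig. S13F were all called downregulated. The cell cycle genes had log2 fold changes of −8.66 to −1.62 and the repair genes of −2.5 to −1.01. KIF20A (ENSG00000112984, chromosome 5, 138178719 to 138187723, plus strand) fell from a normalized value of 1415 ± 84.8 (SD, n = 2) to 5.60 ± 7.91 (SD, n = 2). Its 2-DG libraries held 0 and 10 reads, and its log2 fold change of −8.66 was −6.86 without 2-DG replicate 1 and −10.47 without 2-DG replicate 2. NEK2 had 2 reads in the 2-DG libraries against 619 in the control, a 267-fold fall with a 95% counting interval from 73.6 to 2209, which covers counting error only. Its log2 fold change was −7.29, and it was −6.45 without 2-DG replicate 1 and −8.14 without 2-DG replicate 2. MCM3 (ENSG00000112118, chromosome 6, 52264014 to 52284881, minus strand) fell from 1596 ± 12.8 (SD, n = 2) to 517 ± 0.350 (SD, n = 2). This was a log2 fold change of −1.62 (standard error 0.07, adjusted p = 3.71e-13 from limma). XRCC3 was at −1.01 (standard error 0.23, adjusted p = 0.000790 from limma) and at −0.97 with a pseudocount of 5, no longer called. Without control replicate 1 it was −0.96, and without control replicate 2 the value of INIP was −0.95 in place of −1.02, both under the threshold. With the length and GC trend removed, INIP was at −0.83. All 5 genes of each panel had an adjusted p below 0.05 by limma over all genes tested and all 5 adjusted over the list alone, with the limit given for Fig. S13E. The paper presents promoter histone lactylation and expression as rising together in hypoxia and falling together under 2-DG, gene by gene. It takes this as further evidence of a cause-effect relationship between histone lactylation and the expression of cell cycle and DNA repair genes. Its other evidence includes sodium lactate given with 2-DG and LDHA knockdown in hypoxia (Fig. S14), which are not analysed here.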

In our further set of experiments, we added NALA to 2‐DG‐treated IMR90 cells or knocked down LDHA in IMR90 cells under hypoxic condition to investigate whether perturbing lactylation levels would impact the expression of cell cycle and DNA repair‐related genes. We found that cell cycle and DNA repair‐related genes get delactylated and downregulated under 2‐DG treatment, but supplementation with NALA restores both histone lactylation levels and gene expression of the above genes (Figure S14A,B, Supporting Information). Conversely, cell cycle and DNA repair‐related genes get their promoters lactylated and upregulated upon hypoxia exposure, but knockdown of LDHA in these cells could reverse these changes (Figure S14C,D, Supporting Information). Thus, these results collectively highlight the critical role of histone lactylation in modulating gene expression of cell cycle and DNA repair‐related genes under different metabolic conditions.

Next, we treated senescent IMR90 cells with exogenous pyruvate and observed elevated histone lactylation levels and reduced cellular senescence (Figure S15, Supporting Information). Notably, LDHA knockdown blocked both the pyruvate‐induced increase in histone lactylation and the reduction in senescence (Figure S15, Supporting Information). Subsequent H3K9la CUT&Tag analysis, in which we compared the pyruvate‐treated group with the control group, verified a marked elevation in histone lactylation, particularly within promoter regions (Figure S16A–C, Supporting Information). Moreover, we found that genes associated with cell cycle and DNA repair pathways exhibited enhanced histone lactylation at their promoters and were upregulated upon pyruvate treatment (Figure S16D–G, Supporting Information). These findings again demonstrate that histone lactylation antagonizes the progression of senescence primarily by modulating genes related to DNA repair and cell cycle.

### 2.4 Inhibiting Lactyltransferase p300 or Delactylase HDAC Reduces Histone Lactylation and Accelerates Cellular Senescence

Previous research has shown that the lactyl groups involved in histone lactylation modifications are directly supplied by l‐lactyl CoA and are catalyzed by p300.^[^ ^17^ ^]^ Additionally, class I HDACs (HDAC1‐3) are the most effective “erasers” of lysine lactylation modifications in vitro.^[^ ^41^ ^]^ We aimed to investigate how these epigenetic modifiers of histone lactylation may impact senescence progression.

The introduction of the p300 inhibitor A485^[^ ^42^ ^]^ into IMR90 cells effectively led to increased SA‐β‐gal^+^ signals (**Figure** **4**A) and accelerated cellular senescence (Figure 4B,C). Notably, A485 suppressed histone lactylation at multiple histone sites, including H3K9la, H3K14la, and H3K18la (Figure 4B,C). Intriguingly, the introduction of A485 also resulted in a decrease in histone acetylation levels (Figure 4B,C). We subsequently introduced MS‐275 to inhibit class I HDAC^[^ ^43^ ^]^ in IMR90 cells, and surprisingly, MS‐275 also effectively decreased histone lactylation levels at multiple histone lysine sites and led to an increase in SA‐β‐gal^+^ signals and the acceleration of cellular senescence (Figure 4D–F). Notably, these effects were accompanied by an increase in histone acetylation levels (Figure 4E,F). In accordance with a recently published study,^[^ ^44^ ^]^ we hypothesized that a competitive relationship exists between histone lactylation and histone acetylation. Therefore, we separately introduced lactate and acetate into 293T or NIH‐3T3 cells, and the above two modifications indeed exhibited a competitive relationship in both cell types (Figure 4G–J).

**Figure 4:**
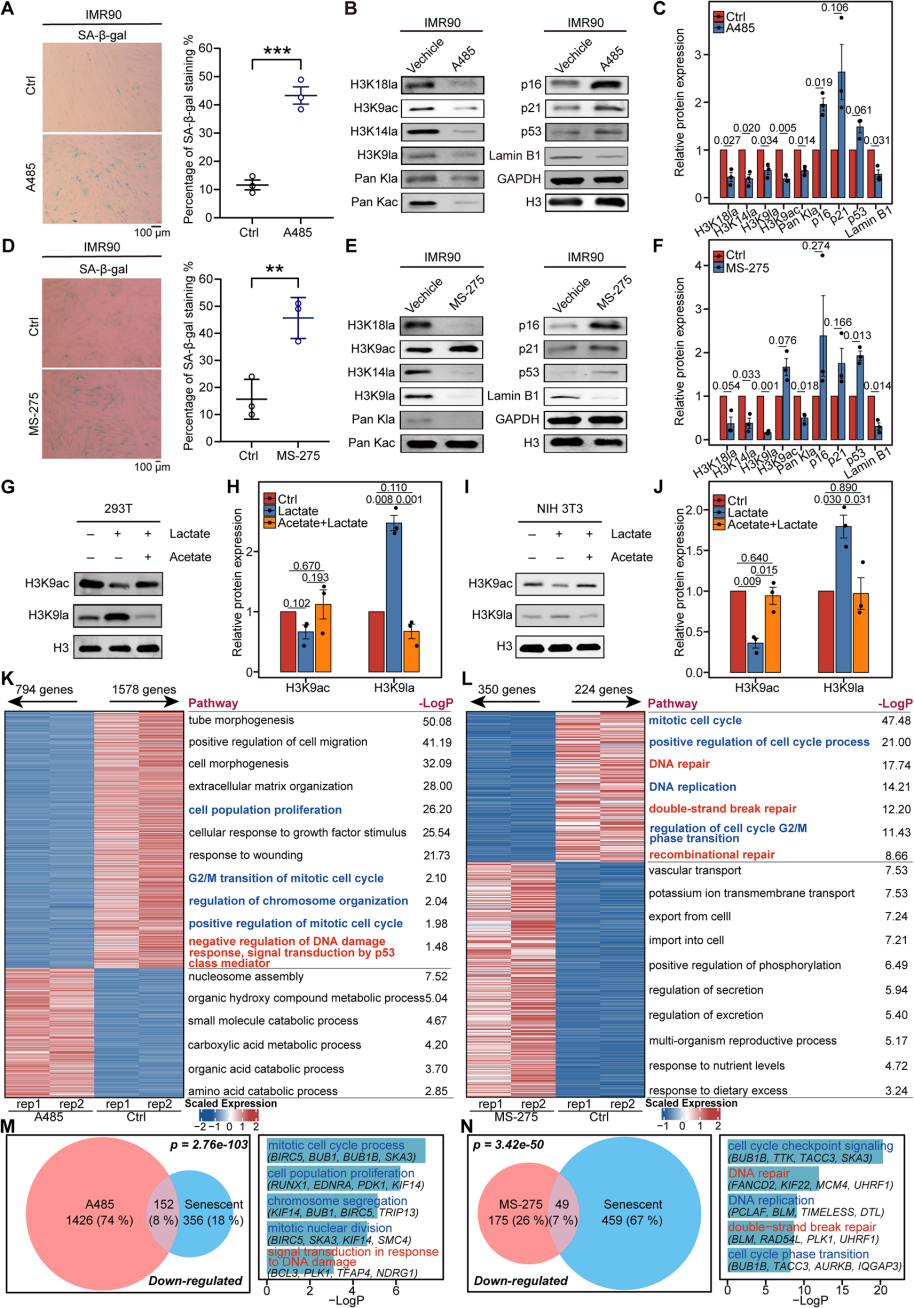
Inhibiting lactyltransferase p300 or delactylase HDAC decreases histone lactylation and accelerates cellular senescence. A) SA‐β‐gal staining of IMR90 cells in the presence or absence of A485 (10 µM). The percentages of SA‐β‐gal^+^ cells are shown on the right, *n* = 3. B) Immunoblotting of H3K18la, H3K14la, H3K9la, H3K9ac, Pan Kla, Pan Kac, Lamin B1, p16, p21, and p53 in IMR90 cells in the presence or absence of A485. H3 and GAPDH served as the loading controls. C) Relative band intensity of the immunoblots in B, *n* = 3. D) SA‐β‐gal staining of IMR90 cells in the presence or absence of MS‐275. The percentages of SA‐β‐gal^+^ cells are shown on the right, *n* = 3. E) Immunoblotting of H3K18la, H3K14la, H3K9la, H3K9ac, Pan Kla, Pan Kac, Lamin B1, p16, p21, and p53 in IMR90 cells in the presence or absence of MS‐275 (10 µM). H3 and GAPDH served as the loading controls. F) Relative band intensity of the immunoblots in E, *n* = 3. G) Immunoblotting of H3K9la and H3K9ac in 293T cells in the presence or absence of lactate (20 mM) or lactate (20 mM) plus acetate (20 mM). H) Relative band intensity of immunoblots in G, *n* = 3. I) Immunoblotting of H3K9la and H3K9ac in NIH‐3T3 cells in the presence or absence of lactate and lactate plus acetate. J) Relative band intensity of immunoblots in I, *n* = 3. K) Heatmap showing the expression levels of altered genes and Gene Ontology pathway analysis of these DEGs in IMR90 cells treated with A485. L) Heatmap showing the expression levels of altered genes and Gene Ontology pathway analysis of these DEGs in IMR90 cells treated with MS‐275. M) Venn diagram showing the overlapping genes between genes downregulated upon A485 treatment and those with decreased histone lactylation and downregulation during senescence. Bar plot showing the Gene Ontology pathway analysis of the overlapping genes. N) Venn diagram showing the overlapping genes between genes downregulated upon MS‐275 treatment and those with decreased histone lactylation and downregulation during senescence. Bar plot showing the Gene Ontology pathway analysis of the overlapping genes. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. **P < 0.01, ***P < 0.001.

Moreover, we conducted CUT&Tag experiments for H3K9la and H3K9ac in A485‐ and MS‐275‐ treated cells to dissect the alteration profiles for these two histone modifications in the above treatments. We found that histone lactylation was significantly decreased after the inhibition of both p300 and HDAC, while histone acetylation was decreased after p300 inhibition (A485) and increased after HDAC inhibition (MS‐275) (Figure S17, Supporting Information). Our analysis identified a significant overlap of genes between two experimental conditions: those with decreased H3K9la peaks under A485 treatment and those with decreased H3K9la peaks under MS‐275 treatment (Figure S18A, Supporting Information). And both treatment groups exhibited a significant positive correlation between histone lactylation and gene expression (Figure S18B,C, Supporting Information). Moreover, upon MS‐275 treatment, the cell cycle and DNA repair genes, despite showing slightly increased histone acetylation at their promoters, are associated with decreased histone lactylation and exhibit marked downregulation (Figure S19, Supporting Information). These results indicate that the downregulation of cell cycle and DNA repair pathways is specifically associated with decreased histone lactylation, not histone acetylation. In addition, we knocked down *p300* and *Hdac1* in IMR90 cells. Similarly, we found that histone lactylation was significantly decreased after the knockdown of both *p300* and *Hdac1*, while histone acetylation was decreased after *p300* knockdown and increased after *Hdac1* knockdown, with a similar competitive relationship between the two histone modifications (Figure S20, Supporting Information). Thus, perturbing both writers and erasers of histone lactylation led to the loss of histone lactylation and the acceleration of cellular senescence.

Next, we aimed to identify the genes and pathways disrupted by inhibiting the writers and erasers involved in histone lactylation. Bulk RNA‐seq of A485 treated‐treated IMR90 cells revealed a decreased expression of genes involved in the cell cycle and DNA repair‐related pathways, such as those involved in cell proliferation, positive regulation of the mitotic cell cycle, negative regulation of the DNA damage response, and the cellular response of growth factors to stimuli (Figure 4K). MS‐275 treatment also led to the downregulation of genes enriched in pathways related to the mitotic cell cycle, positive regulation of the cell cycle process, DNA repair, and DNA replication (Figure 4L). These results are similar to our previous observations in which the loss of histone lactylation during cellular senescence led to downregulation of cell cycle‐ and DNA repair related‐related genes and pathways.

Thus, we further aimed to determine whether the genes downregulated following A485 or MS‐275 treatment overlap with those inhibited by the loss of histone lactylation during cellular senescence. Indeed, we found a significant overlap of genes between senescence and inhibitor treatments, and these genes were enriched predominantly in pathways such as the cell cycle and DNA repair (Figure 4M,N and Figure S21, Supporting Information). In summary, histone lactylation loss, whether through the inhibition of histone modifiers or cellular senescence, reduces the expression of genes related to the cell cycle and DNA repair and promotes cellular senescence.

### 2.5 Glycolysis and Histone Lactylation Levels decrease During Skeletal Muscle Aging

Given the difference between cellular senescence and the tissue aging of individuals, we further explored the dynamics of histone lactylation in the most metabolically active organs of mice during aging. Immunoblotting analysis revealed a significant reduction in histone lactylation levels in organs from aged mice, including the kidney, liver, heart, and skeletal muscle, indicating a pronounced decrease in these modifications with age (**Figure** **5**A).

**Figure 5:**
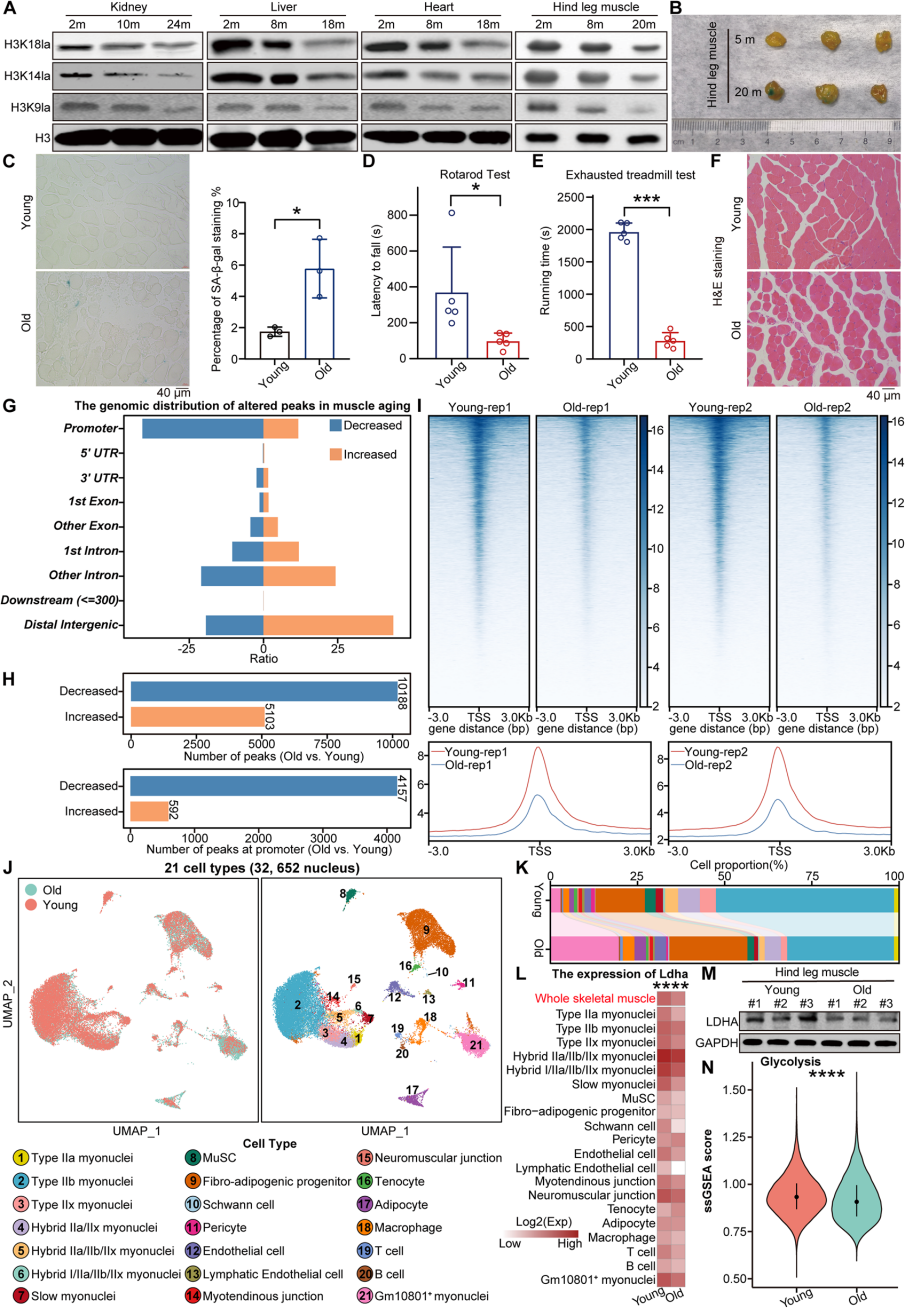
Glycolysis and histone lactylation levels decrease during skeletal muscle aging. A) Protein levels of H3K18la, H3K14la, and H3K9la in the kidney, liver, heart, and hindleg muscle of female mice. H3 served as the loading control. B) SA‐β‐gal staining of skeletal muscle from the gastrocnemius legs of young and old female mice. Three mice were measured in each group. C) SA‐β‐gal staining of skeletal muscle sections from the hindlegs of young and old female mice. Three mice were measured in each group. The percentage of SA‐β‐gal^+^ staining is shown on the right. D) Rotarod performance test for young and old male mice. The *y*‐axis represents the persistence time spent on the rotating rod (latency to fall). Five mice were tested in each group. E) Treadmill fatigue test for young and old male mice. The y‐axis represents the time taken to reach fatigue. Five mice were tested in each group. F) H&E staining of skeletal muscle from the hindlegs of young and old female mice. G) Distribution of the altered H3K9la peaks in genomic elements in muscle of young and old mice. H) The number of peaks at whole genome and peaks at promoter in muscle of young and old mice. I) Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in muscle of young and old mice. J) UMAP visualization of the 21 major cell types in muscle of young and old mice. The left part shows the UMAP plot of the sample origin (*n*  =  2 per group). K) Stacked bar chart of the cell proportions in muscle of young and old mice. L) The mRNA expression level of *Ldha* in the whole skeletal muscle and each cell type of young and old mice. M) Protein levels of LDHA in the skeletal muscle of young and old mice. GAPDH served as the loading control. N) Alterations in the expression of glycolysis hallmark genes in skeletal muscle between young and old mice. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. *P < 0.05, ***P < 0.001, ****P < 0.001. TSS, transcription start site.

Skeletal muscle is the primary motor organ. Therefore, we hypothesized that histone lactylation likely affects the exercise capacity of mice. We first evaluated the changes in the structure and motor ability of skeletal muscle during aging and found that fiber fractures accumulate and that SA‐β‐gal^+^ staining increases in aged mice (Figure 5B,C). Moreover, the exercise capacity of aged mice considerably decreased (Figure 5D,E). Our histological analysis revealed age‐related muscular alterations characterized by compromised tissue architecture, including widened intercellular spaces and rounded myocyte morphology. In addition, muscle atrophy became evident with obvious morphological changes during muscle aging (Figure 5F).

We performed H3K9la CUT&Tag experiment in gastrocnemius muscle from young (3‐month‐old) and old (20‐month‐old) mice. Consistent with previous findings, we observed a significant reduction in histone lactylation levels in the old skeletal muscle when compared to the young samples. Echoing our prior results in cellular senscence, this decrease of histone lactylation was predominantly concentrated at gene's promoters (Figure 5G–I). Next, to confirm that histone lactylation is functionally important for young skeletal muscle, we performed single‐nucleus RNA sequencing (snRNA‐seq) using young (3‐month‐old) and old (20‐month‐old) gastrocnemius muscle tissues to elucidate the changes in the cell landscape during skeletal muscle aging. After quality control, we acquired 32,652 nucleus and identified a total of 21 cell types: Type IIa myonuclei, Type IIb myonuclei, Type IIx myonuclei, Hybrid IIa/IIx myonuclei, Hybrid IIa/Ib/IIx myonuclei, Hybrid I/IIa/IIb/IIx myonuclei, Slow myonuclei, Muscle stem cell (MuSC), Fibro‐adipogenic progenitor, Schwann cell, Pericyte, Endothelial cell, Lymphatic endothelial cell, Myotendinous junction, Neuromuscular junction, Tenocyte, Adipocyte, Macrophage, T cell, B cell, and Gm10801^+^ myonuclei (Figure 5J and Figure S22A, Supporting Information).

We found that the proportion of Type II myonuclei was significantly decreased as well as MuSC during muscle aging, while adipocyte and immune cells (such as macrophage and T cell) exhibited obvious upward trends in old mice (Figure 5K). These changes align with the macroscopic transitions in skeletal muscle aging, including stem cell loss, muscle mass decline, fat accumulation, and increased immune response.^[^ ^45^, ^46^, ^47^, ^48^, ^49^ ^]^ Moreover, we identified that Type IIb myonuclei and Adipocyte exhibited the highest number of DEGs, with Type IIb myonuclei showing the most sensitive to aging, highlighting its profound transcriptomic changes during muscle aging (Figure S22B, Supporting Information). We found that the transcriptional noise of various cell types increases significantly during skeletal muscle aging, indicating the augmentation of transcription disorders and disturbance of gene expression (Figure S22C, Supporting Information). Consistent with the previous reports,^[^ ^45^, ^46^, ^47^ ^]^ our results also demonstrated that the activation of the SASP occurs during muscle aging, accompanied by the activation of the inflammatory response (Figure S23A,B, Supporting Information). Furthermore, autophagy was inhibited during muscle aging (Figure S23C, Supporting Information). We also assessed changes in aging‐related pathways and found that most cell types in skeletal muscle underwent senescence, with myonuclei exhibiting the most pronounced aging responses (Figure S24, Supporting Information).

Furthermore, considering the previously observed decrease in glycolytic levels and the resulting loss of histone lactylation during cellular senescence, we aimed to explore glycolytic alterations as well as the function of histone lactylation in muscle aging. The glycolytic capacity of old skeletal muscle was significantly decreased, as revealed by reduced expression of key glycolysis genes such as Ldha (Figure 5L–N). And these observations were also true for most cell types, implying that these cell types may also undergo alterations in histone lactylation during muscle aging. (Figure 5L).

### 2.6 Decreased Histone Lactylation in Aged Muscle Dampens DNA Repair and Proteostasis Pathways

We previously showed that loss of histone lactylation accelerates cellular senescence by repressing genes involved in the cell cycle and DNA repair pathways. Considering that muscle cells are highly differentiated, we observed parallel downregulation of genes involved in DNA repair and a decline in the proteostasis pathway during muscle aging (**Figure** **6**A,B). These observations are consistent with previous reports that aging is associated with impaired DNA repair and loss of proteostasis.^[^ ^3^ ^]^

**Figure 6:**
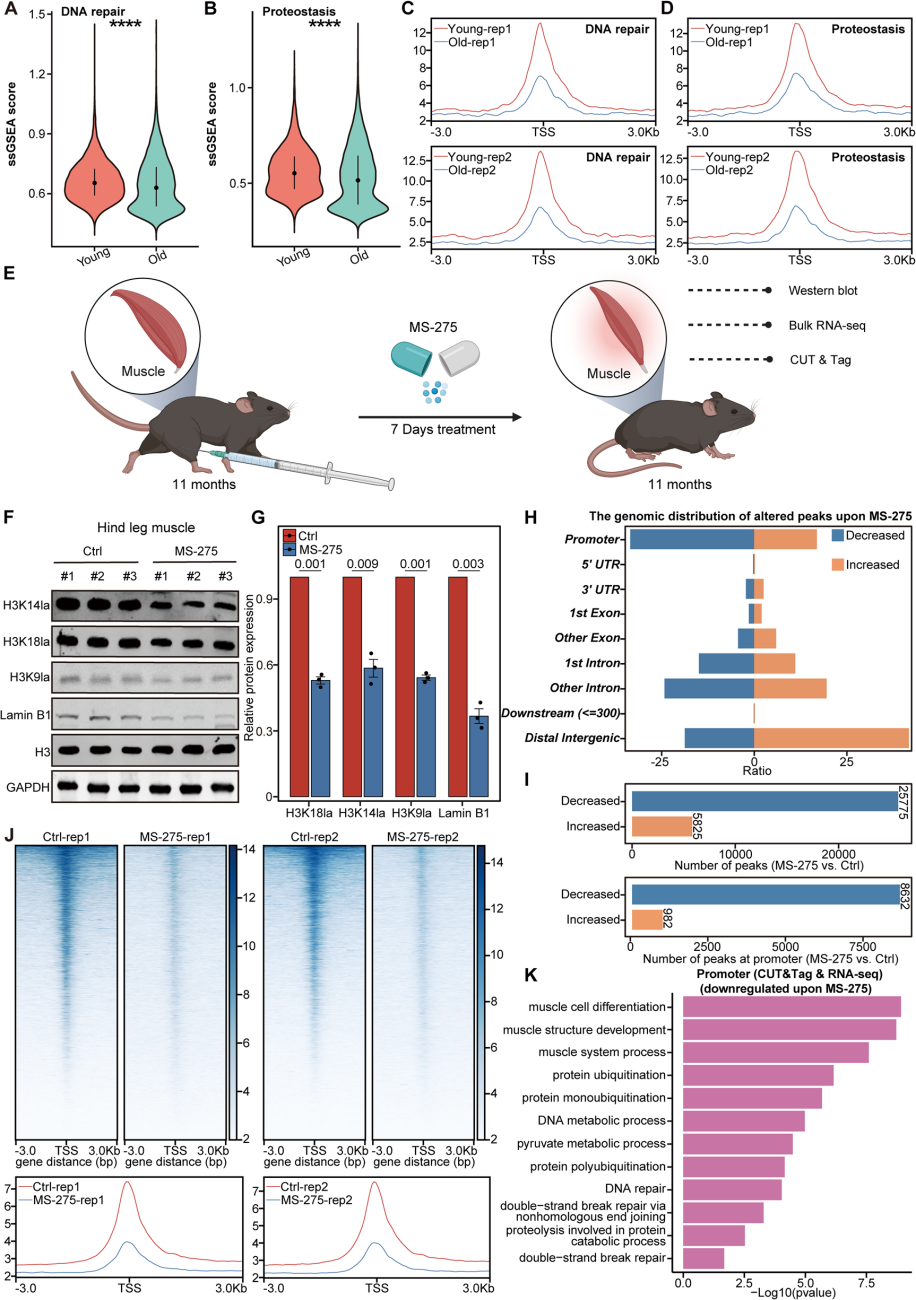
Decreased histone lactylation in aging muscle dampens DNA repair and proteostasis pathways. A) The expression of genes related to DNA repair in muscle of young and old mice. B) The expression of genes related to proteostasis in muscle of young and old mice. C) Intensity profiles of H3K9la around ± 3 kb of TSS on DNA repair pathway in muscle of young and old mice. D) Intensity profiles of H3K9la around ± 3 kb of TSS on proteostasis pathway in muscle of young and old mice. E) Experimental schema for intramuscular MS‐275 injection in the gastrocnemius muscle. The graphical elements in this study's figures are sourced from BioRender.com. F) Immunoblotting of H3K18la, H3K14la, H3K9la, and Lamin B1 in the gastrocnemius muscle with or without MS‐275 injection. H3 and GAPDH served as the loading controls. G) Relative band intensity of the immunoblots in F, *n* = 3. H) Distribution of the altered H3K9la peaks in genomic elements in muscle with or without MS‐275 treatment. I) The number of peaks at whole genome and peaks at promoter in muscle with or without MS‐275 treatment. J) Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in muscle with or without MS‐275 treatment. K) Gene Ontology pathway analysis of genes with decreased H3K9la peaks at their promoters and corresponding downregulation with MS‐275 treatment. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. ****P < 0.001. TSS, transcription start site.

We further found that the histone lactylation levels of the promoters for DNA repair and proteostasis pathways were decreased during muscle aging (Figure 6C,D). In addition, key genes in DNA repair, such as *Pds5b*, *Park7*, *Eya1*, *Fam168a*, *Epc1*, *Rev3l*, *Ino80*, and *Exd2* ^[^ ^50^, ^51^, ^52^, ^53^, ^54^, ^55^, ^56^, ^57^ ^]^ and proteostasis, such as *Nedd4*, *Ecpas*, *Wwp1*, *Ubc*, *Fbxo3*, *Btrc*, *Senp1*, and *Fbxl17* ^[^ ^58^, ^59^, ^60^, ^61^, ^62^, ^63^, ^64^, ^65^ ^]^ were significantly downregulated due to loss of histone lactylation at their promoters (Figure S25, Supporting Information). Therefore, consistent with the findings we observed in cellular senescence, histone lactylation decreases during muscle aging and leads to the repression of genes associated with DNA repair and proteostasis. Besides, 20‐month‐old aged mice were intramuscularly injected with NALA for a week. We observed a significant upregulation in histone lactylation levels within the muscle tissue, concomitant with elevated Lamin B1 levels (Figure S26A, Supporting Information). Transcriptome sequencing further revealed that NALA injection could enhance the expression of pathways associated with muscle tissue function (including muscle adaptation, muscle cell development, muscle cell differentiation), proteostasis, and DNA repair. Additionally, NALA injection mitigates the heightened inflammatory response characteristic of muscle aging, such as cytokine‐mediated signaling pathways (Figure S26B, Supporting Information).

To further test the effects of histone lactylation on muscle aging, we continuously injected class I HDAC inhibitor MS‐275 into the gastrocnemius muscle of mice for 7 days and then assessed the histone lactylation levels and aging markers in the muscle (Figure 6E). Consistent with our previous results in cell experiments, inhibition of HDAC1 by MS‐275 resulted in a significant reduction in histone lactylation and a loss of Lamin B1 in muscle tissue (Figure 6F,G). Additionally, RNA‐seq analysis revealed that MS‐275 injection markedly accelerated muscle aging, primarily through the regulation of genes involved in genomic instability (*Cdkn1a*, *Ercc1*, *Ercc5*, and *Polb*), stem cell exhaustion (*Bmi1* and *Ccna2*), loss of proteostasis (*Tpp2*), cellular senescence (*Pdgfb*), SASP (*Mmp3*, *Mmp8*, *Mmp9*, *Mmp13*, *Irf5*, *Ccl5*, *Icam1*, and *Ptges*) and NF‐κB (*Tradd* and *Plcg1*) (Figure S27, Supporting Information). Besides, intramuscular MS‐275 administration decreased histone lactylation levels, with the decreased peaks predominantly located in promoter regions (Figure 6H–J). We also found that genes involved in DNA repair and proteostasis pathways lost histone lactylation at their promoters and were significantly downregulated after MS‐275 injection (Figure 6K and Figure S28, Supporting Information). These results demonstrate that the loss of histone lactylation in muscle downregulates DNA repair and proteostasis pathways, thereby impairing muscle function and accelerating muscle aging.

### 2.7 Exercise Activates Glycolysis and Restores Histone Lactylation Levels in Skeletal Muscle

To investigate possible intervention approaches for reversing the functional deterioration of aged skeletal muscle linked to histone lactylation loss, we trained middle‐aged mice with long‐term running exercise. Compared with that in sedentary mice, the percentages of SA‐β‐gal^+^ cells in skeletal muscle were lower in trained animals (**Figure** **7**A,B). After exercise, lactate levels and histone lactylation at H3K9, H3K14, and H3K18 were found to be upregulated (Figure 7C,D and Figure S29, Supporting Information). We then performed an H3K9la CUT&Tag experiment in gastrocnemius muscle from sedentary and running mice. Consistent with previous findings, running exercise resulted in a notable increase in histone lactylation levels compared to sedentary controls, with the elevated signals primarily localized to the promoter regions (Figure 7E–G). Subsequently, snRNA‐seq was performed to evaluate the potential roles of histone lactylation in improving the function of gastrocnemius muscle during animal exercise.^[^ ^66^ ^]^ After quality control, 32,039 nucleus were acquired for downstream analysis, and 19 cell types were identified in sedentary and running mice: Type IIa myonuclei, Type IIb myonuclei, Runx1^+^ Type IIb myonuclei, Type IIx myonuclei, Hybrid IIa/IIx myonuclei, Slow myonuclei, MuSC, Fibro‐adipogenic progenitor, Schwann cell, Pericyte, Endothelial cell, Lymphatic endothelial cell, Myotendinous junction, Neuromuscular junction, Tenocyte, Adipocyte, Macrophage, T cell, and Gm10801^+^ myonuclei (Figure 7H and Figure S30A, Supporting Information). A significant rearrangement of cell composition was observed in the skeletal muscle of running mice compared with that of sedentary mice. Following running exercise, we observed a significant increase in the proportions of Type IIb myonuclei and MuSC, while a marked decrease was found in the proportion of Adipocyte (Figure 7I), demonstrating that exercised mice acquired young muscle functions such as strength, endurance, and myofiber regeneration. Moreover, we identified that Adipocyte exhibited the greatest number of DEGs and the most sensitive to running, highlighting its profound transcriptomic changes after running exercise (Figure S30B, Supporting Information).

**Figure 7:**
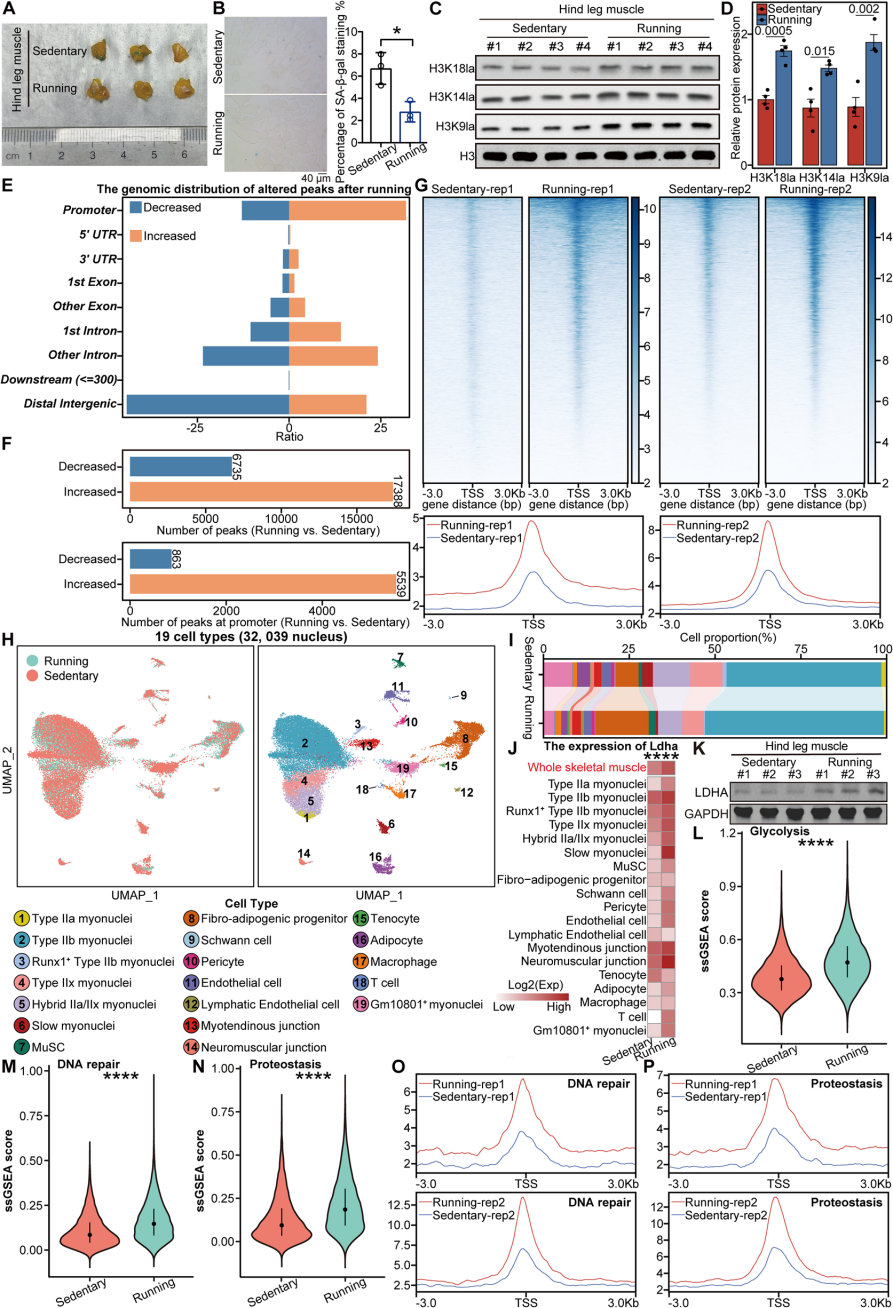
Exercise rescues muscle histone lactylation levels and restores DNA repair as well as proteostasis. A) SA‐β‐gal staining of skeletal muscle from the gastrocnemius legs of sedentary and running female mice. Three mice were measured in each group. B) SA‐β‐gal staining of sedentary and running hindleg skeletal muscle sections from 13‐month‐old female mice. Three mice were measured in each group. The percentage of SA‐β‐gal^+^ staining is shown on the right. C) Protein levels of H3K18la, H3K14la, and H3K9la in sedentary and running mice. GAPDH and H3 served as loading controls. D) Relative band intensity of immunoblots in C, *n* = 4. E) Distribution of the altered H3K9la peaks in genomic elements in muscle of sedentary and running mice. F) The number of peaks at whole genome and peaks at promoter in muscle of sedentary and running mice. G) Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in muscle of sedentary and running mice. H) UMAP visualization of the 19 major cell types in muscle of sedentary and running mice. The left part shows the UMAP plot of the sample origin (*n*  =  2 per group). I) Stacked bar chart of the cell proportions in muscle of sedentary and running mice. J) The mRNA expression level of *Ldha* in the whole skeletal muscle and each cell type of sedentary and running mice. K) Protein levels of LDHA in the skeletal muscle of sedentary and running mice. GAPDH served as the loading control. L) Alterations in the expression of glycolysis hallmark genes in muscle between sedentary and running mice. M) The expression of genes related to DNA repair in muscle of sedentary and running mice. N) The expression of genes related to proteostasis in muscle of sedentary and running mice. O) Intensity profiles of H3K9la around ± 3 kb of TSS on DNA repair pathway in muscle of sedentary and running mice. P) Intensity profiles of H3K9la around ± 3 kb of TSS on proteostasis pathway in muscle of sedentary and running mice. The error bars represent the S.D. of independent experiments. Two‐tailed, unpaired Student's *t* tests were performed. *P < 0.05, ****P < 0.001.

Furthermore, running exercise significantly increased the glycolytic capacity of skeletal muscle, as revealed by increased expression of key glycolysis genes such as Ldha (Figure 7J–L). And these observations were also true for most cell types, implying that these cell types may also undergo alterations in histone lactylation after running exercise (Figure 7J).

### 2.8 Exercise Increases Lactylation Levels and Promotes DNA Repair and Proteostasis

As a decrease in histone lactylation was observed during muscle aging and subsequently increased following running exercise, we investigated whether the decrease in DNA repair and proteostasis pathways during aging could be reversed by increased histone lactylation in running mice. Intriguingly, both pathways were significantly activated after running exercise (Figure 7M,N). Ultimately, the expression of DNA repair and proteostasis pathways is not only upregulated following running exercise, but there is also a significant enhancement of histone lactylation at the promoter regions of the key regulatory genes (Figure 7O,P and Figure S31, Supporting Information). These findings reveal that running exercise can restore histone lactylation, which is instrumental in enhancing DNA repair and proteostasis pathways, thereby positively influencing the function of skeletal muscle.

## 3 Discussion

Our research highlights the characteristics and importance of histone lactylation in the senescence and aging processes of skeletal muscle. Herein, we report a significant reduction in histone lactylation due to the inhibition of glycolysis, which occurs during both cellular senescence and muscle aging. Hypoxic reprogramming in primary cells can restore histone lactylation levels, indicating a positive link between this histone modification and a more youthful cellular state. The genome‐wide profiles revealed that histone lactylation primarily occurs at the promoters of genes that are key to the cell cycle and DNA repair pathways. Moreover, a reduction in glycolysis leads to a decrease in histone lactylation during muscle aging. Running exercise increases glycolysis and histone lactylation levels, underscoring the key role of this modification in aging regulation and muscle function maintenance, particularly through the modulation of DNA repair and proteostasis pathways (**Figure** **8**).

**Figure 8:**
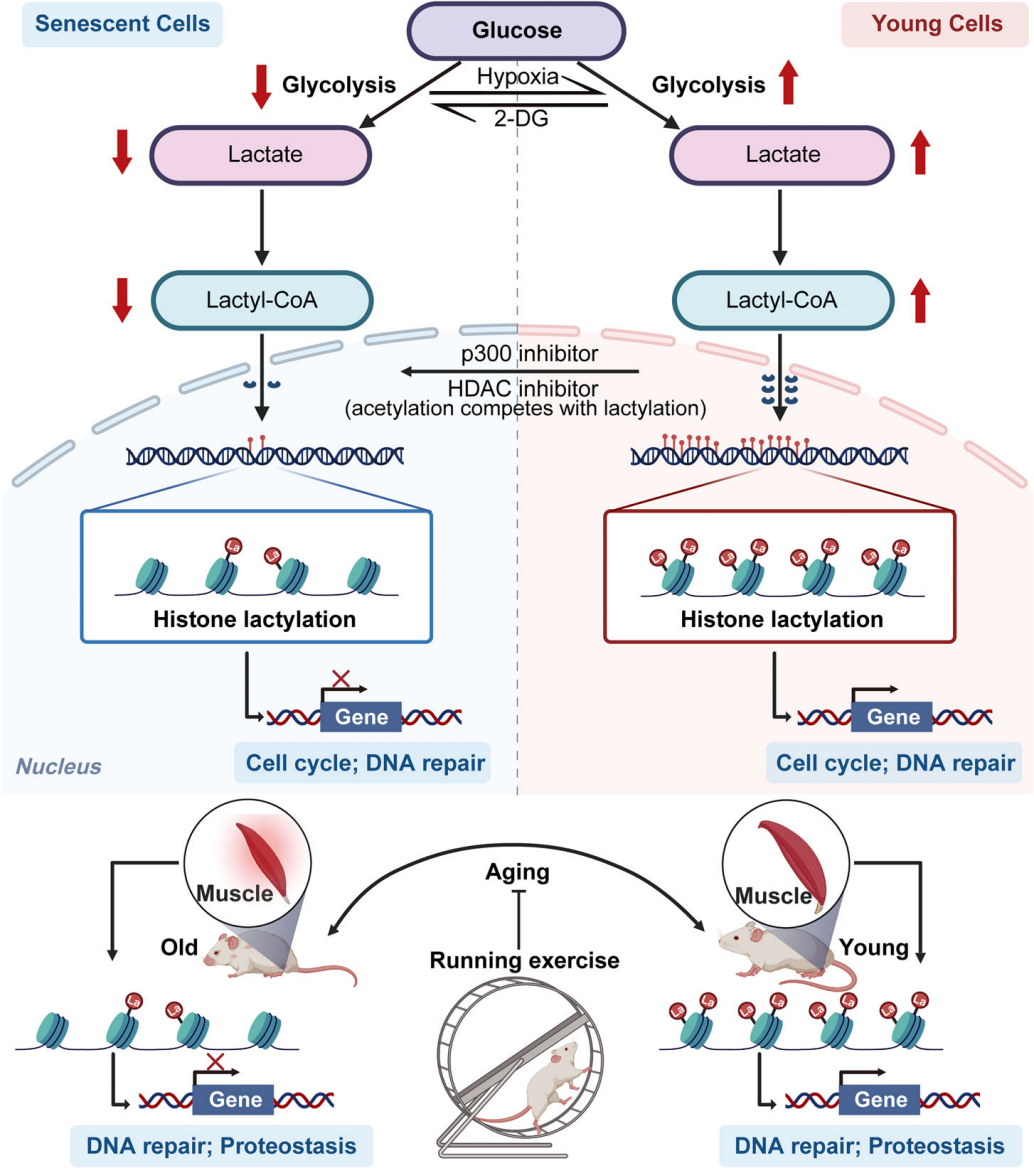
Schematic illustration. During cellular senescence and muscle aging, a significant decrease in histone lactylation is associated with the inhibition of glycolysis and the subsequent scarcity of lactate and lactyl‐CoA. Hypoxic reprogramming in primary cells can restore the level of histone lactylation, suggesting a positive correlation with a rejuvenated cellular state. Genome‐wide profiling revealed that histone lactylation predominantly occurs at the promoters of genes pivotal to the cell cycle and DNA repair pathways. Furthermore, a reduction in glycolysis leads to decreased histone lactylation during muscle aging. By enhancing glycolysis, exercise elevates histone lactylation levels, underscoring the critical role of exercise in the regulation of aging and the maintenance of muscle function, particularly through the modulation of DNA repair and proteostasis pathways. The graphical elements in this study's figures are sourced from BioRender.com.

We found that histone lactylation participates in senescence progression by regulating cell cycle‐ and DNA repair‐related genes. Similarly, a recent report revealed that lactate‐driven lactylation of NBS1 promotes homologous recombination (HR)‐mediated DNA repair to facilitate chemotherapy resistance in cancer cells.^[^ ^67^ ^]^ Several other functions of histone lactylation, including the promotion of homeostasis in M1 macrophages^[^ ^17^ ^]^ and the activation of proliferation in ocular melanoma cells, have also been reported.^[^ ^22^ ^]^ The regulatory effect of histone lactylation on chromatin structure is also worthy of exploration. Moreover, exploring its potential roles across various organs, given its broad presence, may also yield valuable insights.

Our findings revealed a consistent decrease in histone lactylation levels in various cell lines, including MEFs, HUVECs, and IMR90, during senescence and in mouse tissues such as heart, liver, kidney, and skeletal muscle during aging. These findings suggest a conserved role for histone lactylation across different cell types and species in the aging process. However, variations in lactylation levels may also occur depending on the cell type, organ, and specific stage of senescence/aging, as well as at different histone sites not examined in this study. Notably, divergent lactylation patterns have been observed between brain and muscle tissues during aging, indicating the complexity of this epigenetic modification (data not disclosed).

The interplay between histone lactylation and other epigenetic modifications has been described in various studies,^[^ ^16^, ^21^, ^68^ ^]^ implying that the interaction of histone lactylation with other key epigenetic marks, such as histone acetylation and DNA methylation, also deserves further exploration within the contexts of senescence and aging. Our results and those reported by others highlight the multifaceted roles of histone lactylation in a plethora of physiological and pathological processes.^[^ ^17^ ^]^ Furthermore, akin to recent studies, our data reveal the intriguing competitive dynamics between histone lactylation and acetylation at specific genomic regions in certain conditions. The sensitivity of histone lactylation to lactate levels, both exogenous and endogenous, is highly pronounced. The levels of lactylation and acetylation of histones may mirror the availability of acetyl‐CoA and lactyl‐CoA, respectively, and their balance reflects metabolic flux through pyruvate. However, during replicative senescence and muscle aging, histone acetylation changes are not consistently similar to or reversed relative to histone lactylation. Instead, it is the decrease in histone lactylation that primarily modulates aging‐related pathways, thus histone lactylation plays a more significant role in regulating aging processes. Further investigation is needed to understand how histone lactylation interacts with other histone modifications to influence senescence and aging.

## 4 Conclusion

In summary, our study significantly advances the understanding of the impact of histone lactylation on cellular senescence and tissue aging processes. We also reveal new histone lactylation‐related mechanisms that underlie the beneficial effects of physical exercise on slowing cellular senescence, alleviating aging‐related phenotypes, and enhancing skeletal muscle function.

## 5 Experimental Section

### Cell Culture

IMR90 cells were purchased from the American Type Culture Collection (ATCC), HUVECs were purchased from AllCells, and MEFs were isolated from 12.5‐ to 14‐day‐old embryos of C57BL/6 mice. IMR90, MEF, NIH‐3T3 and 293T cells were cultured in DMEM (Fisher Scientific) supplemented with 10% fetal bovine serum (FBS, Fisher Scientific), and nonessential amino acids (NEAA, 100×, Macgene) were added for IMR90 cell culture. For the physiological hypoxia experiments, IMR90 and MEF cells were cultured in a hypoxic chamber (STEMCELL, 27310) containing mixed gas (3% O_2_, 5% CO_2_, 92% N_2_). All other cells were cultured at 37 °C with 5% CO_2_. For 2‐DG treatment, IMR90 cells were cultured with 2‐DG for 5 days, roughly in accordance with the number of passages carried out under hypoxic conditions.

### Mouse Models

C57BL/6 mice were purchased from Charles River. All animal experiments met the requirements of the Institutional Animal Care and Use Committee of Peking University (AAALAC unit number: 001249, approval number: SYXK20190032). In the aging model, 3‐month‐old mice as the young group and 20‐month‐old mice as the old group were selected. To assess behavioral changes associated with muscle aging, rotarod performance tests and treadmill fatigue tests on 20‐month‐old aged mice and 3‐month‐old young mice were conducted. In the MS‐275 injection model, 11‐month‐old female mice received intramuscular injections in the gastrocnemius muscle, with a week‐long regimen of MS‐275 at a concentration of 20 mg kg^−1^. In the NALA injection model, 500mg k^−1^ NALA injections to 20‐month‐old mice for one week were administered. In the running exercise model, 11‐month‐old middle‐aged mice were used and subjected them to a 2‐month period of exercise. For long‐term running exercise on a treadmill, the speed was set to 9 m min^−1^, and the running time was 30 min for each training session. The running exercise lasted for 2 months, with 2–3 days of rest after each training session. Five exercised mice ran for 2 min at 6 m min^−1^ to adapt to the treadmill each time. Besides, the muscle tissues used in this study were all from the mouse gastrocnemius muscle.

### Behavioral Performance Test

For the rotarod performance test, the initial speed was set to 5 rpm, and the final speed was 32 rpm, with an acceleration time of 300 s. Five mice in each group were tested on three consecutive days, and the latency to fall (s) was recorded. For the treadmill fatigue test, five mice in each group were tested on three separate days, with an interval of one day. The slope of the treadmill was set to 5°, and the speed (m/min) was increased as follows: 10 (2 min), 14 (5 min), 16 (5 min), 18 (5 min), and 20 (5 min). The running time to fatigue was recorded.

### Senescence‐Associated β‐Galactosidase Staining (SA‐β‐Gal Staining)

Cells were seeded onto 6‐well plates and cultured to the required density, after which SA‐β‐gal staining was performed via a Senescence Cells Histochemical Staining Kit (Sigma, CS0030). The cells were incubated with the staining mixture overnight at 37 °C. Images were acquired via a DMI 6000B microscope at 10 × 10 magnification (Leica). ImageJ software (NIH) was used to analyze the percentage of SA‐β‐gal^+^ signals. The experimental procedures for SA‐β‐gal staining of skeletal muscle were performed in 15‐mL tubes, and images were acquired with a camera.

Tissues for SA‐β‐gal staining were sectioned under frozen conditions, followed by gentle rinsing in PBS after thawing. Each rinse lasted for 5 min, and this process was repeated three times. The tissue sections were circled with a histochemical pen, and an appropriate volume of staining fixative solution was added to cover the tissue adequately, followed by a 30‐min fixation. The fixative solution was removed, and the tissue was washed three times with PBS, each lasting 8 min. After the PBS was removed, each tissue sample was incubated in 30 µl of SA‐β‐gal staining solution, ideally ensuring complete submersion, and sealed with plastic wrap to prevent evaporation. The samples were incubated at 37 °C overnight. On the following day, the working solution was discarded, and the tissue sections were sealed with a coverslip for observation and imaging under an optical microscope. ImageJ software (NIH) was used to analyze the percentage of SA‐β‐gal^+^ signals.

### Immunofluorescence

Cells were seeded onto sterile coverslips in 10‐cm plates and cultured to the required density. The cells were fixed for 10 min with 4% paraformaldehyde, blocked for 30 min with 1% bovine serum albumin (BSA) at room temperature, and incubated overnight at 4 °C with an anti‐Ki67 antibody (Abcam, ab15580, 1:500). The next day, the cells were incubated with Alexa Fluor 594 Donkey anti‐Rabbit IgG (Life Technologies) for 2 h at room temperature and then stained with 1 ng/µL DAPI for 3 min. Immunofluorescence images were acquired from sealed coverslips using a fluorescent microscope (Leica).

Upon the return of tissue sections to room temperature, antigen retrieval was initiated. Permeabilization was carried out at room temperature with 0.5% Triton X‐100 for 20 min, followed by a 1‐hour incubation in BSA for blocking. The primary antibody was appropriately diluted in antibody dilution buffer and left to incubate at 4 °C overnight. On the subsequent day, the humid chamber was removed and allowed to equilibrate for 30 min, followed by a thorough washing with 1xPBS. The fluorescent secondary antibody was diluted in antibody dilution buffer and incubated at room temperature for 2 hours, with meticulous light avoidance. Subsequently, mounting was accomplished using glycerol supplemented with an antifading agent, and DAPI staining was applied to the cell nuclei as necessary. Immunofluorescence images were acquired from sealed coverslips using a fluorescent microscope (Leica).

### Immunoblotting

TRIzol (Invitrogen, 15596018) was used to extract proteins from cells or tissues, which were separated via SDS‒PAGE and transferred to nitrocellulose membranes. The membranes were incubated with 5% skim milk for 1 h, followed by incubation with the following specific antibodies overnight at 4 °C: anti‐Lamin B1 (Proteintech, 12987‐1‐AP, 1:1000), anti‐p16 (Proteintech, 10883‐1‐AP, 1:500), anti‐p21 (Santa Cruz Biotechnology, sc397, 1:500), anti‐β‐ACTIN (Santa Cruz Biotechnology, sc‐47778, 1:1000), anti‐α‐TUBULIN (Sigma, T6199, 1:5000), anti‐GAPDH (Proteintech, 60004‐1‐Ig, 1:10000), anti‐l‐lactyllysine (pan‐Kla, PTM BIOLABS, PTM1401, 1:1000), anti‐H3K9la (PTM BIOLABS, PTM1419RM, 1:1000), anti‐H3K14la (PTM BIOLABS, PTM1414, 1:1000), and anti‐LDHA (Proteintech, 21799‐1‐AP, 1:5000). The next day, the membranes were incubated with IRDye 800CW goat/donkey anti‐mouse/rabbit antibodies (LI‐COR Biosciences, 926‐32210, 1:10000) for 2 h at room temperature. Images were acquired via an Odyssey Infrared Imaging System (LI‐COR).

### Lactate Measurement

l‐Lactate levels were measured via a lactate assay kit (Abcam, ab65331), which facilitated the quantification of lactate levels in cells and tissues.

### CUT&Tag Sequencing (CUT&Tag‐seq)

Cells were harvested via trypsin digestion at room temperature and then counted. CUT&Tag experiments were performed according to the CUT&Tag Assay Kit manual (Vazyme, TD903). Briefly, cell pellets were collected at 600 × g for 5 min, washed with wash buffer, and incubated with ConA beads for 10 min at room temperature in 8‐strip tubes. The cell–ConA bead complexes were subsequently incubated with anti‐H3K9la (PTM BIOLABS, PTM1419RM) at 4 °C overnight and with a secondary antibody for 1 h at room temperature. The pA/G‐Tnp transposon mediated the transposition reaction, and TTBL mediated DNA fragmentation. DNA extraction beads were used to extract CUT&Tag‐enriched DNA, which was then subjected to library amplification for Illumina sequencing. The PCR products were purified via VAHTS DNA Clean Beads (Vazyme, N411) and sequenced on the NovaSeq 6000 PE150 platform at GENEWIZ.

### RNA‐seq

For bulk RNA‐seq, total RNA was extracted from cells using TRIzol (Invitrogen, 15596018). The cDNA library construction and Illumina sequencing were performed by Novogene (HiSeq PE150) or GENEWIZ (NovaSeq 6000 PE150). For snRNA‐seq, fresh mouse skeletal muscle was frozen in liquid nitrogen and used for library construction and sequencing by BGI Genomics and 10X Genomics.

### qPCR

All‐in‐One Supermix (TransGen Biotech, AT341) was used to generate cDNA from total RNA. cDNA or ChIP DNA was measured by qPCR using a LightCycler 96 Instrument (Roche) after the addition of SYBR Green premix (Vazyme, Q712). The primers used for RT‒qPCR and ChIP‒qPCR are listed in Tables S1 and S2 (Supporting Information), respectively.

### Hematoxylin and Eosin (H&E) Staining

Skeletal muscle was paraffin embedded, sectioned, and stained sequentially with hematoxylin and eosin. Images were acquired using a NIKON Eclipse Ci microscope (Nikon).

### Bulk RNA‐seq Data Processing

The raw sequencing data were processed using trim_galore (version 0.6.10) to remove adapters and low‐quality reads with the following parameters: ‐q 25 –phred33 –stringency 4 –length 36 ‐e 0.1. The trimmed reads were then mapped to the hg38 or mm10 reference genome using hisat2 (version 2.2.1), and the sam files were converted to sorted bam files using samtools (version 1.7). The gene expression count matrix was obtained using featureCounts (version 2.0.6) and normalized with DESeq2 (version 1.34.0). The thresholds for DEGs were identified by |log_2_(FC)| > 1 or 0.58, and adjusted *P* value < 0.05.

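The paper gives both fold change thresholds without naming the comparison that each applies to. With the lower threshold in senescence, limma called 2360 genes downregulated and 2437 upregulated. The same threshold after 2-DG gave 2895 downregulated and 3276 upregulated genes. With the higher threshold in hypoxia, 744 genes were downregulated and 667 upregulated.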

### CUT&Tag Data Processing

The adapters and low‐quality sequences were removed for downstream analysis using trim_galore (version 0.6.10). Then, the clean data were mapped to the hg38 or mm10 reference genome using Bowtie2 (version 2.2.5) with the following parameters: –end‐to‐end –very‐sensitive –no‐mixed –no‐discordant –phred33 ‐I 10 ‐X 700. The sorted bam files were converted to bigWig format using bamCoverage in deepTools (version 3.5.1) with the following parameters: –normalizeUsing RPKM. In addition, computeMatrix, plotHeatmap, and plotProfile in deepTools were utilized for calculating and visualizing signal intensities ±3 kb of TSS. Peak calling was performed using MACS2 (version 2.2.7.1) with the parameters ‐f BAMPE ‐g hs ‐q 0.1. For samples with biological replicates, the R package DESeq2 (version 1.34.0) was used to identify altered peaks as defined by |log_2_(FC)| > 1 and *P* value < 0.05, edgeR (version 3.36.0) and MACS2 were used to identify altered peaks for samples with single biological replicate. Peaks distribution and annotation were analyzed using the R package ChIPseeker (version 1.30.3).

### Processing of Raw Data, Filtering, Integration, Clustering, and Identification of Cell Types

For DNBelab C of MGI, the raw fastq‐format data of snRNA‐seq was aligned to the mm10 reference genome and the filtered gene expression count matrix was obtained using PISA (version 0.12).^[^ ^69^ ^]^ For 10x Genomics, the filtered gene expression count matrix was generated using Cell Ranger (version 6.1.2) aligned to mm10 reference genome. The R package Seurat (version 4.1.1) was used to perform the downstream analysis. For each sample, genes detected in at least 3 cells expressing at least 200 genes were kept. Subsequently, cells with the following three criteria were retained: more than 200 detected genes, fewer than 6000 detected genes, and fewer than 6% mitochondrial genes. The “RunHarmony” function in the R package harmony (version 1.0) was used to remove batch variances. Meanwhile, mitochondrial genes and ribosomal genes were removed to avoid noise in downstream analysis.

The “RunPCA” function was used to perform dimensionality reduction, and then the nearest‐neighbor graph was constructed using the “FindNeighbors” function. Cell clusters were identified using the “FindClusters” and “RunUMAP” functions. Cell type‐specific marker genes were calculated with the cutoff of |log_2_FC| > 0.25 and adjusted *P* value < 0.05 using the “FindAllMarkers” function. Cell types were annotated using canonical marker genes,^[^ ^48^, ^66^, ^70^, ^71^, ^72^ ^]^ including *Myh2* and *Ppara* for Type IIa myonuclei; *Myh4*, *Pde4d*, and *Mylk4* for Type IIb myonuclei; *Runx1* and *Sh3d19* for Runx1^+^ Type IIb myonuclei; *Myh1* for Type IIx myonuclei; *Myh7* and *Tpm3* for Slow myonuclei; *Pax7* and *Chodl* for MuSC; *Dcn* and *Abca8a* for Fibro‐adipogenic progenitor; *Cdh19* and *Mpz* for Schwann cell; *Rgs5* and *Cacna1c* for Pericyte; *Ptprb* and *Pecam1* for Endothelial cell; *Mmrn1* and *Prox1* for Lymphatic endothelial cell; *Col22a1* and *Ankrd1* for Myotendinous junction; *Ano4* and *Col4a3* for Neuromuscular junction; *Thbs4* and *Fmod* for Tenocyte; *Pde3b* and *Acsl1* for Adipocyte; *Tbxas1* and *Rbpj* for Macrophage; *Skap1* and *Il7r* for T cell; *Cd79a* and *Ms4a1* for B cell; *Gm10801* for Gm10801^+^ myonuclei.

### Aging‐Related and Running‐Related Differential Expression Analysis

For each cell type, DEGs between old and young mice, as well as between running and sedentary mice, were calculated using the “FindMarkers” function with the Wilcoxon rank sum test. Genes with |log_2_FC| > 0.25 and adjusted *P* value < 0.05 were identified as aging‐related or running‐related DEGs specific to each cell type. For the global DEGs between old and young mice, as well as between running and sedentary mice, the threshold for DEGs was set as |log_2_FC| > 0.15 and adjusted *P* value < 0.05.

### Transcriptional Noise Analysis

To investigate transcriptional fluctuation during aging, we analyzed aging‐related transcriptional noise in each cell type using the approach described by Angelidis et al.^[^ ^73^ ^]^ Cells were down sampled to equalize UMI count, and old and young cells within each cell type were standardized to the same number to eliminate differences in total UMI counts as well as cell type frequencies. Transcriptional noise for each cell was quantified by computing the Euclidean distance from the respective cell type mean between old and young groups.

### Cell Type Prioritization Analysis

Augur (version 1.0.3)^[^ ^74^ ^]^ was used to prioritize aging‐sensitive cell types in the Old versus Young group and running‐sensitive cell types in the Running versus Sedentary group. The results were further visualized using the R package ggplot (version 3.4.2).

### Gene Set Score Analysis

Gene sets were downloaded from the MSigDB database (version 2023.1). Specifically, pathways “HALLMARK_GLYCOLYSIS”, “GOBP_REGULATION_OF_CELL_CYCLE_PROCESS”, “GOBP_DNA_REPAIR”, “GOBP_PROTEOLYSIS_INVOLVED_IN_PROTEIN_CATABOLIC_PROCESS”, “SenMayo”,^[^ ^75^ ^]^ “GOBP_POSITIVE_REGULATION_OF_INFLAMMATORY_RESPONSE”, and “REACTOME_MACROAUTOPHAGY” were respectively used to evaluate the glycolysis, cell cycle, DNA repair, proteostasis, SASP, inflammatory, and autophagy pathways.

For snRNA‐seq data, the gene sets were then used to calculate scores for each cell using method “ssGSEA” of R package GSVA (version 1.40.1). A Wilcoxon rank‐sum test was performed to compare the old and young mice, as well as the running and sedentary mice. For CUT&Tag data, deepTools was used to evaluate the intensity of H3K9la for cell cycle, DNA repair, and proteostasis pathways.

### Functional Enrichment Analyses

Metascape(version 3.5)^[^ ^76^ ^]^ and clusterProlifer (version 4.6.2)^[^ ^77^ ^]^ was used to perform Gene Ontology (GO) Biological Processes enrichment analyses. The representative terms were selected with the parameter *P* value < 0.05. The results were further visualized with R package ggplot2.

### Statistical Analysis

The statistical analysis is conducted via a two‐tailed Student's *t* test and one‐way ANOVA in GraphPad Prism 9.5.1 and R software. The results are presented as the mean ± S.D., with statistical significance defined as *P* < 0.05. Significance levels are denoted as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

## Data Availability

All sequencing data from this study are available through the Gene Expression Omnibus under accession number GSE226008.

# Supplementary material for: Histone Lactylation Antagonizes Senescence and Skeletal Muscle Aging by Modulating Aging‐Related Pathways
**Source:** Adv Sci (Weinh). 2025 May 19;12(22):2412747. doi: 10.1002/advs.202412747
**Supplement:** Supplementary file 1 — Supporting Information

**Histone Lactylation Antagonizes Senescence and Skeletal Muscle Aging by Modulating Aging-Related Pathways**

Fanju Meng^1, #^ **|** Jianuo He^1, #^ **|** Xuebin Zhang^1, #^ **|** Wencong Lyu^1, #^ **|** Ran Wei^1^ **|** Shiyi Wang^1^ **|** Zhehao Du^1^ **|** Haochen Wang^1^ **|** Jinlong Bi^1^ **|** Xueyang Hua^2^ **|** Chao Zhang^4^ **|** Yiting Guan^5^ **|** Guoliang Lyu^1^ **|** Xiao-Li Tian^3^ **|** Lijun Zhang^1, *^ **|** Wenbing Xie^2, *^ **|** Wei Tao^1, 6, *^

^#^These authors contributed equally to this work

Funding information

The National Key Research and Development Project, Grant No. 2021YFA0909300, 2023YFC3603300. The National Natural Science Foundation of China, Grant No. 32241006, 82192891.

Supplementary figures and figure legends (S1-S31)

Supplementary tables (Table S1-2)

**
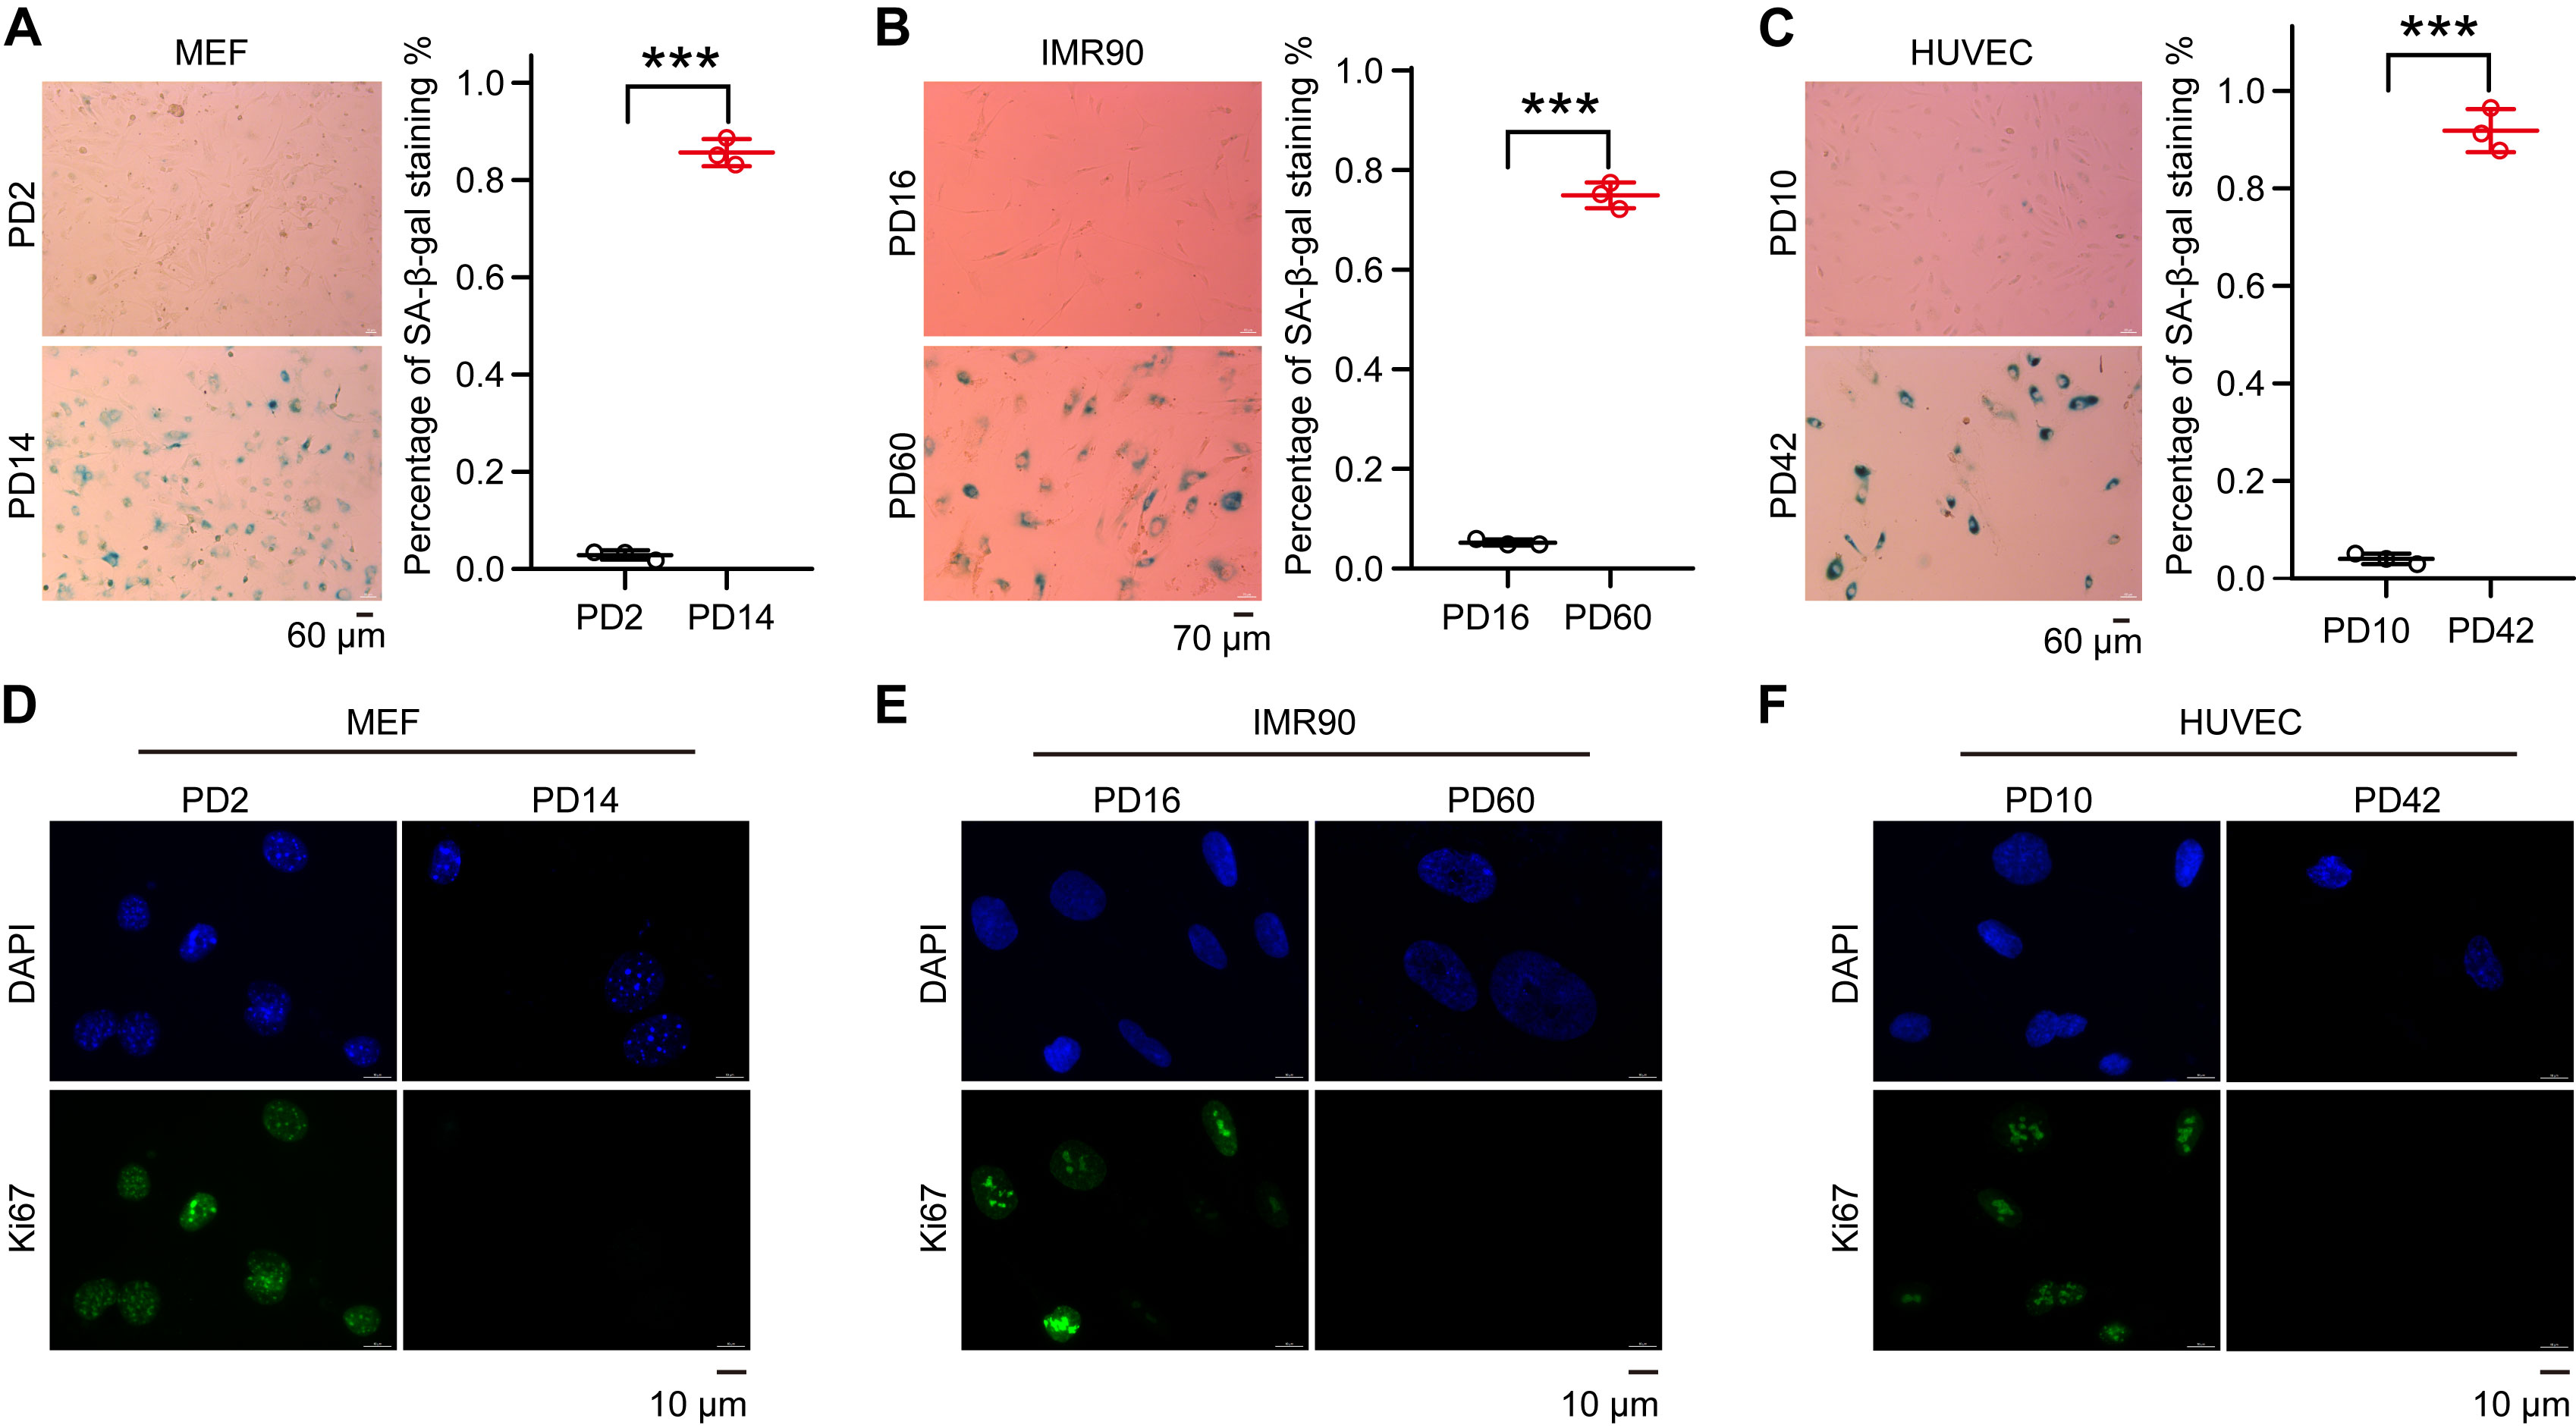
Fig. S1. Increased SA-β-gal^+^ staining and reduced proliferative capacity are associated with senescence. A-C**, SA-β-gal staining of young and senescent MEFs (**A)**, IMR90 cells (**B**), and HUVECs (**C**). The percentages of SA-β-gal^+^ cells are shown on the right of the respective figures. PD, population doubling (the total number of cells in each population doubled during *in vitro* culture). **D-F**, Immunofluorescence of Ki67 and DAPI in young and senescent MEFs (**D**), IMR90 cells (**E**), and HUVECs (**F**). The error bars represent the S.D. of independent experiments, n = 3. Two-tailed, unpaired Student’s *t* tests were performed. ****P* < 0.001.

**
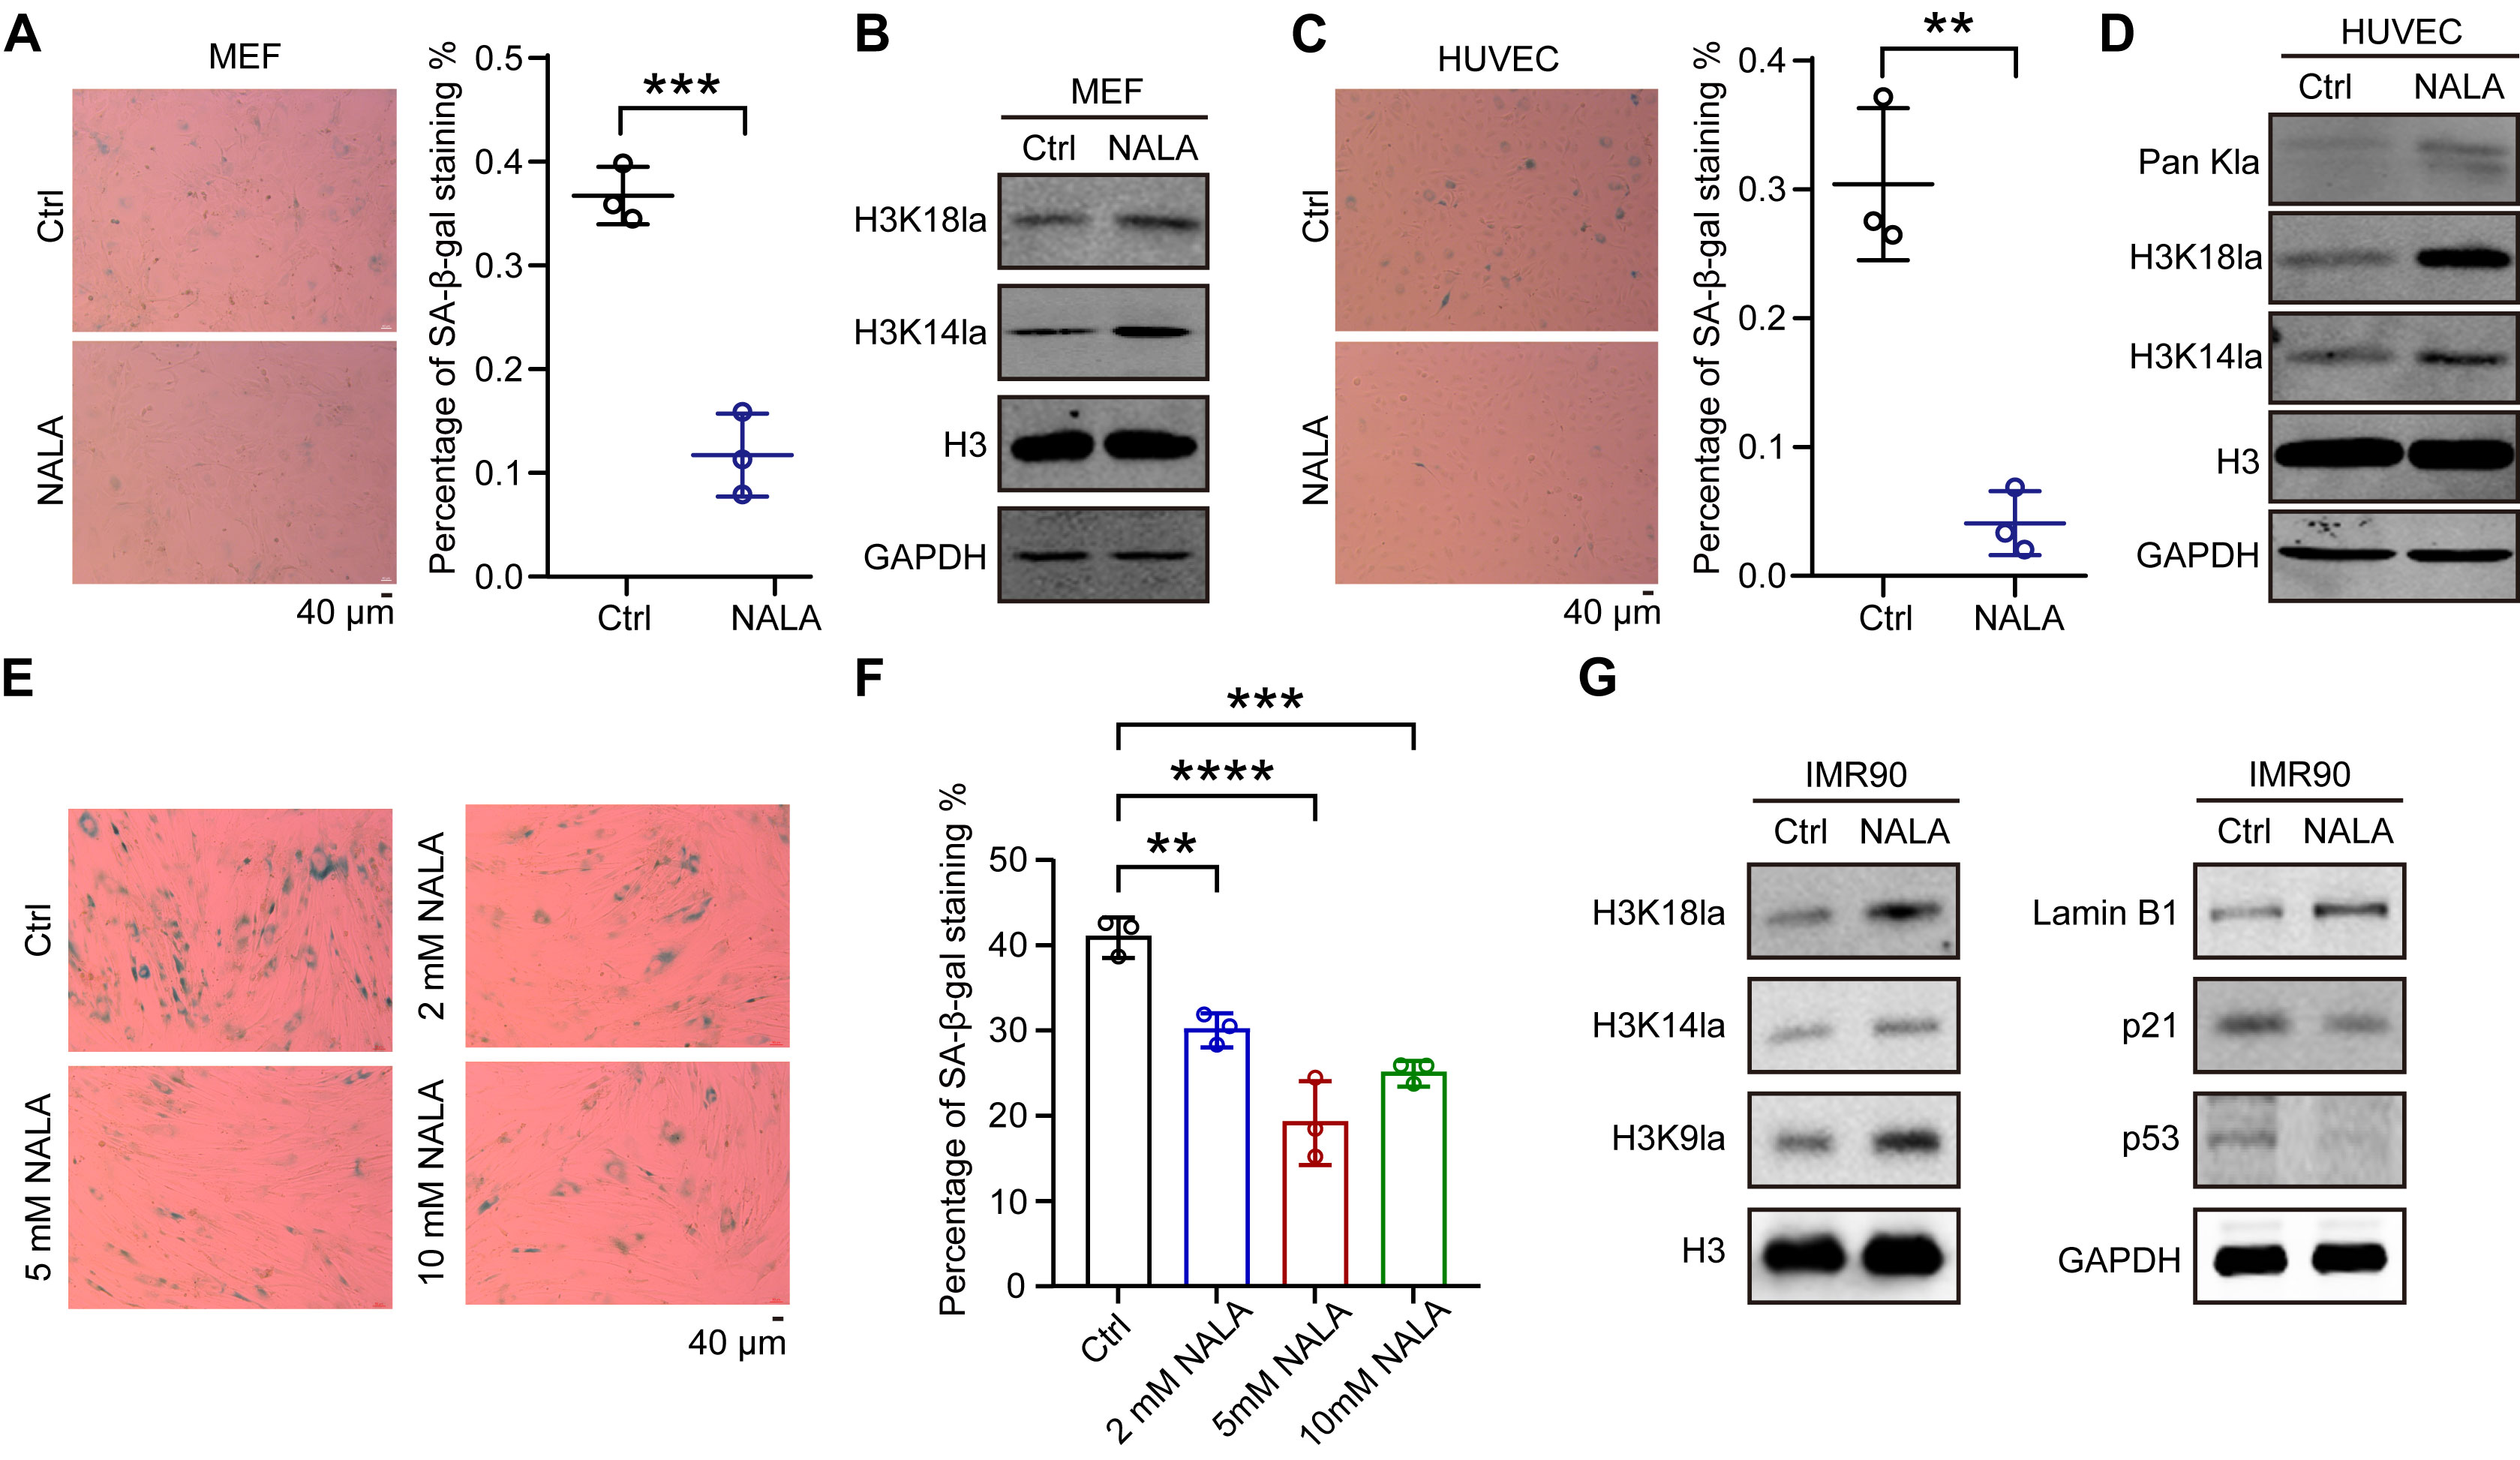
Fig. S2. NALA treatment ameliorates replicative senescence.** **A**, SA-β-gal staining of MEFs treated with NALA. The percentages of SA-β-gal^+^ cells are shown on the right. **B**, Immunoblotting of H3K18la and H3K14la levels in MEFs treated with NALA. H3 and GAPDH served as the loading controls. **C**, SA-β-gal staining of HUVECs treated with NALA. The percentages of SA-β-gal^+^ cells are shown on the right. **D**, Immunoblotting of Pan Kla, H3K18la, and H3K14la levels in MEFs treated with NALA. H3 and GAPDH served as the loading controls. **E**, SA-β-gal staining of IMR90 cells treated with NALA. **F**, The percentages of SA-β-gal^+^ cells are shown on the right. **G**, Immunoblotting of H3K9la, H3K14la, H3K18la, Lamin B1, p21, and p53 levels in IMR90 cells treated with NALA. H3 and GAPDH served as the loading controls. The error bars represent the S.D. of independent experiments, n = 3. Two-tailed, unpaired Student’s *t* tests were performed in **A** and **C**. One-way ANOVA was performed in **F**. ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

**
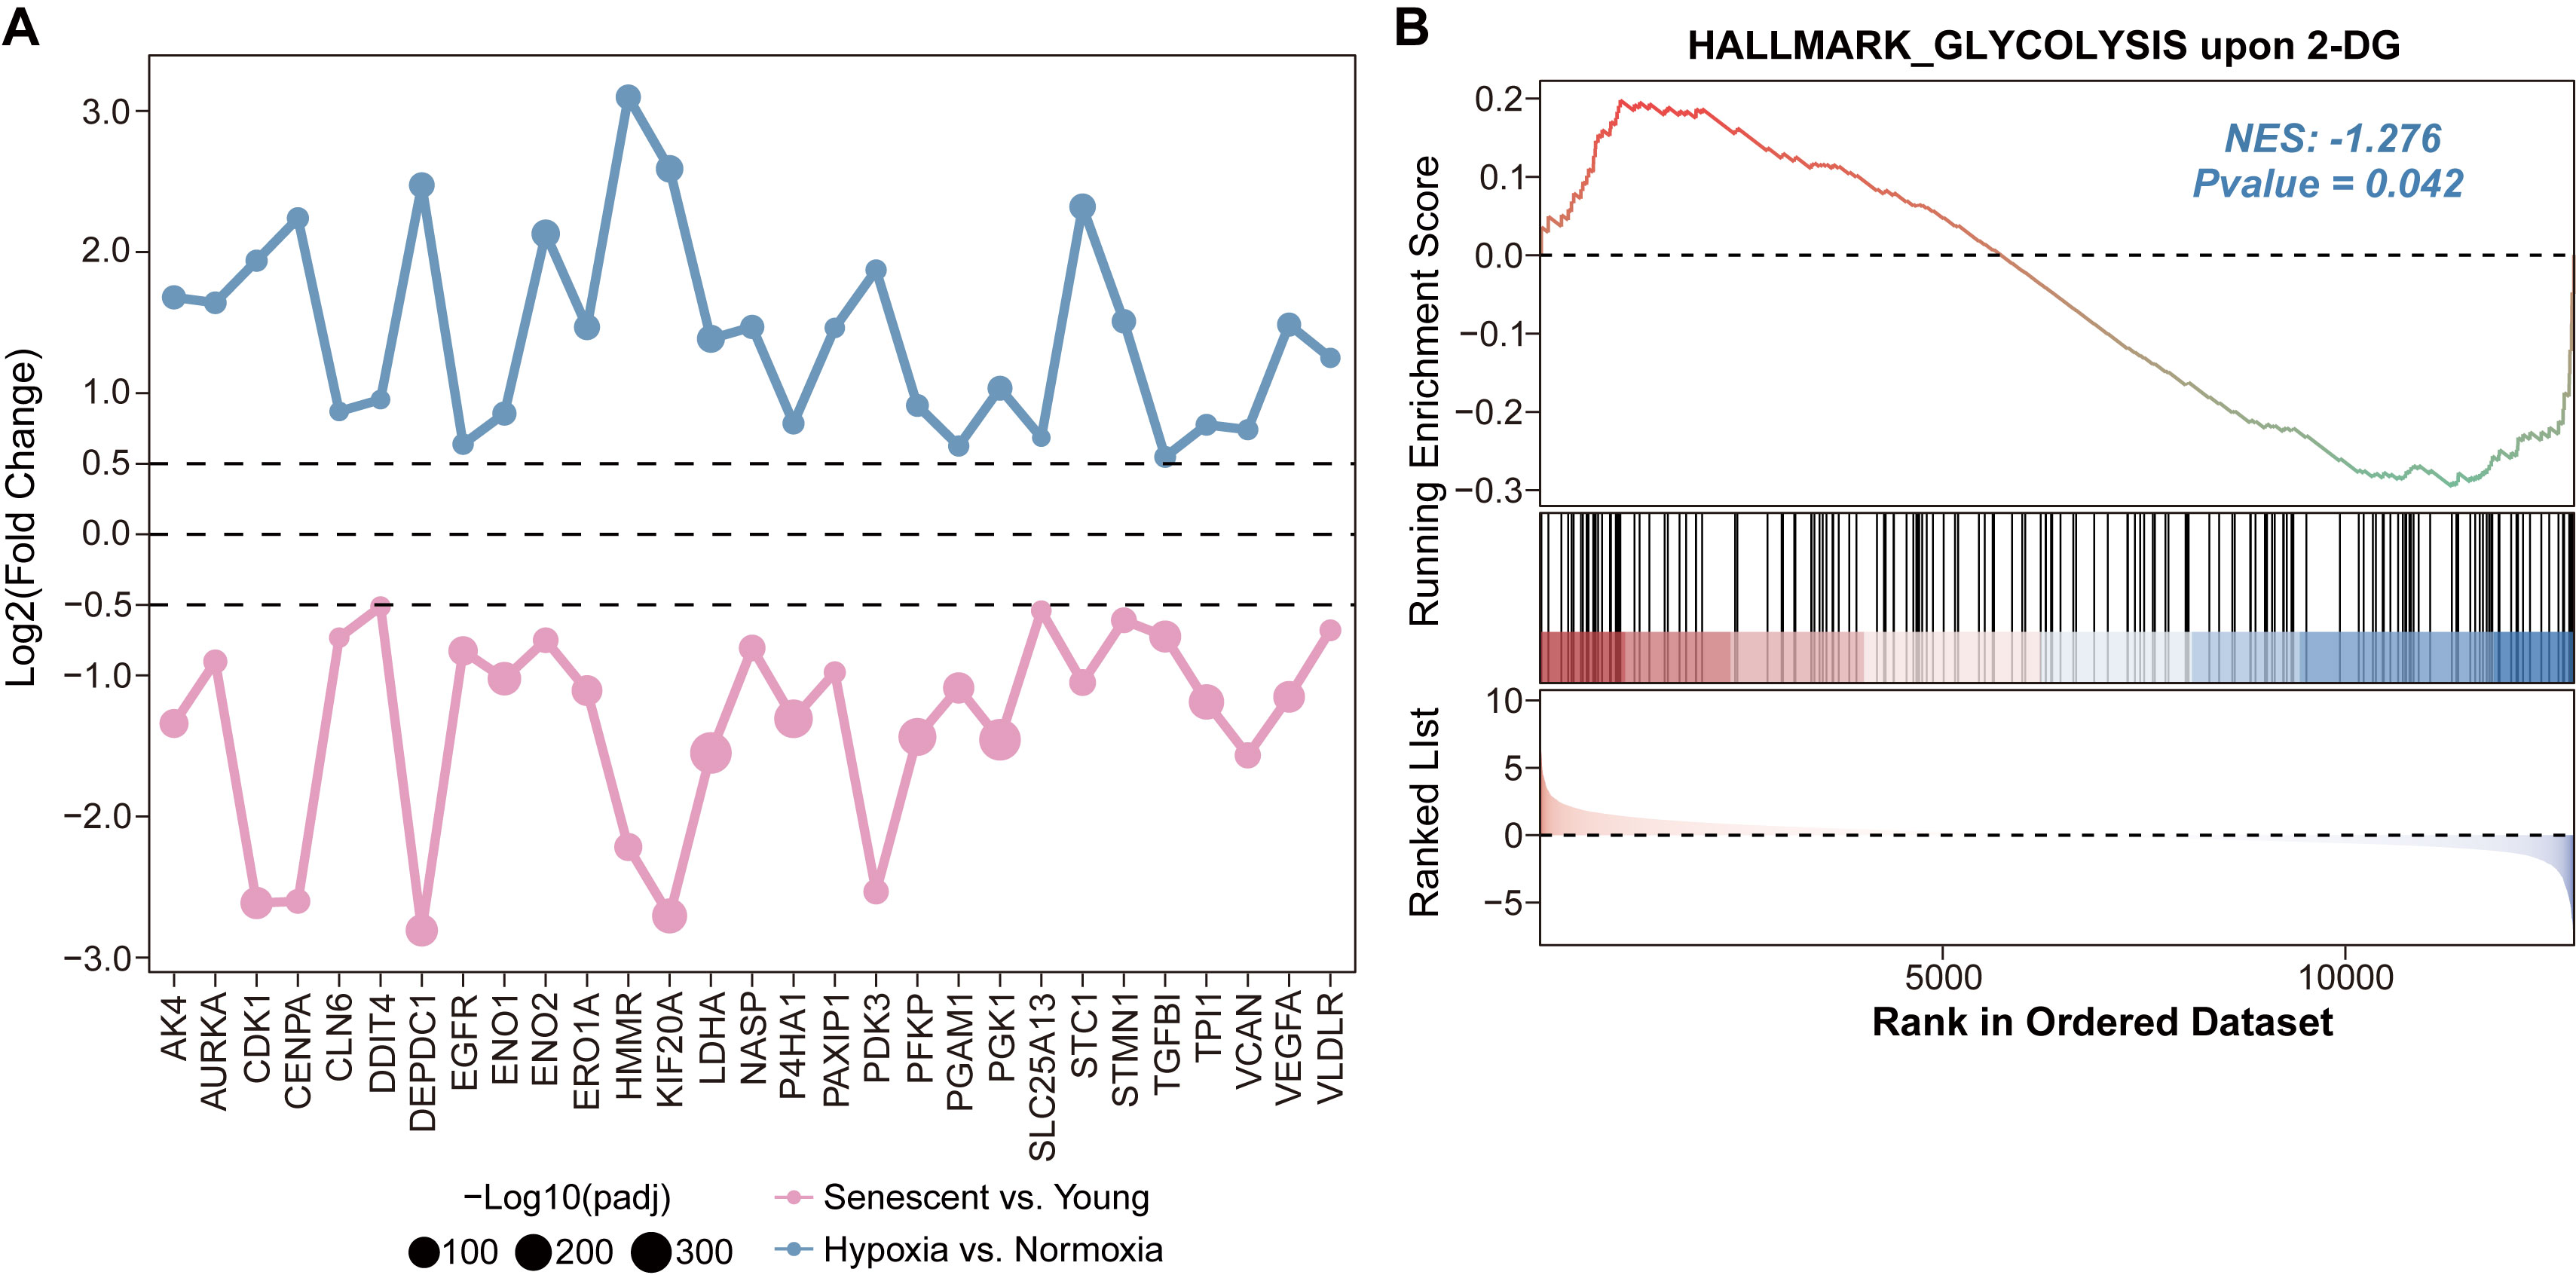
Fig. S3. Altered expression of glycolysis genes during senescence, hypoxia exposure, and 2-DG treatment. A**, Expression levels of glycolysis hallmark genes during senescence or hypoxia. **B**, GSEA of glycolysis genes in IMR90 cells upon 2-DG treatment.

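All 29 genes of Fig. S3A fell in senescence, with log2 fold changes from −2.81 to −0.51 and a median of −1.11. All 29 rose in hypoxia, from 0.55 to 3.11 with a median of 1.44. By limma, 29 fell and 29 rose with an adjusted p below 0.05 over all genes tested, and 29 and 29 adjusted over the list alone. The panel shows hallmark glycolysis genes, and the paper does not state how these 29 were chosen among them. The count adjusted over the list alone is not taken as independent evidence. At the thresholds used here, 18 were called downregulated in senescence and 28 upregulated in hypoxia, all except TGFBI. In senescence ENO1, ERO1A and STC1 were not called under quantile normalization, ENO1, PGAM1 and STC1 under upper-quartile scaling, and ERO1A and STC1 with the length and GC trend removed, which called AURKA. Without senescent replicate 2 the fall of ENO1 was −0.97. In the hypoxia comparison DDIT4, EGFR, PGAM1, SLC25A13, TPI1 and VCAN were not called when the variance had no trend, nor EGFR, SLC25A13 and VCAN with the length and GC trend removed. PGAM1 was at 0.52 without normoxia replicate 2, and without normoxia replicate 1 the rise of SLC25A13 was 0.47 and that of EGFR 0.56. Of the 29 genes, AURKA, CDK1, CENPA, HMMR and NASP are also on a cell cycle list and 7 are glycolytic enzymes.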

**
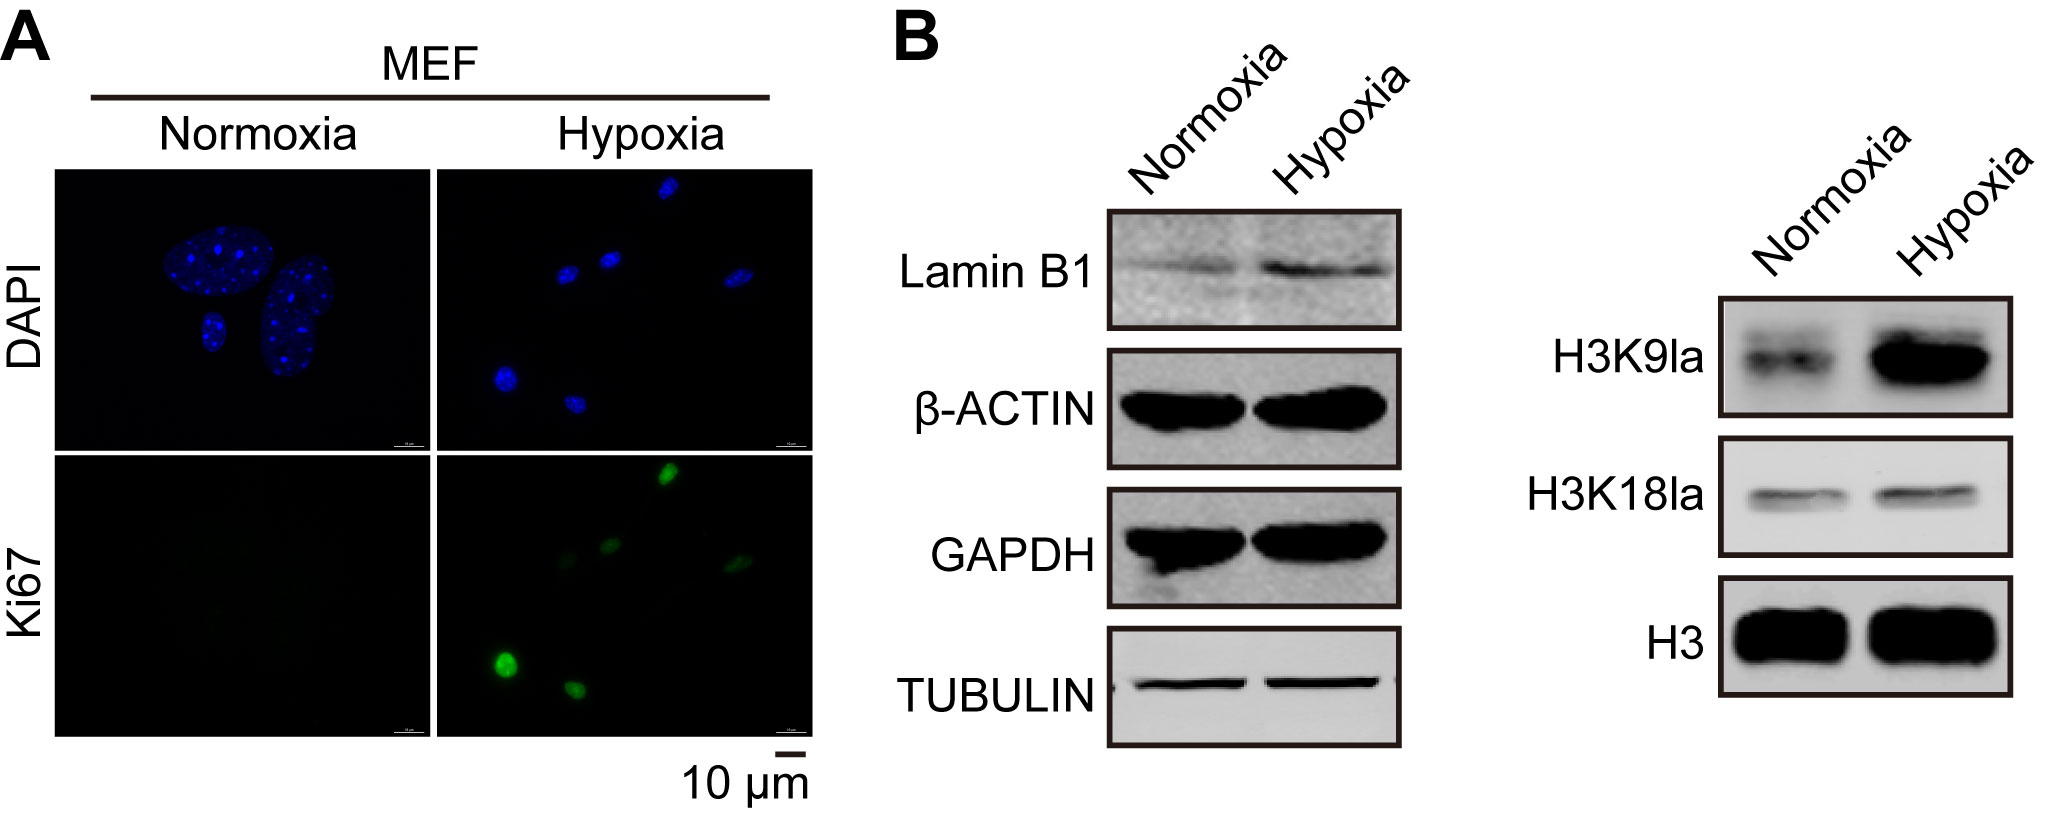
Fig. S4. Hypoxia mitigates senescence and restores histone lactylation in MEFs. A**, Immunofluorescence of Ki67 in MEFs cultured under normoxia and hypoxia. DAPI was used to stain the nuclei. **B**, Immunoblotting of Lamin B1, H3K9la, and H3K18la in MEFs cultured under normoxia and hypoxia. β-ACTIN, GAPDH, TUBULIN, and H3 served as loading controls.

**
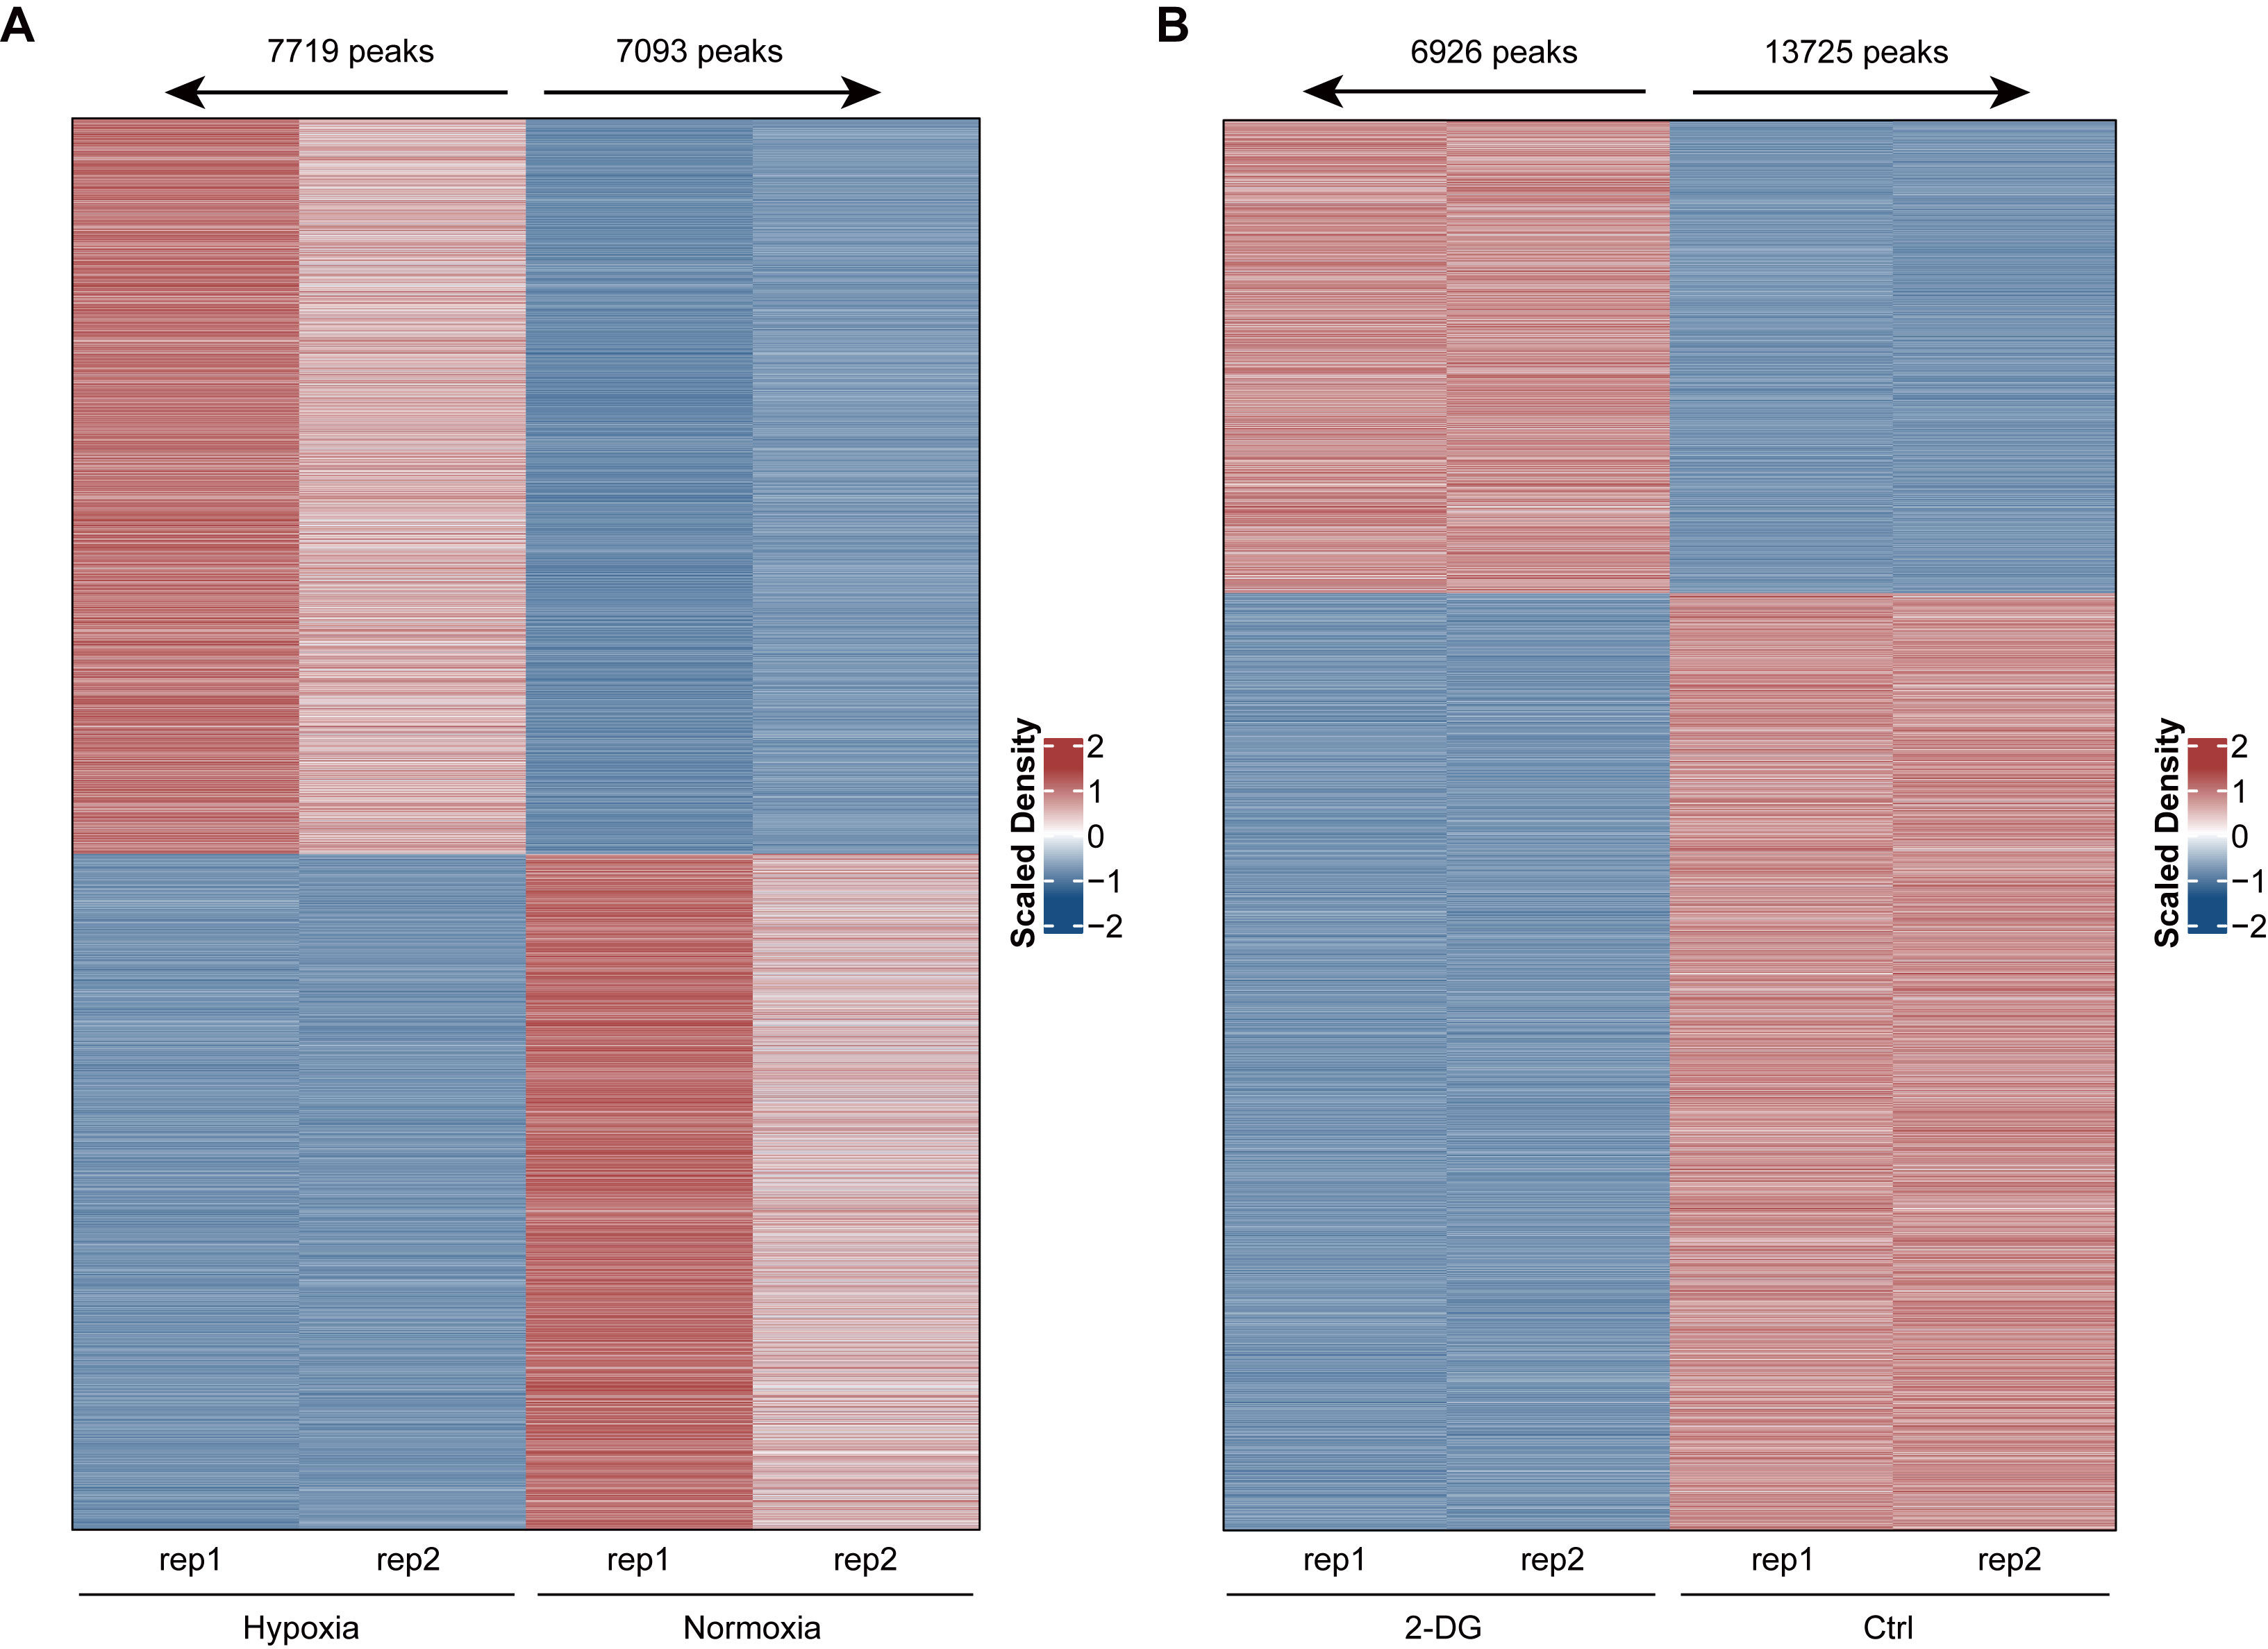
Fig. S5. Hypoxia exposure increases H3K9la while 2-DG treatment decreases H3K9la. A**, Heatmap of altered H3K9la peaks upon hypoxia. **B**, Heatmap of altered H3K9la peaks upon 2-DG treatment.

**
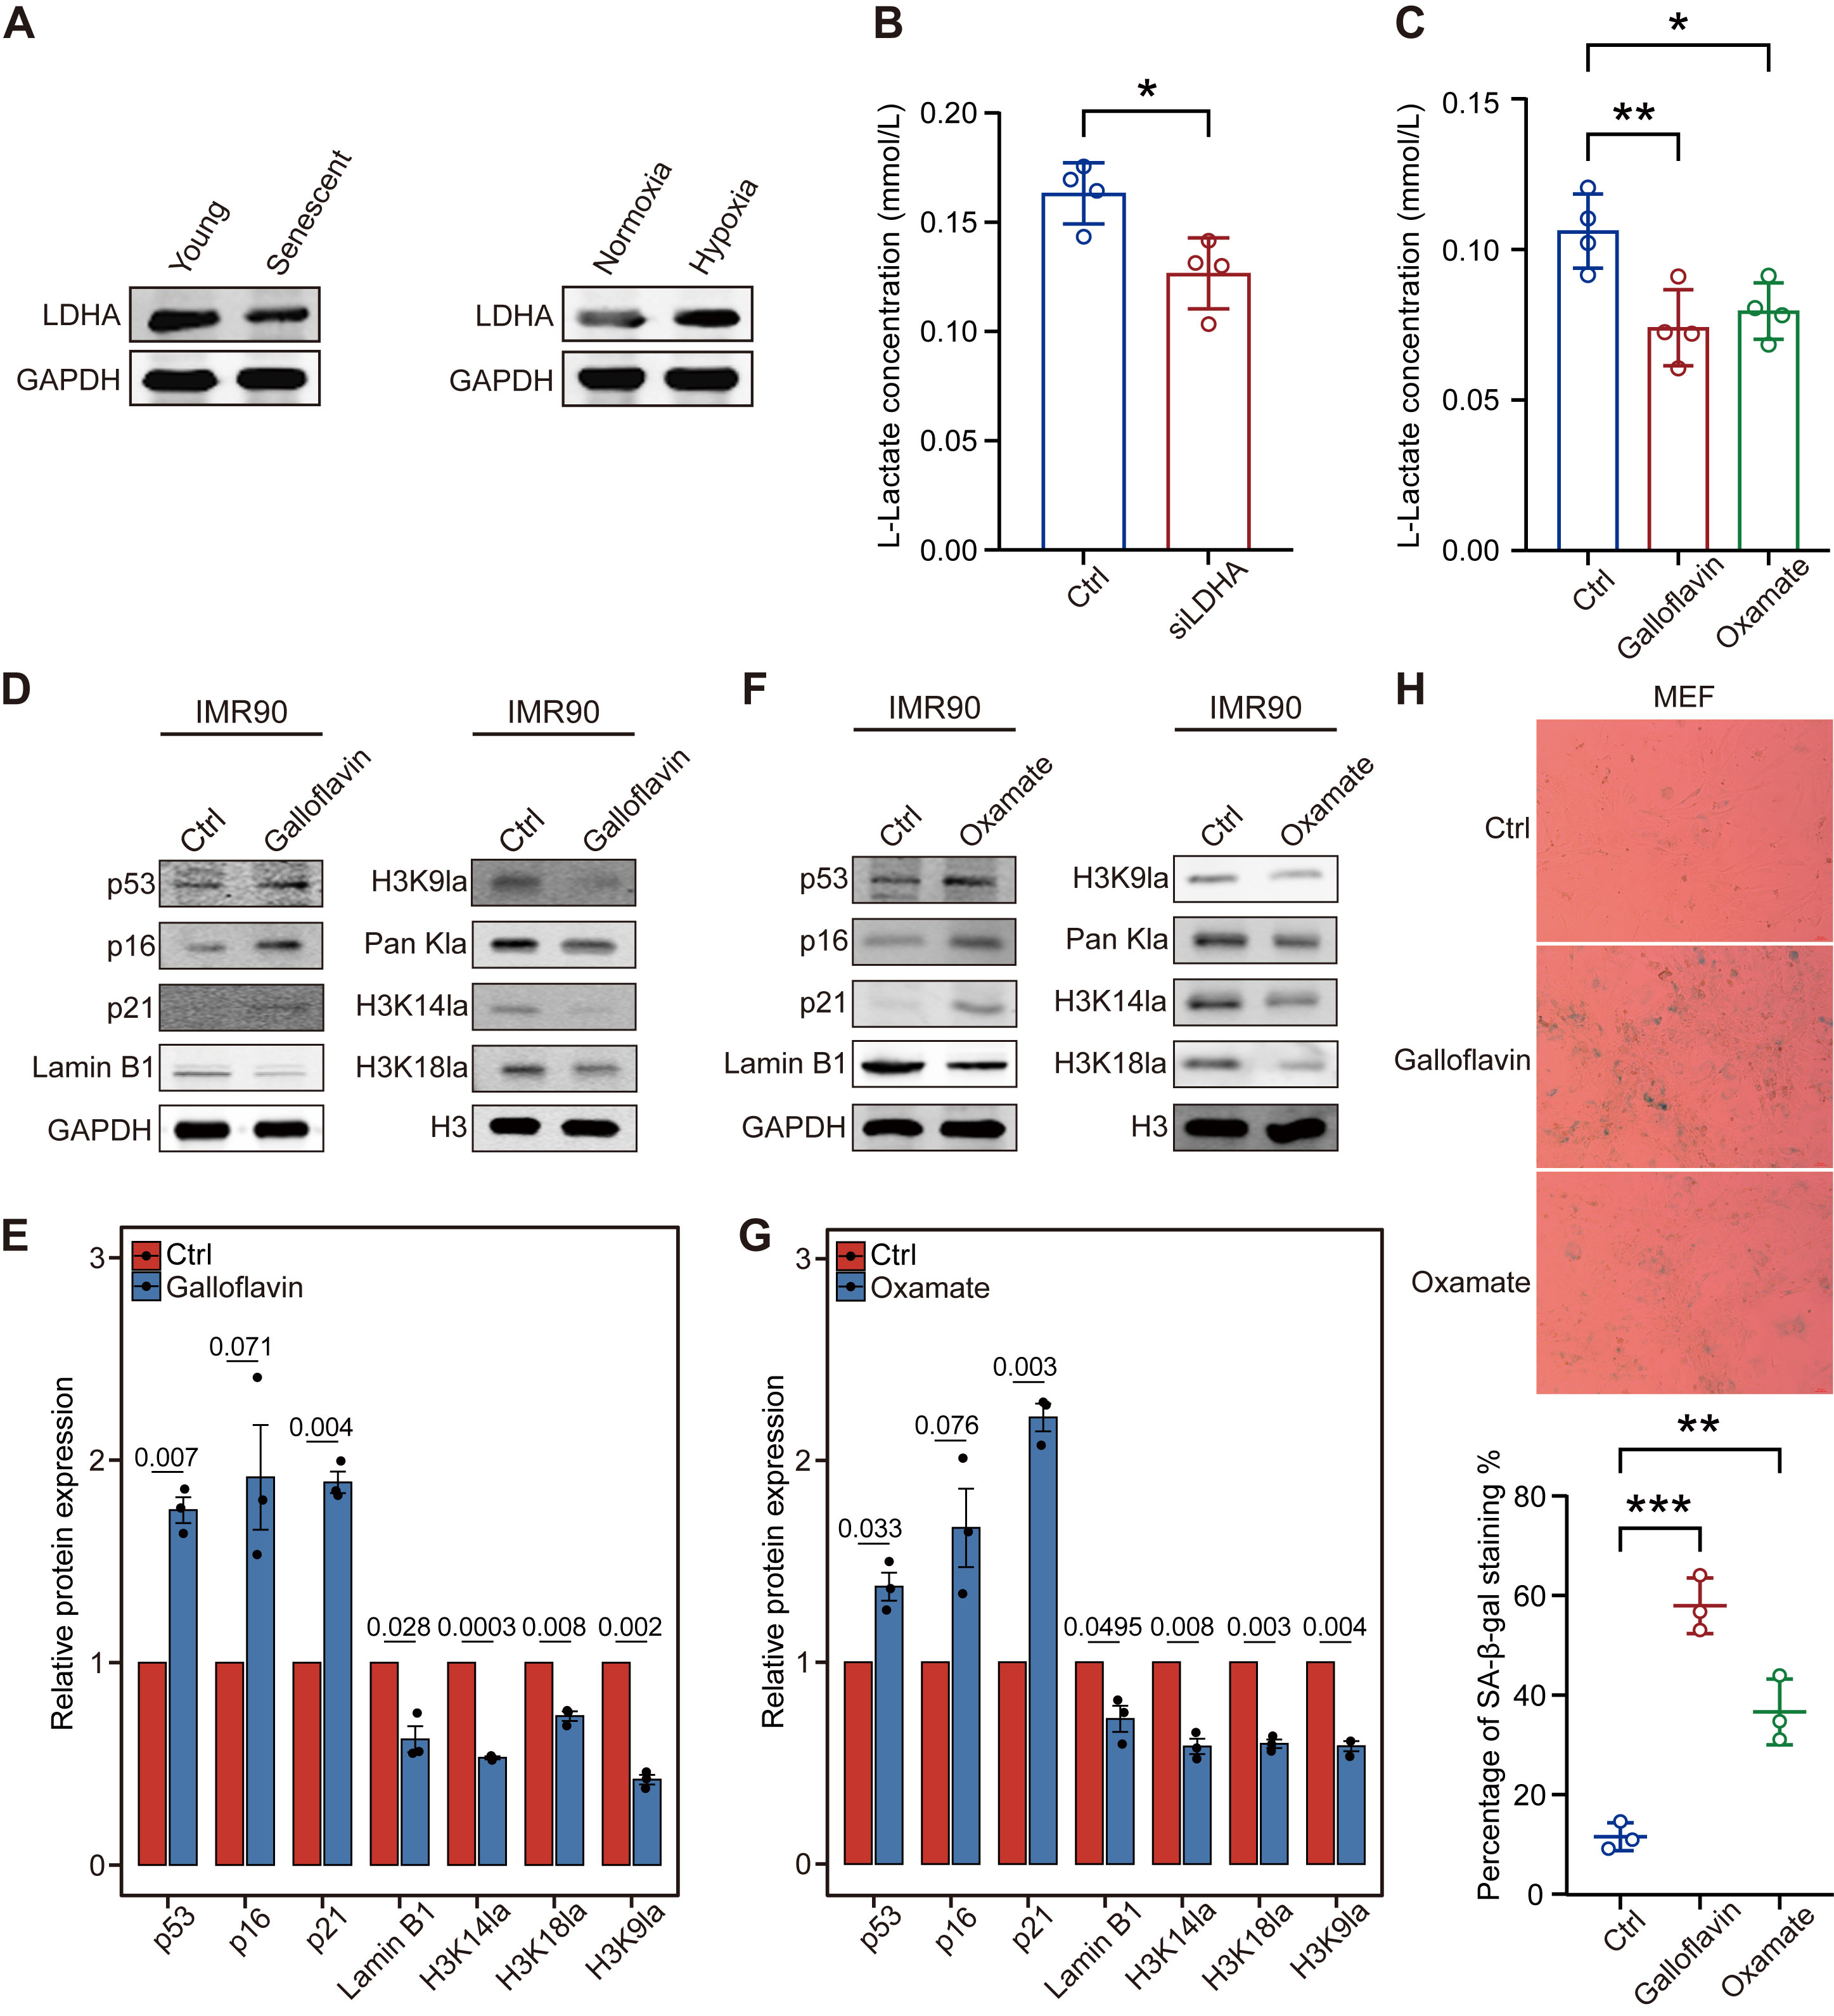
Fig. S6. The inhibition of LDHA results in decreased lactate levels and cellular senescence.** **A**, Protein levels of LDHA in IMR90 cells cultured during senescence and under normoxia and hypoxia. GAPDH served as the loading control. **B**, Lactate levels in IMR90 cells with or without siRNA treatment, n = 4. **C**, Lactate levels in IMR90 cells with or without galloflavin and oxamate treatment, n = 4. **D**, Protein levels of p53, p16, p21, Lamin B1, Pan Kla, H3K9la, H3K14la, and H3K18la in IMR90 cells cultured with or without galloflavin treatment. GAPDH and H3 served as loading controls. **E**, Relative band intensity of the immunoblots in **D**, n=3. **F**, Protein levels of p53, p16, p21, Lamin B1, Pan Kla, H3K9la, H3K14la, and H3K18la in IMR90 cells cultured with and without oxamate treatment. GAPDH and H3 served as loading controls. **G**, Relative band intensity of immunoblots in **F**, n=3. **H**, SA-β-gal staining of MEFs with or without galloflavin and oxamate, n = 3. The percentages of SA-β-gal^+^ cells are shown at the bottom. Two-tailed, unpaired Student’s *t* tests were performed in **B**. One-way ANOVA was performed in **C** and **H**. The error bars represent the S.D. of independent experiments. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

**
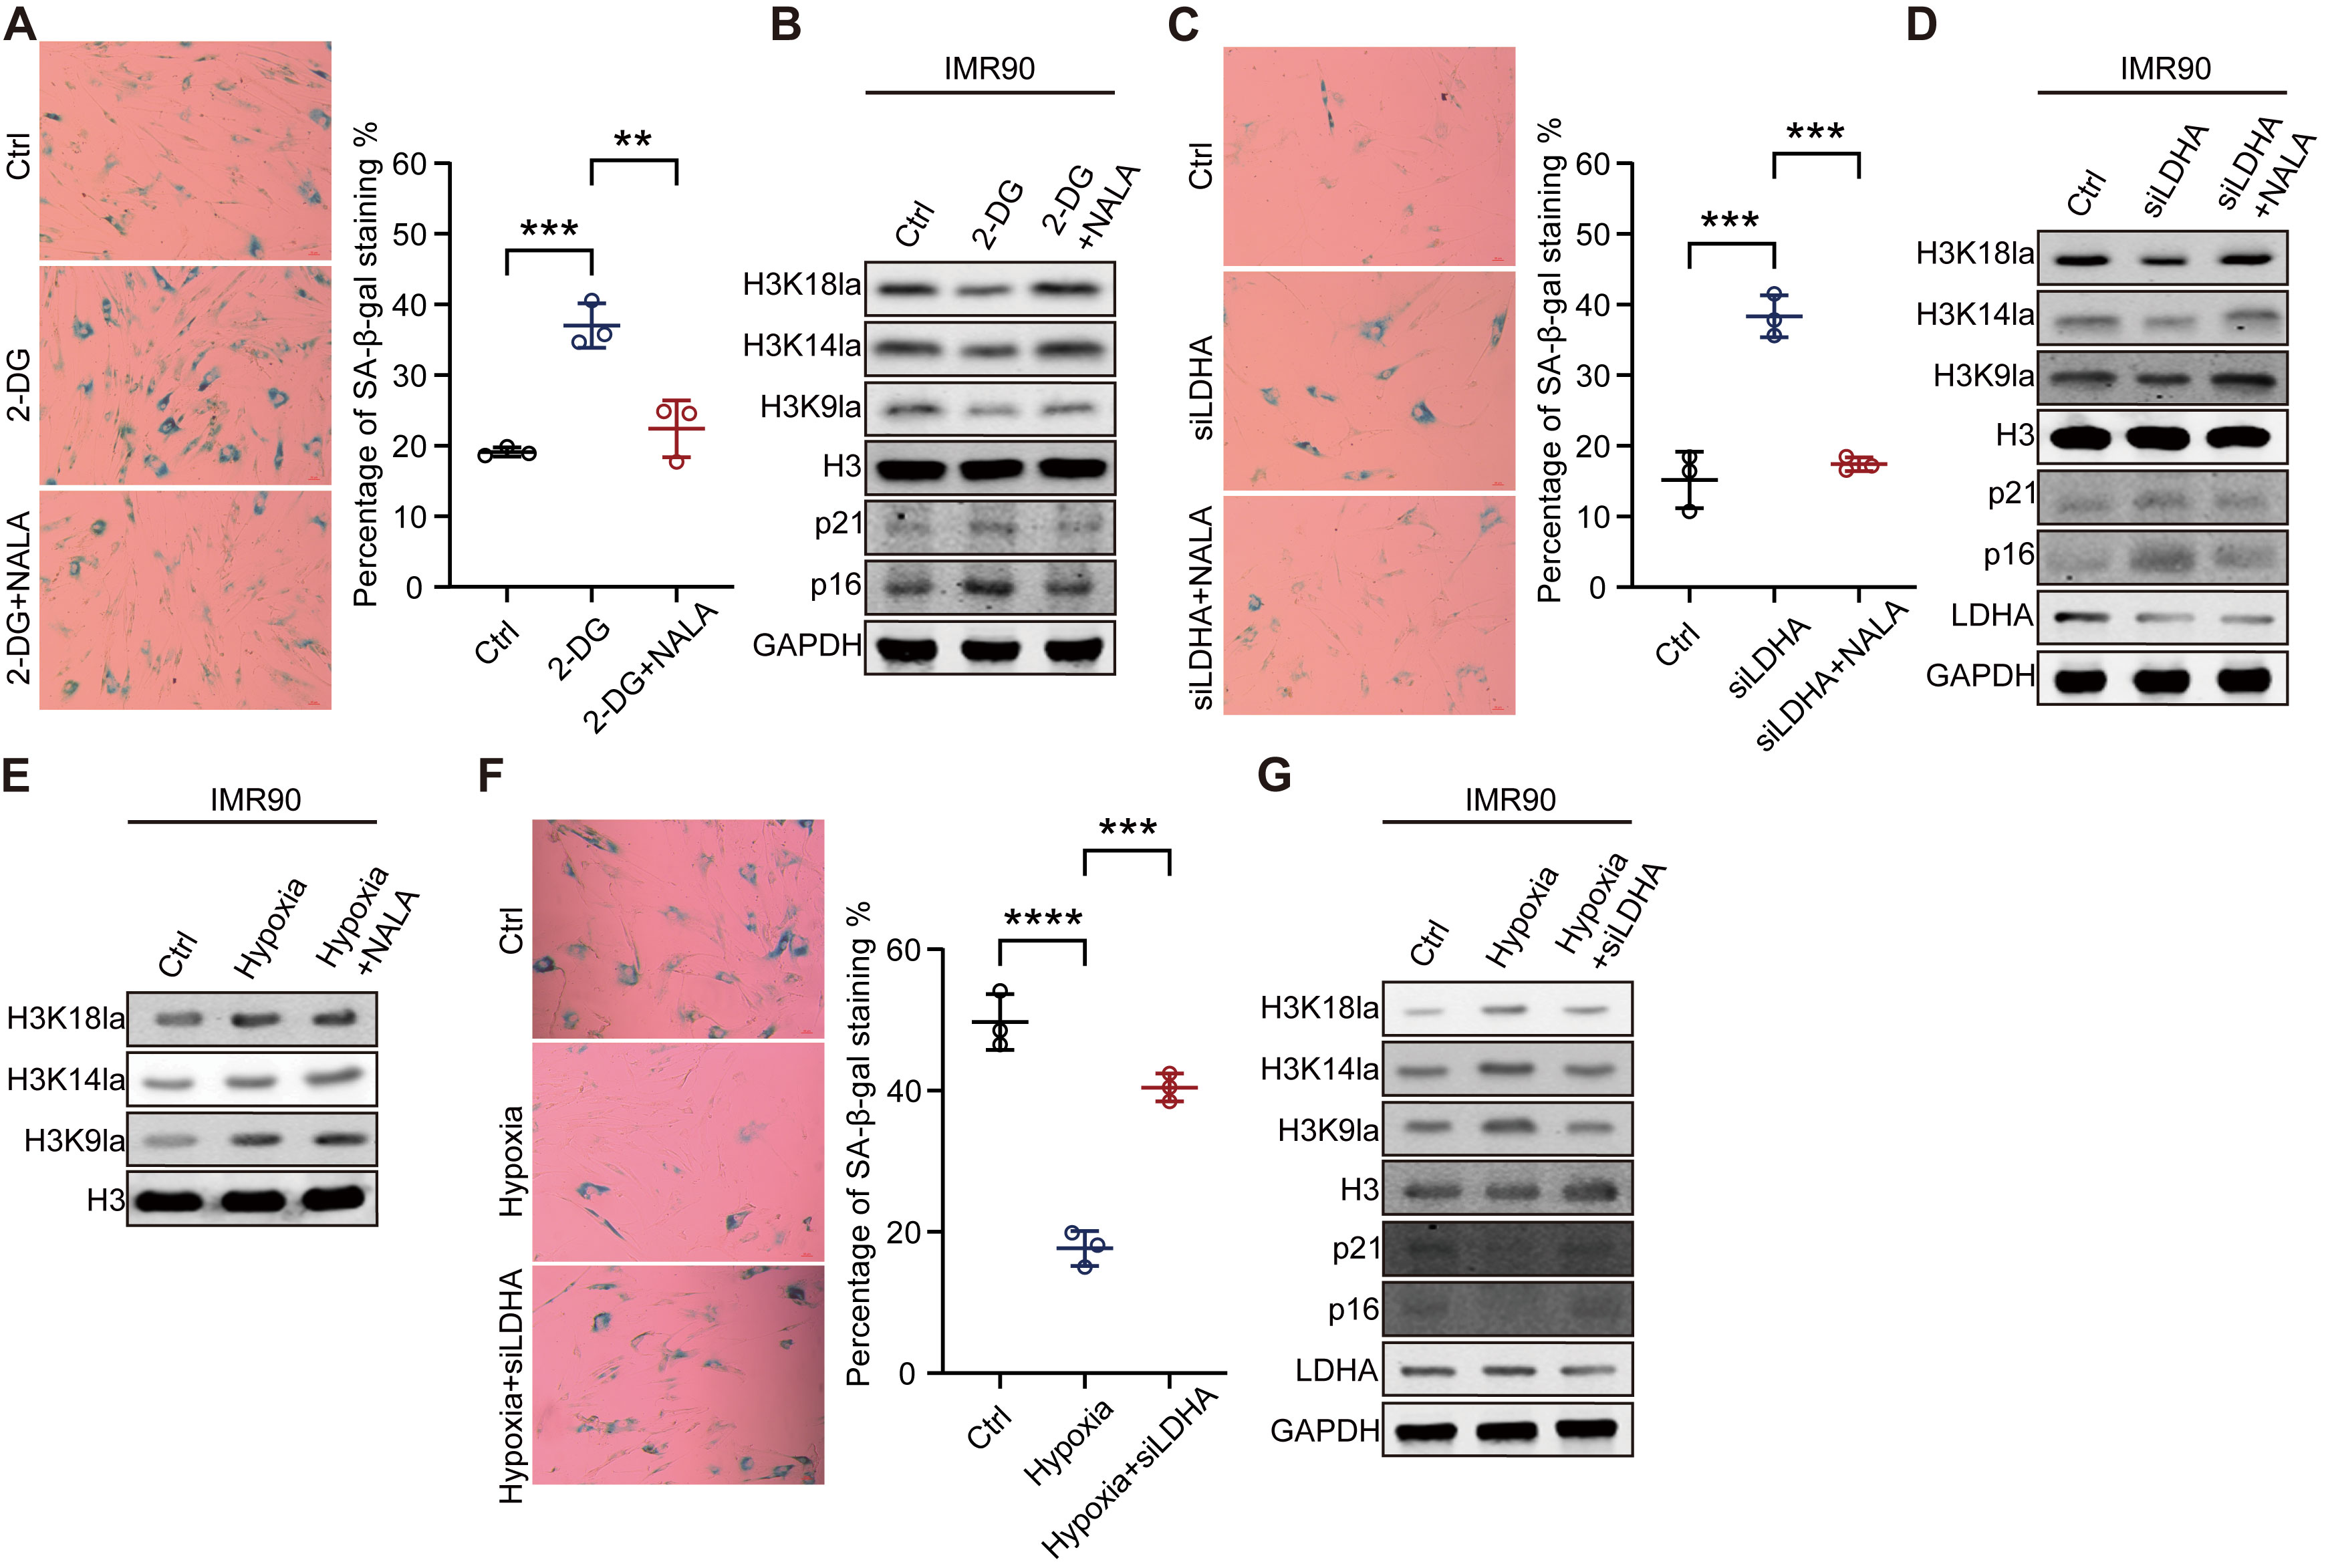
**

**Fig. S7.** **Lactate restores histone lactylation and blocks cell senescence.** **A**, SA-β-gal staining of IMR90 cells in the presence or absence of 2-DG and 2-DG + NALA. The percentages of SA-β-gal^+^ cells are shown on the right. **B**, Immunoblotting of H3K18la, H3K14la, H3K9la, p16, and p21 of IMR90 cells in the presence or absence of 2-DG and 2-DG + NALA. H3 and GAPDH served as the loading controls. **C**, SA-β-gal staining of IMR90 cells in the presence or absence of si*LDHA* and si*LDHA* + NALA. The percentages of SA-β-gal^+^ cells are shown on the right. **D**, Immunoblotting of H3K18la, H3K14la, H3K9la, p16, and p21 of IMR90 cells in the presence or absence of si*LDHA* and si*LDHA* + NALA. H3 and GAPDH served as the loading controls. **E**, Immunoblotting of H3K18la, H3K14la, and H3K9la of IMR90 cells in the presence or absence of hypoxia and hypoxia + NALA. H3 served as the loading control. **F**, SA-β-gal staining of IMR90 cells in the presence or absence of hypoxia and hypoxia + si*LDHA*. The percentages of SA-β-gal^+^ cells are shown on the right. **G**, Immunoblotting of H3K18la, H3K14la, H3K9la, p16, and p21 of IMR90 cells in the presence or absence of hypoxia and hypoxia + si*LDHA*. H3 and GAPDH served as the loading controls. The error bars represent the S.D. of independent experiments, n = 3. One-way ANOVA was performed. ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

**
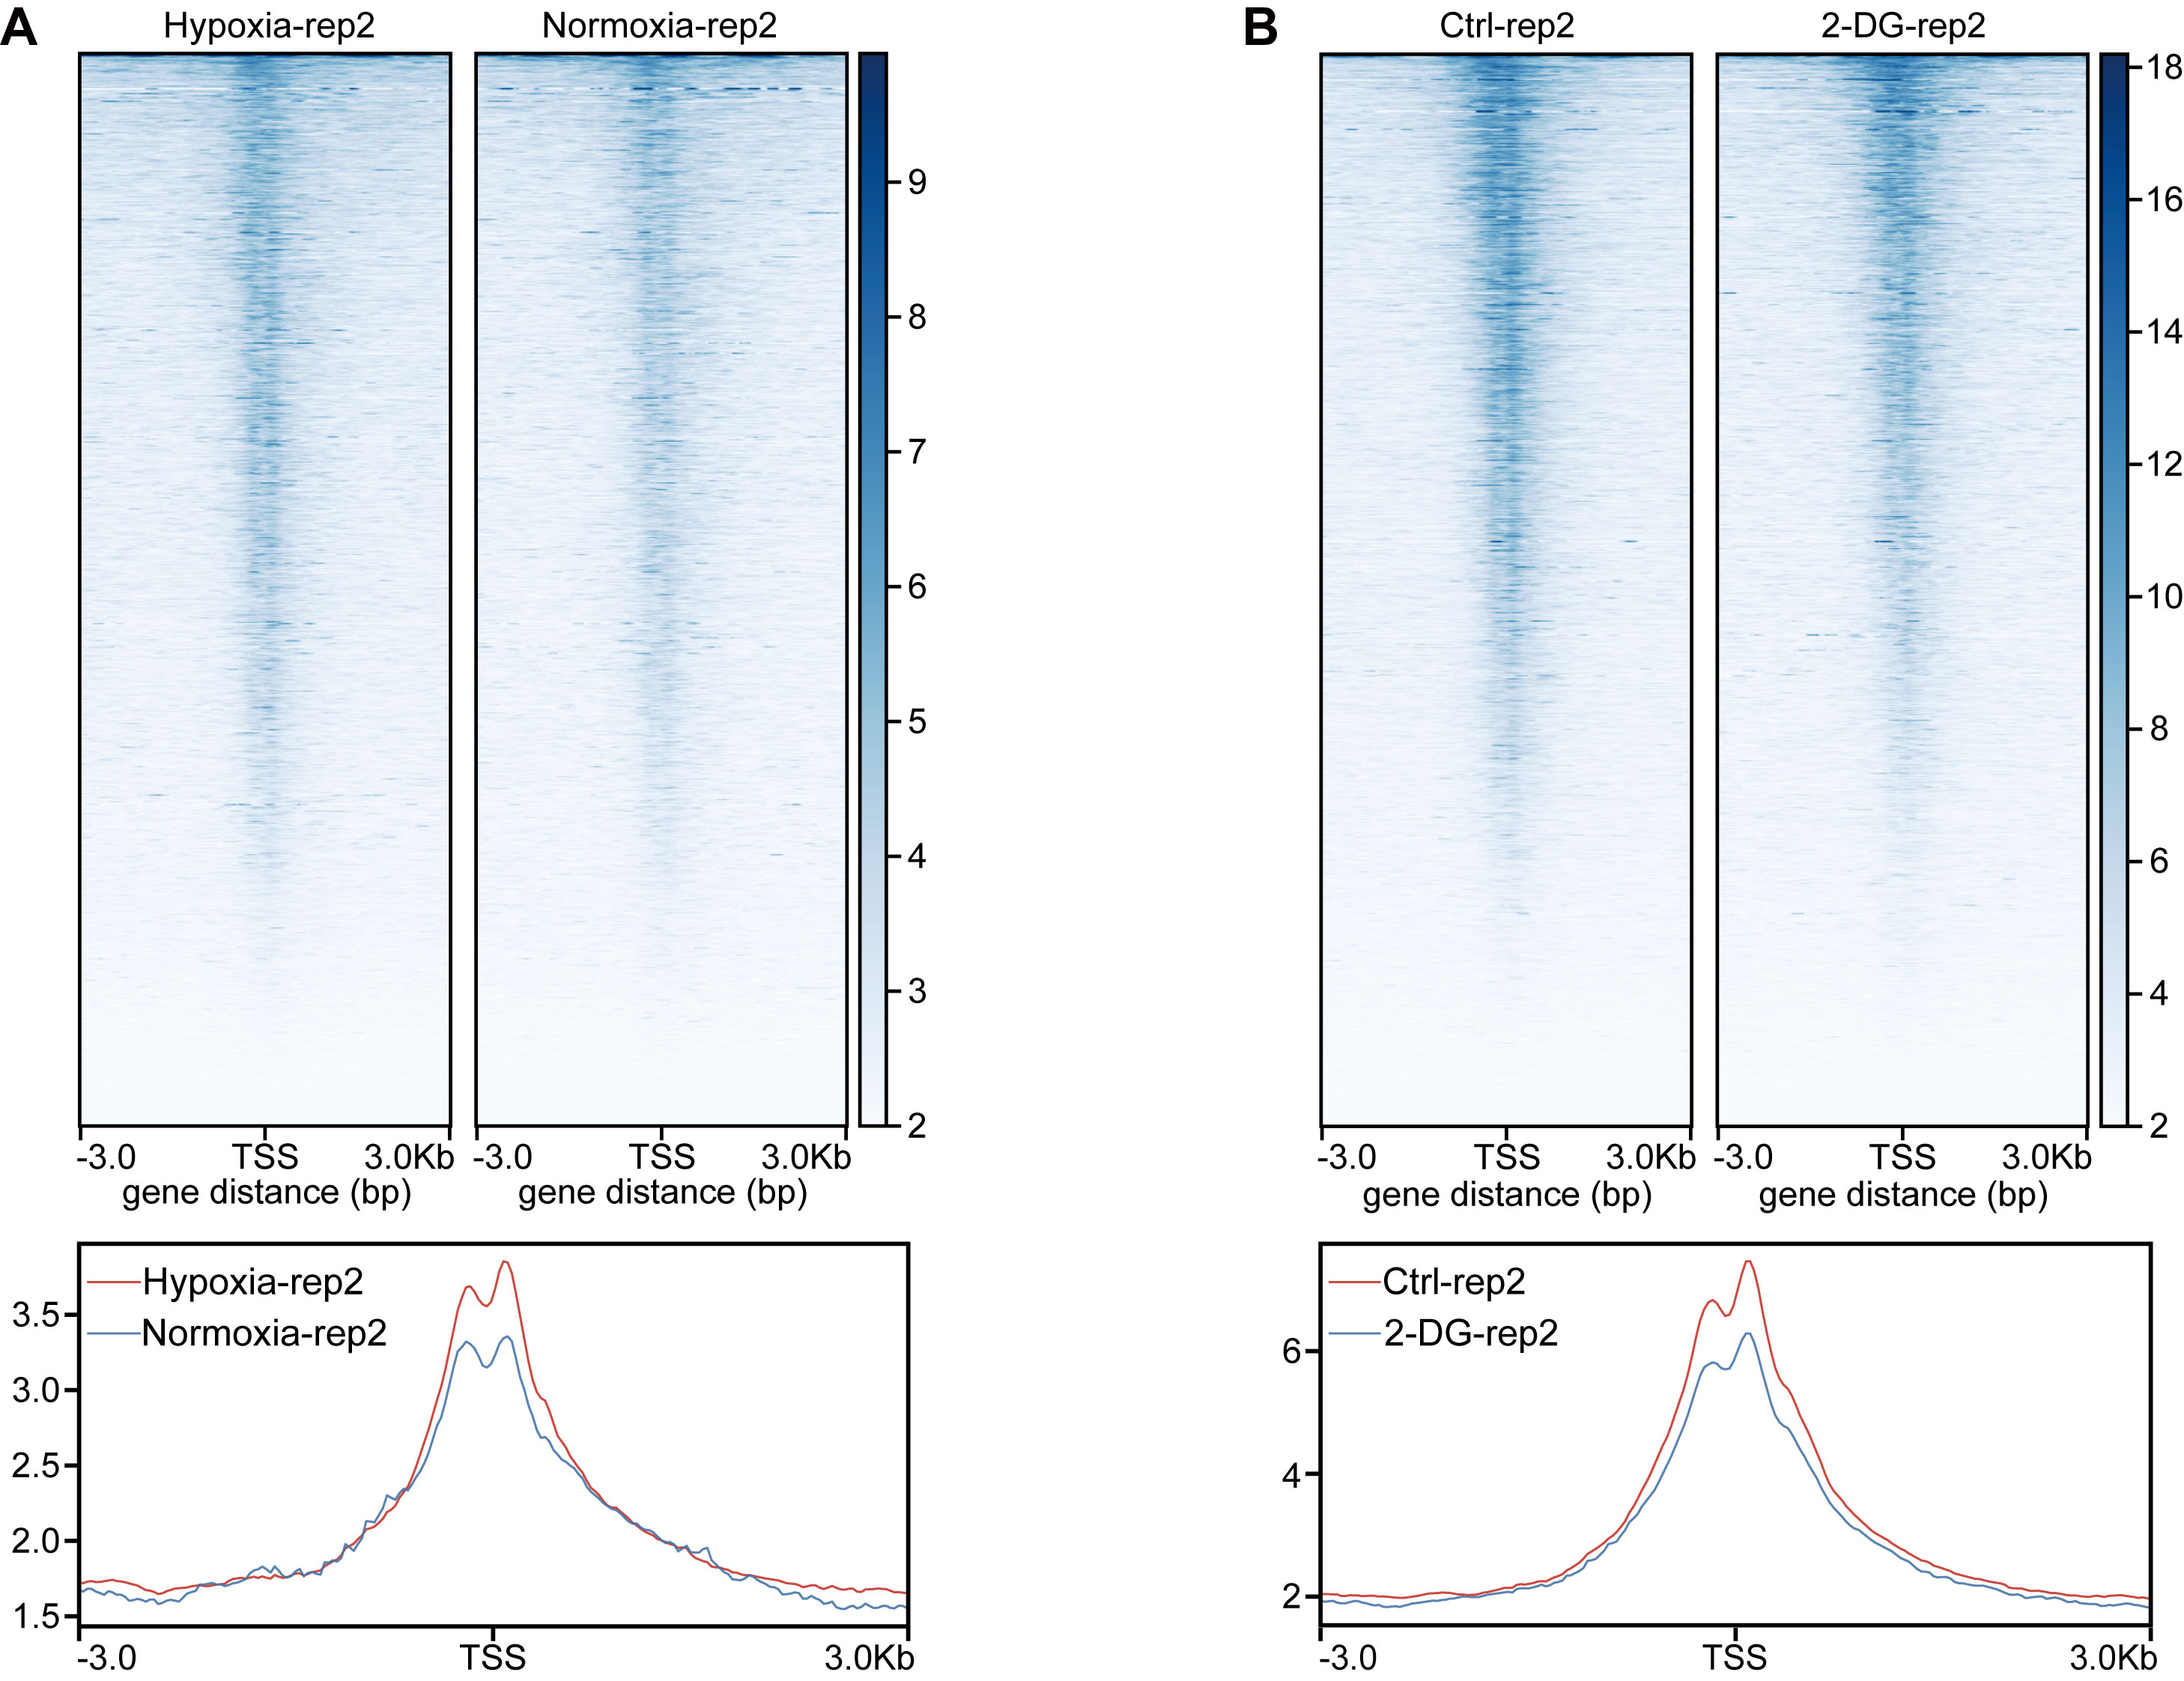
Fig. S8. Histone lactylation levels are increased under hypoxia exposure while decreased under 2-DG treatment at promoter.** **A**, Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in IMR90 cells cultured under normoxia or hypoxia. **B**, Heatmaps and intensity profiles of H3K9la peak signals around ± 3 kb of TSS throughout the genome in IMR90 cells cultured with or without 2-DG treatment. TSS, transcription start site.

**
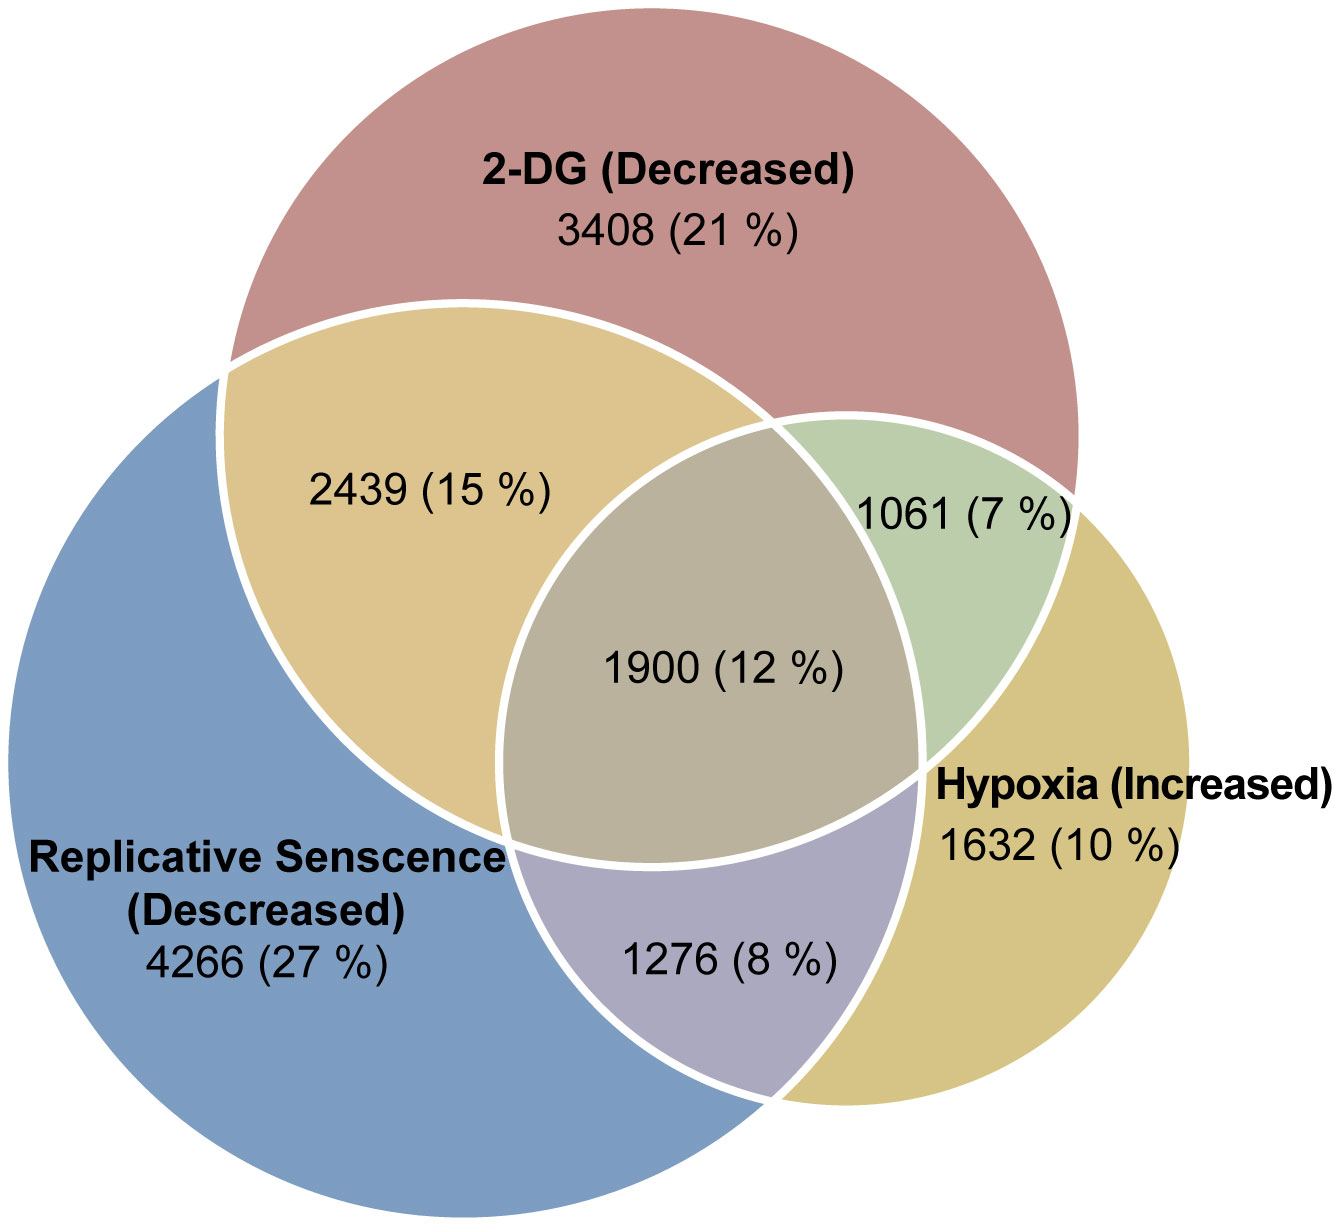
Fig. S9.** **The overlap of genes associated with decreased H3K9la peaks during cell senescence, increased H3K9la peaks under hypoxia, and decreased H3K9la peaks with 2-DG treatment is significant.** The Venn diagram showing the overlap of genes associated with decreased H3K9la peaks during cell senescence, increased H3K9la peaks under hypoxia, and decreased H3K9la peaks with 2-DG treatment.

**
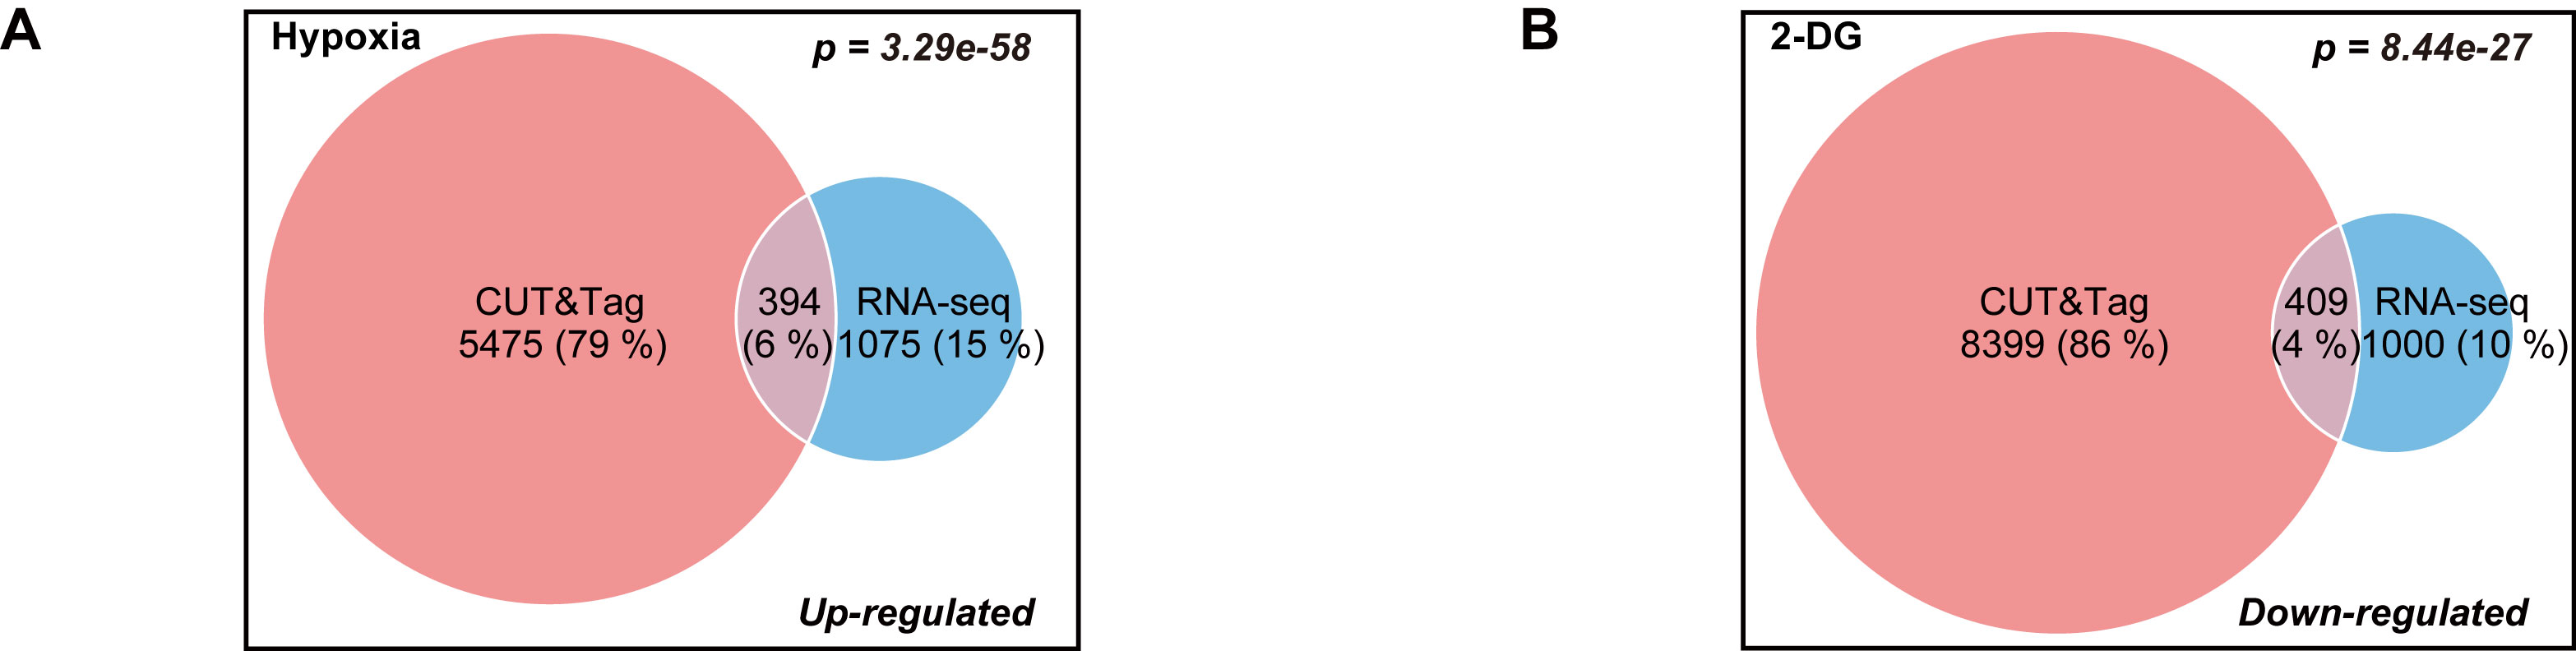
**

**Fig. S10. The overlap of DEGs and altered peaks associated genes under hypoxia or 2-DG treatment is significant. A**, Venn diagram showing the intersection between increased peak-associated genes of CUT&Tag and upregulated genes in the RNA-seq data obtained under hypoxia. **B**, Venn diagram showing the overlapping genes between decreased H3K9la peak-associated genes identified via CUT&Tag and downregulated genes identified via RNA-seq data upon 2-DG.

**
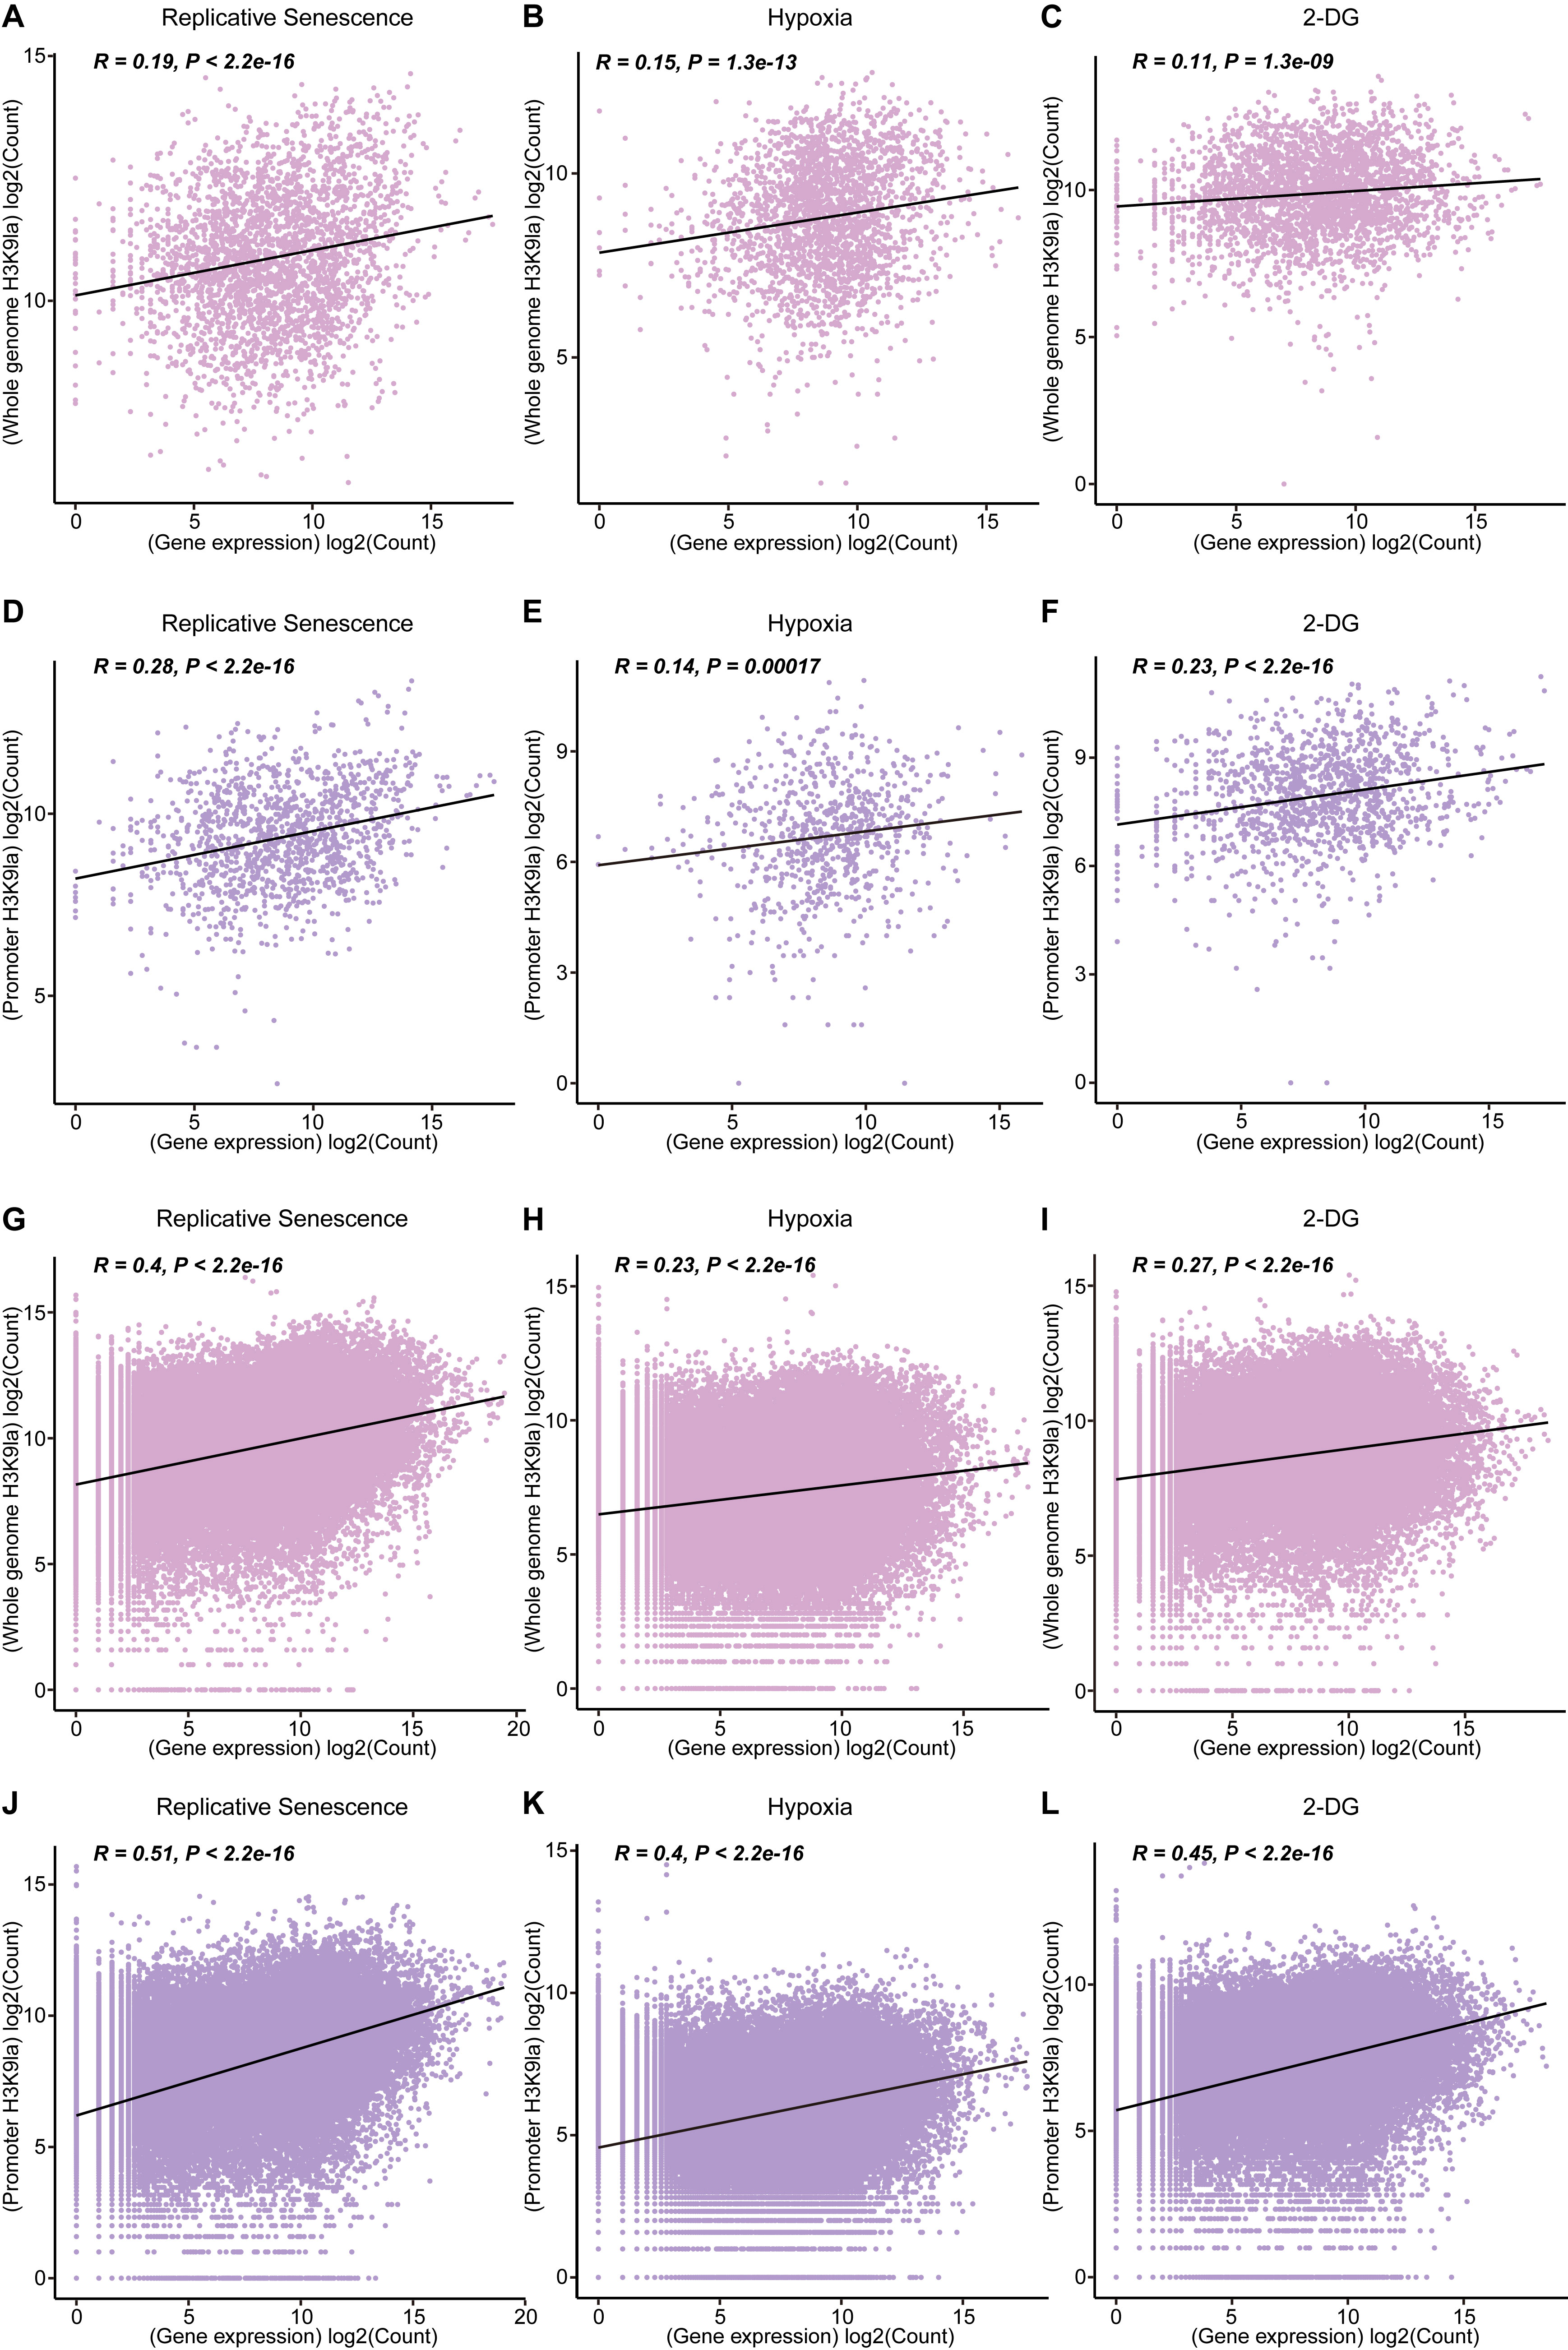
Fig. S11. Histone lactylation exhibits positive correlation with gene expression in replicative senescence, hypoxia, and 2-DG treatment. A-C**, Scatter plots showing the correlation between altered H3K9la peaks in the whole genome (log2Count, y-axis) and the corresponding differentially expressed genes expression (log2Count, x-axis) for replicative senescence (**A**), hypoxia (**B**), and 2-DG treatment (**C**). **D-F**, Scatter plots showing the correlation between altered H3K9la peaks at promoter (log2Count, y-axis) and the corresponding differentially expressed genes expression (log2Count, x-axis) for replicative senescence (**D**), hypoxia (**E**), and 2-DG treatment (**F**). Pearson’s correlation coefficient R and P value are indicated. **G-I**, Scatter plots showing the correlation between all H3K9la peaks at promoter (log2Count, y-axis) and the corresponding gene expression (log2Count, x-axis) for replicative senescence (**G**), hypoxia (**H**), and 2-DG treatment (**I**). **J-L**, Scatter plots showing the correlation between all H3K9la peaks in the whole genome (log2Count, y-axis) and the corresponding gene expression (log2Count, x-axis) for replicative senescence (**J**), hypoxia (**K**), and 2-DG treatment (**L**). Pearson’s correlation coefficient R and P value are indicated.

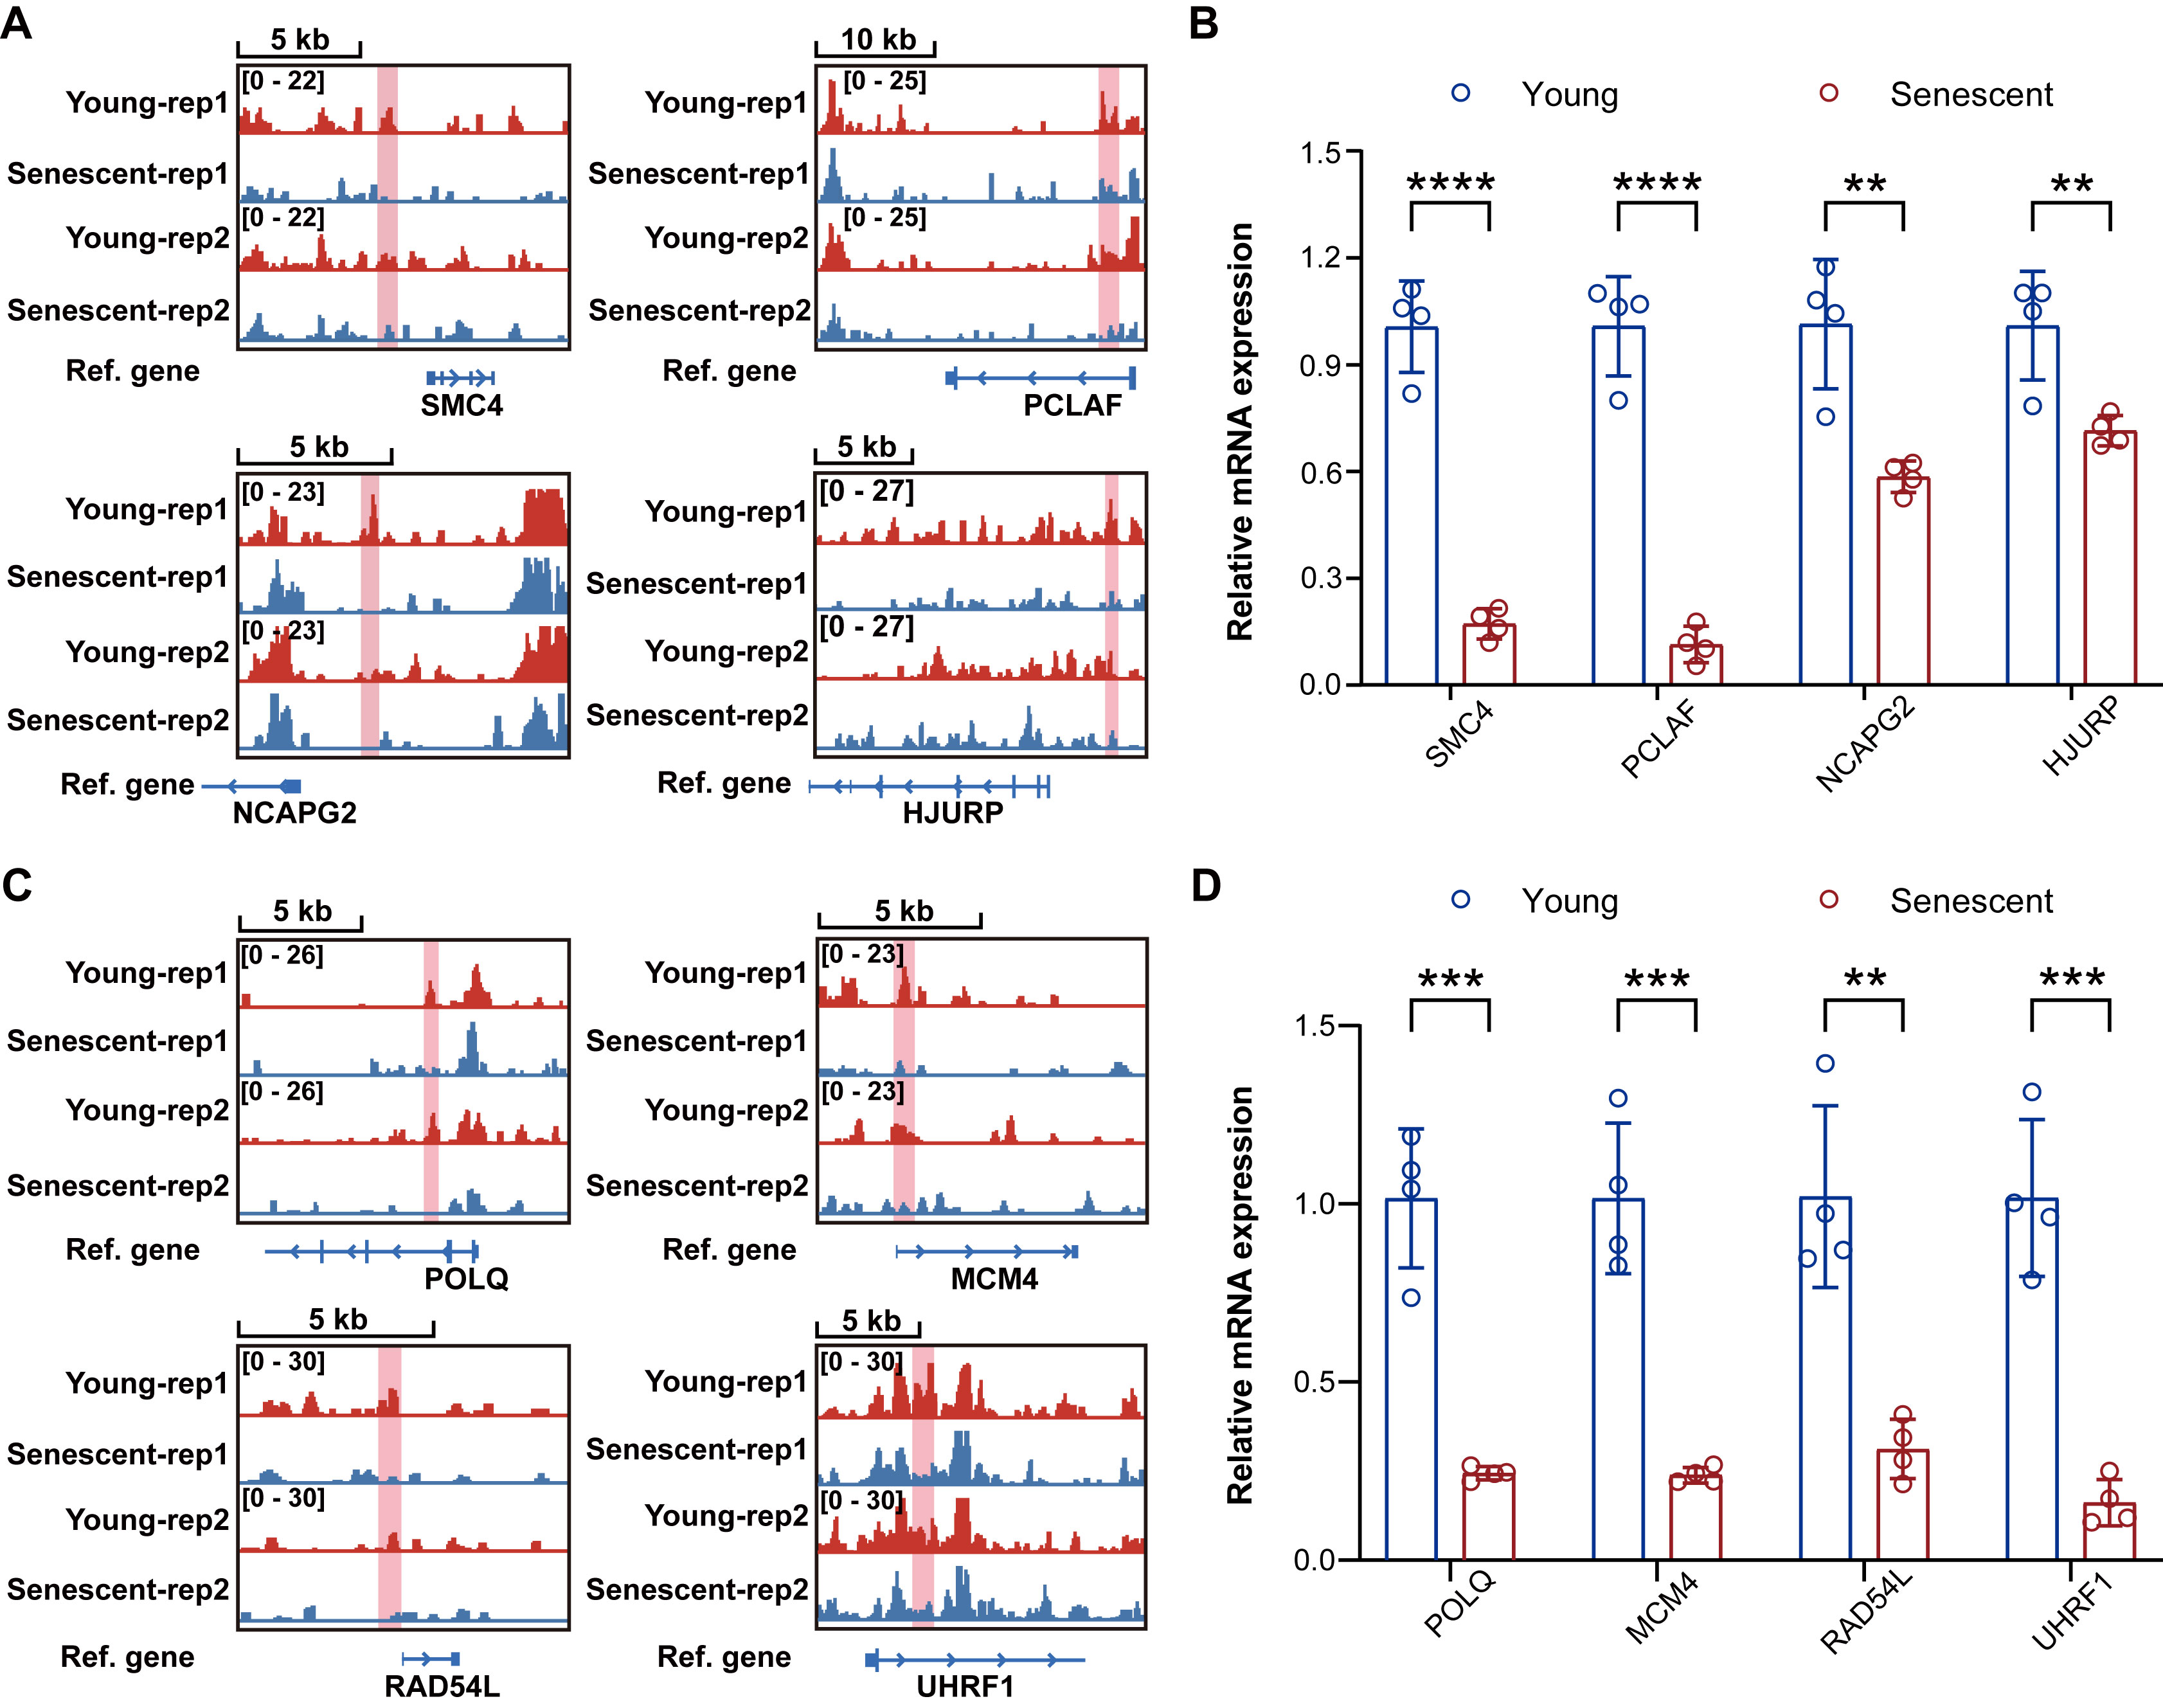

**Fig. S12. Histone lactylation regulates genes involved in the cell cycle and DNA repair pathways during cellular senescence. A**, Snapshots of H3K9la peaks at the promoters of *SMC4*, *PCLAF*, *NCAPG2*, and *HJURP* in young and senescent IMR90 cells. **B**, mRNA levels of *SMC4*, *PCLAF*, *NCAPG2*, and *HJURP* in young and senescent IMR90 cells.**C**, Snapshots of H3K9la peaks at the promoters of *POLQ*, *MCM4*, *RAD54L*, and *UHRF1* in young and senescent IMR90 cells.**D**, mRNA levels of *POLQ*, *MCM4*, *RAD54L*, and *UHRF1* in young and senescent IMR90 cells. The cycle threshold (Ct) values of these genes were normalized to that of *ACTB*. The error bars represent the S.D. of independent experiments, n = 4. Two-tailed, unpaired Student’s *t* tests were performed. ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

**
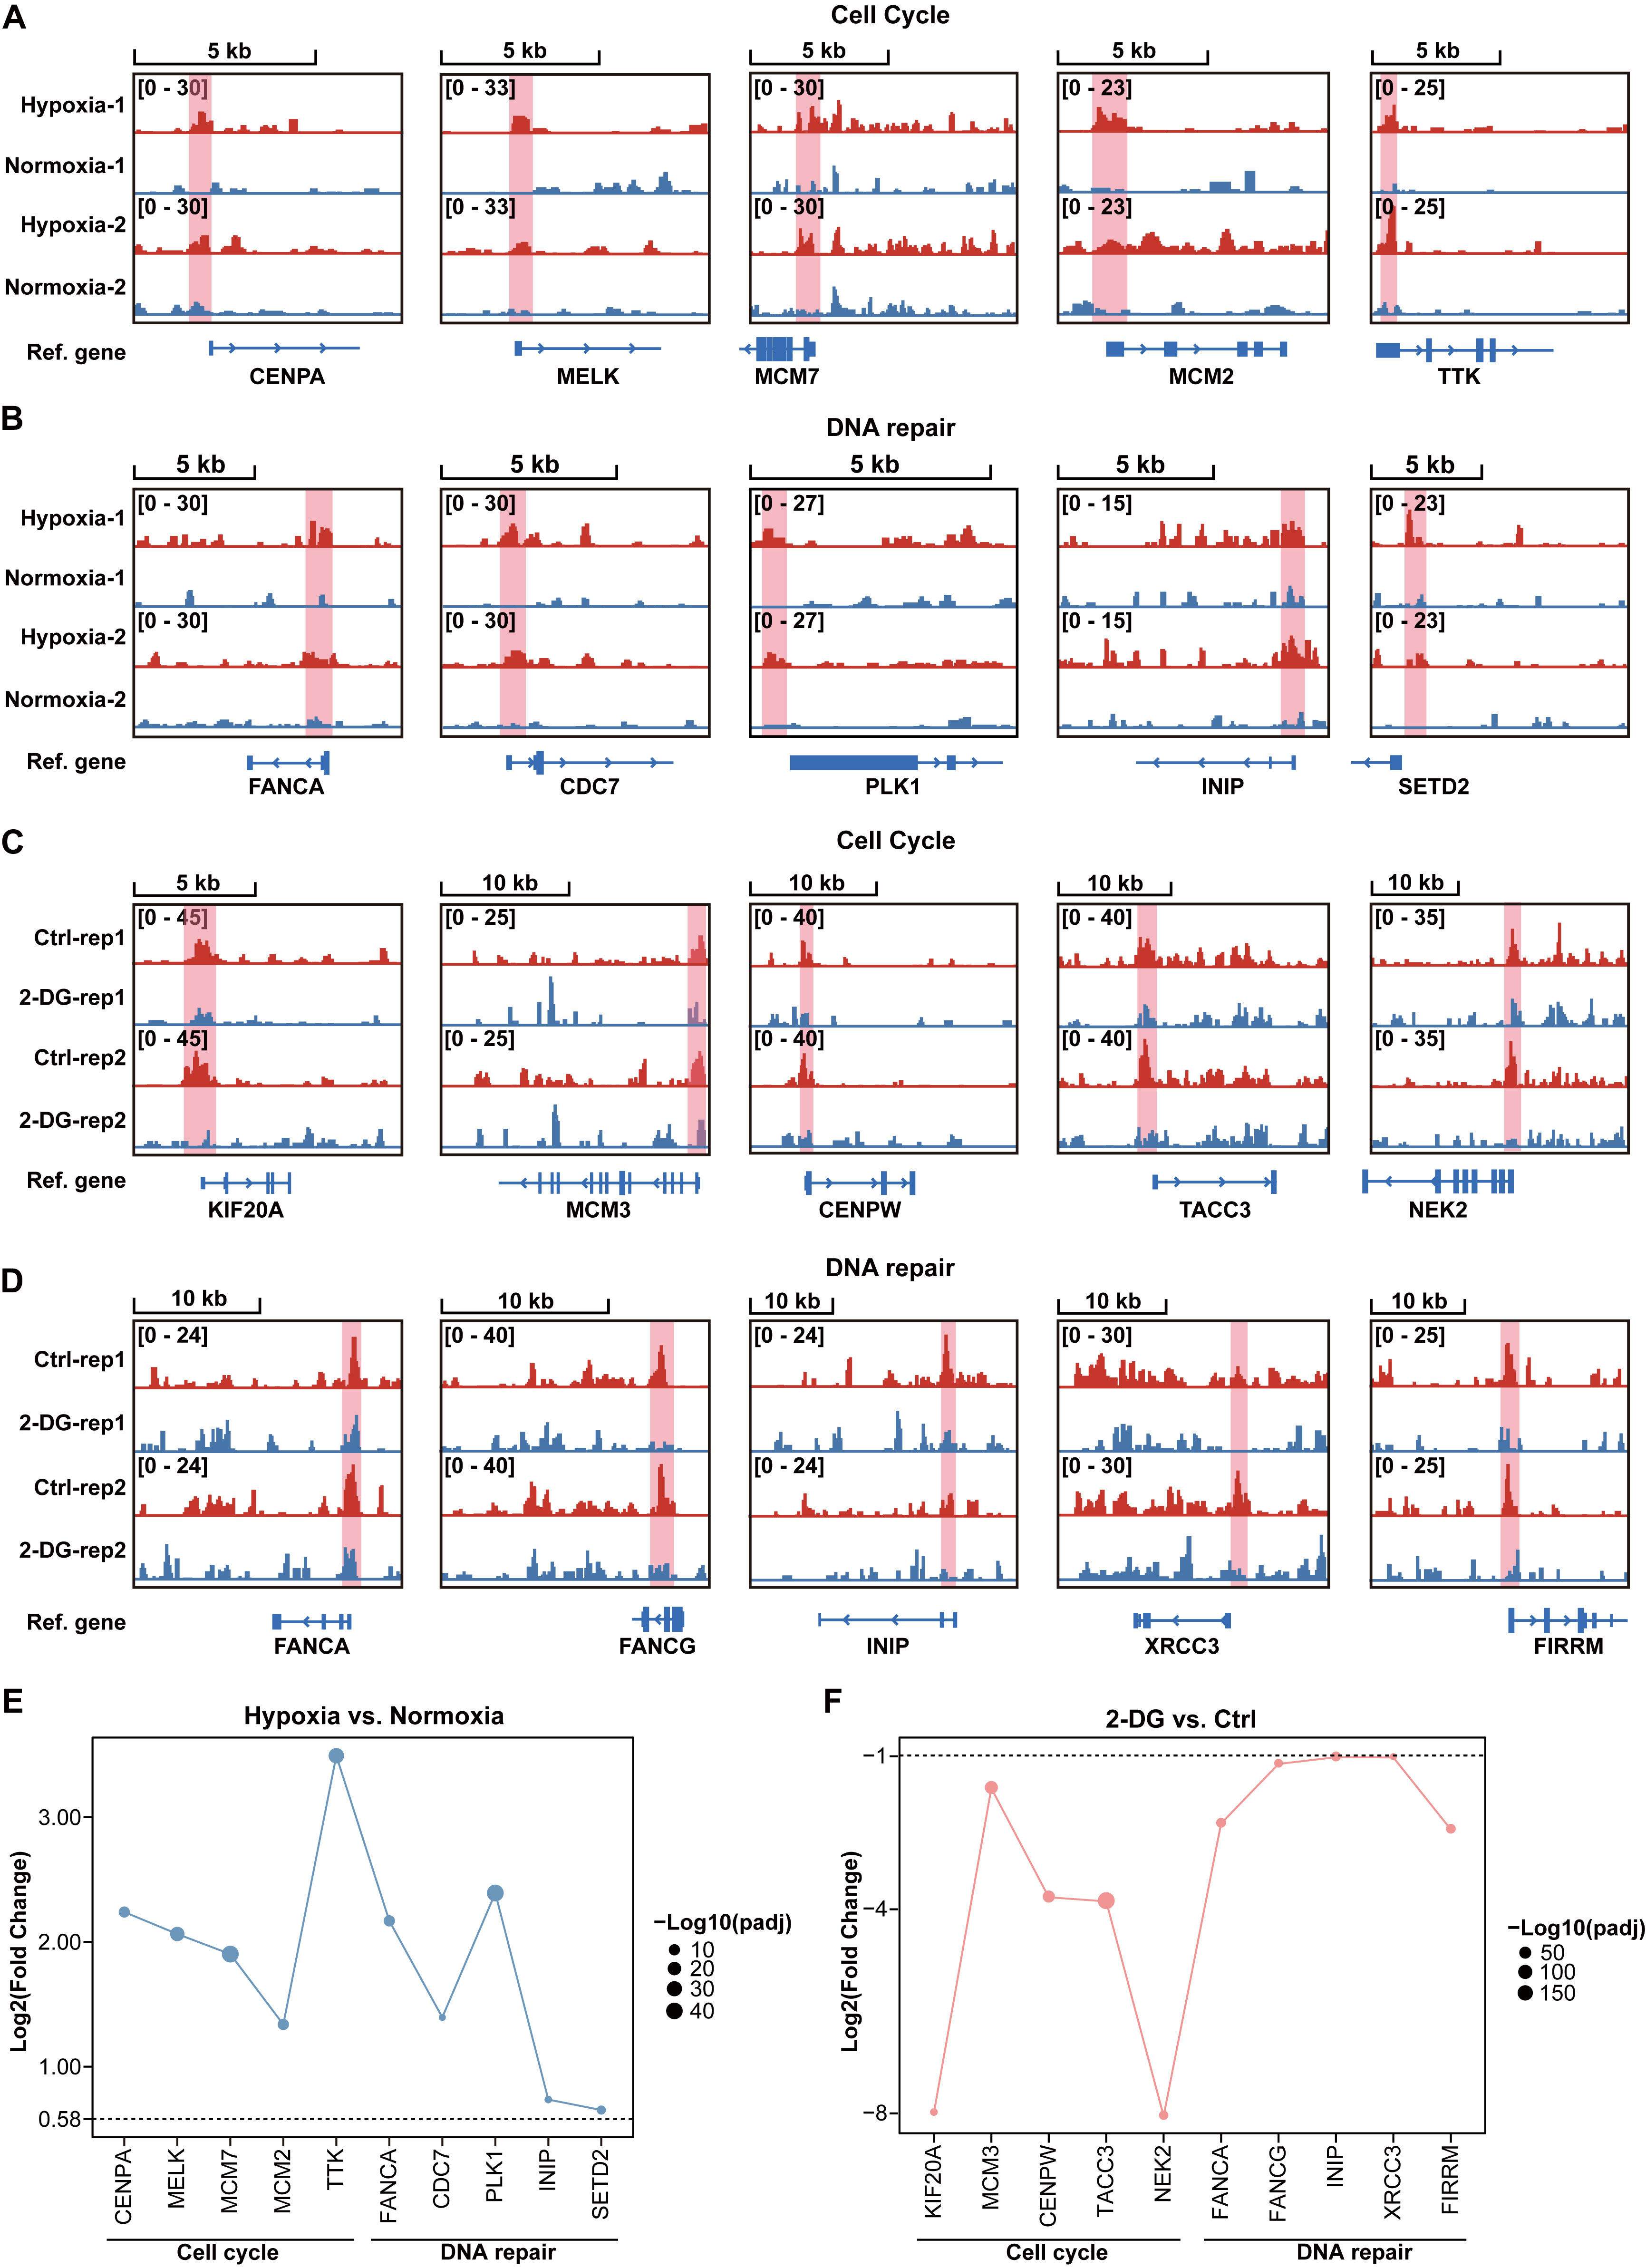
Fig. S13.** **Histone lactylation and gene expression of cell cycle and DNA repair genes increase under hypoxia but decrease with 2-DG treatment. A**, **B**, Snapshots of H3K9la peaks at the promoters of cell cycle- (**A**) and DNA repair- (**B**) related genes in IMR90 cells cultured under normoxia and hypoxia. **C**, **D**, Snapshots of H3K9la peaks at the promoters of cell cycle- (**C**) and DNA repair- (**D**) related genes in IMR90 cells cultured with or without 2-DG treatment. **E**, **F**, mRNA levels of the cell cycle- and DNA repair- related genes in IMR90 cells cultured under normoxia and hypoxia (**E**) and with or without 2-DG treatment (**F**).

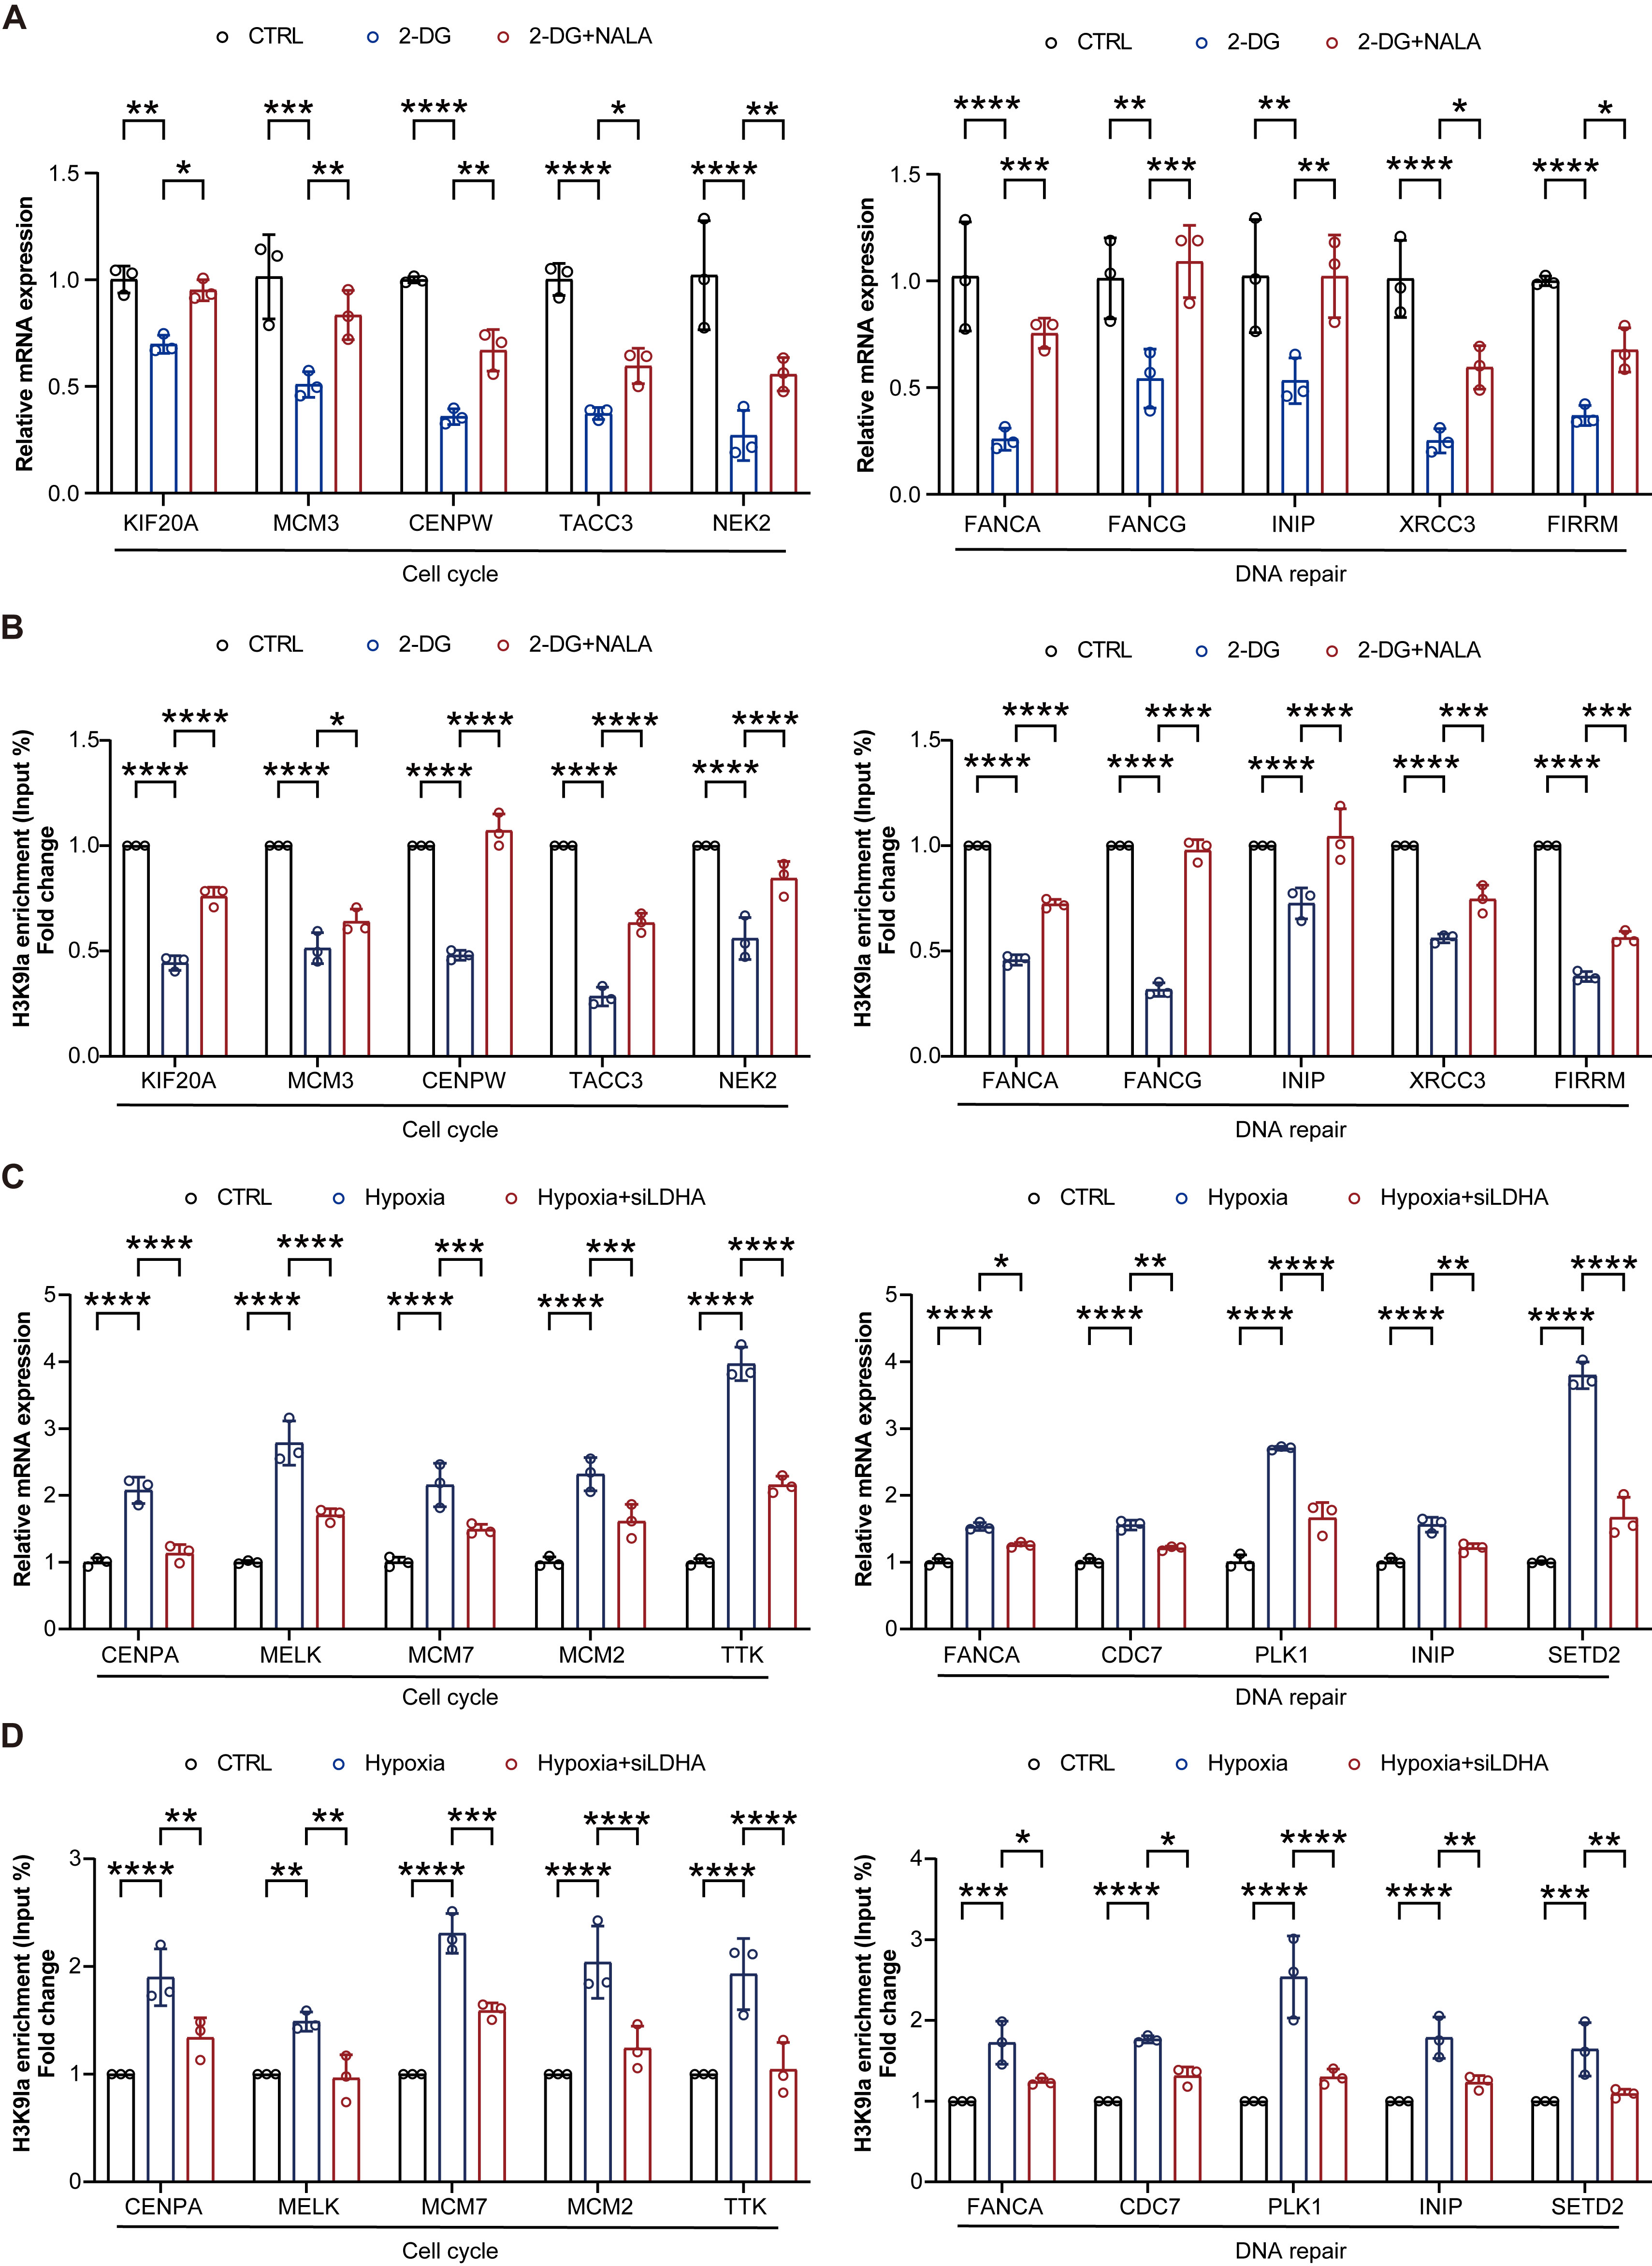

**Fig. S14.** **Gene expression of cell cycle and DNA repair related genes is consistent with histone lactylation.** **A**, **B**, mRNA levels (**A**) and ChIP‒qPCR (**B**) of the cell cycle- and DNA repair-related genes in IMR90 cells cultured with or without 2-DG treatment and 2-DG + NALA. **C**, **D**, mRNA levels (**C**) and ChIP‒qPCR (**D**) of the cell cycle-related and DNA repair-related genes in IMR90 cells cultured under normoxia, hypoxia, and hypoxia + si*LDHA*. The cycle threshold (Ct) values of these genes were normalized to that of *ACTB*. The error bars represent the S.D. of independent experiments, n = 3. One-way ANOVA was performed. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001.

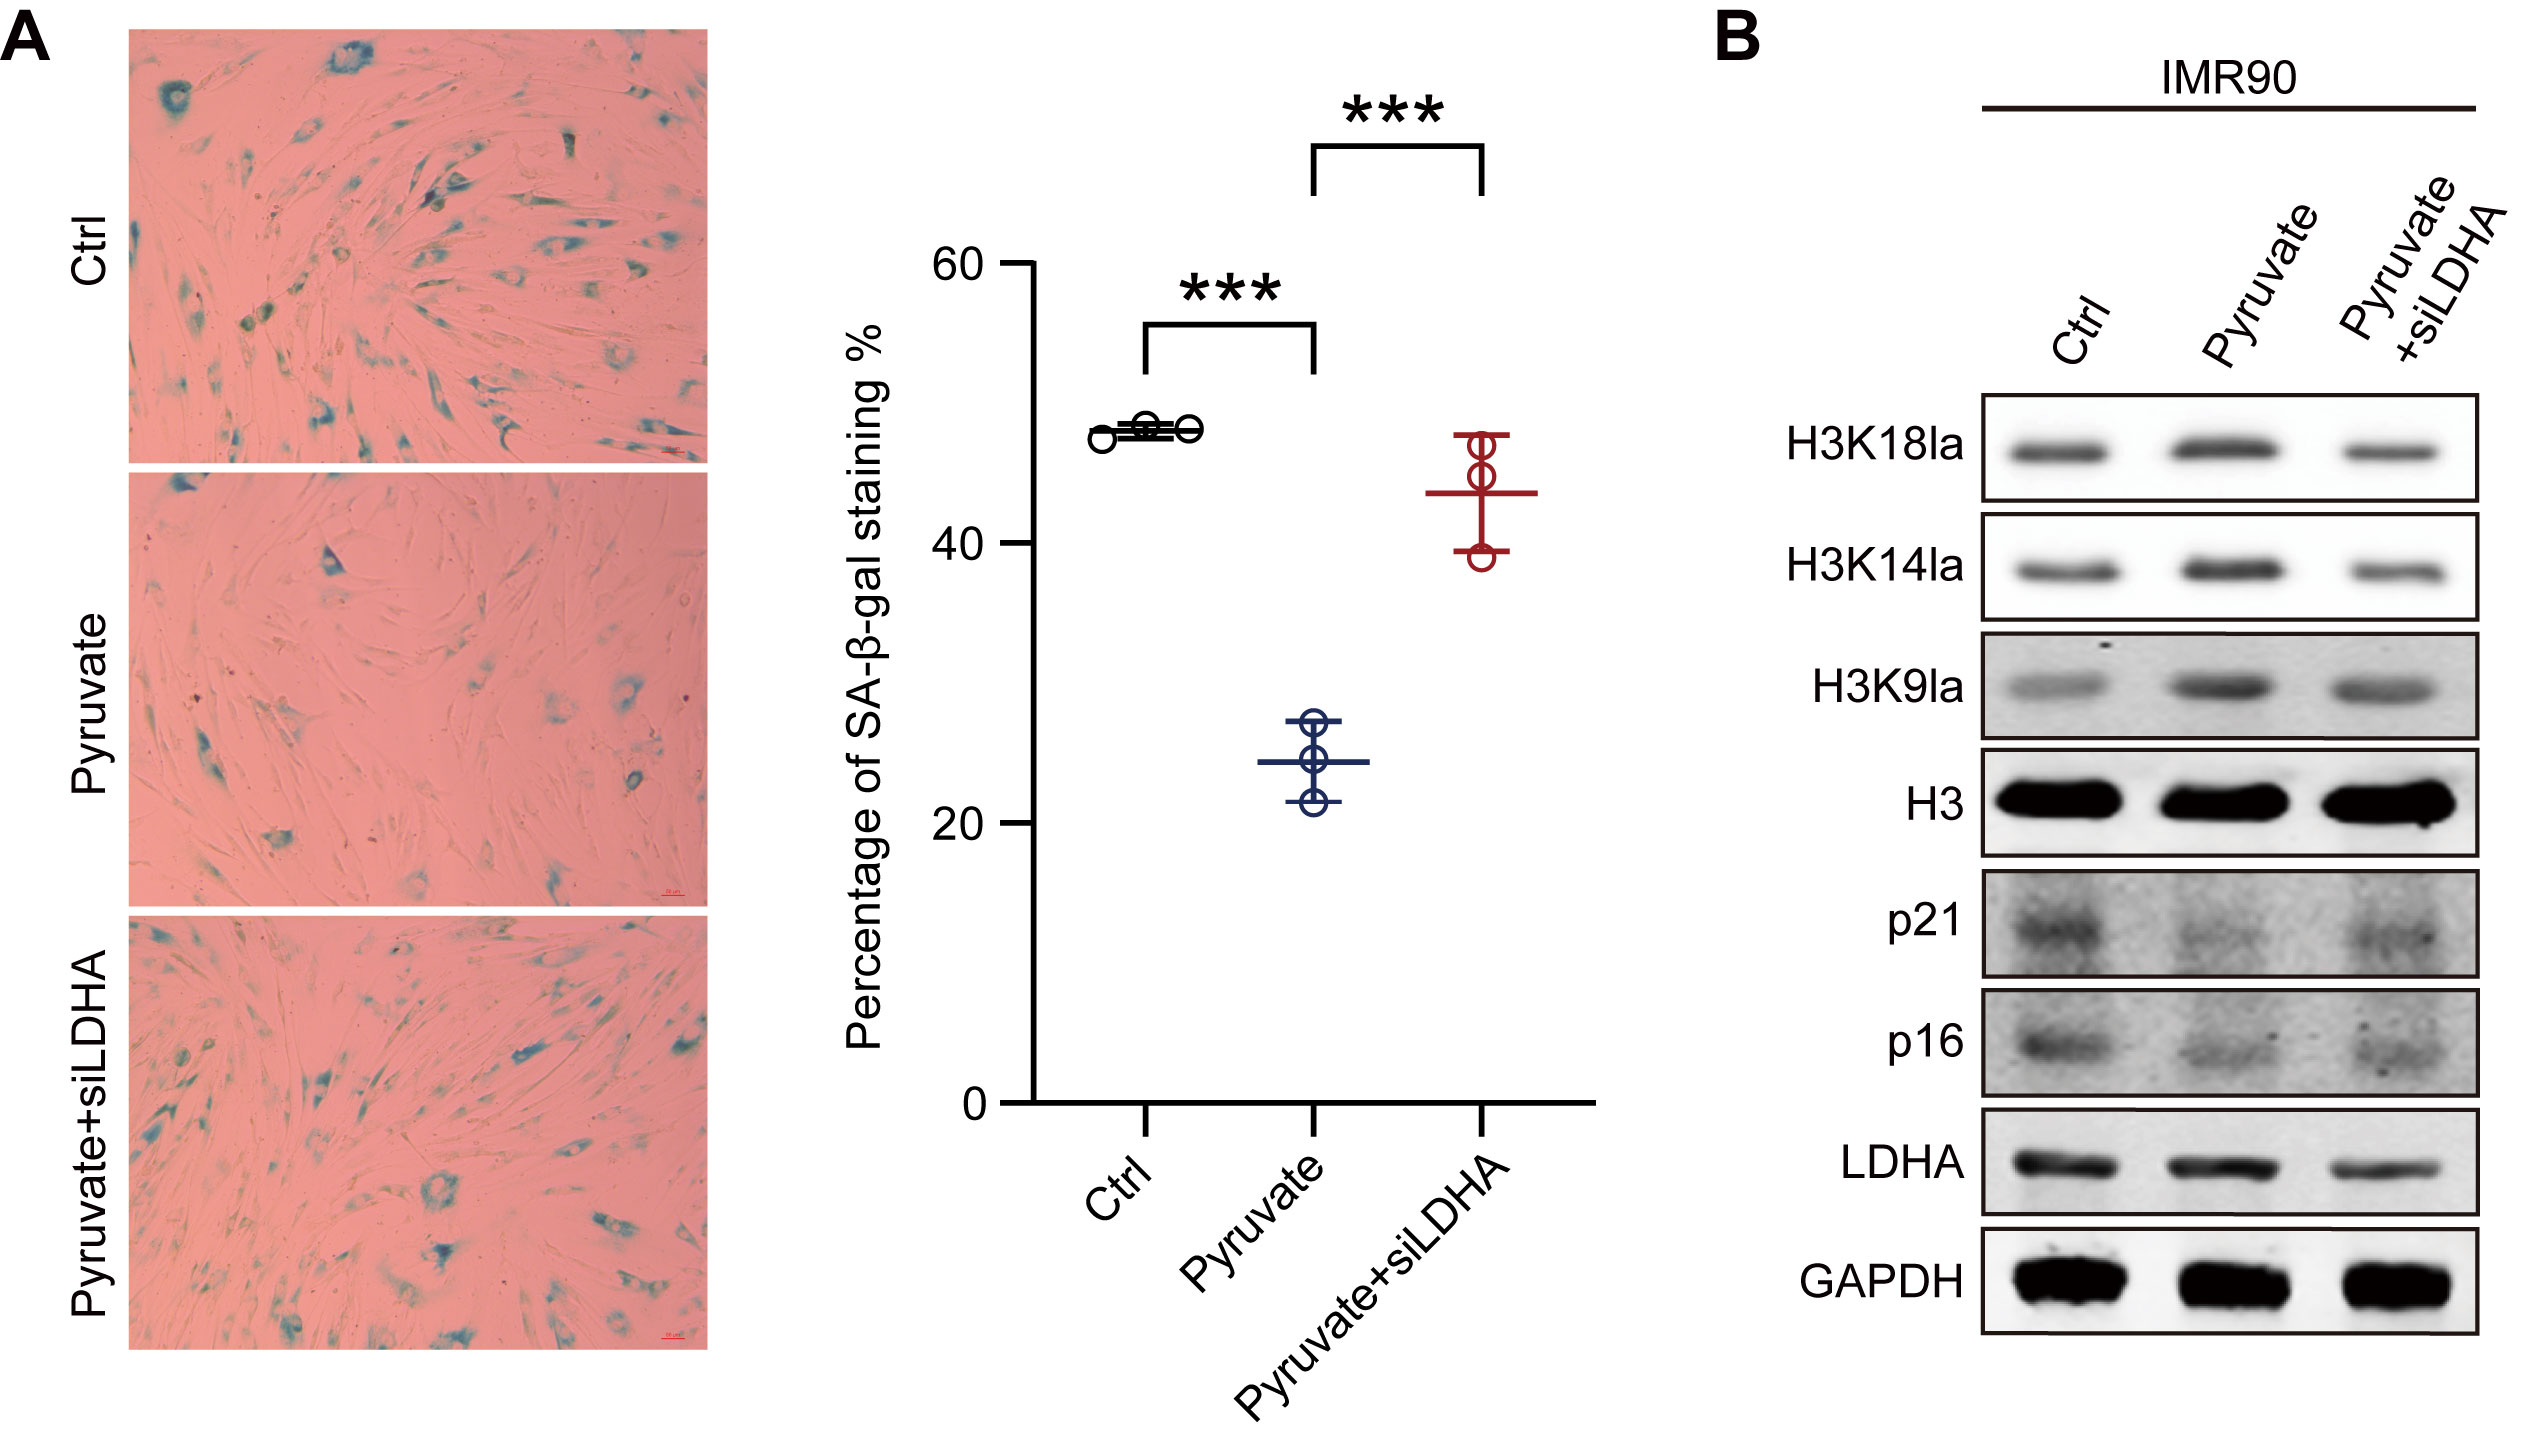

**Fig. S15. Pyruvate increases histone lactylation and delays senescence. A**, SA-β-gal staining of IMR90 cells in the presence or absence of pyruvate and pyruvate + si*LDHA*. The percentages of SA-β-gal^+^ cells are shown on the right. **B**, Immunoblotting of H3K18la, H3K14la, H3K9la, p16, LDHA, and p21 of IMR90 cells in the presence or absence of in the presence or absence of pyruvate and pyruvate + si*LDHA*. H3 and GAPDH served as the loading controls. The error bars represent the S.D. of independent experiments, n = 3. One-way ANOVA was performed. ****P* < 0.001.

**
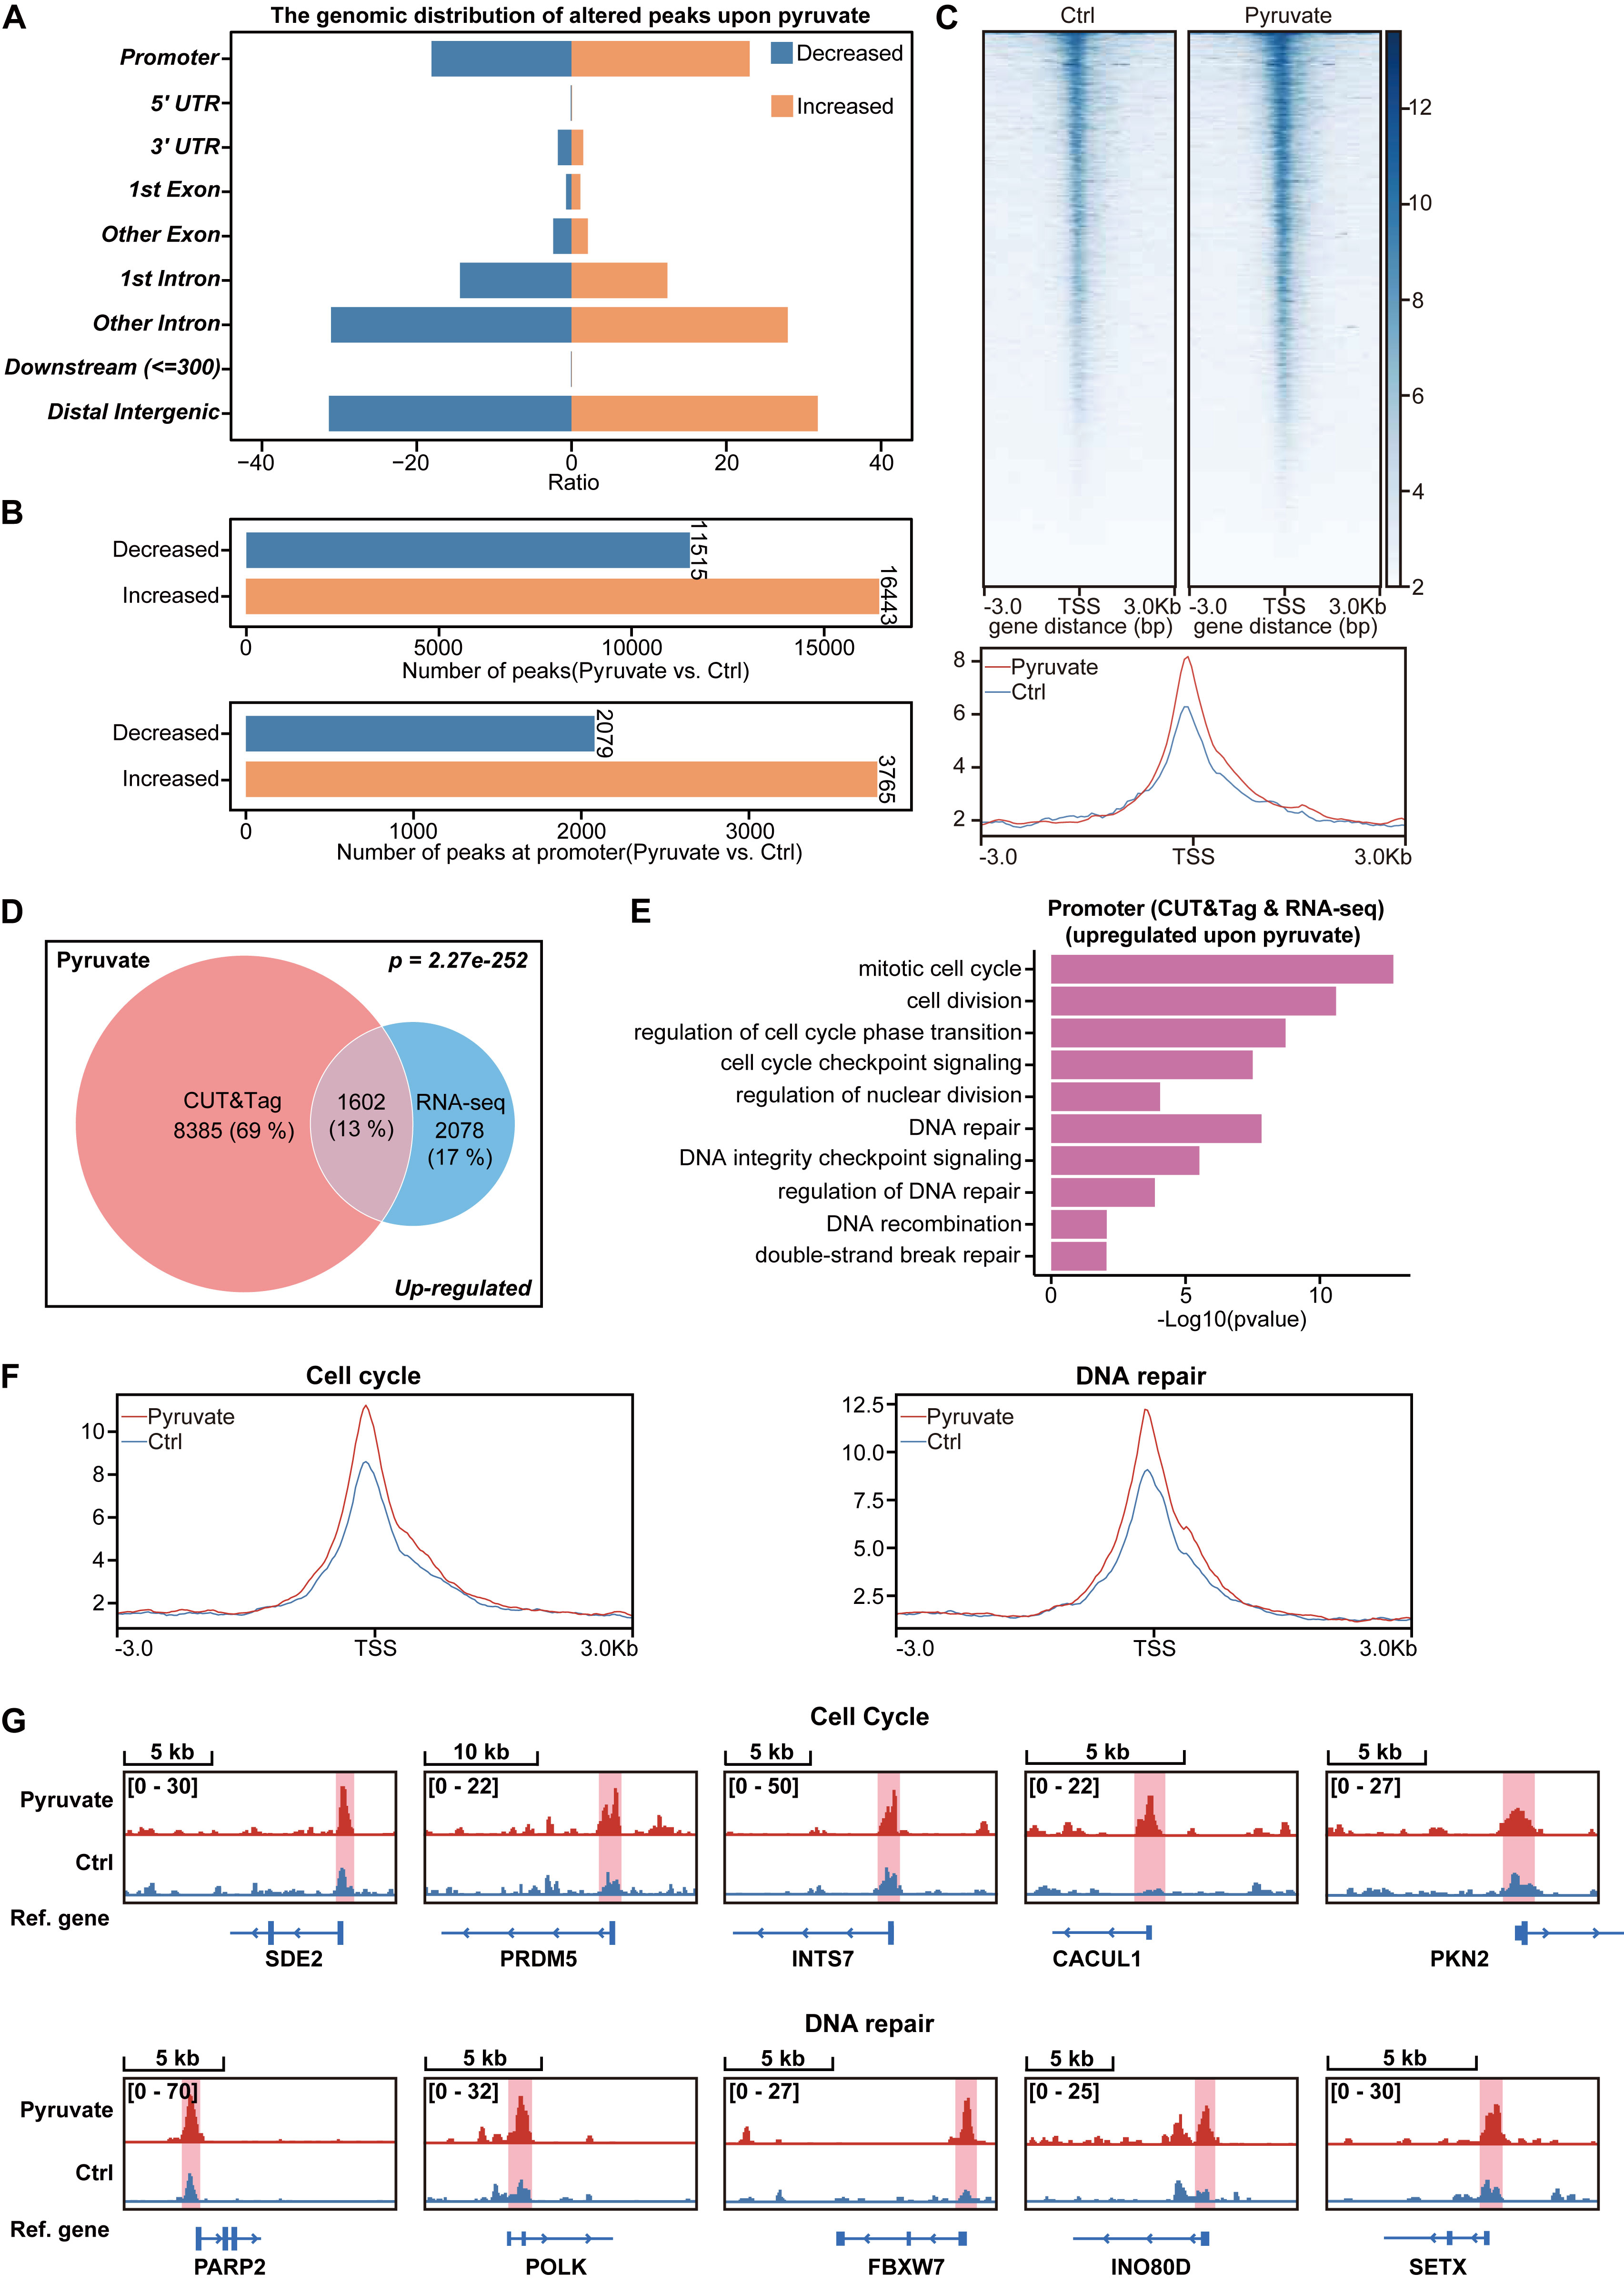
Fig. S16.** **Pyruvate delays senescence by improving cell cycle and DNA repair pathways. A**, Distribution of the altered H3K9la peaks in genomic elements in IMR90 cells with or without pyruvate treatment. **B**, The number of peaks at whole genome and peaks at promoter in IMR90 cells with or without pyruvate treatment. **C**, Heatmaps and intensity profiles of H3K9la around ± 3 kb of TSS throughout the genome in IMR90 cells with or without pyruvate treatment. **D**, Venn diagram showing the overlapping genes between increased H3K9la peak-associated genes identified via CUT&Tag and upregulated genes identified via RNA-seq data related to pyruvate treatment. **E**, Gene Ontology pathway analysis of genes with increased H3K9la peaks at their promoters and corresponding upregulation with pyruvate treatment. **F**, Intensity profiles of H3K9la around ± 3 kb of TSS on cell cycle and DNA repair pathways in IMR90 cells with or without pyruvate treatment. **G**, Snapshots of H3K9la peaks at the promoters of cell cycle- and DNA repair- related genes in IMR90 cells with or without pyruvate treatment. TSS, transcription start site.

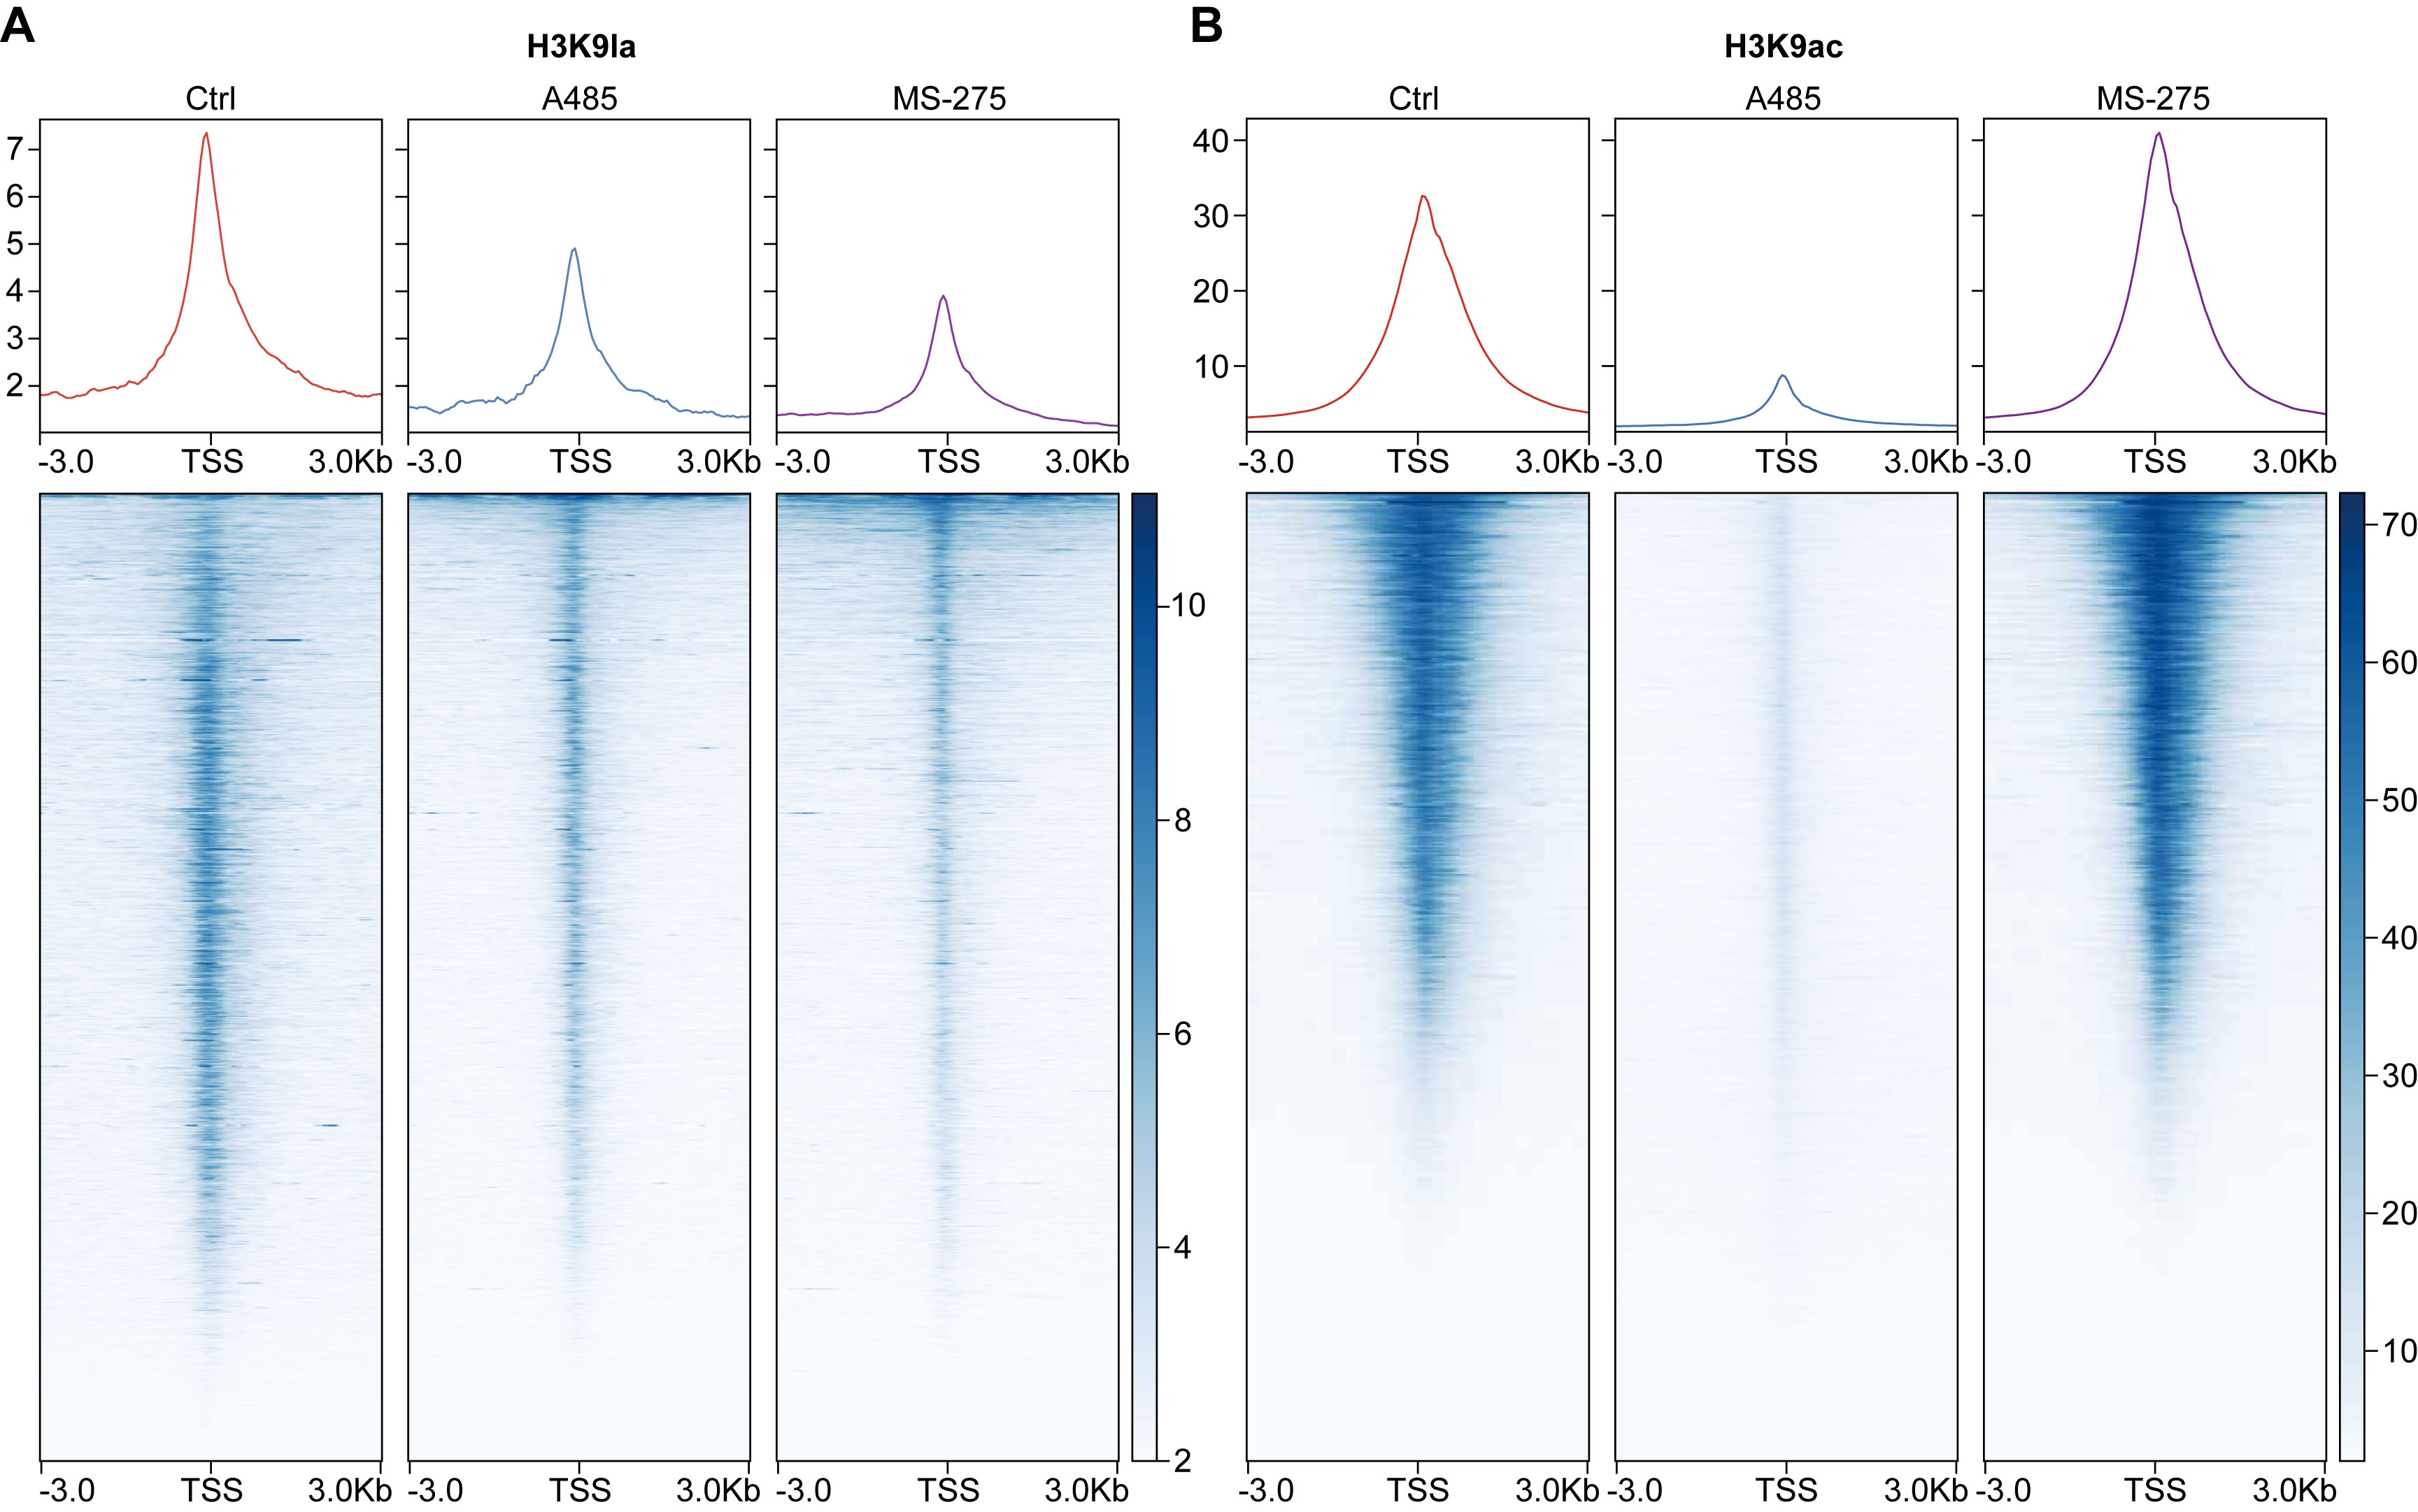

**Fig. S17.** **Histone lactylation and acetylation exhibit different trends after treatment with A485 and MS-275.** **A**, **B**, Heatmaps and intensity profiles of H3K9la (**A**) or H3K9ac (**B**) around ± 3 kb of TSS throughout the genome in IMR90 cells cultured with or without A485 and MS-275 treatment. TSS, transcription start site.

**
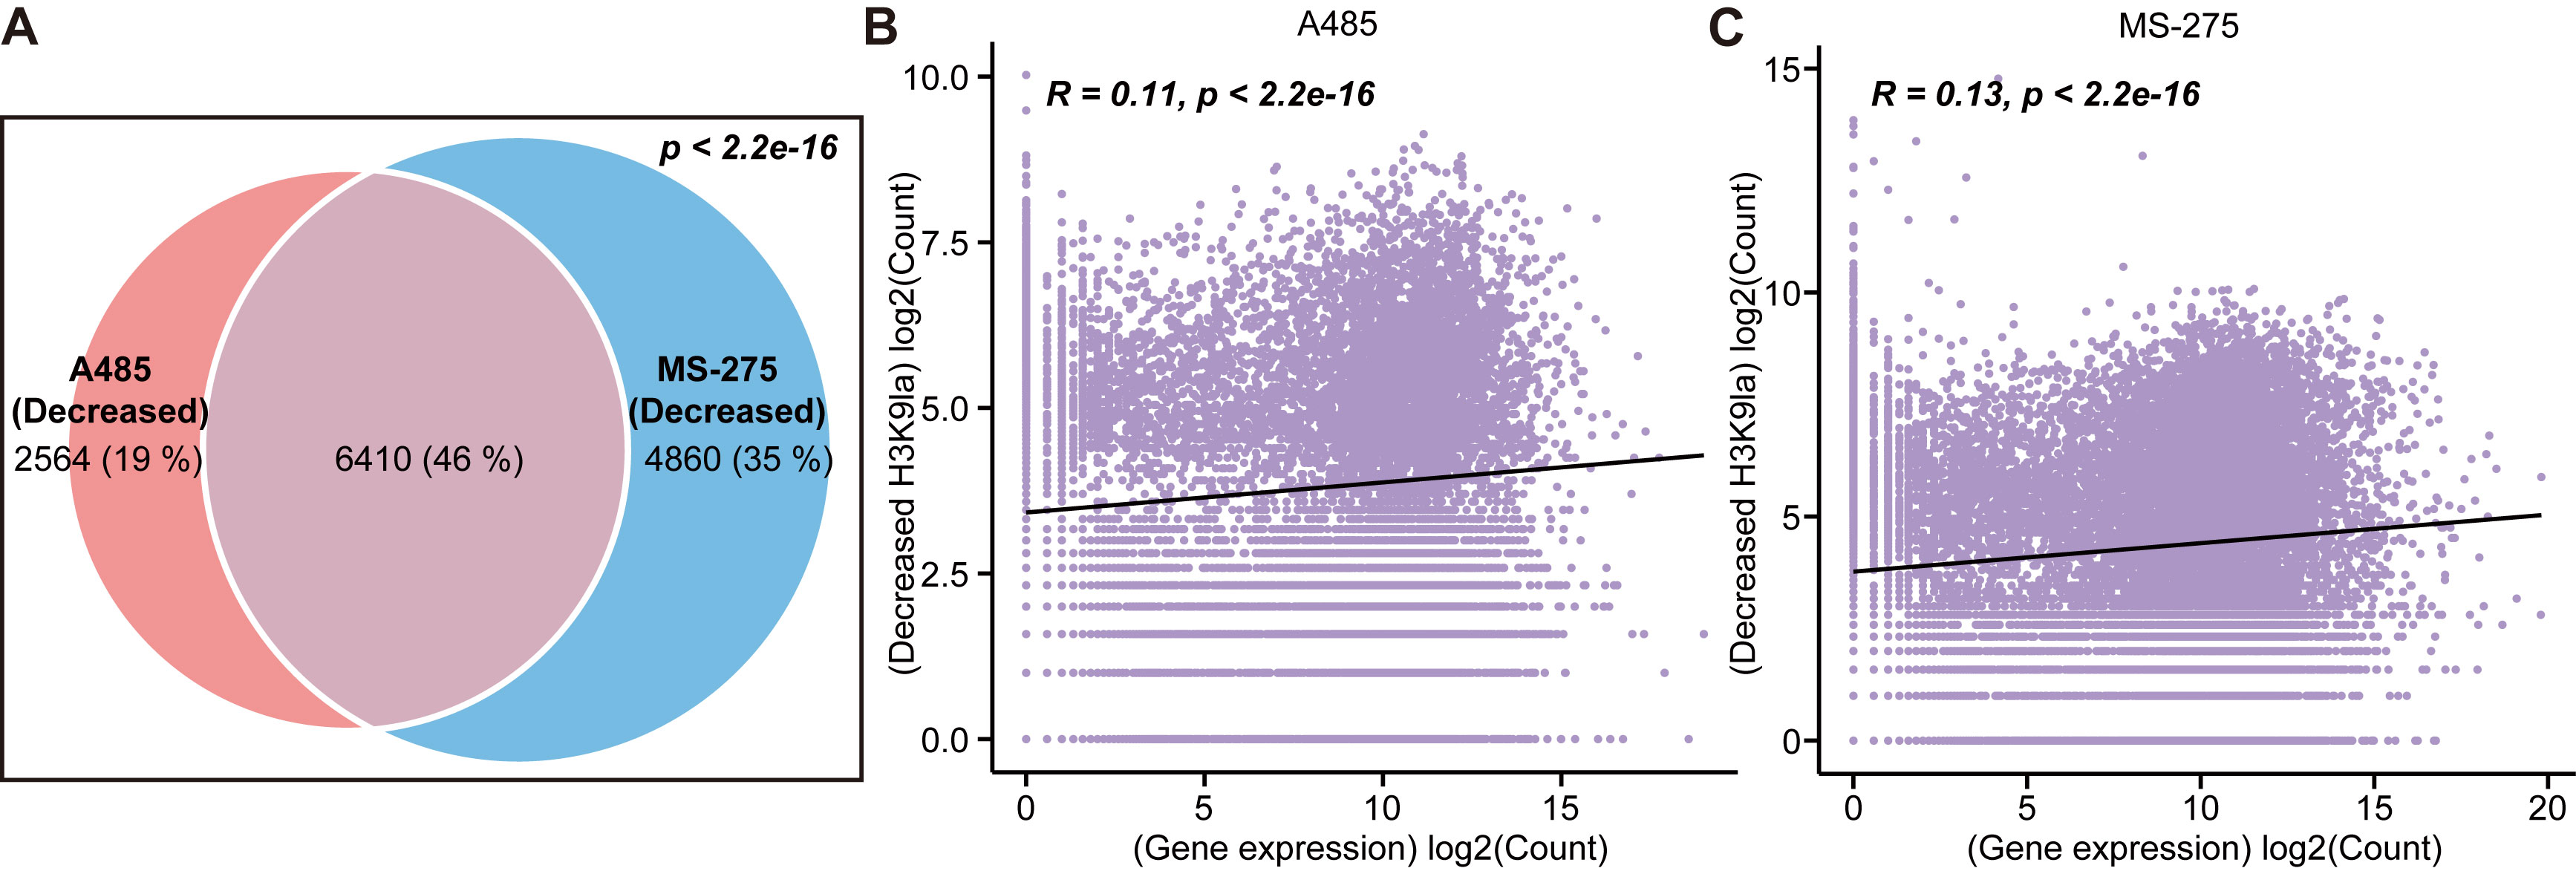
Fig. S18.** **The overlap of genes associated with decreased H3K9la peaks with A485 treatment and decreased H3K9la peaks with MS-275 treatment is significant. A**, The Venn diagram showing the overlap of genes associated decreased H3K9la peaks with A485 treatment and decreased H3K9la peaks with MS-275 treatment. **B**, **C**, Scatter plots showing the correlation between decreased H3K9la peaks in the whole genome (log_2_Count, y-axis) and the corresponding differentially expressed genes expression (log_2_Count, x-axis) for A485 (**B**), and MS-275 (**C**). Pearson’s correlation coefficient R and P value are indicated.

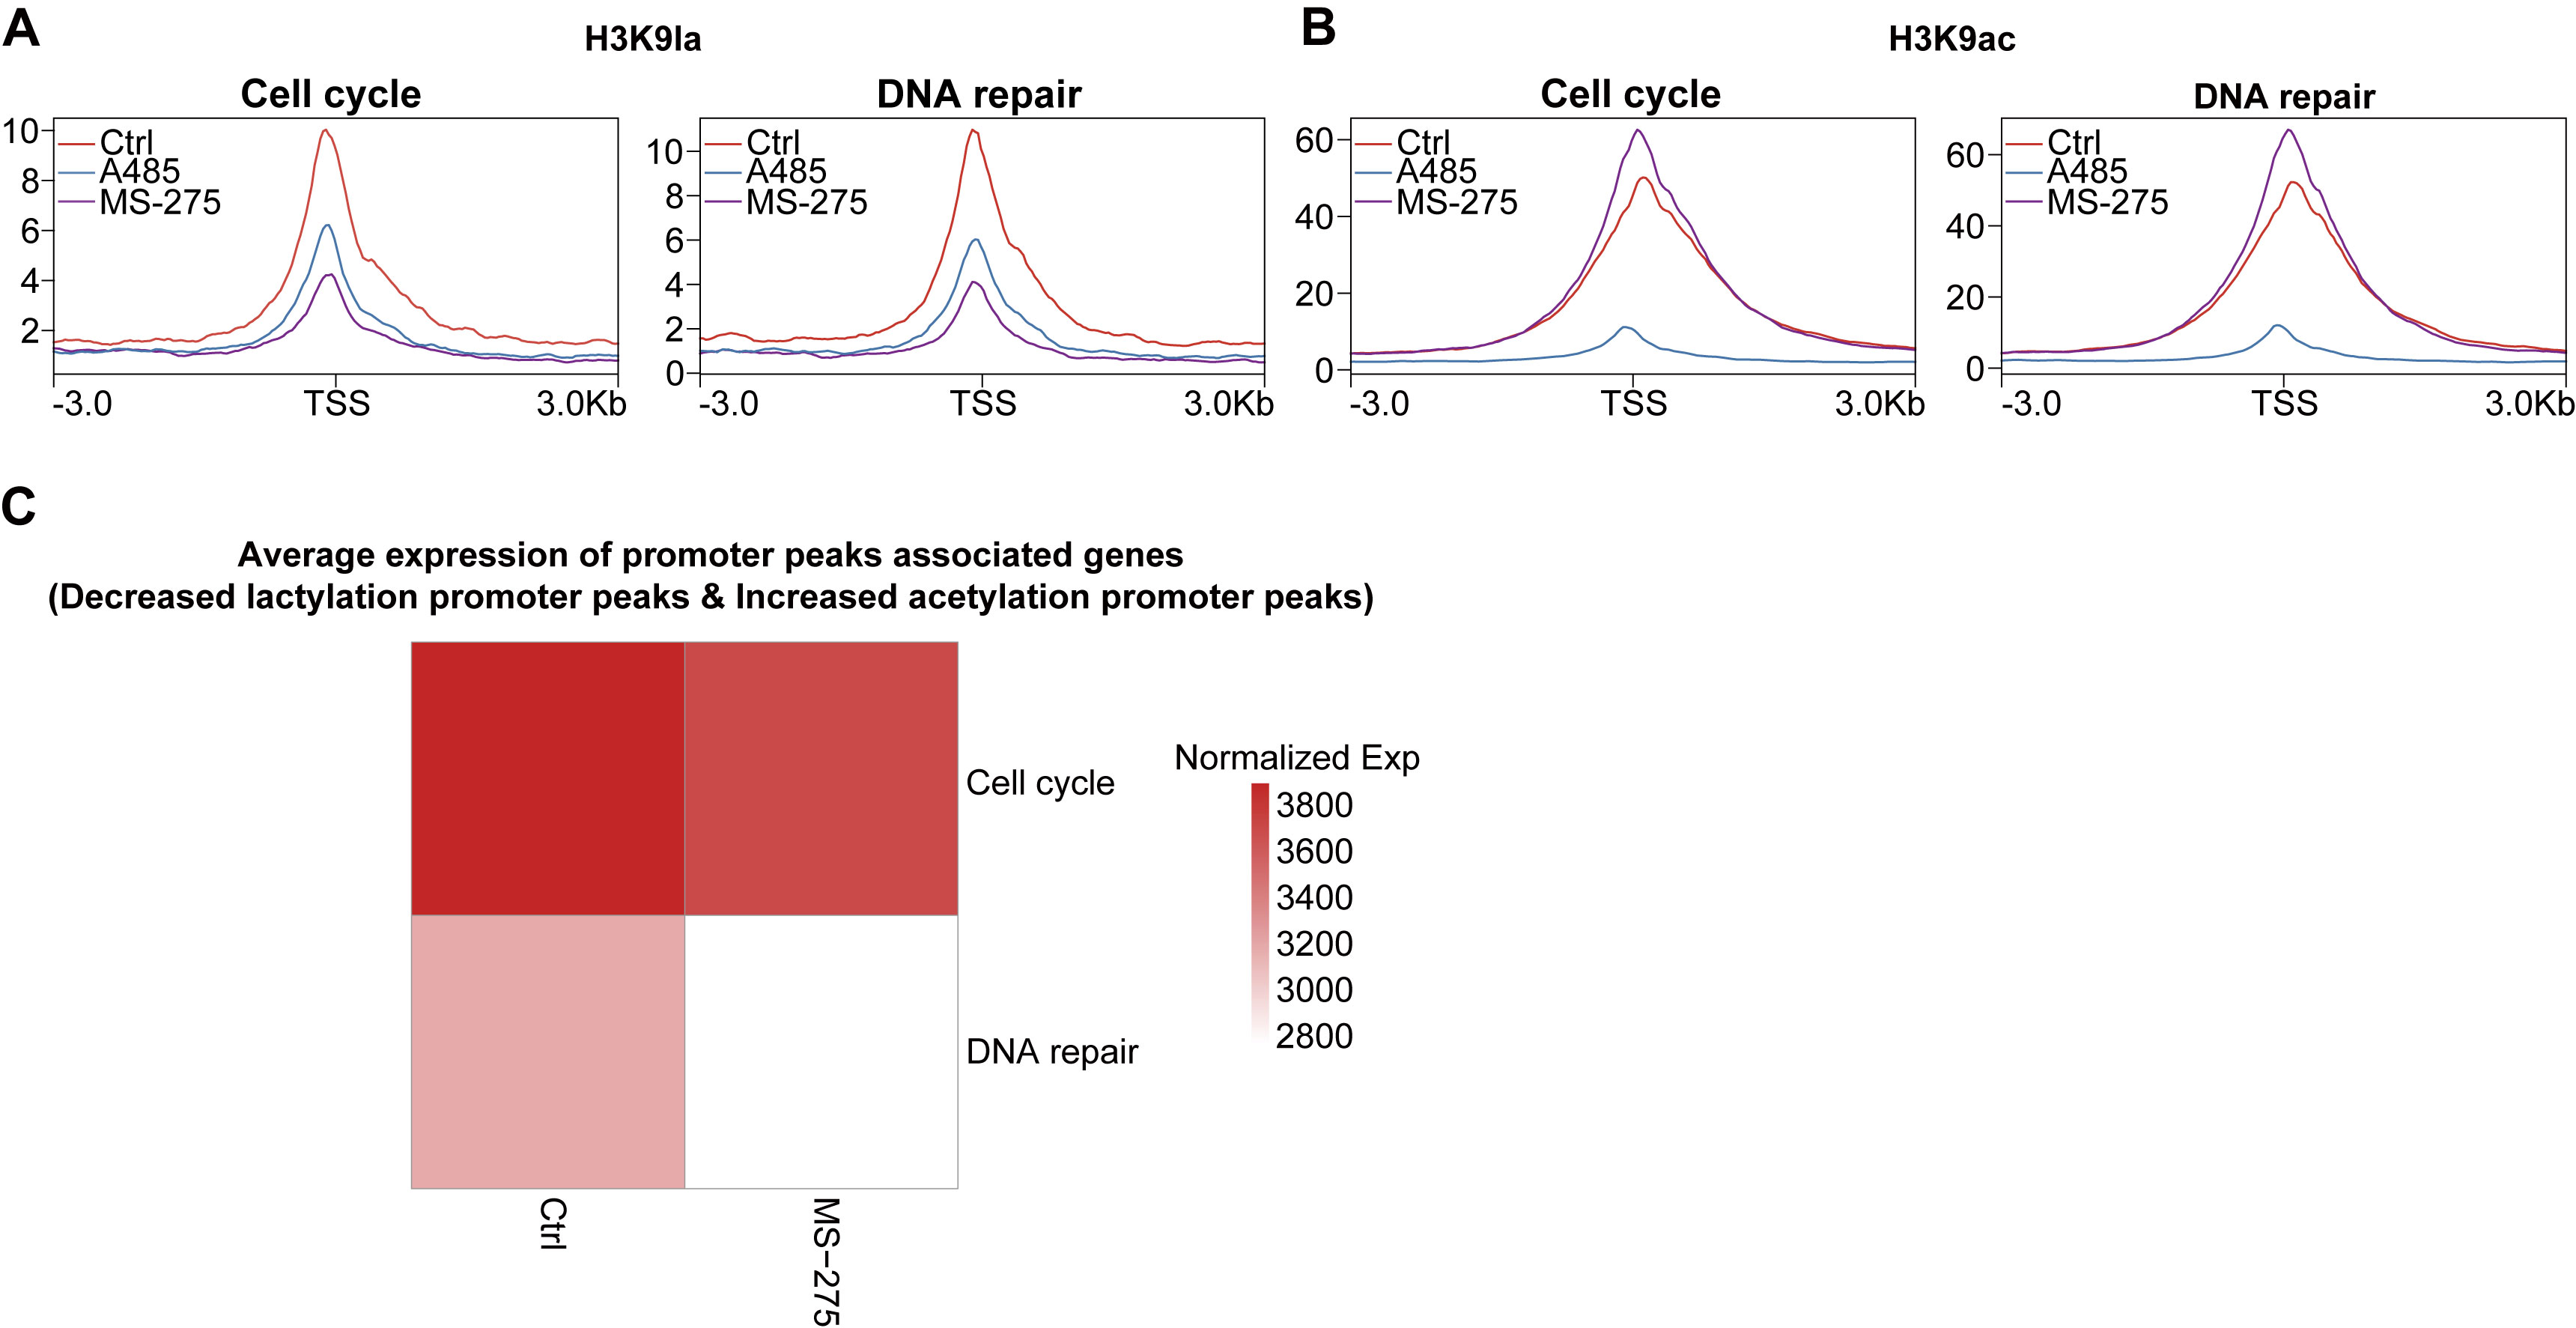

**Fig. S19.** **Decreased histone lactylation downregulates cell cycle and DNA repair pathways. A**, **B**, Intensity profiles of H3K9la (**A**) or H3K9ac (**B**) around ± 3 kb of TSS on cell cycle and DNA repair pathways in IMR90 cells cultured with or without A485 and MS-275 treatment. **C**, Heatmap showing the average expression of cell cycle and DNA repair genes that simultaneously meet the conditions of decreased lactylation promoter peaks and increased acetylation promoter peaks with or without MS-275 treatment. TSS, transcription start site.

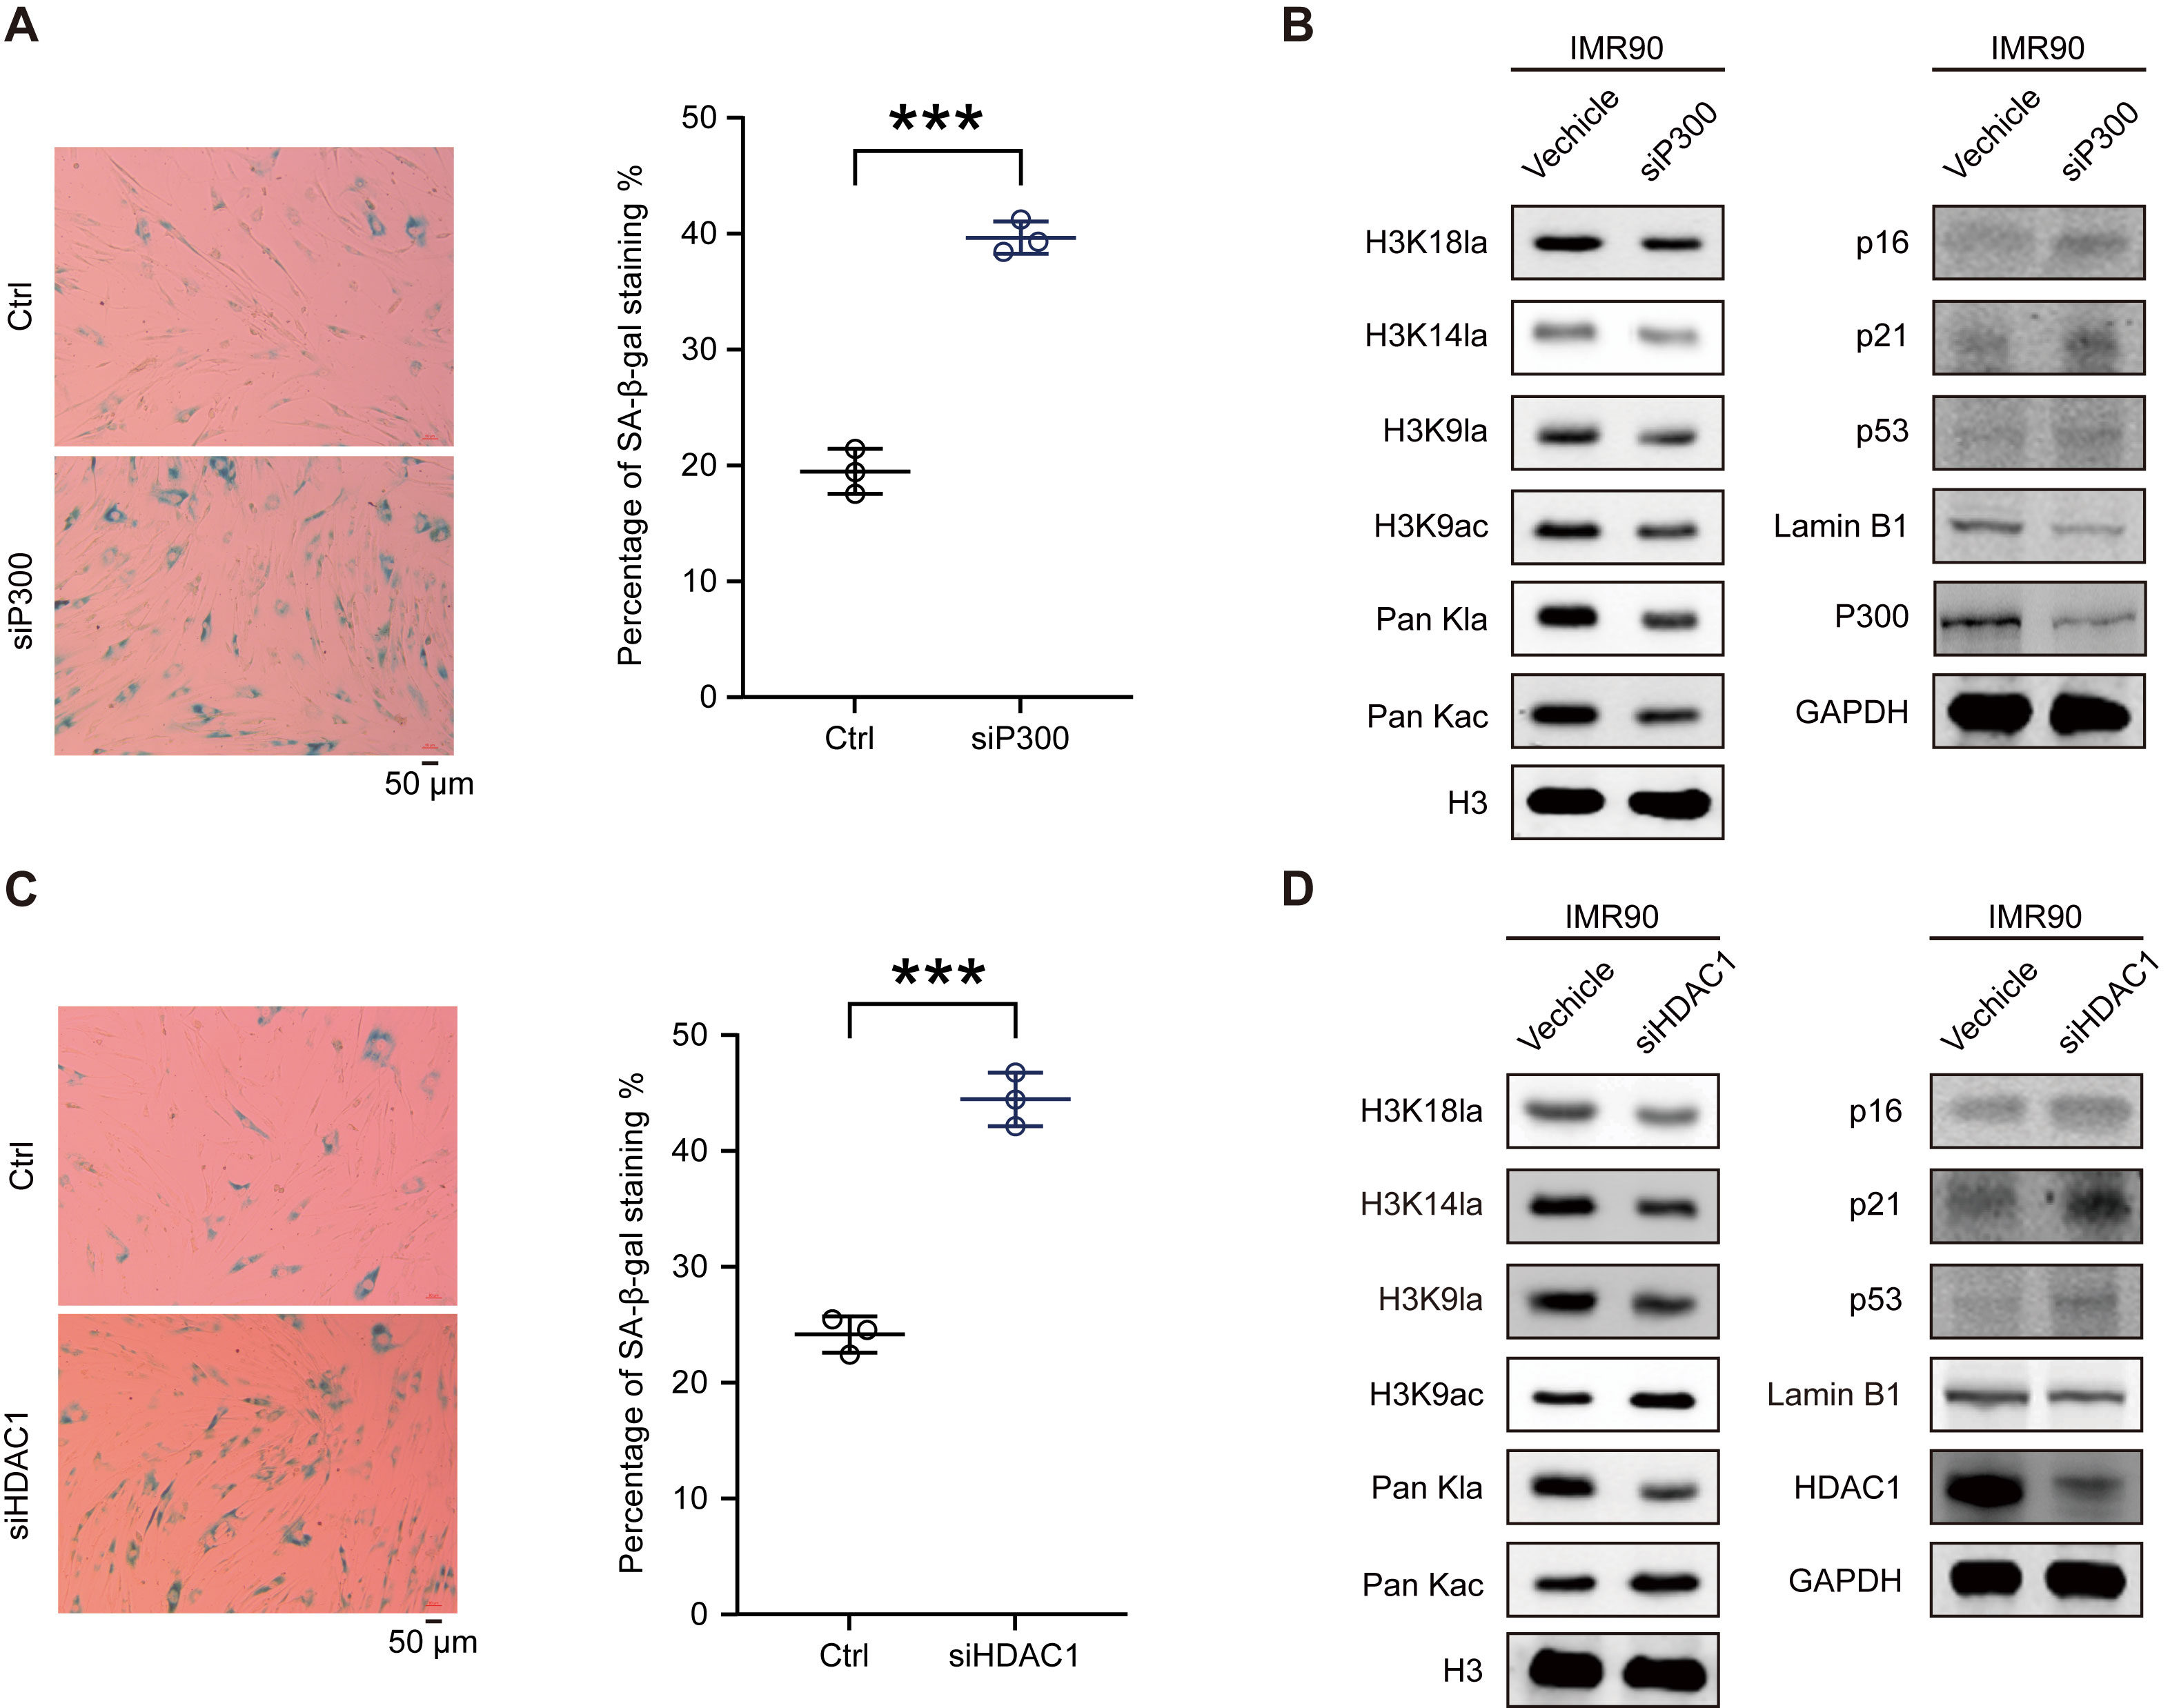
**Fig. S20. Knockdown of *p300* or *Hdac1* decreases histone lactylation and accelerates cellular senescence. A**, SA-β-gal staining of IMR90 cells in the presence or absence of *p300* siRNA. The percentages of SA-β-gal^+^ cells are shown on the right. **B**, Immunoblotting of H3K18la, H3K14la, H3K9la, H3K9ac, Pan Kla, Pan Kac, Lamin B1, p16, p21, and p53 in IMR90 cells in the presence or absence of *p300* siRNA. H3 and GAPDH served as the loading controls. **C**, SA-β-gal staining of IMR90 cells in the presence or absence of *Hdac1* siRNA. The percentages of SA-β-gal^+^ cells are shown on the right. **D**, Immunoblotting of H3K18la, H3K14la, H3K9la, H3K9ac, Pan Kla, Pan Kac, Lamin B1, p16, p21, and p53 in IMR90 cells in the presence or absence of *Hdac1* siRNA. H3 and GAPDH served as the loading controls. The error bars represent the S.D. of independent experiments, n = 3. Two-tailed, unpaired Student’s *t* tests were performed. ****P* < 0.001.

**
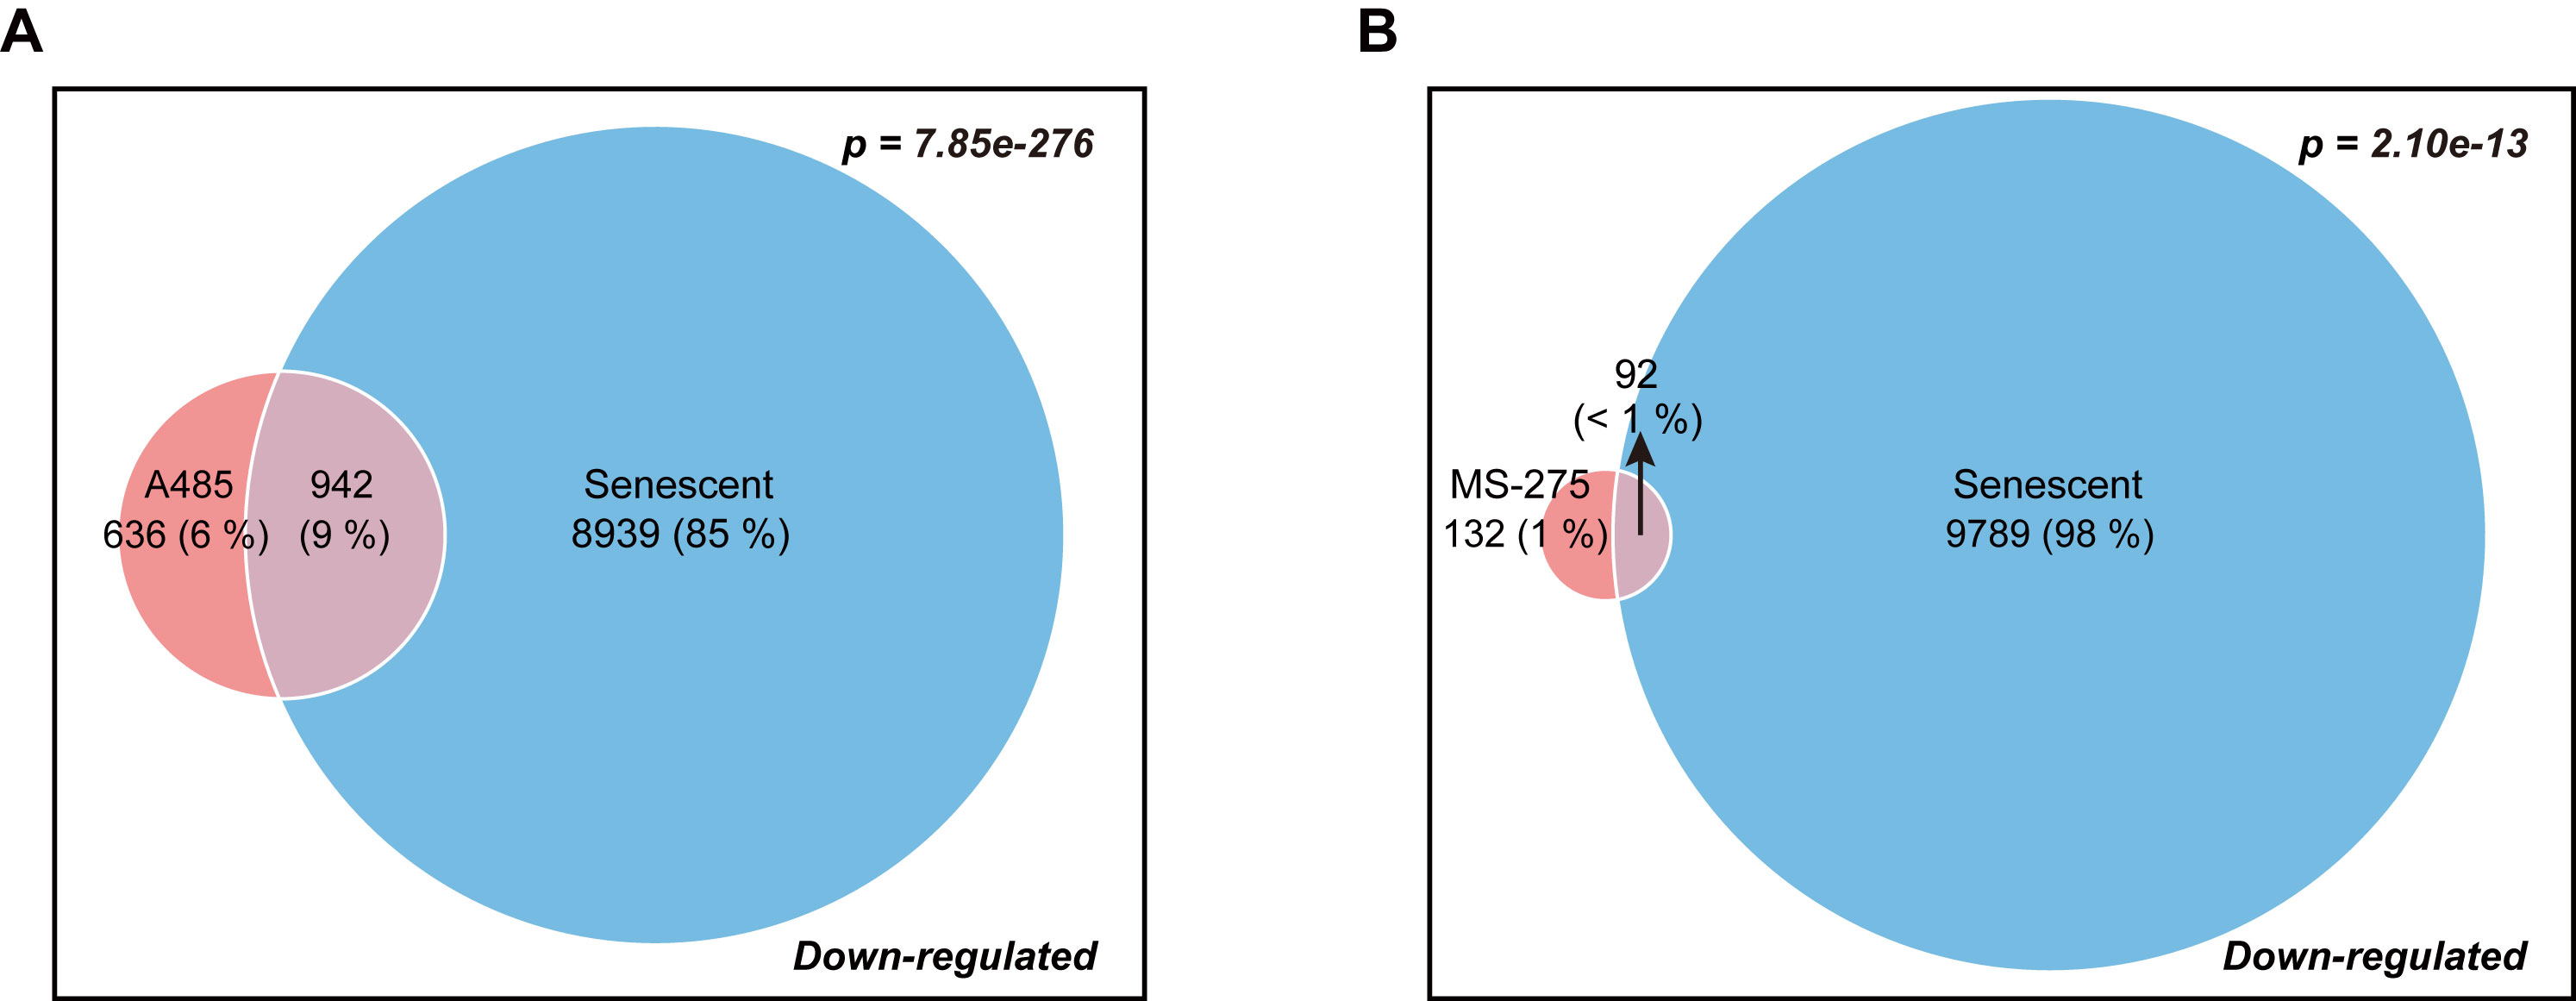
Fig. S21.** **A485 and MS-275 accelerate senescence by regulating senescence-associated genes. A**, Venn diagram showing the overlapping genes between genes downregulated upon A485 treatment and genes downregulated during senescence. **B**, Venn diagram showing the overlapping genes between genes downregulated upon MS-275 treatment and genes downregulated during cellular senescence.

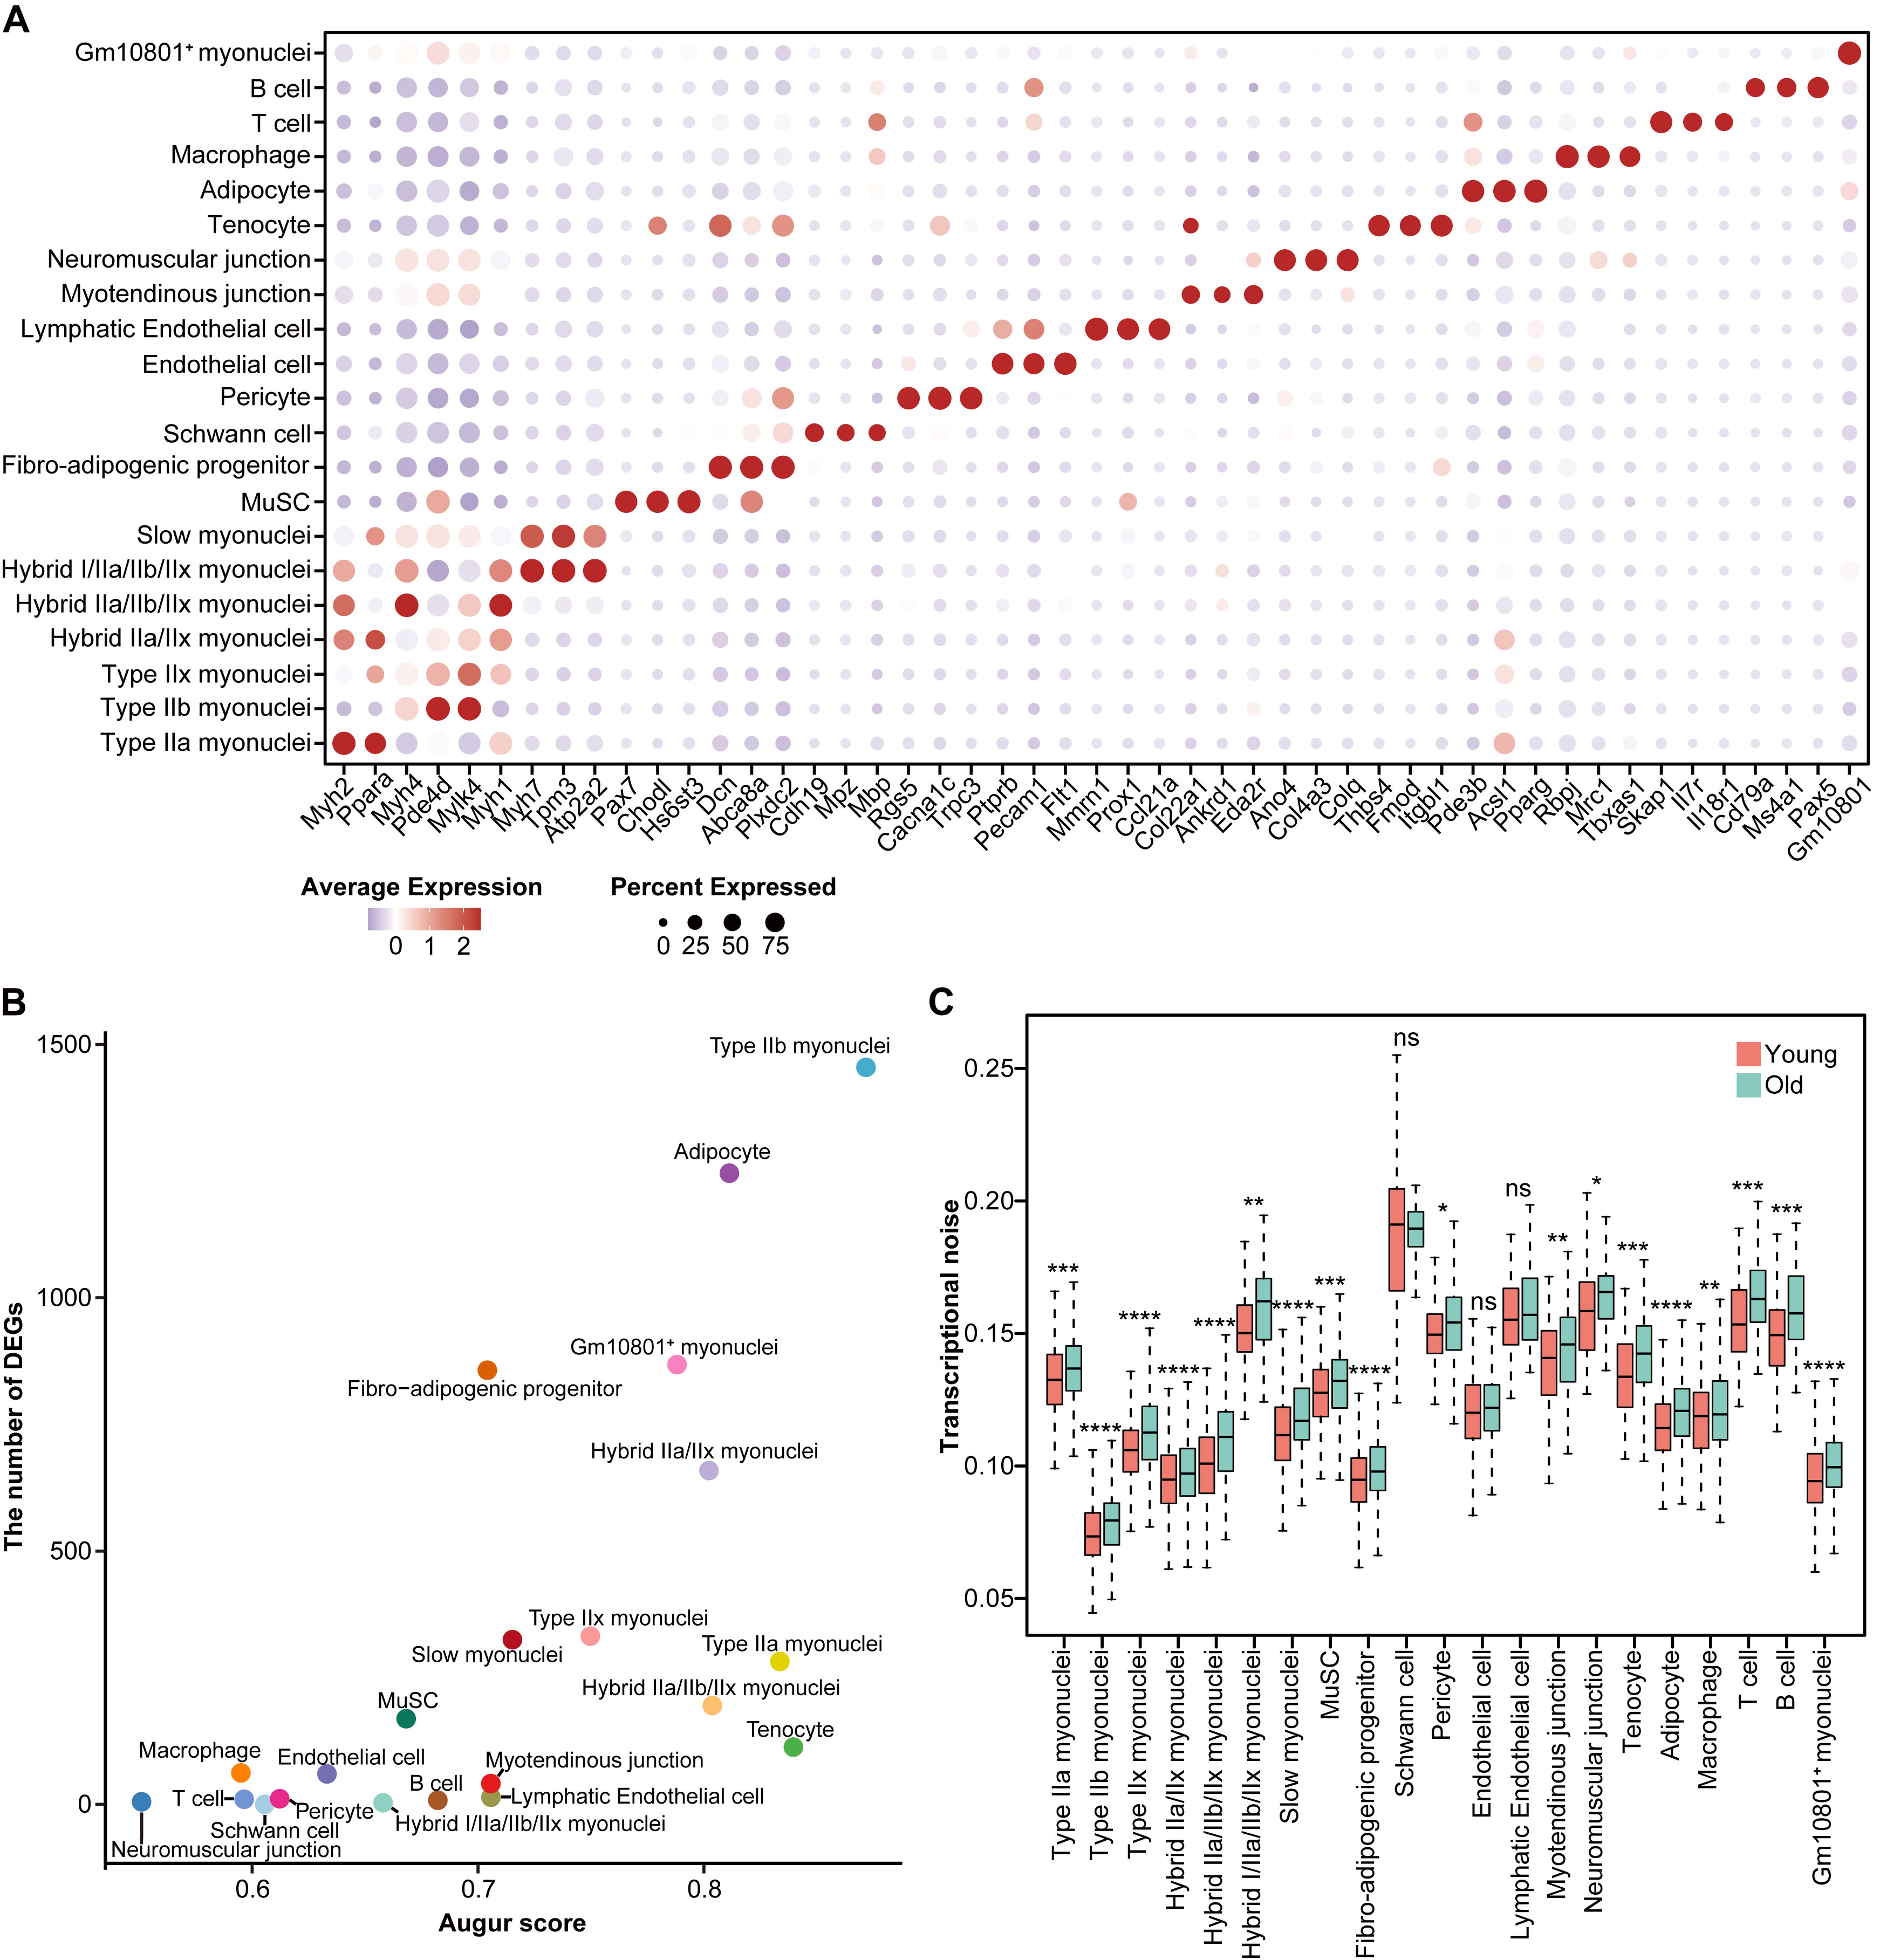
**Fig. S22. Identification and characterizing of cell populations in young and old skelatal muscle using single-nucleus RNA sequencing. A**, Dot plot of marker gene expression of the 21 major cell types in young and old muscle. The x-axis represents the marker genes, and the y-axis represents the cell types. **B**, Dotplot showing the transcriptional alterations during aging. The x-axis represents the sensitivity of cell types to aging, and the y-axis represents the number of DEGs. **C**, Boxplot showing the levels of transcriptional noise in 21 cell types along with skeletal muscle aging. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001, ns, not significant.

**
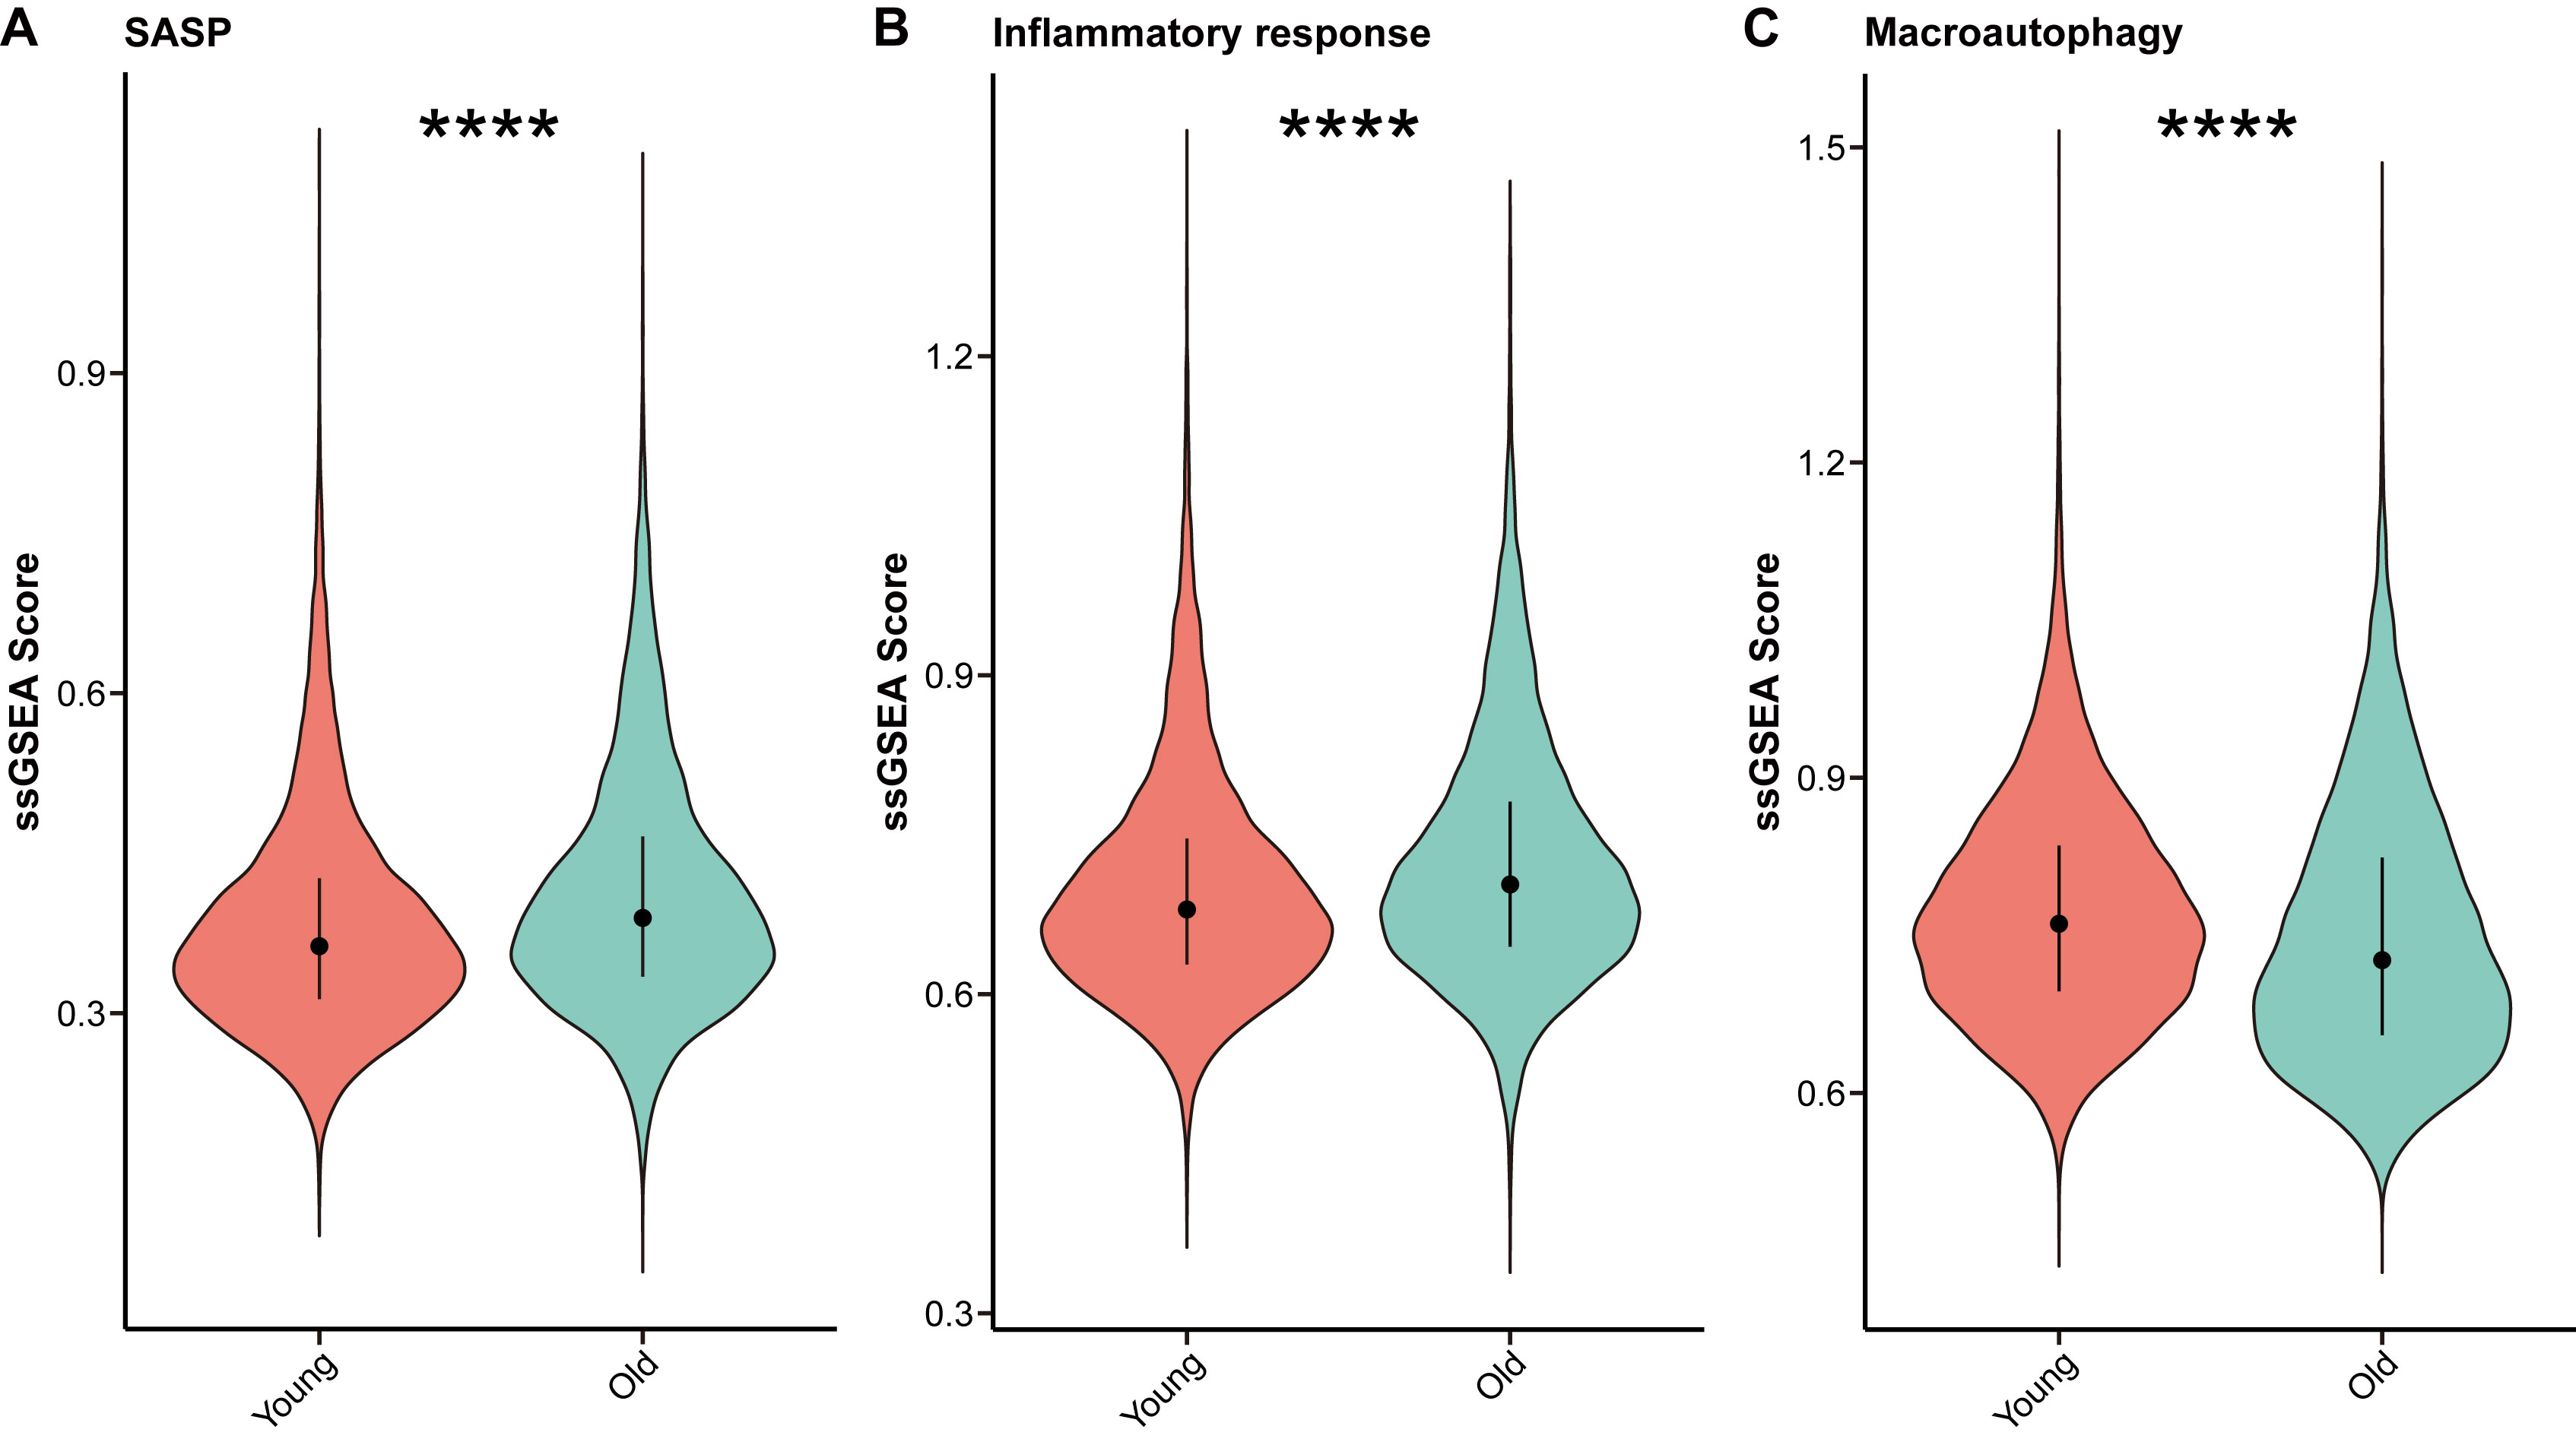
Fig. S23.** **The aging-related phenotype changes during muscle aging.** **A**-**C**, Alterations in the expression of SASP (**A**), inflammatory response (**B**), and macroautophagy (**C**) pathways in muscle of young and old mice. *****P* < 0.0001.

**
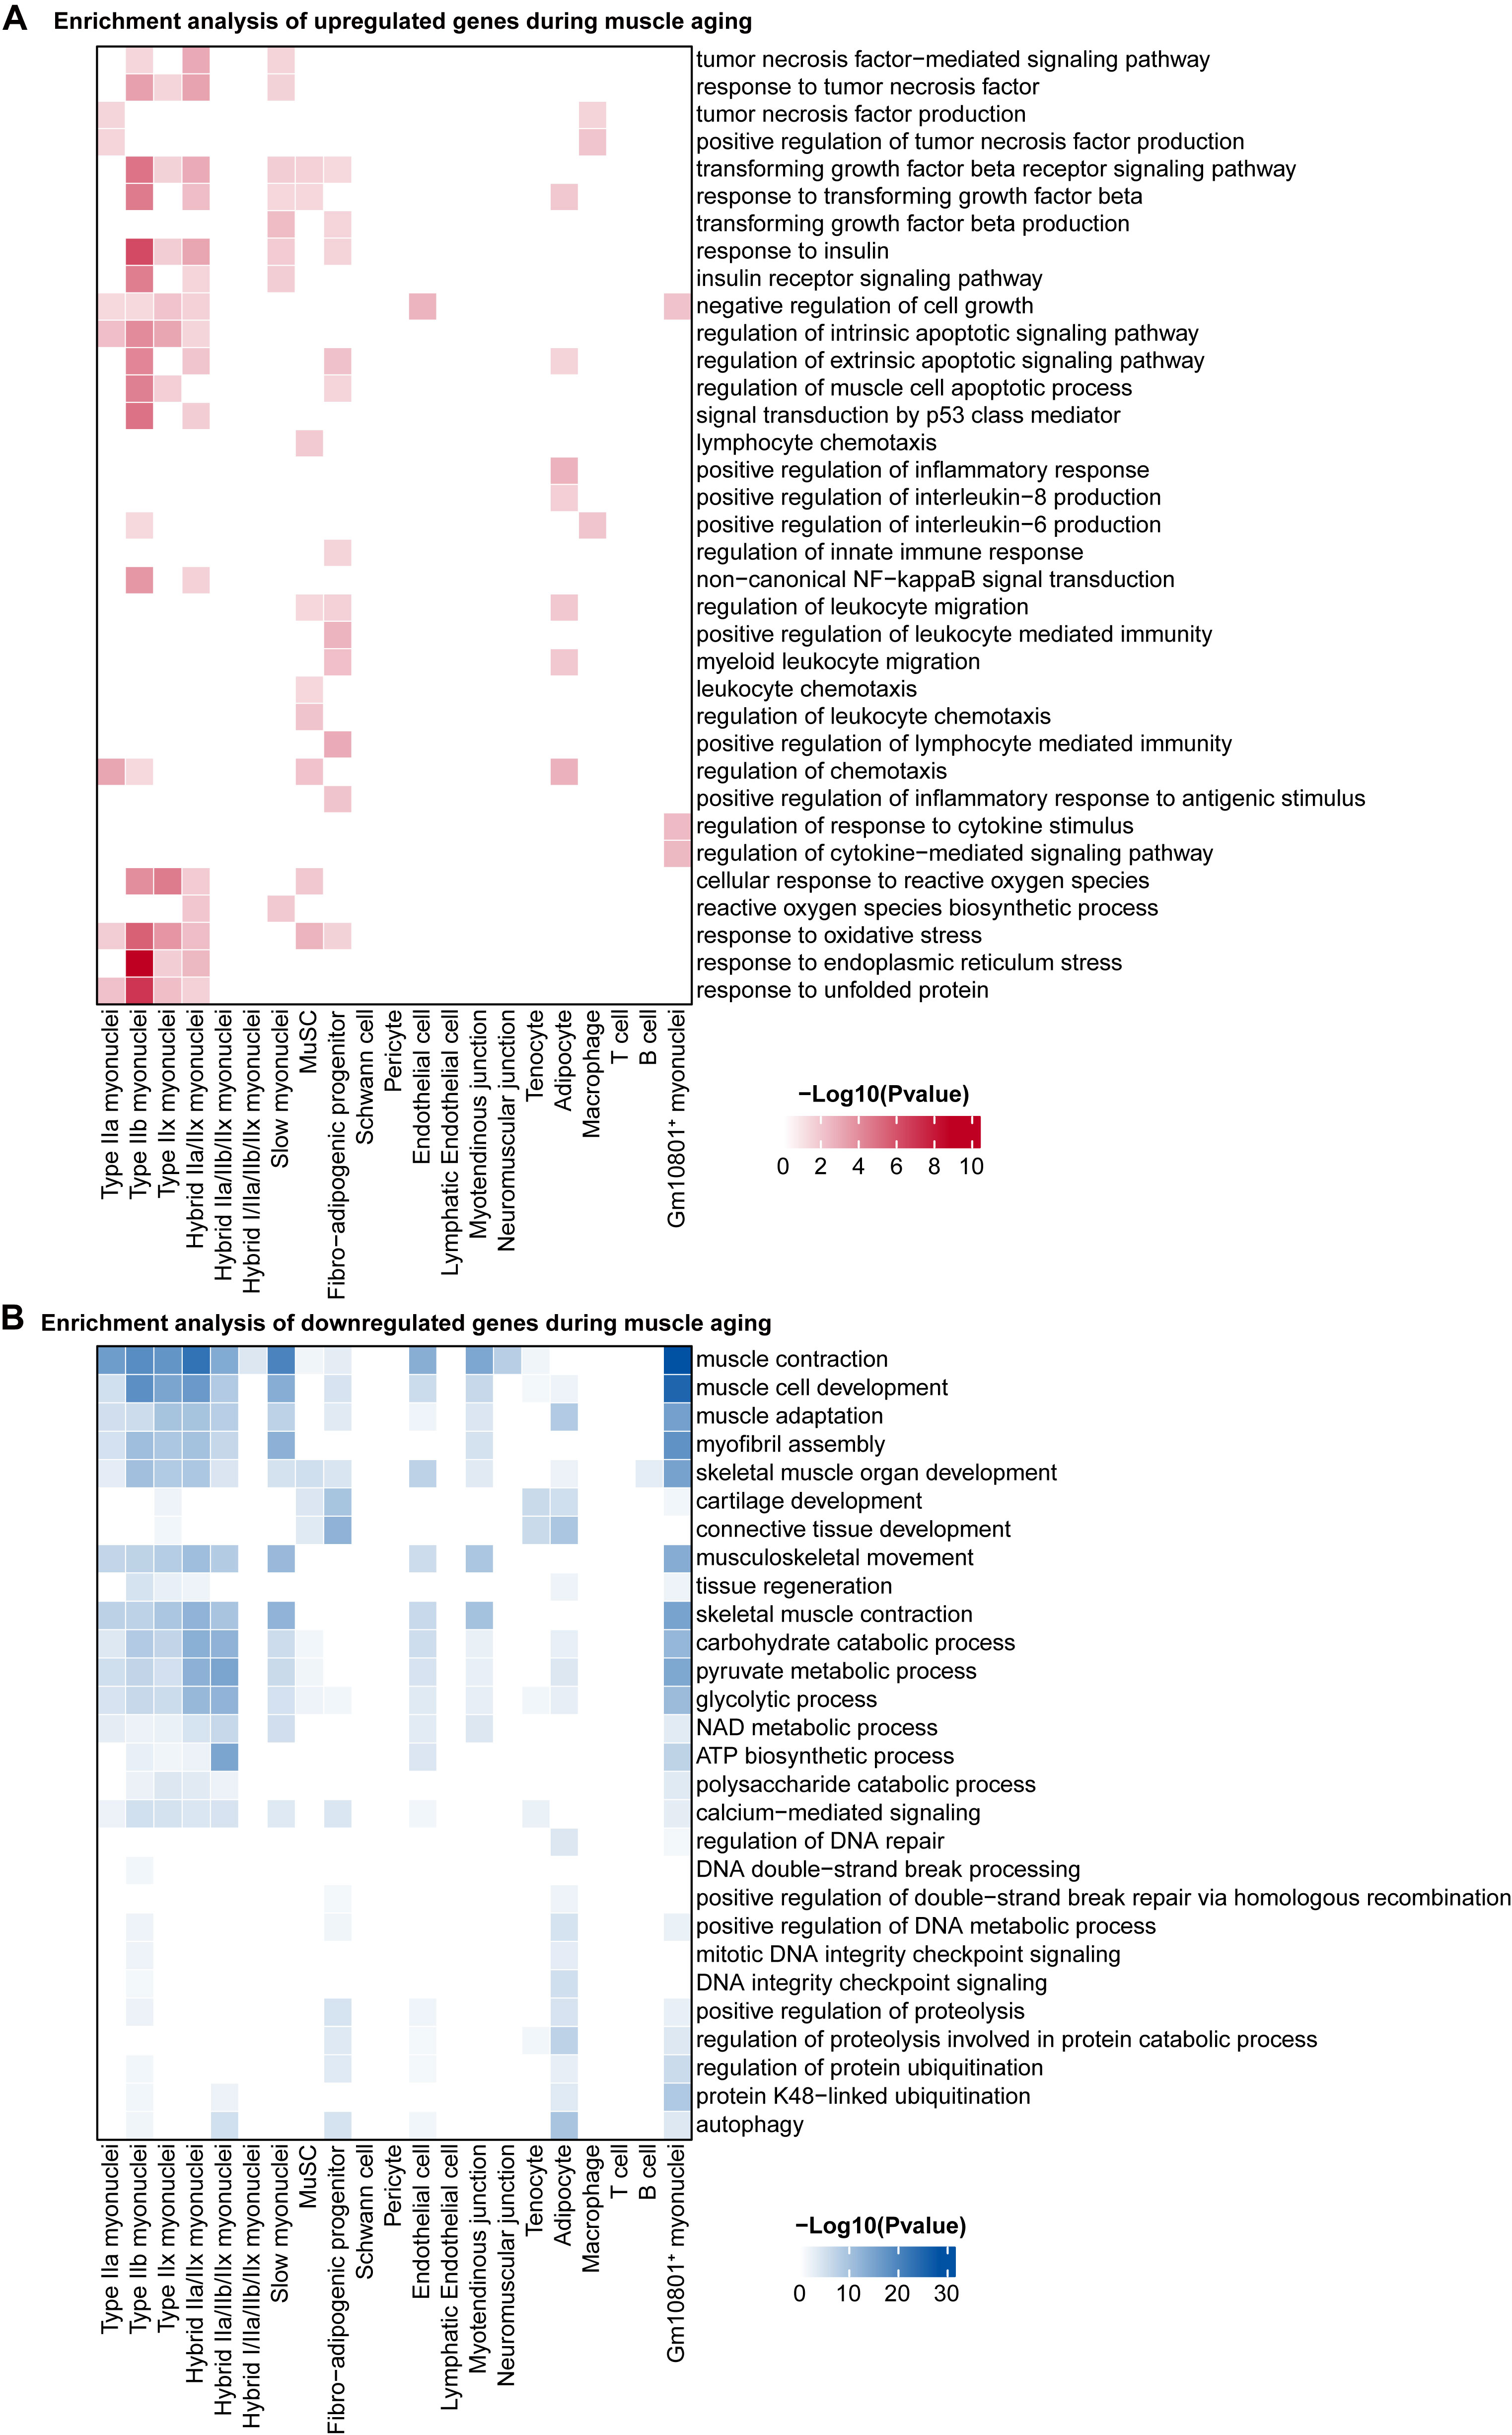
Fig. S24.** **Enrichment analysis of upregulated and downregulated genes in each cell type during muscle aging.** **A**, **B**, Gene Ontology pathway analysis of upregulated genes (**A**) and downregulated genes (**B**) during muscle aging.

**
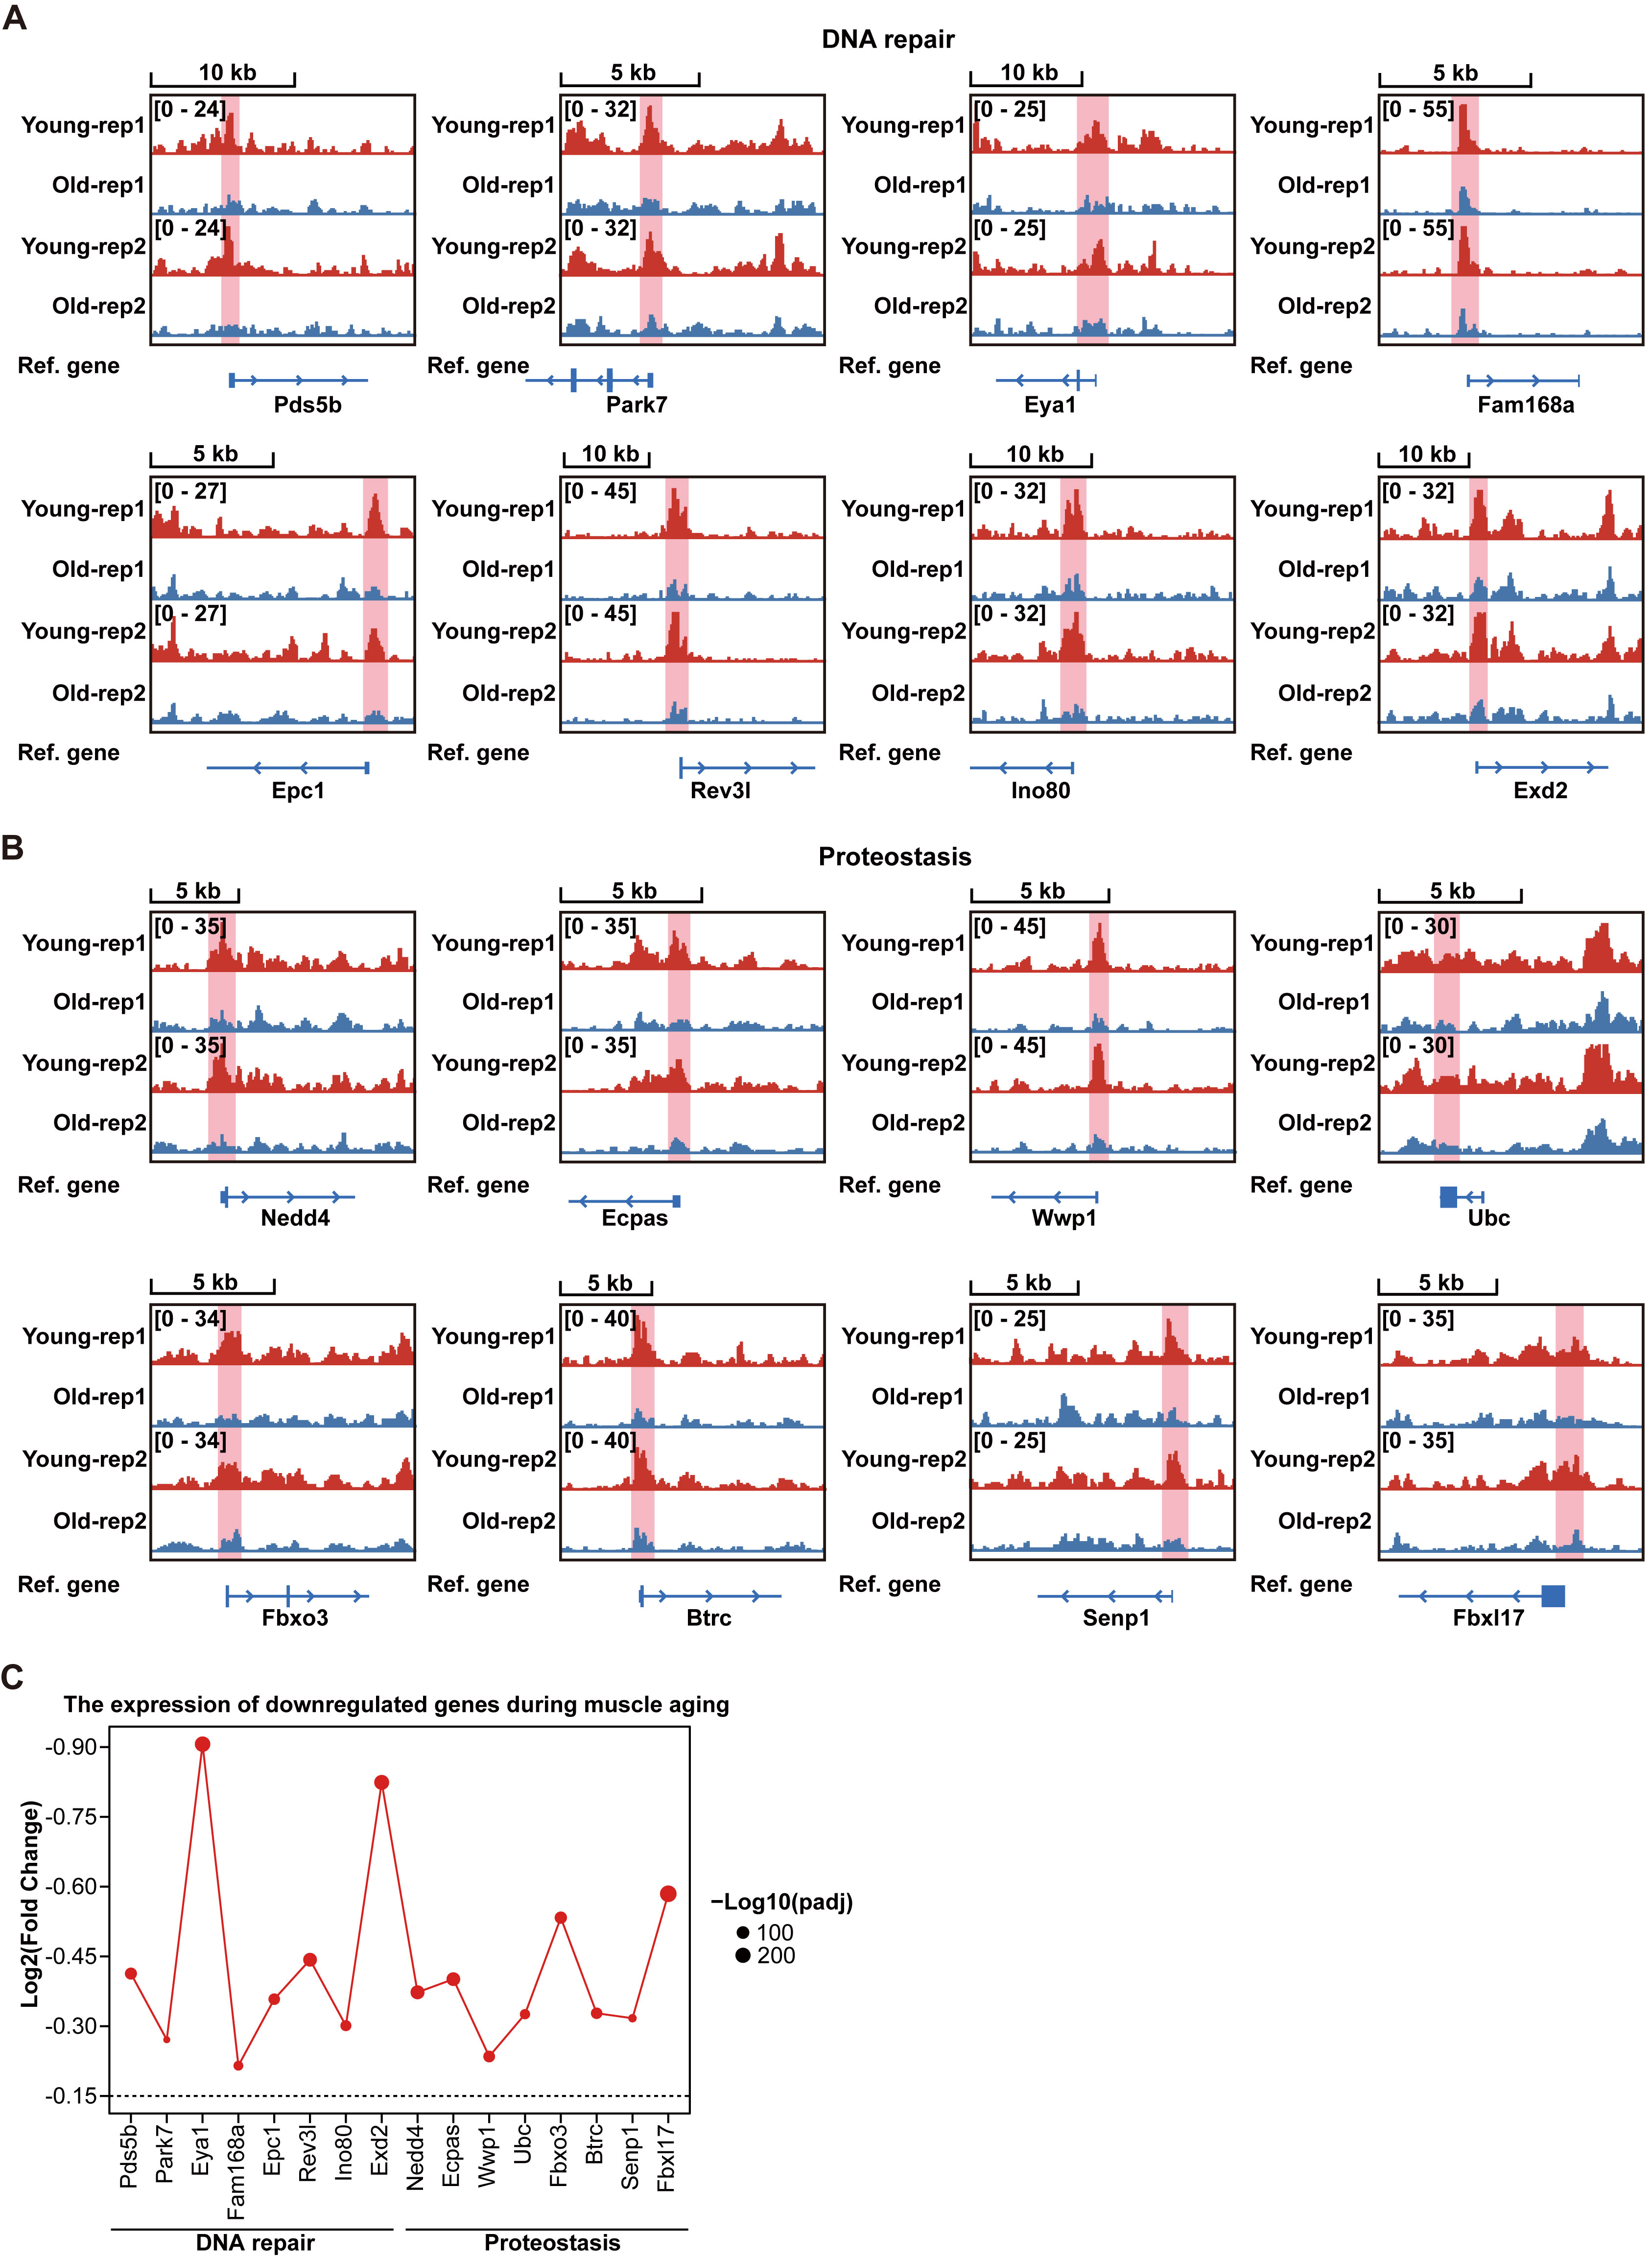
**

**Fig. S25.** **Histone lactylation and gene expression of DNA repair and proteostasis genes decrease during muscle aging. A**, **B**, Snapshots of H3K9la peaks at the promoters of DNA repair- (**A**) and proteostasis- (**B**) related genes in muscle of young and old mice. **C**, mRNA levels of DNA repair- and proteostasis- related genes in muscle of young and old mice.

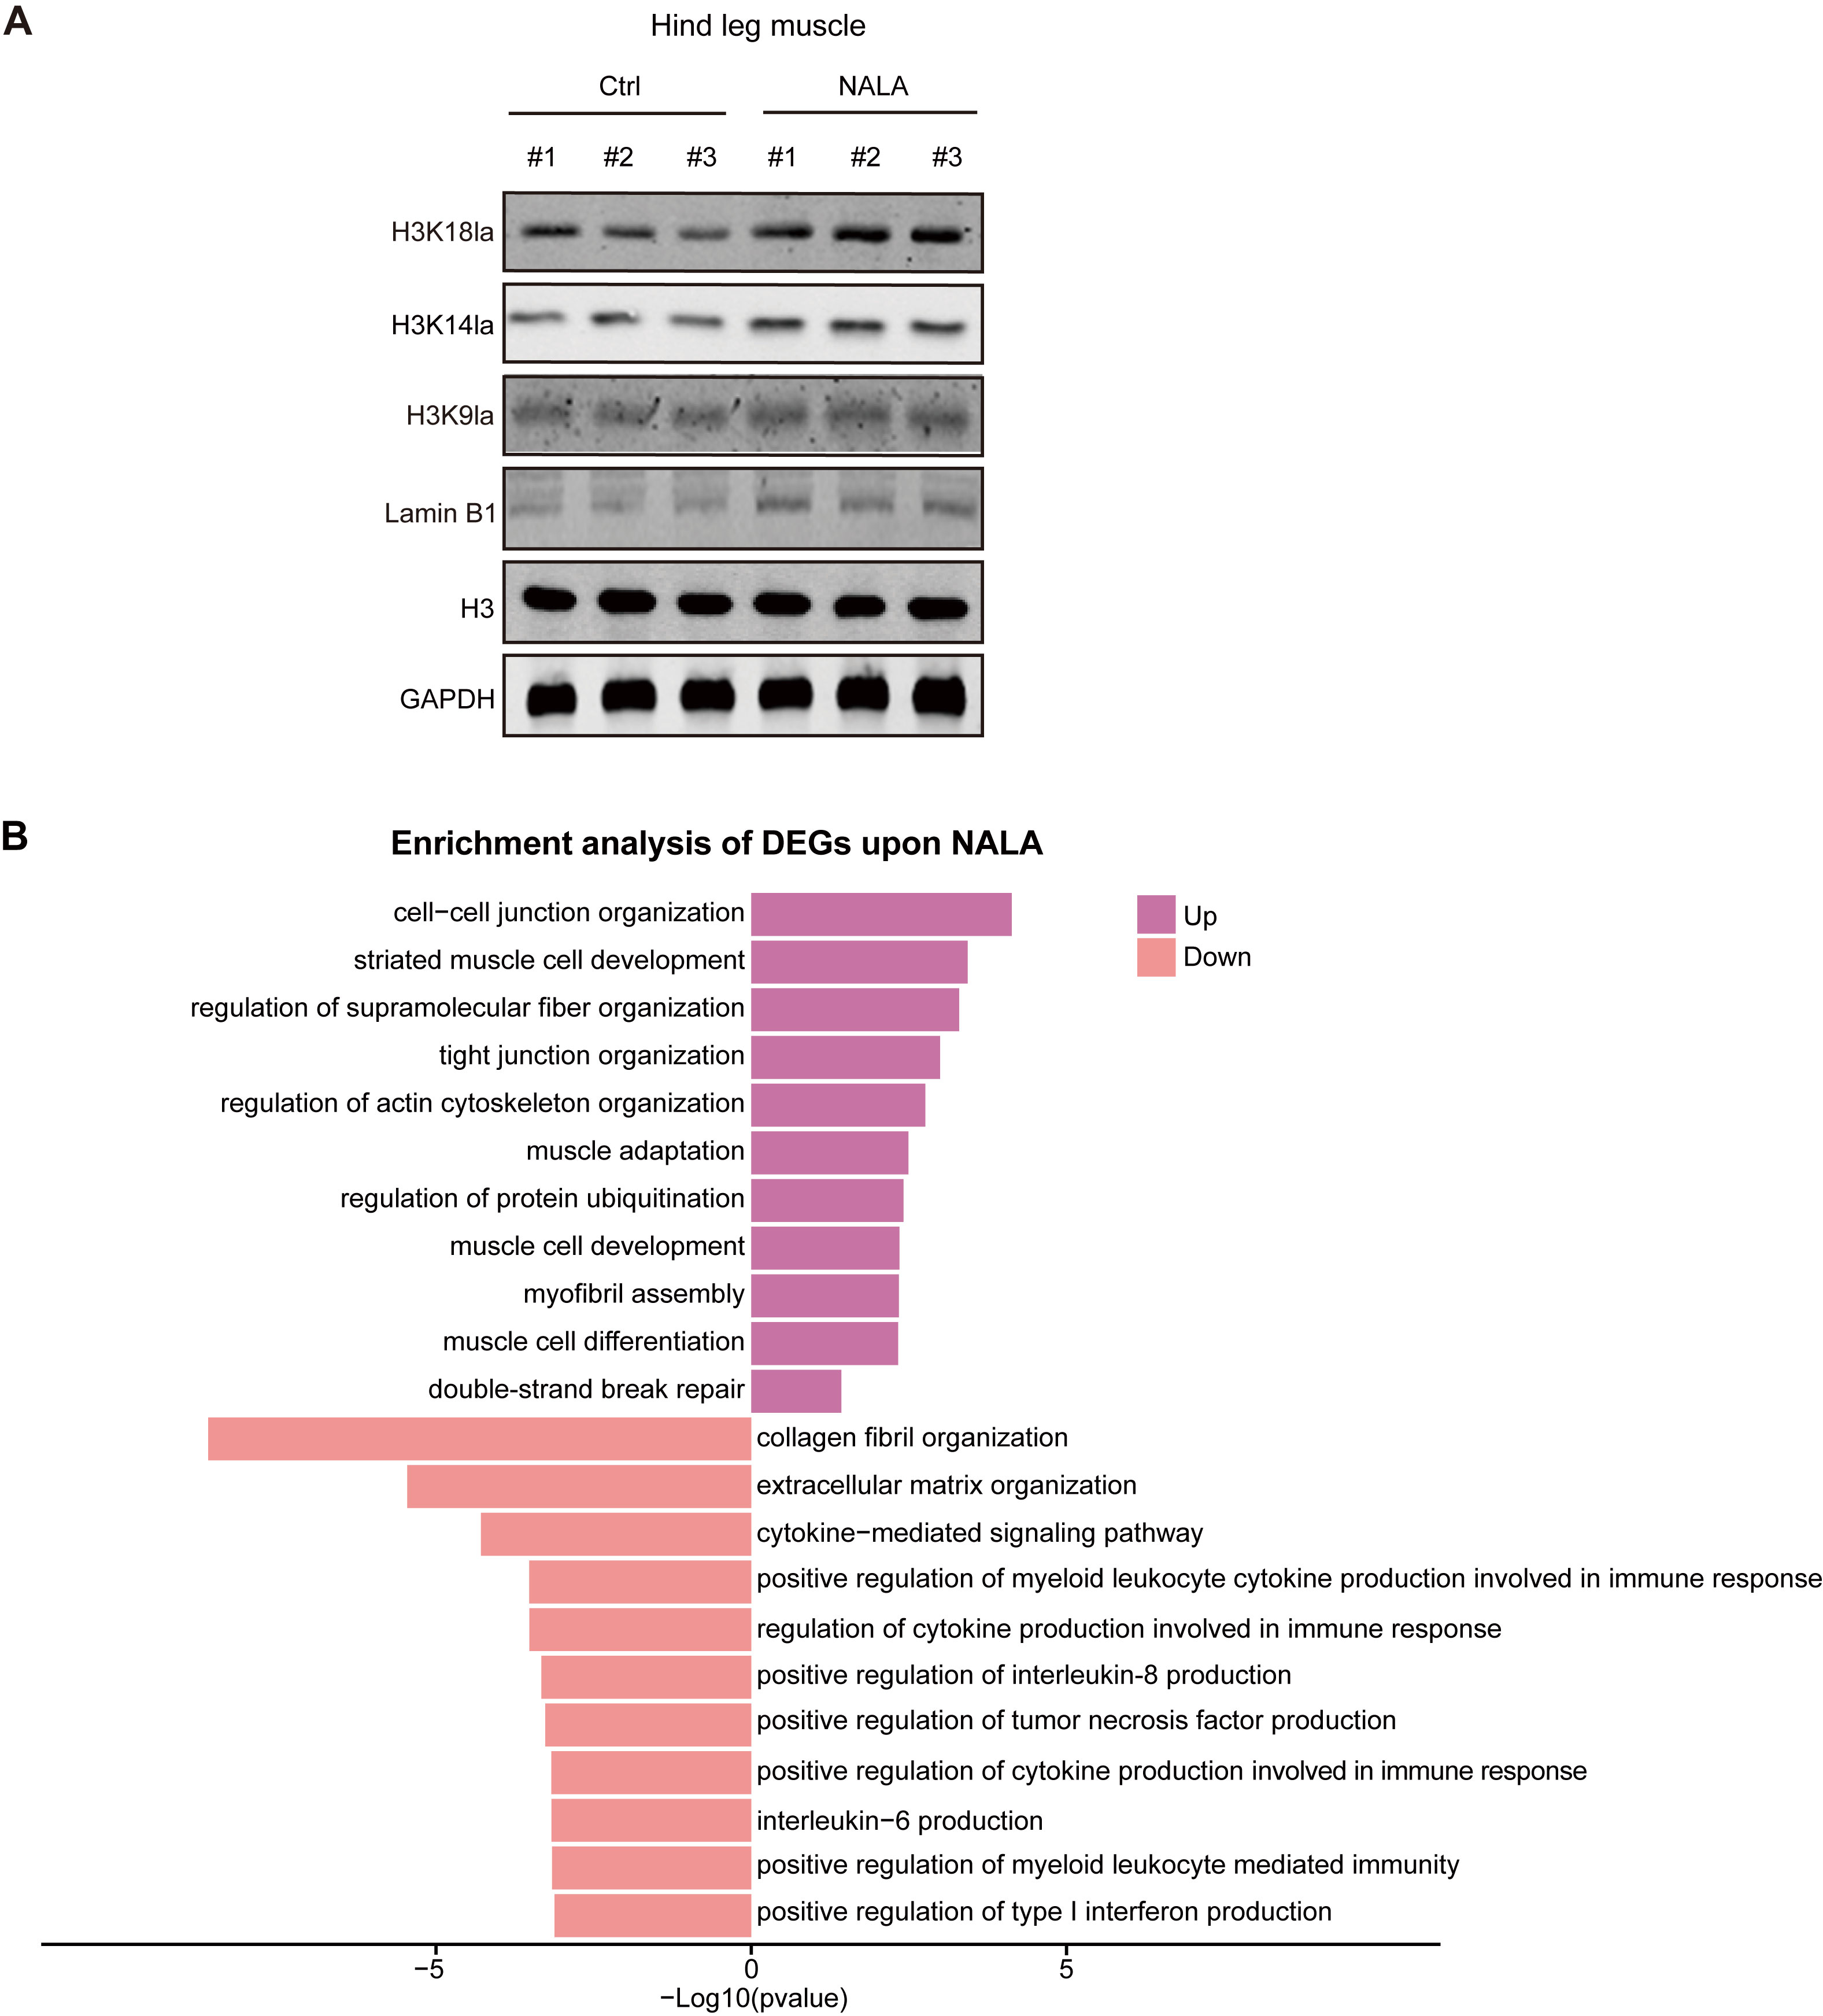
**Fig. S26. Sodium lactate injection restores muscle function during muscle aging.** **A**, Immunoblotting of H3K18la, H3K14la, H3K9la, and Lamin B1 in muscle with or without NALA treatment. H3 and GAPDH served as the loading controls. **B**, Gene Ontology pathway analysis of upregulated and downregulated genes in muscle with NALA treatment.

**
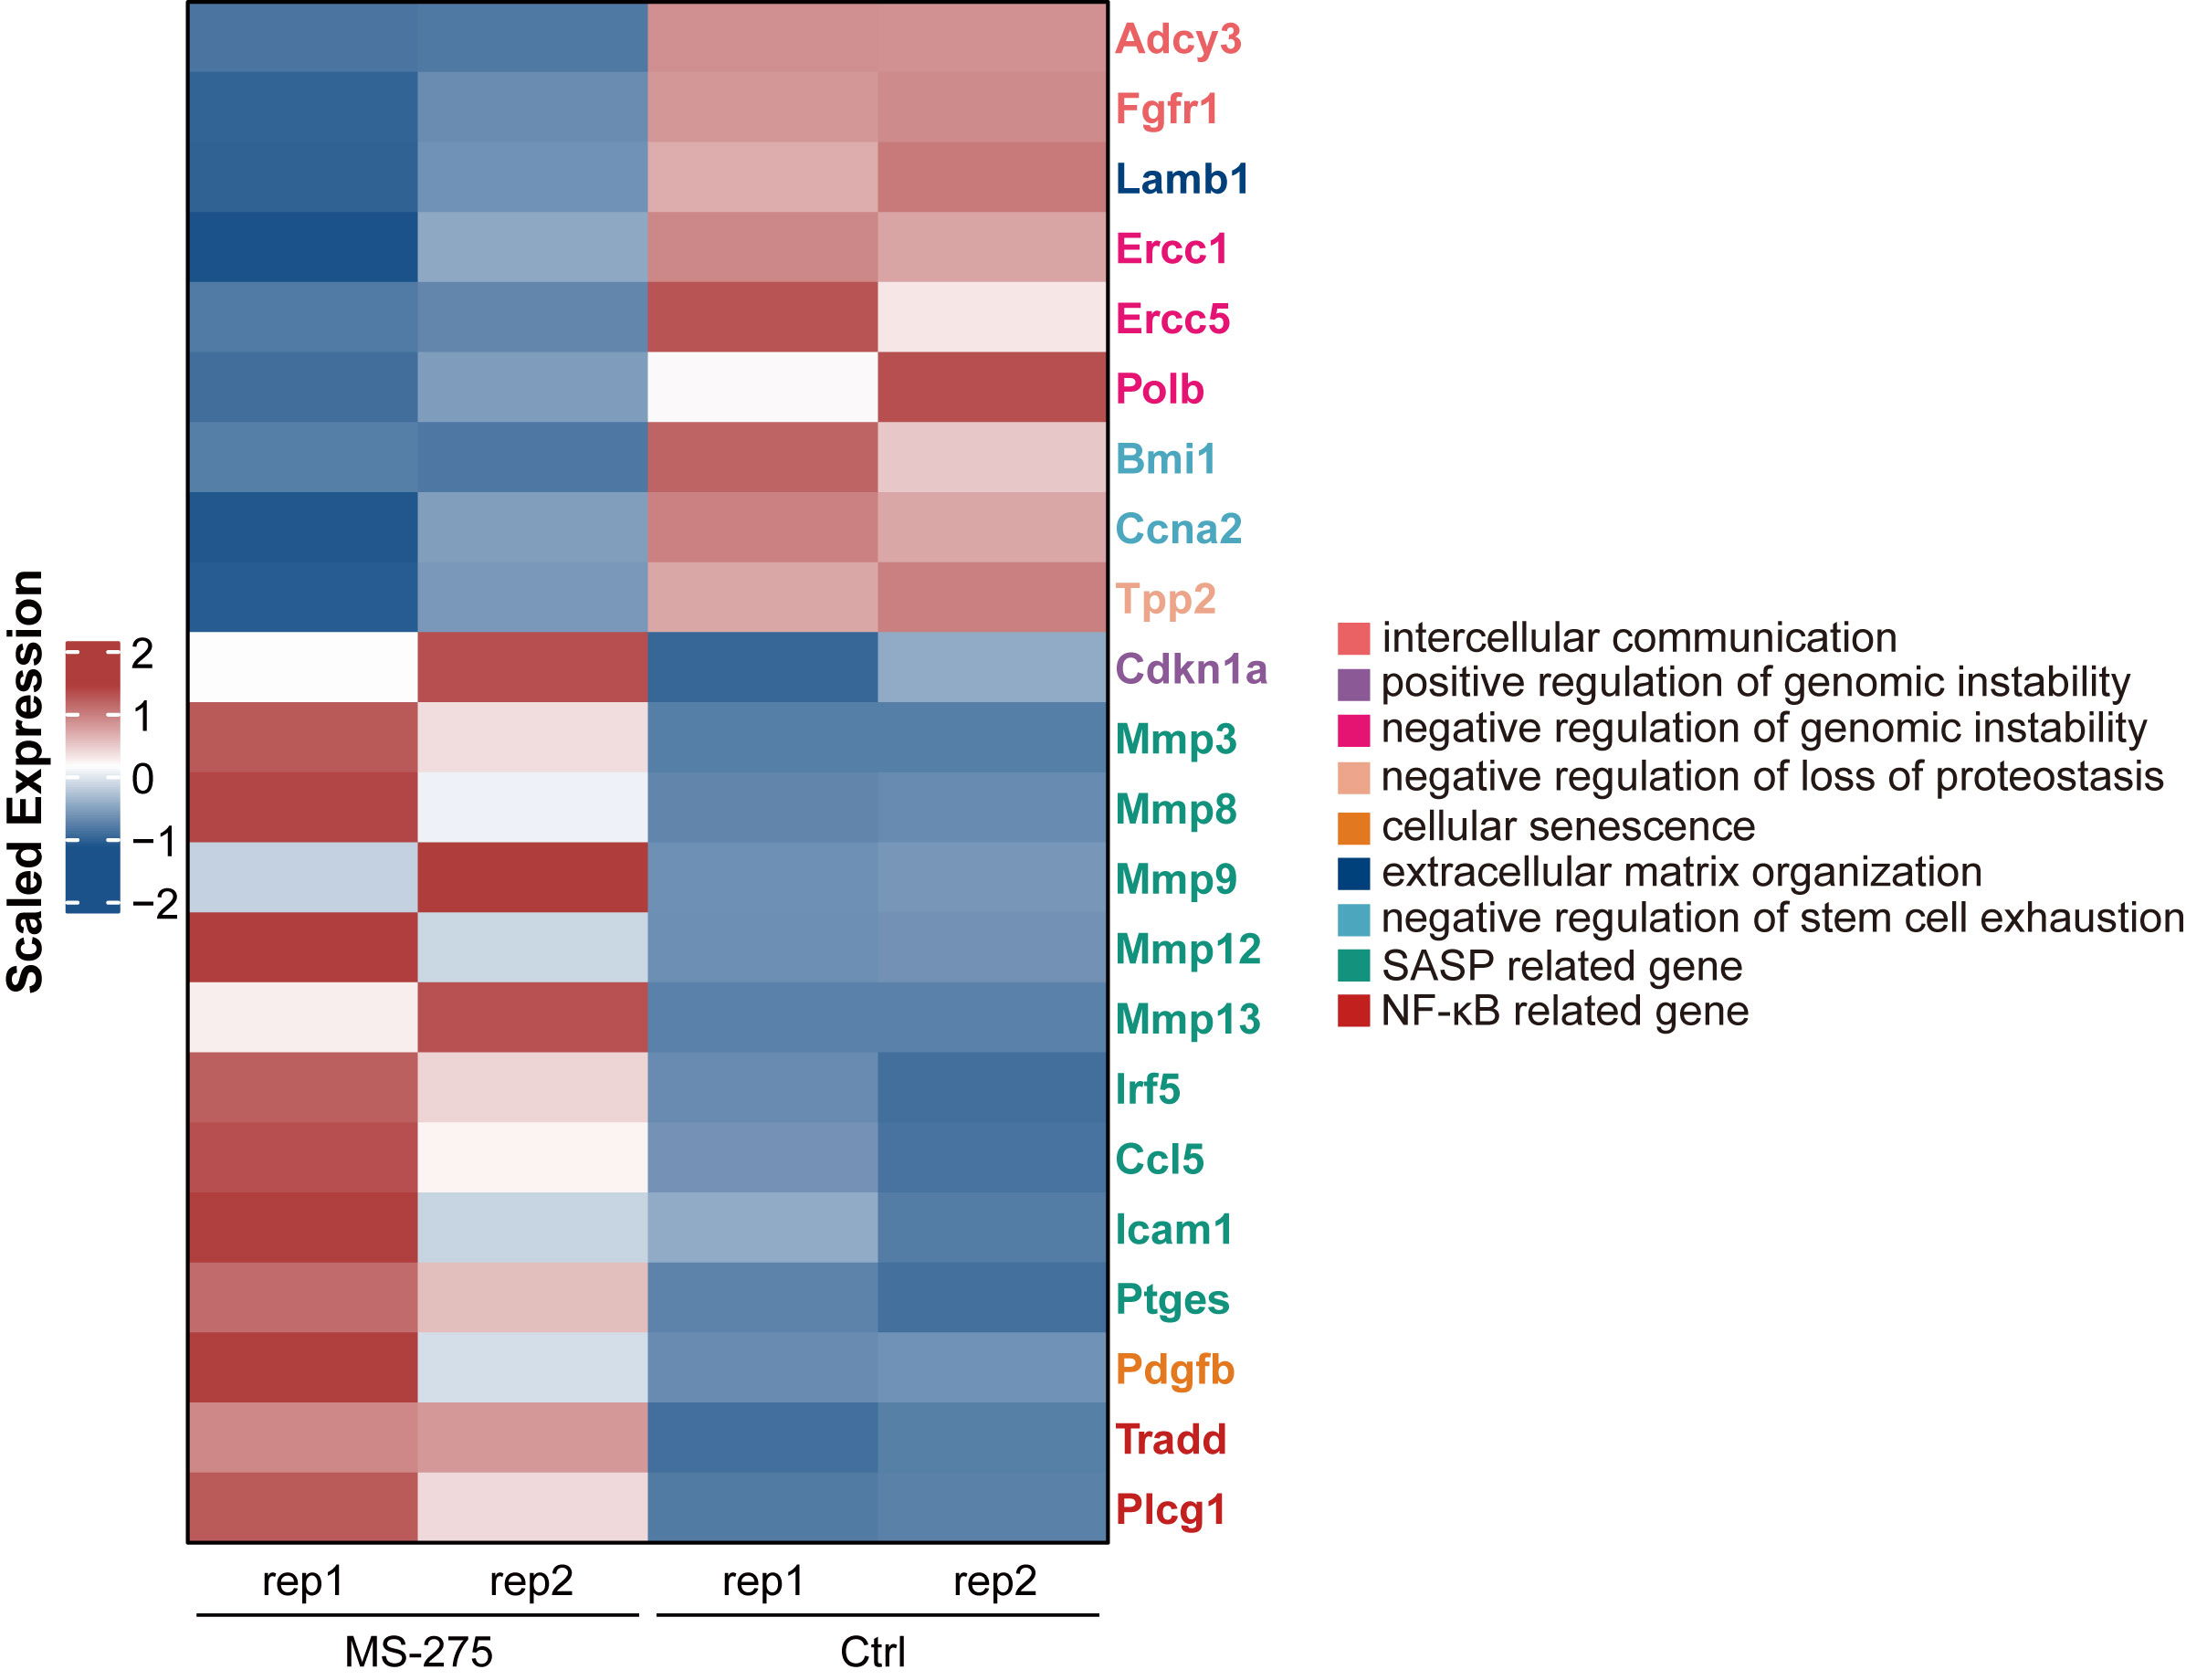
Fig. S27. Injection of MS-275 accelerates muscle aging.** Heatmap of aging-associated gene alterations in the gastrocnemius muscle with MS-275 treatment.

**
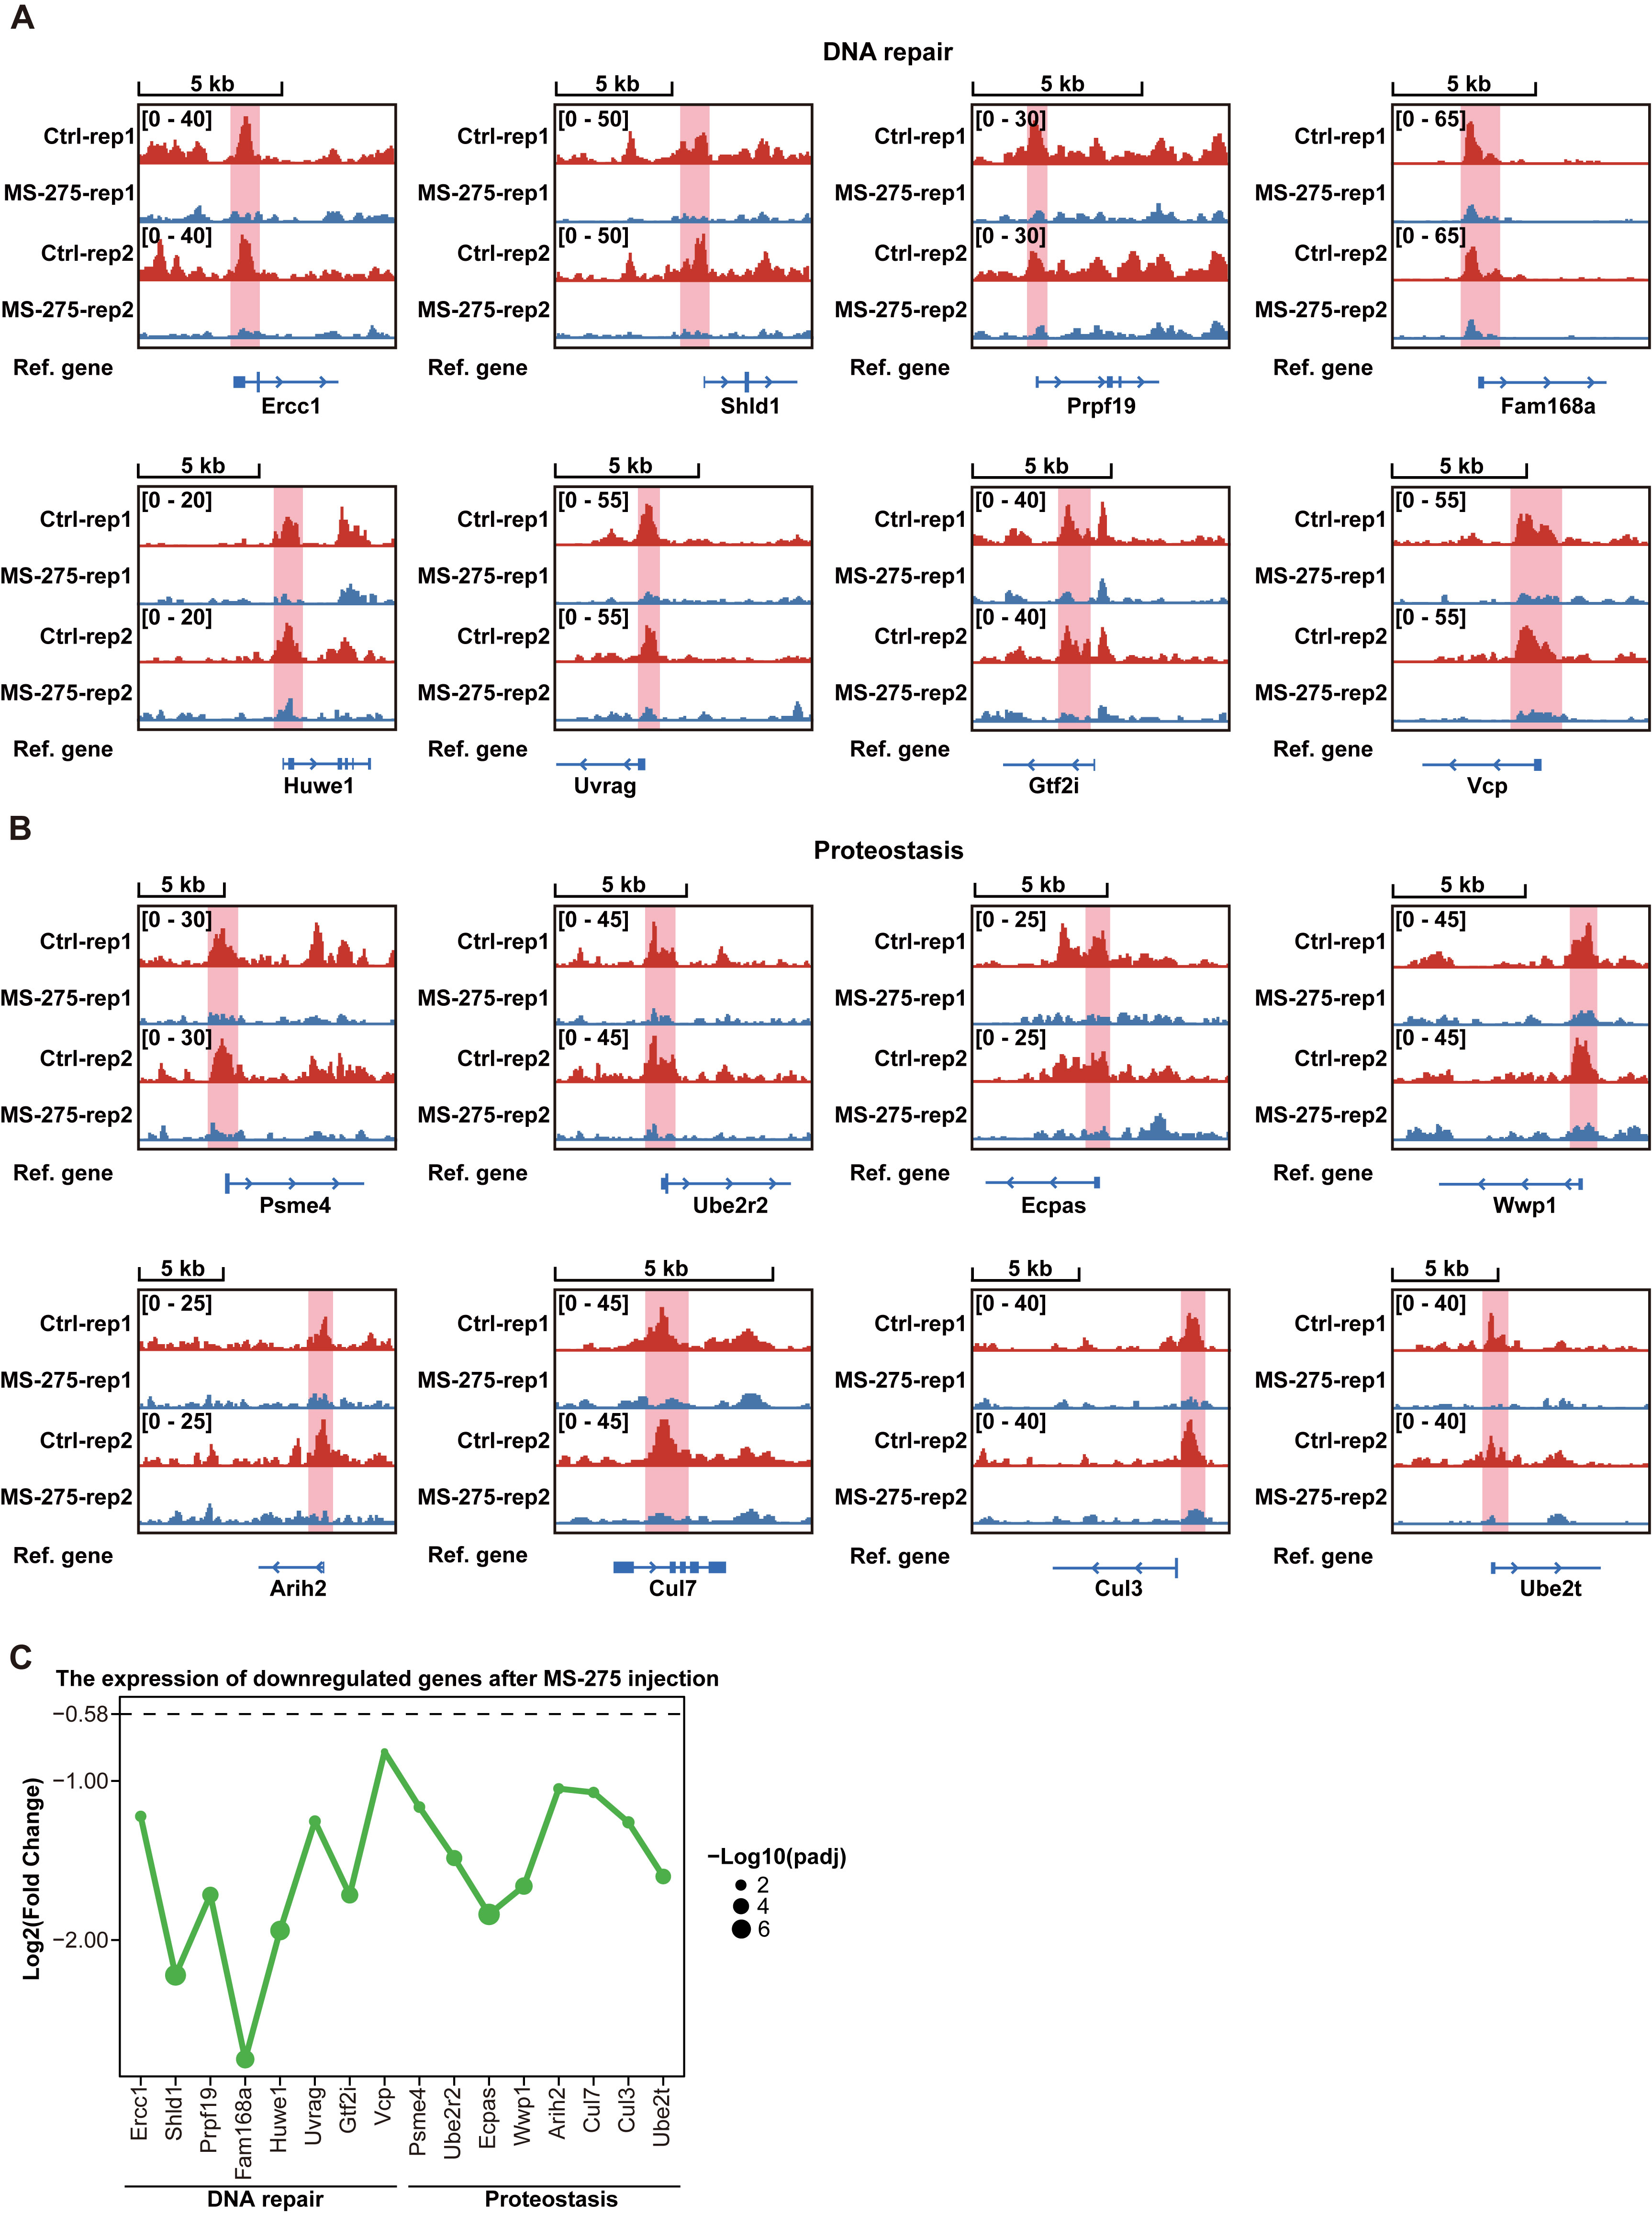
Fig. S28. Histone lactylation and gene expression of DNA repair and proteostasis genes decrease after MS-275 injection.** **A**, **B**, Snapshots of H3K9la peaks at the promoters of DNA repair- (**A**) and proteostasis- (**B**) related genes in muscle with or without MS-275 treatment. **C**, mRNA levels of DNA repair- and proteostasis- related genes in muscle with or without MS-275 treatment.

**
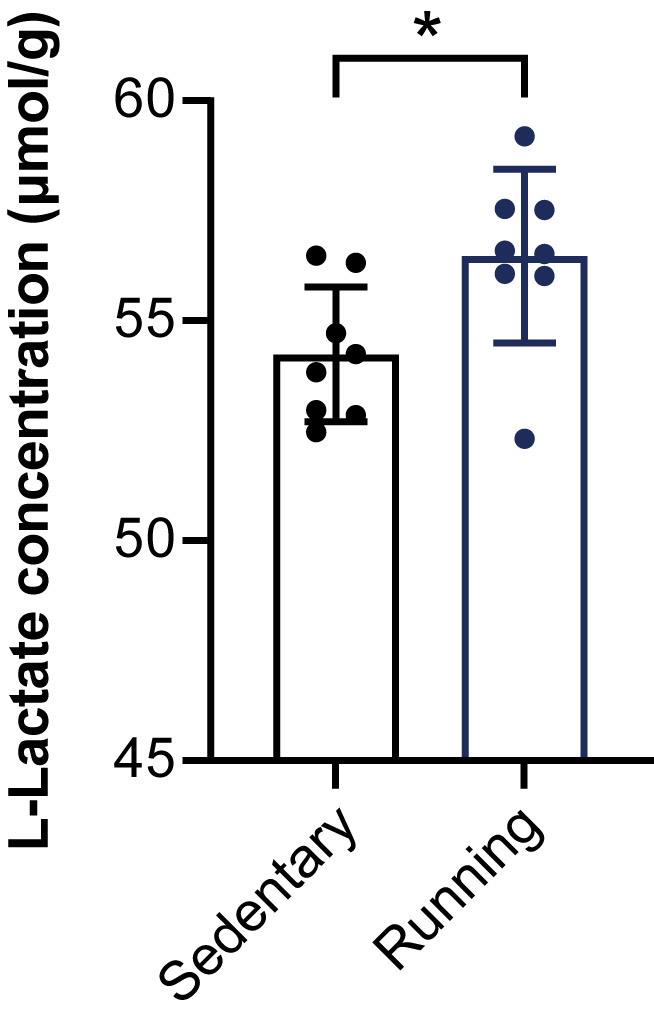
Fig. S29.** **Lactate increases in muscle of running mice compare to sedentary mice.** The L-Lactate concentration in muscle of sedentary and running mice. n=8. The error bars represent the S.D. of independent experiments. Two-tailed, unpaired Student’s *t* tests were performed. **P* < 0.05.

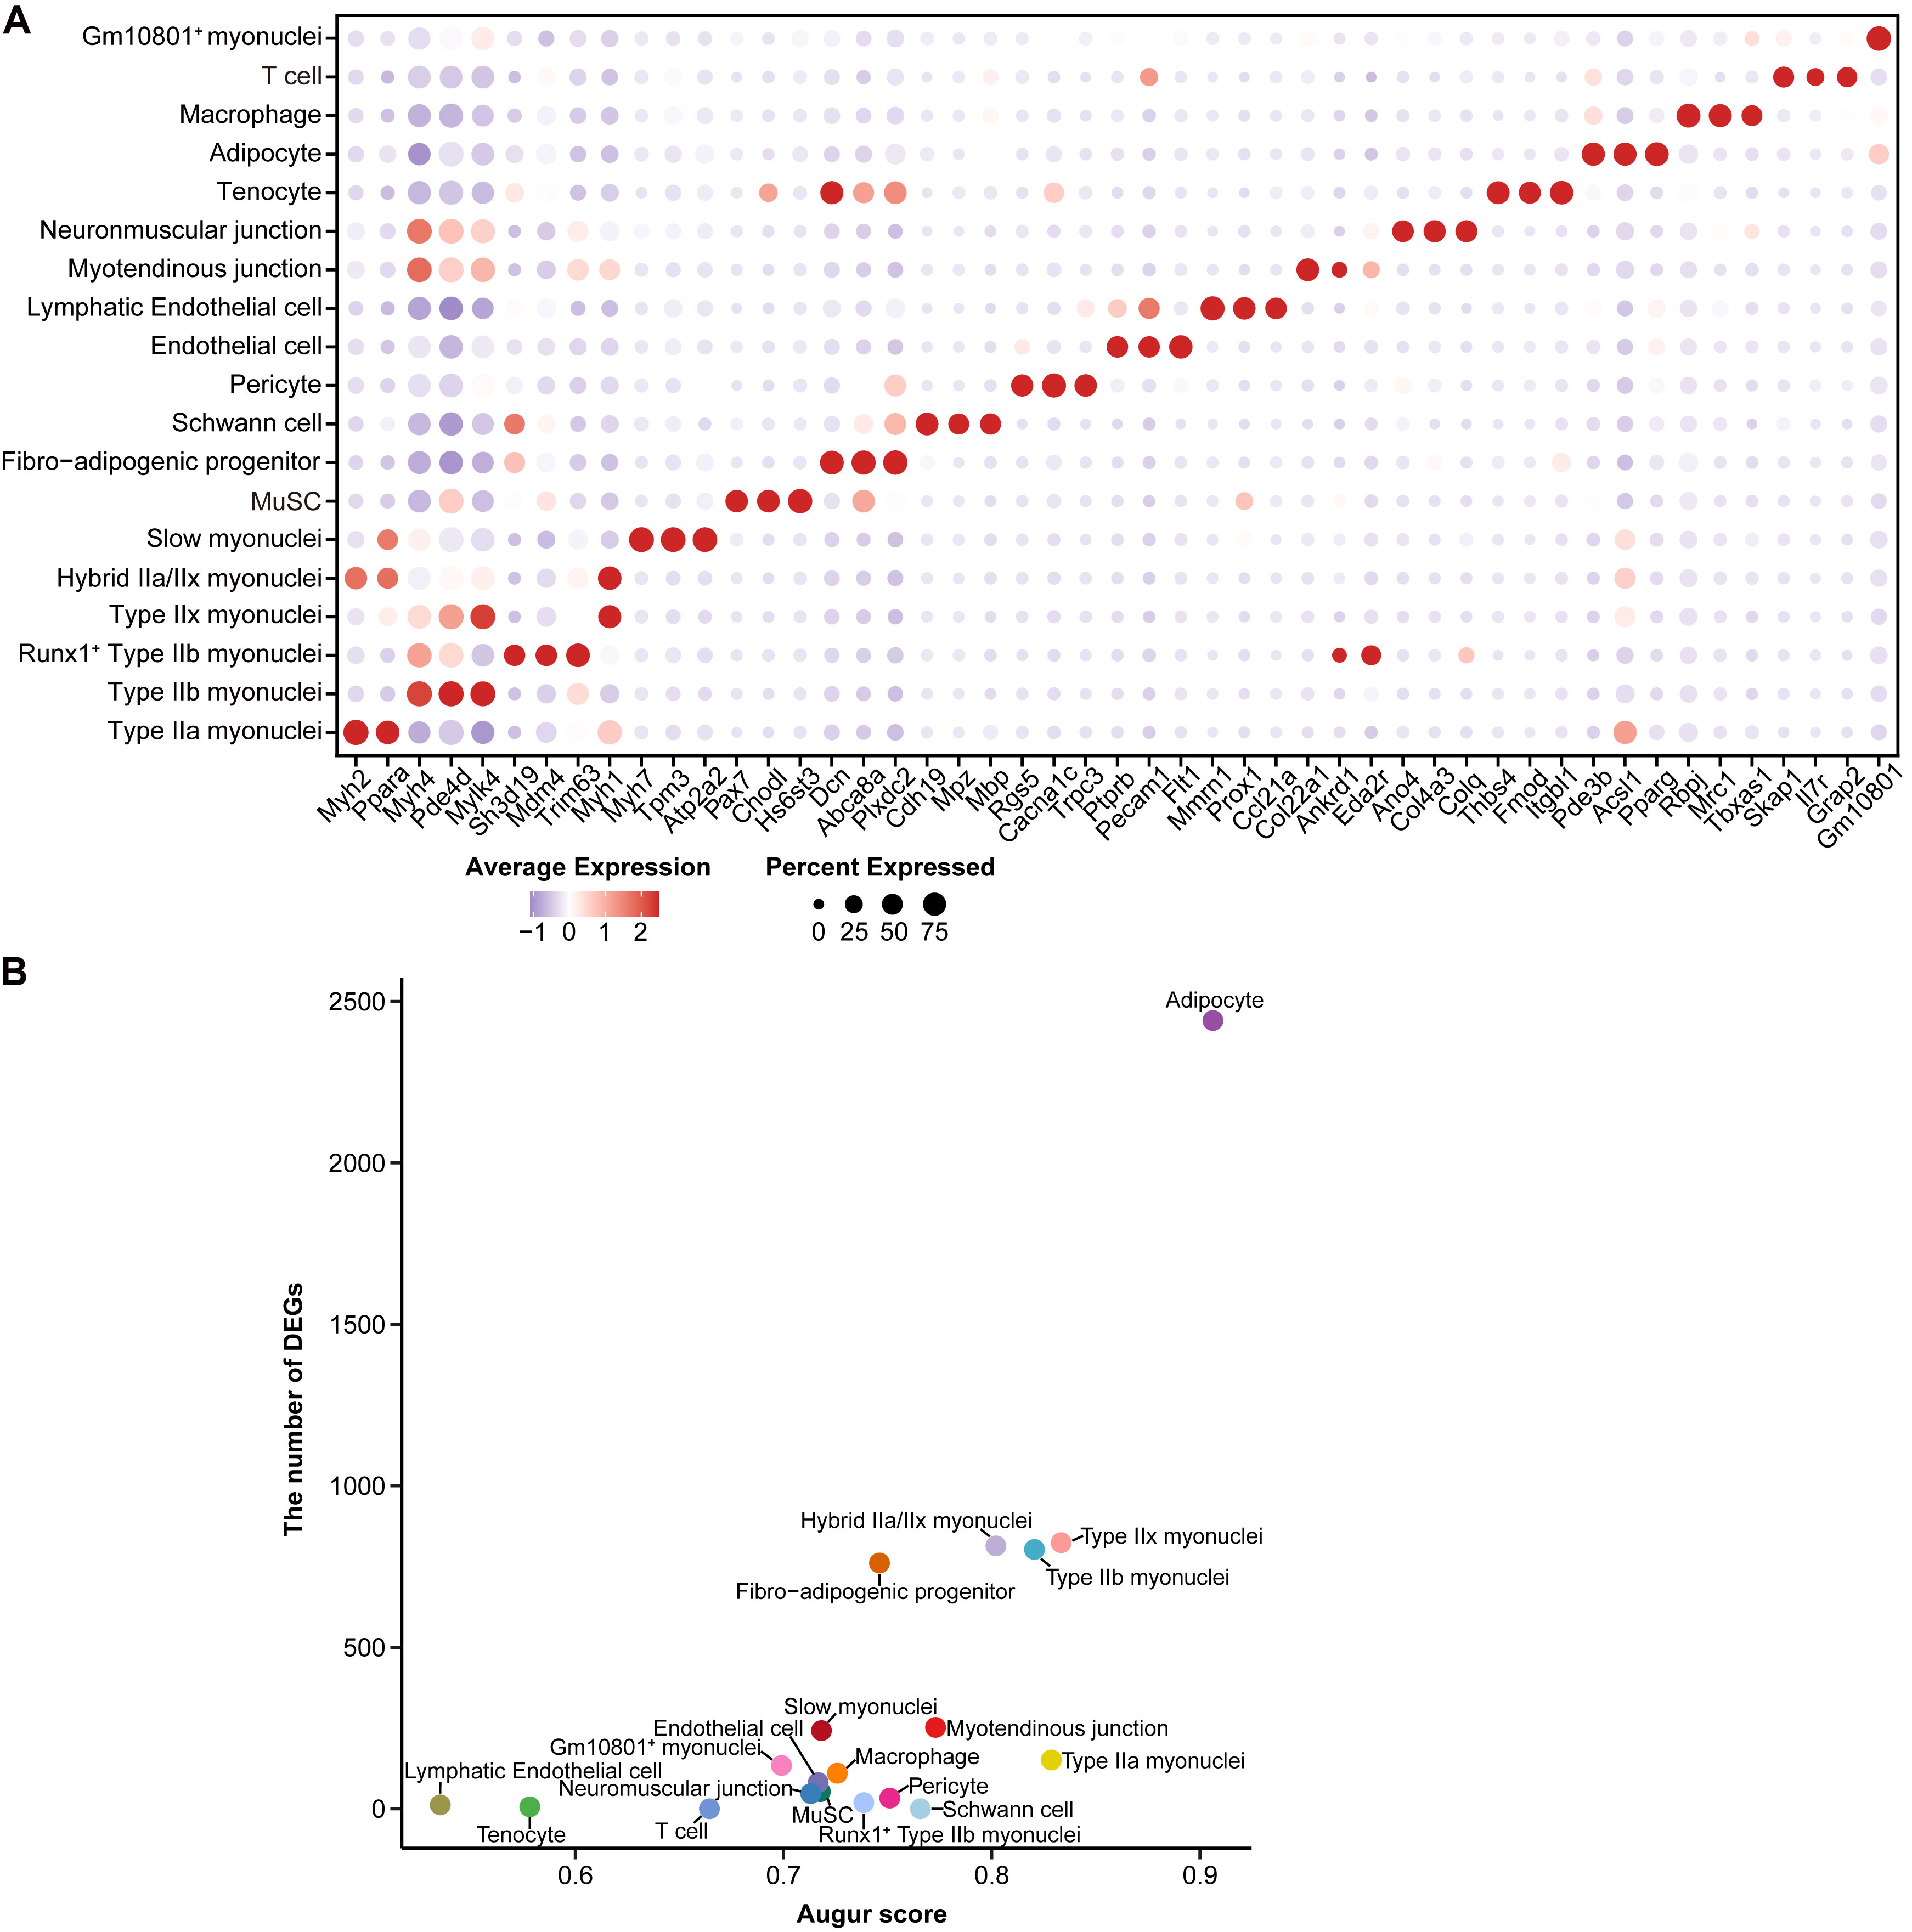

**Fig. S30. Identification and characterizing of cell populations in sedentary and running skelatal muscle using single-nucleus RNA sequencing. A**, Dot plot of marker gene expression of the 19 major cell types in sedentary and running muscle. The x-axis represents the marker genes, and the y-axis represents the cell types. **B**, Dotplot showing the transcriptional alterations after running exercise. The x-axis represents the sensitivity of cell types to running exercise, **
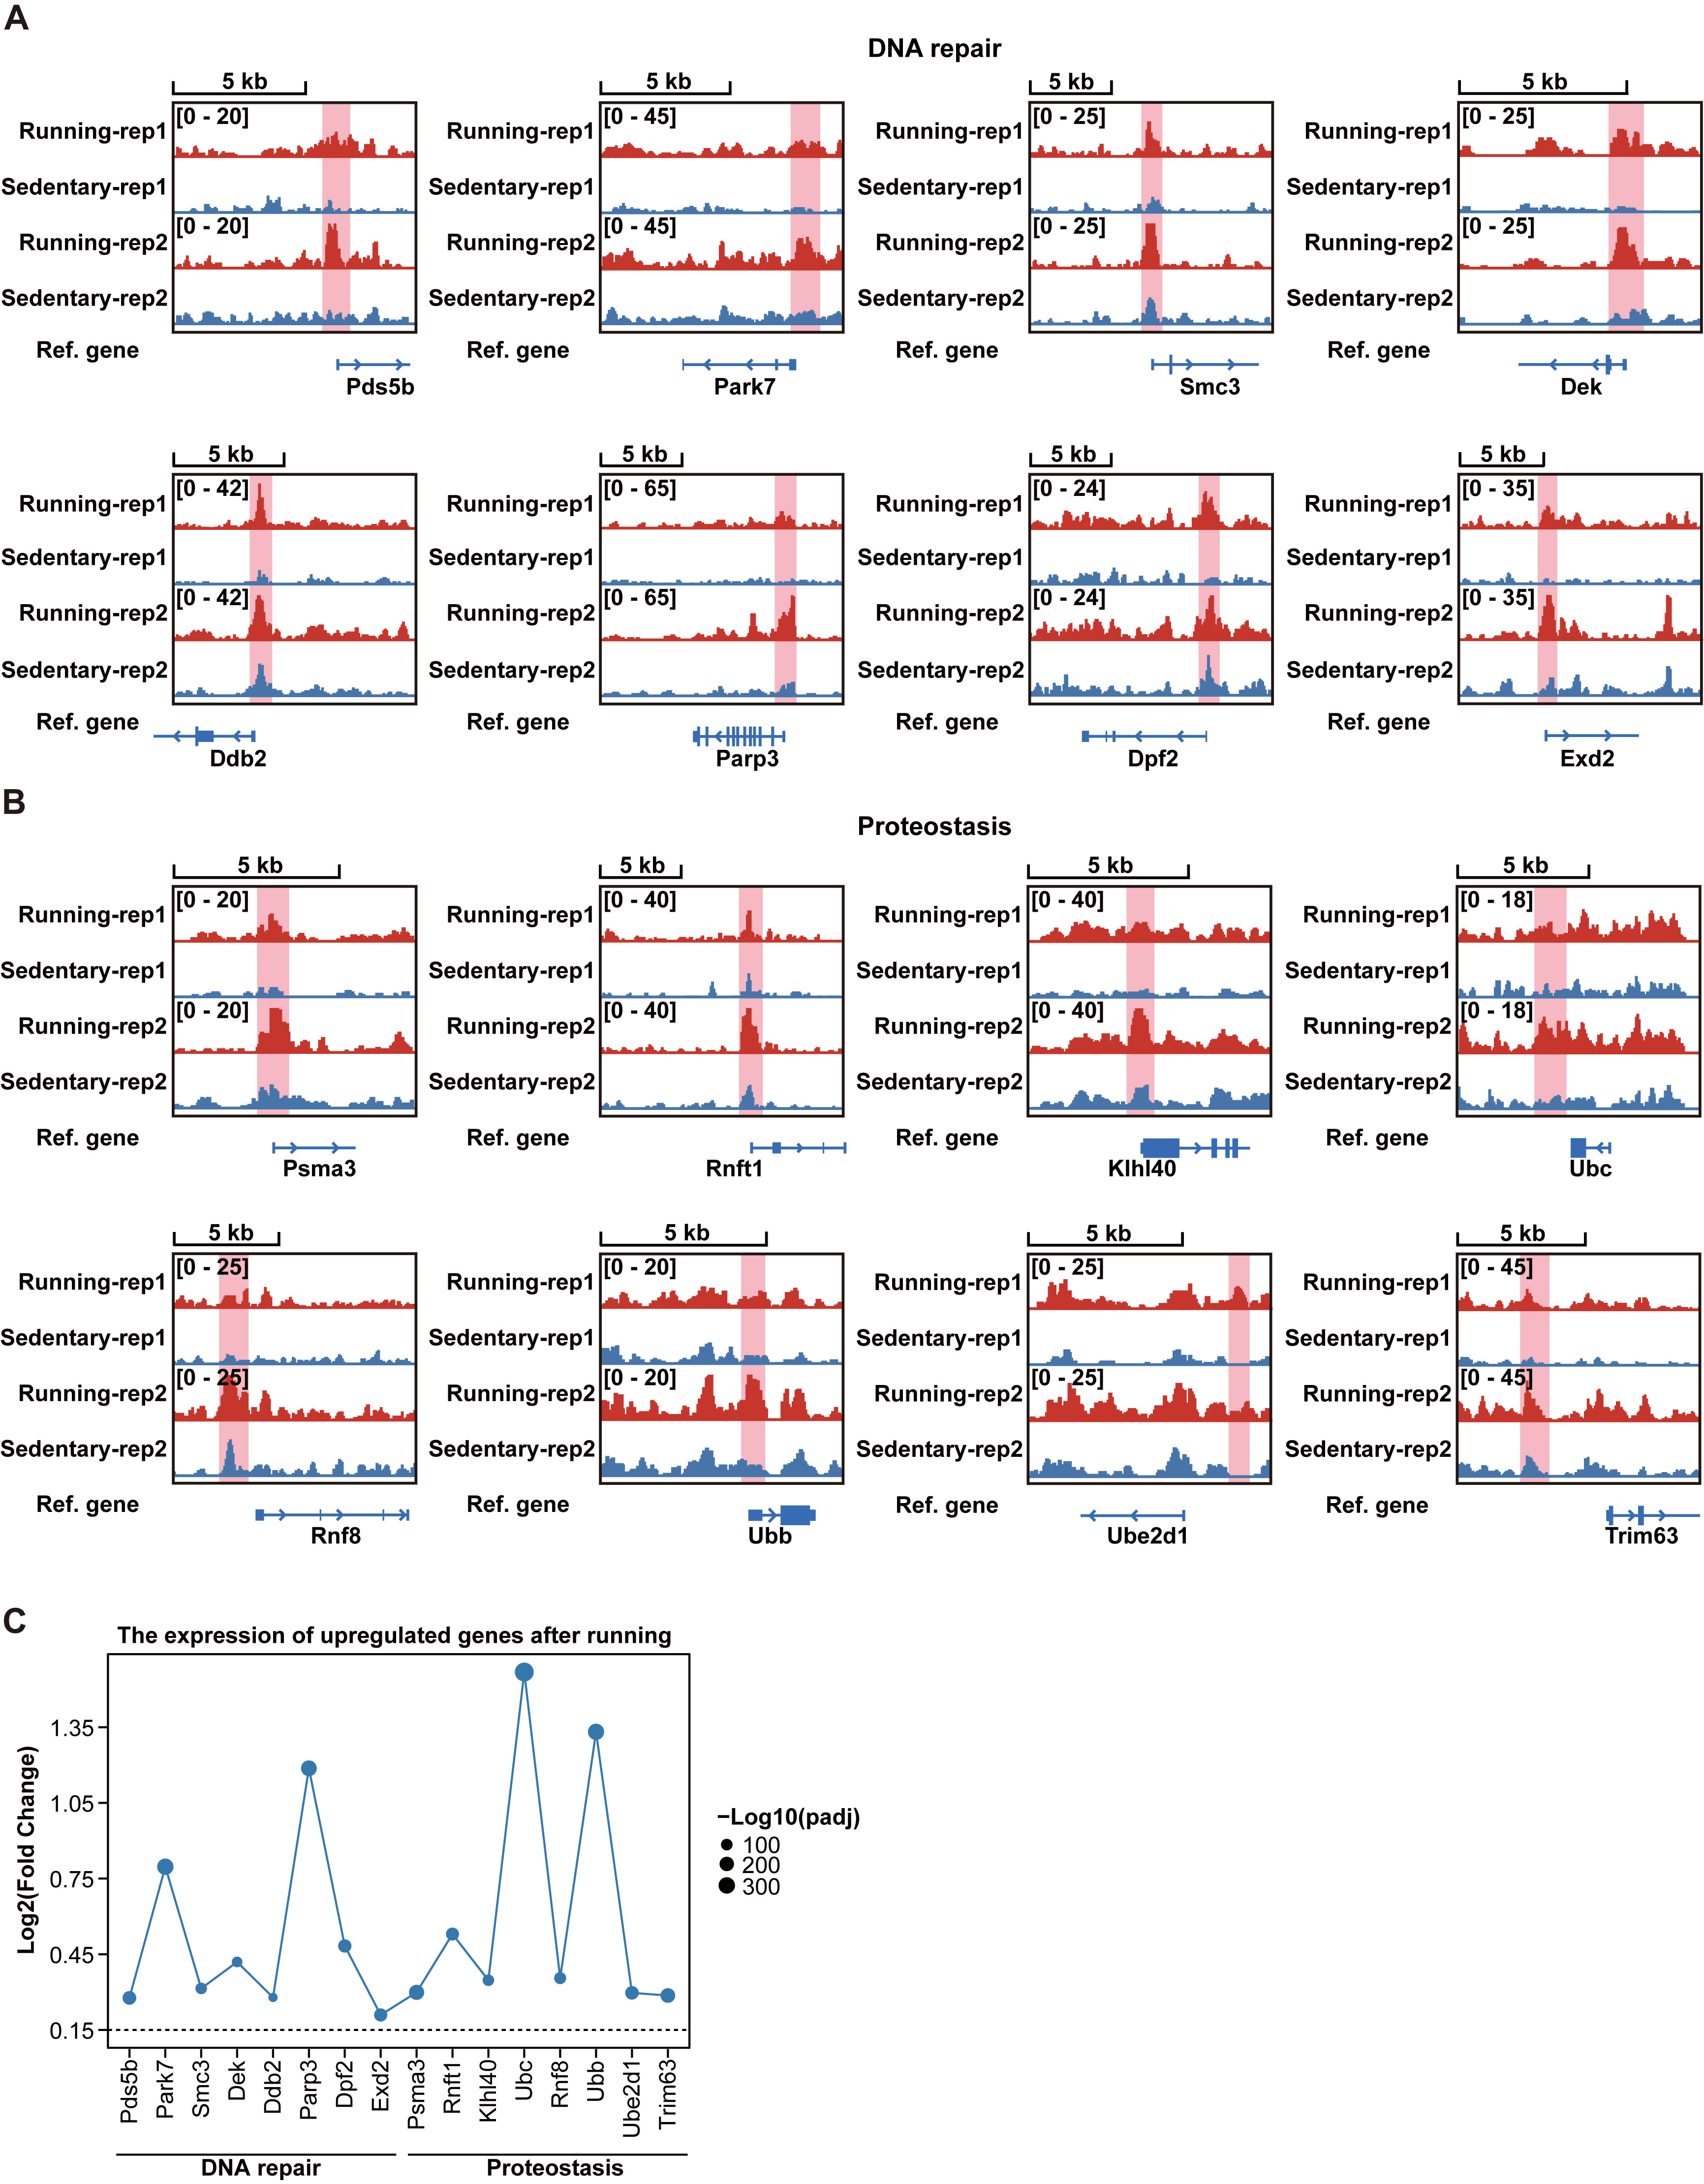
**and the y-axis represents the number of DEGs.

**Fig.** **S31. Histone lactylation and gene expression of DNA repair and proteostasis genes increase after running.** **A**, **B**. Snapshots of H3K9la peaks at the promoters of DNA repair (**A**) and proteostasis (**B**) related genes in muscle of sedentary and running mice. **C**, mRNA levels of DNA repair and proteostasis related genes in muscle of sedentary and running mice.

**Table S1. Primers used for RT‒qPCR**

**Table S2. Primers used for** **ChIP‒qPCR**

| **Name** | **Primer sequence** |
| --- | --- |
| ***KIF20A*** | For: 5’ - TTTGAGGTGCCGGTTACTCC -3’ |
|  | Rev: 5’- AGCATCGTGAAGACCAACGT -3’ |
| ***MCM3*** | For: 5’- GCCTAGAAGCCTCAGAGCAG -3’ |
|  | Rev: 5’- TCACTGATGCGAGCGAGATC -3’ |
| ***CENPW*** | For: 5’- GGGTGTGGTGAGAGGAACTG -3’ |
|  | Rev: 5’- TCATACCCTAGGCGGTGTCA -3’ |
| ***TACC3*** | For: 5’- TTGACATCCGACTGTGAGGC -3’ |
|  | Rev: 5’- AGAGATGGATGGGGCTGAGT -3’ |
| ***NEK2*** | For: 5’- CTTGCAGCAGTTCCACACAC-3’ |
|  | Rev: 5’- CTATCGCCCAGCTCAAGGAG-3’ |
| ***FANCA*** | For: 5’- GGTCACAACCAGCAGTTCCT -3’ |
|  | Rev: 5’- ATCCTGGCCTCAAGCAATCC -3’ |
| ***FANCG*** | For: 5’- TACGCTTCCTCGACGGATTG -3’ |
|  | Rev: 5’- ACTCCGGAGCCAATGAACTG -3’ |
| ***INIP*** | For: 5’- CTCTCTGTGCTCCAGCCAAA -3’ |
|  | Rev: 5’- CTGAGATCGAGCCACTGGAC -3’ |
| ***XRCC3*** | For: 5’- CTGAGTACCTGAGTCCCCGA -3’ |
|  | Rev: 5’- GGGTTCCTCTCACCAGAACG -3’ |
| ***FIRRM*** | For: 5’- GGTCCTCTTTCCAAGCAGCT -3’ |
|  | Rev: 5’- AAGCAGCTGTATGGTGGGAC -3’ |
| ***CENPA*** | For: 5’- TAGGTCTACTGGCCCTGTCC -3’ |
|  | Rev: 5’- TGGCACAGCTGCTATGGAAA -3’ |
| ***MELK*** | For: 5’- GTGGTTCCGAACAACTTGGC -3’ |
|  | Rev: 5’- TTCTGACACCTGCTGCAACA -3’ |
| ***MCM2*** | For: 5’- CCTGTGCGCTCCTATCTCAG -3’ |
|  | Rev: 5’- GCTGGTCTCCAACTCCTGAC -3’ |
| ***MCM7*** | For: 5’- GCCACAATGCTGTTTGCTGA -3’ |
|  | Rev: 5’- GGATGAGGACAGGAGGAGGT -3’ |
| ***TTK*** | For: 5’- ACACAAAACCAACCCGTCCT -3’ |
|  | Rev: 5’- CCCACTTAAGGGCTCAGGTG -3’ |
| ***CDC7*** | For: 5’- GAGAATGCACACCATGGGGA -3’ |
|  | Rev: 5’- TCCAATCCAGGCCAAAGTCC -3’ |
| ***PLK1*** | For: 5’- AGCAGCTCCCAATGAGAACC-3’ |
|  | Rev: 5’- CAGGTGTAAGCCTCCCACAG -3’ |
| ***SETD2*** | For: 5’- AGACCAGCCTGACCAACATG -3’ |
|  | Rev: 5’- CCTCCCAGGTTCAAGCGATT -3’ |

How the deposited data were processed for this re-analysis (not part of the article)

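RNA sequencing of IMR90 cells was used in 12 libraries, with 2 in each of 6 groups. Senescent cells were compared with young cells, cells at 3% oxygen with cells at 20% oxygen, and cells with 2-DG for 5 days at 3% oxygen with control cells at the same oxygen level. The authors trimmed the reads with trim_galore, aligned them with hisat2 to hg38, counted them on genes with featureCounts and normalized the counts with DESeq2. The values the authors deposited are normalized signal, that is the read count of a gene divided by a size factor of its library, with 1 library per file. Size factors computed anew with DESeq2 on the recovered reads were equal to those of the authors, with a ratio of 1 in each of the 12 libraries. The authors' filter on low counts is not stated, and each listed gene has at least 10 reads in at least 2 of the 4 libraries of its comparison.

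Depth is given as reads on listed genes and ranged from 12886337 in normoxia replicate 2 to 43743984 in young replicate 2. In normoxia replicate 2, 345 listed genes had a value of 0, against 29 in normoxia replicate 1. A value of 1 read was 1.39 in normoxia replicate 2 and 0.837 in young replicate 2, so that fold changes of genes with values near these rest on few reads. It was checked that no library is a duplicate of another.

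The tests ran in R 4.3.3 with limma 3.58.1, and the alternatives with edgeR 4.0.16 and DESeq2 1.42.0. The S phase and G2/M phase lists are those of Seurat 5.3.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Gene positions, transcript lengths, GC content and overlaps come from GENCODE 44. Each comparison was fitted alone with lmFit and eBayes with a mean-variance trend, on log2 of the value plus 1, for genes with a mean of at least 10 over its 4 libraries. P-values were adjusted by Benjamini and Hochberg, with calls at an adjusted p below 0.05 and an absolute log2 fold change above 1 in senescence and after 2-DG and above 0.58 in hypoxia. The dashed lines of Fig. S13E,F gave the thresholds for hypoxia and 2-DG, and the threshold for senescence was taken to be that of 2-DG.

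Lists were tested with camera at an inter-gene correlation of 0.01, and with fry, each with its own adjustment over 24 tests, 8 lists in 3 comparisons. The value of a list is the median log2 fold change of its genes tested. The lists hold glycolytic enzymes, S phase genes, G2/M phase genes, homologous recombination and Fanconi genes, excision repair and end joining genes, HIF target genes, unfolded protein and integrated stress response genes, and secretory phenotype genes. All except the cell cycle lists were written by hand. Further groups of genes served as checks: mitochondrially encoded genes, nuclear-encoded complex I subunits, ribosomal protein genes, other immediate early genes and small non-coding RNAs.

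Genes are named by a rule. It takes every gene that the study names for RNA or RT-qPCR of IMR90 cells in its text or in Fig. 3H–K, S3A, S12 and S13, and genes of proteins measured by immunoblot or immunofluorescence, among them LDHA, CDKN2A, CDKN1A, LMNB1 and MKI67. To these it adds, in each comparison, the 3 largest rises and the 3 largest falls among called genes with a mean of at least 100 and groups that do not overlap. Some genes that the rule takes are not reported here. The list of RT-qPCR primers in Table S1 is not used here.

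The tests, the lists, the rule for named genes and the following alternatives were chosen before the data were examined: a pseudocount of 0.5 or 5, no filter, a mean of at least 50, quantile normalization, upper-quartile scaling, eBayes without a trend, replicate number as a covariate, edgeR's quasi-likelihood test with TMM, DESeq2, the other fold change threshold, and each library left out in turn. Some alternatives were added after the values were seen. They are DESeq2 on all listed genes and the removal of the trend with transcript length and GC content, by loess with a span of 0.3 on each library's difference from the mean of its comparison. The check groups were chosen after other values were seen, and those of complex I subunits, ribosomal protein genes and small non-coding RNAs before their own values were.

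The fit was tested on simulated data with 200 changed genes per comparison. At the thresholds of each comparison limma recovered 94.5% of them in senescence, 90.5% in hypoxia and 99% after 2-DG. Of the unchanged genes it called 0.0252%, 0.00752% and 0.0142%. The simulated changes lay far above the thresholds, and the spread of a gene was the same in both groups. The simulation thus says little about changes near the thresholds, and it lacks the difference between the normoxia libraries. With 2 libraries per group, leaving out a library leaves an arm of 1, so these alternatives give fold changes and no p. The CUT&Tag data, the gene sets of the enrichment analyses, the RT-qPCR, the immunoblots, the immunofluorescence and the experiments in mice are not analysed here.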

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

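The tests of explanations by the length and GC trend, by scaling, by a few mitochondrial genes and by a general immediate early response were chosen only after the result was seen. The camera and limma tests, the stress response list, the scalings themselves and the test on nuclear-encoded complex I subunits were set earlier. Each pattern lies in genes that the paper does not discuss and exceeds the level in the control libraries of its comparison. Genes named as examples were chosen after their values were seen.

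The unfolded protein and integrated stress response genes rose after 2-DG with a median log2 fold change of 1.73 (adjusted p = 8.22e-11 from camera), and both 2-DG libraries lay above both control libraries. All 24 genes of the list rose with an adjusted p below 0.05 by limma over all genes tested and all 24 adjusted over the list alone. Of these, 22 were called upregulated, and CHAC1 at 0.51 and PPP1R15A at 0.21 were not. TRIB3 rose by 4.4, DDIT3 by 2.48 and HSPA5 by 2.04, and outside the list GDF15 rose by 3.62, DDIT4 by 3.28 and TXNIP by 2.75. With the length and GC trend removed the median was 1.72, which argues against that trend, and the lowest median under quantile and upper-quartile scaling was 1.73, which argues against the scaling. The rise may be a response of the cells to 2-DG, a hypothesis found and tested on the same data.

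The mitochondrially encoded coding genes rose in senescence with a median log2 fold change of 1.52. They took 11.0% and 10.6% of the reads in the senescent libraries and 3.86% and 3.89% in the young libraries. The smallest rise among the 13 genes was 1.03, which argues against a few of them as the cause, and the median was 1.12 with the length and GC trend removed, which argues against the trend as the whole cause. Quantile and upper-quartile scaling gave 1.28 and 1.62. More mitochondria per cell, with their nuclear-encoded parts, is a candidate explanation. The nuclear-encoded complex I subunits rose by 0.66, with 32 of 35 genes rising, and by 0.40 with the trend removed. The ribosomal protein genes, with a median of 0.38, had 0.14 after that removal. After 2-DG the mitochondrially encoded genes rose by 0.93 while the complex I subunits fell by 0.54, so that these groups need not move together. Under quantile normalization these medians after 2-DG were 0.60 and −0.59, and with the trend removed they were 1.24 and −0.41. In hypoxia the medians were −0.10 for the mitochondrially encoded genes, which was 0.18 under quantile normalization, and −0.70 for the complex I subunits. A change in the recovery of mitochondrial RNA stays open as untested.

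FOSB rose in senescence by a log2 fold change of 6.29, with FOS beside it at 5.64. The other immediate early genes had a median of 0.40, with 15 of the 20 genes tested rising. Of these 20, EGR1, EGR3, BTG2 and NR4A1 were called upregulated and EGR2 and NR4A2 downregulated, and ATF3 is also on the stress response list. A general immediate early response cannot be told apart from a change of FOS and FOSB on their own, since the members of the group went both ways. The group had a median of 0.14 in hypoxia and 0.33 after 2-DG. Senescence itself and stress at harvest stay open, and neither was tested.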

How the results depend on the processing

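The removal of the length and GC trend and DESeq2 on all listed genes were chosen only after the values were seen, and the other alternatives before. The comparisons give 32 results, and 434 of their 498 alternatives left direction and call, or the value within its spread, the same. Why a setting moved a result was not tested.

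With the fold change threshold at 0.58, 2360 genes were downregulated and 2437 upregulated in senescence, and 2895 and 3276 after 2-DG. With it at 1, 744 were downregulated and 667 upregulated in hypoxia. A mean of at least 50 left 750 genes upregulated in senescence under a filter that removes genes with few reads. Removal of the length and GC trend left 870 genes downregulated in hypoxia. Without a variance trend in limma, 1055 genes were downregulated and 976 upregulated in hypoxia. DESeq2 gave no adjusted p for 530 genes in hypoxia.

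The median of the excision repair and end joining genes in senescence was reversed under quantile normalization (0.0302) and upper-quartile scaling (0.0384), where camera's adjusted p was 0.894 and 0.768, with a range of 0.237 to 0.894 over the alternatives. Under quantile normalization the stress response genes in senescence were at −0.127 and past the threshold no longer, with camera's adjusted p at 0.0920 and a range of 0.00199 to 0.0920. With the length and GC trend removed, the stress response genes in hypoxia were at 0.30 (adjusted p from camera 0.00588, with a range of 0.00588 to 0.199) and the secretory genes after 2-DG at 0.544 (adjusted p from camera 0.0466, with a range of 0.0466 to 0.458), and both passed the threshold there. The secretory genes moved to −0.736 in senescence with DESeq2 on all listed genes, and to −0.491 in hypoxia with DESeq2 at the filter used here.

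The correlation between senescence and hypoxia was −0.412 with a pseudocount of 5, −0.355 without a filter, −0.483 at a mean of at least 50, −0.367 with DESeq2 on all listed genes and −0.363 with the length and GC trend removed. That between senescence and 2-DG was 0.167 at a mean of at least 50, 0.144 under quantile normalization, 0.141 with DESeq2 on all listed genes and 0.201 with the length and GC trend removed.

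With each library left out in turn, values moved as follows, from the lowest to the highest of the 4 fits of a list. In senescence the glycolytic enzymes ranged from −0.756 to −0.715, the S phase genes from −1.90 to −1.78, the G2/M phase genes from −2.25 to −2.22, the homologous recombination and Fanconi genes from −0.922 to −0.809, the excision repair and end joining genes from −0.0864 to −0.0241, the HIF target genes from −0.775 to −0.688, the stress response genes from −0.208 to −0.153 and the secretory genes from −0.603 to −0.520. In hypoxia the glycolytic enzymes ranged from 0.605 to 0.878, the G2/M phase genes from 2.18 to 2.29, the homologous recombination and Fanconi genes from 1.36 to 1.66, the excision repair and end joining genes from −0.0251 to 0.113, the HIF target genes from 0.634 to 0.810, the stress response genes from 0.174 to 0.378 and the secretory genes from −0.438 to −0.288. After 2-DG the S phase genes ranged from −2.2 to −1.95, the G2/M phase genes from −3.90 to −3.66, the homologous recombination and Fanconi genes from −1.08 to −0.962, the excision repair and end joining genes from −0.195 to −0.155, the HIF target genes from 0.0935 to 0.210 and the secretory genes from 0.249 to 0.381. Over the 8 libraries that each correlation rests on, that between senescence and hypoxia ranged from −0.386 to −0.335 and that between senescence and 2-DG from 0.142 to 0.151.

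Of the 126 values of named genes, none was reversed by the alternatives that keep all libraries. A pseudocount of 5 took the call from 1, quantile normalization and upper-quartile scaling from 3 each, eBayes without a trend from 9 and the removal of the length and GC trend from 10. Quantile normalization added a call for 1 and the removal of the trend for 2. With 2 libraries per group, the spread between replicates bounds how far leaving out a library can move a gene, so it is no measure of stability here.

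Replicates share no more than a number, and the deviations of libraries with the same number had correlations of 0.0332 in senescence, 0.0193 in hypoxia and 0.0258 after 2-DG. With a replicate block, 1231 genes were downregulated and 1329 upregulated in senescence, 1658 and 1460 in hypoxia and 1431 and 2010 after 2-DG, and all 30 results and 126 named genes compared were the same in direction and call.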

Differences from the paper's values

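Of 81 values of the paper that were compared, all read by eye from figures, 2 differ. A fold change was said to differ if its sign was opposite or its distance exceeded both the replicate SD and the reading step. For genes with a library at few reads, a distance beyond a fold limit was also enough. A count was said to differ only if it lay beyond that fold limit and the reading step. For KIF20A after 2-DG the log2 fold change was −8.66 against the paper's about −8.0 in Fig. S13F, read by eye. Of the alternatives set before the data were examined, edgeR (−8.01) and DESeq2 (−7.99) closed the gap, and the others did not. DESeq2 on all listed genes, chosen after seeing the values, also closed it at −7.99.

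For NEK2 after 2-DG the log2 fold change was −7.29 against the paper's about −8.0 in Fig. S13F, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.5 (−7.91), edgeR (−7.89) and DESeq2 (−8.05) closed the gap. Leaving out control replicate 2 (−7.46) closed it too. Without 2-DG replicate 2 the value was −8.14, but the remaining 2-DG library held 0 reads of NEK2. That value is set by the pseudocount, so it cannot decide whether the gap closes. The other alternatives did not close the gap. DESeq2 on all listed genes, chosen after seeing the values, closed it at −8.05.

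Fig. S3A shows TGFBI among the genes that rise in hypoxia. Here its log2 fold change was 0.55, in the same direction and under the threshold, so that it was not called. Quantile normalization (0.87) and the removal of the length and GC trend (0.63), the latter chosen after seeing the values, called it.

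By the rule for counts, which tolerates sizeable gaps, the counts of genes do not differ. For genes called lower, senescent vs young, Fig. 3E has about 1100, read by eye, and 1209 were found here. For genes called higher, hypoxia vs normoxia, the paper has about 1500 in Fig. S10A, against 1449. For genes called lower, 2-DG vs hypoxia control, it has about 1400 in Fig. S10B, against 1410. DESeq2 on all listed genes, chosen after seeing the values, gave 1120, 1464 and 1409.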

Other observations

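The tests on glycolysis after 2-DG, on the repair lists, on NDRG1, on the ribosomal protein genes and on other small non-coding RNAs were set before their values were seen. The tests on CXCL8 and RN7SL1 themselves, and those of counting error, of a length trend over all genes, of a library swap and of the correlation, were chosen only after the result was seen.

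The paper reports lower glycolysis after 2-DG from the gene set enrichment of Fig. S3B. Fewer dividing cells cannot be told apart from a fall of glycolytic enzyme RNA itself as the source of that result. The enzymes went both ways around their median of −0.226, while the S phase and G2/M phase lists fell by far more. The RNA does not measure the flux through glycolysis. The gene set of the figure is not used here.

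The homologous recombination and Fanconi genes fell in senescence while the excision repair and end joining genes had a median near 0, which was above 0 under quantile and upper-quartile scaling. The difference between the medians of the lists was −0.785. When membership was permuted between the lists 100000 times, p was 1e-05, the smallest that these permutations can give, and this p treats genes as units. A smaller share of dividing cells could account for the fall of the first list. Whether its genes are expressed with the S phase was not tested, and 4 of the 38 are on a cell cycle list. The paper explains the fall of repair genes by the loss of histone lactylation at their promoters, which stays open, since these libraries do not separate the explanations.

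NDRG1, which the paper shows among DNA repair genes, is on the HIF target list. HIF activity may account for its fall in senescence, since NDRG1 rose in hypoxia with a log2 fold change of 1.33 (adjusted p = 0.00198 from limma), where the HIF target genes rose too. Other regulation of NDRG1 in senescence stays open. The paper reports rapid senescence of IMR90 cells in normoxia, so the rise of NDRG1 in hypoxia need not come from HIF activity. In the list, the median log2 fold change was −0.73 over 24 genes in senescence (adjusted p = 7.90e-06 from camera) and 0.76 over 23 genes in hypoxia (adjusted p = 0.000102 from camera). Both libraries of each treated group lay on the same side of both reference libraries. By limma, 18 genes fell in senescence and 12 rose in hypoxia with an adjusted p below 0.05 over all genes tested, and 19 and 13 adjusted over the list alone. Without normoxia replicate 2 the rise of PFKFB3 was 0.52, below the threshold. After 2-DG the median was 0.13 (adjusted p = 0.478 from camera, 0.0245 from fry), with 11 genes rising and 7 falling in the same counts. ANKRD37 was called upregulated there at 1.09 and was at 0.86 without 2-DG replicate 1 and at 0.98 without control replicate 1.

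The normoxia libraries differ from each other. The 70 genes with a mean of at least 1000 and transcripts shorter than 600 bases were higher in normoxia replicate 2 by a median log2 of 1.09, against −0.01 for the other genes and 0.14 for the short ones in the hypoxia pair. A shift of a whole set in one direction argues against counting error as the cause. A swap with a hypoxia library is argued against by the G2/M phase list, at 2.18 in the lower hypoxia library relative to the normoxia mean. A trend with transcript length over all lengths is argued against by the 3369 genes with a mean of at least 1000, where the difference had a Spearman rho of −0.0264 with length, against −0.449 in the hypoxia pair. Recovery that differs for short transcripts could contribute. Over the ribosomal protein genes rho was −0.204. It cannot be told apart from other causes by this test, since rho was −0.278 in the hypoxia pair, whose libraries differ little. The short transcripts changed by a median of −1.44 between hypoxia and normoxia, against −0.04 for the other genes. With normoxia replicate 1 alone as the reference, the short ones changed by −0.59. RPS29 had a value of 14441 in normoxia replicate 2 and 1380 in normoxia replicate 1, a gene chosen after its values were seen. The median over all ribosomal protein genes was −0.68 in hypoxia and −0.10 after 2-DG.

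Changes in senescence and in hypoxia run opposite across genes, and both relate to transcript length. Among genes with a mean of at least 1000, the Spearman rho of the change with length was −0.421 in senescence, 0.419 in hypoxia and 0.231 after 2-DG. With GC content it was 0.106, −0.445 and 0.320. Removal of the trend brought rho with length to −0.0556, 0.113 and 0.00285. The difference between the replicates of a group had a rho with length of 0.411 in the senescent pair and −0.449 in the hypoxia pair. It was 0.100 in the young, −0.0264 in the normoxia, −0.0192 in the 2-DG and −0.0166 in the control pair. The relation to length in senescence and in hypoxia thus need not come from the condition. The Pearson correlation between senescence and hypoxia was −0.363 after removal, which argues against the trend as the whole cause. Both comparisons also differ in the cell cycle lists. The paper reports rapid senescence and poor proliferation of IMR90 cells in normoxia. In hypoxia against normoxia, MKI67 changed by 3.1, LMNB1 by 2.78, CDKN2A by −1.91 and CDKN1A by −1.27. The normoxia cells may thus lie nearer to senescence, so that the opposite run may follow in part from the design. How far a difference in the share of dividing cells contributes was not tested.

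The RNA of proteins that the paper measured by immunoblot, or by immunofluorescence for Ki67 (MKI67), changed as follows. CDKN2A had a log2 fold change of 1.24 in senescence (adjusted p = 2.41e-07 from limma), −1.91 in hypoxia and 0.36 after 2-DG. With the length and GC trend removed the value in senescence was 0.94, under the threshold, and exons of CDKN2B-AS1 on the opposite strand overlap this gene. CDKN1A was at 1.34, −1.27 and 0.76 in the same order, LMNB1 at −2.72, 2.78 and −4.30, and MKI67 at −3.73, 3.1 and −5.94. Of these, CDKN2A and CDKN1A after 2-DG were not called.

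The unfolded protein and integrated stress response genes had a median of −0.19 in senescence (adjusted p = 0.0177 from camera) and of 0.31 in hypoxia (adjusted p = 0.158 from camera, 0.0354 from fry). By limma, 13 fell and 3 rose in senescence and 3 fell and 8 rose in hypoxia with an adjusted p below 0.05 over all genes tested. Adjusted over the list alone the counts were 13 and 3, and 4 and 9. In hypoxia DNAJB9 was called downregulated at −0.62 and was at −0.46 without normoxia replicate 2.

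The secretory phenotype genes had a median of −0.55 over 22 genes in senescence (adjusted p = 0.0177 from camera), −0.34 over 17 genes in hypoxia (adjusted p = 0.214 from camera, 0.00183 from fry) and 0.35 over 23 genes after 2-DG (adjusted p = 0.303 from camera, 0.0704 from fry). By limma, 14 fell and 5 rose in senescence, 8 fell and 4 rose in hypoxia and 8 fell and 12 rose after 2-DG with an adjusted p below 0.05 over all genes tested. Adjusted over the list alone the counts were 14 and 5, 9 and 5, and 8 and 13. After 2-DG the rise of IL1A, at 1.85, was 0.40 without control replicate 1, and that of AREG, at 1.03, was 0.85 without control replicate 2 and 0.89 without 2-DG replicate 2. Both were called and lay under the threshold in these alternatives. CXCL8 and GDF15 belong to this list.

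The excision repair and end joining genes had an adjusted p of 0.0335 from fry in senescence and 0.00141 after 2-DG, where camera gave none below 0.05. Camera sets a list against all other genes and fry does not.

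By the rule for named genes, the largest rises in hypoxia were those of NEK2 at 4.02, CLDN4 at 3.56 and BRCA2 at 3.49. NEK2 was at 5.2 without normoxia replicate 1 and at 2.84 without normoxia replicate 2, CLDN4 at 4.39 and 2.73. NEK2 was not called when limma's variance had no trend. The largest fall was that of ENSG00000279096, with 1 read in the hypoxia libraries and 938 in the normoxia libraries, a 995-fold fall with a 95% counting interval from 178 to 39324 that covers counting error only. Its fitted log2 fold change was −8.0, and it was −9.63 without normoxia replicate 1 and −6.37 without normoxia replicate 2. After 2-DG, LAMP3 had no reads in the control and 550 with 2-DG and was at least 213-fold higher. KLHDC7B rose by 7.42, which was 8.74 without control replicate 1 and 6.10 without control replicate 2. Beside KIF20A, the largest falls were those of PBK at −8.07 and MYBL2 at −8.04. PBK was at −6.50 without 2-DG replicate 1 and at −9.64 without 2-DG replicate 2, and MYBL2 at −6.81 and −9.27.

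CXCL8 fell in senescence by a log2 fold change of −5.84. The paper does not report this. Among related genes, chosen after their values were seen, CXCL1 fell by 5.66, CXCL2 fell by 1.93, AREG fell by 3.52 and MMP1 fell by 1.85. With the length and GC trend removed the change of CXCL8 was −5.96, which argues against the trend. The secretory list itself had a median of −0.55 in senescence (adjusted p = 0.0177 from camera). Of its 22 genes tested, 14 fell and 5 rose with an adjusted p below 0.05 by limma, with IL1A at 1.48 and TIMP1 at 1.35 called upregulated. A fall of the list cannot be told apart from one of CXCL8 and related genes, since the members went both ways. In hypoxia CXCL8 rose by 1.05, and after 2-DG it fell by 0.56. The senescent state of the cells, their density and their medium stay open, and none of them was tested.

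RN7SL1 fell in hypoxia by a log2 fold change of −4.95, from 8937 ± 4394 (SD, n = 2) in normoxia to 272 ± 37.2 (SD, n = 2). It was −4.43 without normoxia replicate 2, which argues against that library as the sole cause, and −3.76 with the length and GC trend removed, which argues against the trend as the whole cause. RMRP fell beside it at −5.59, with −3.76 without normoxia replicate 2 and −7.42 without normoxia replicate 1, and was not called when limma's variance had no trend. The opposite held elsewhere, with RN7SL1 rising by 2.34 in senescence and by 2.43 after 2-DG, and RMRP rising by 2.23 after 2-DG. Less carry-over of short RNAs without a poly(A) tail cannot be told apart from an effect of oxygen. The other small non-coding RNAs had a median of −1.37 in hypoxia, but only 3 of them were tested, of which 1 rose. Their median was 0.67 over 38 genes in senescence and 1.29 over 9 genes after 2-DG. With the length and GC trend removed, these medians were 0.17, with 20 of the 38 genes rising, and 1.43. The median in hypoxia was then −0.67. The effect of oxygen stays open as untested.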
